# Single-cell analysis highlights differences in druggable pathways underlying adaptive or fibrotic kidney regeneration

**DOI:** 10.1038/s41467-022-31772-9

**Published:** 2022-07-11

**Authors:** Michael S. Balzer, Tomohito Doke, Ya-Wen Yang, Daniel L. Aldridge, Hailong Hu, Hung Mai, Dhanunjay Mukhi, Ziyuan Ma, Rojesh Shrestha, Matthew B. Palmer, Christopher A. Hunter, Katalin Susztak

**Keywords:** Cell death, Cellular signalling networks, Gene regulatory networks, Transcriptomics, Kidney

## Abstract

The kidney has tremendous capacity to repair after acute injury, however, pathways guiding adaptive and fibrotic repair are poorly understood. We developed a model of adaptive and fibrotic kidney regeneration by titrating ischemic injury dose. We performed detailed biochemical and histological analysis and profiled transcriptomic changes at bulk and single-cell level (> 110,000 cells) over time. Our analysis highlights kidney proximal tubule cells as key susceptible cells to injury. Adaptive proximal tubule repair correlated with fatty acid oxidation and oxidative phosphorylation. We identify a specific maladaptive/profibrotic proximal tubule cluster after long ischemia, which expresses proinflammatory and profibrotic cytokines and myeloid cell chemotactic factors. Druggability analysis highlights pyroptosis/ferroptosis as vulnerable pathways in these profibrotic cells. Pharmacological targeting of pyroptosis/ferroptosis in vivo pushed cells towards adaptive repair and ameliorates fibrosis. In summary, our single-cell analysis defines key differences in adaptive and fibrotic repair and identifies druggable pathways for pharmacological intervention to prevent kidney fibrosis.

## Abstract (web summary)

After acute injury, kidneys either successfully repair/regenerate or become fibrotic. Here the authors use scRNA-seq to study adaptive/maladaptive kidney regeneration and identify proinflammatory/fibrotic proximal tubule cells with pharmacologically targetable pyroptosis/ferroptosis signatures.

## Introduction

Every year, more than 13 million people suffer from acute kidney injury (AKI). The kidney tubules have tremendous capacity to regenerate following AKI and most cases resolve via adaptive regeneration, however, in some patients AKI leads to long-term fibrosis and chronic kidney disease (CKD). CKD is the fourth fastest growing cause of death, affecting more than 850 million people worldwide^1^. Although hard to estimate, AKI is one of the top contributors to CKD^2^. AKI increases the risk for progression to CKD (HR 2.67, 95% CI 1.99–3.58), end stage renal disease (HR 4.81, 95% CI 3.04–7.62), and death (HR 1.80, 95% CI 1.61–2.02)^3^. Understanding the pathomechanism of adaptive and fibrotic repair is therefore critical.

During the last decade, we made important progress in our understanding of adaptive kidney repair and regeneration. Multiple studies have focused on identifying the source of progenitor or stem cells in the kidney following AKI. While early work indicated a potential role for mesenchymal stem cells, rigorous linage tracing experiments demonstrated a key role of epithelial cells in regeneration^4,5^. Several reports indicate that Sox9-positive cells expand, proliferate, and differentiate following injury^6–8^. Other studies have identified Lgr4 and Lgr5-positive precursor cells^6,9,10^. Activation of classic developmental pathways such as Wnt and Notch plays an important role in lineage decision and transit amplification promoting regeneration^11^, however, sustained activation of these pathways inhibits full differentiation of epithelial cells. Spatial and temporal organization of developmental signals are critical for proper regeneration.

Several events have been identified in the AKI-to-CKD transition. Compromised microvascular integrity, tubular epithelial cell damage^12^, interstitial inflammation^13,14^ and myofibroblast recruitment^15^, and are key factors of maladaptive repair^16–18^. However, the exact mechanisms have not been fully evaluated. One of the most important changes observed in CKD is the influx and expansion of immune cells. Immune cells likely secrete cytokines to heal the epithelium but could also play a critical profibrotic role^19,20^. Immune cell subtypes and their activation are poorly characterized in the context of AKI-to-CKD transition.

A key bottleneck in the understanding of adaptive and maladaptive regeneration has been the limited insight into temporal and cell-specific genome-wide gene expression changes to define signals that initiate and drive cell differentiation and cell–cell interactions. Single-cell RNA sequencing (scRNA-seq) has fundamentally improved our understanding of kidney disease development in mice and humans^21–33^. Several studies have analyzed maladaptive regeneration following AKI and identified a variety of pathways. However, these studies failed to compare adaptive and maladaptive regeneration to comprehensively differentiate pathways attributable to successful repair and fibrosis^34^. In addition, only one study performed follow-up validation experiments confirming the role of specific pathways^35^.

Here we develop a model of adaptive and maladaptive regeneration and directly compare single-cell transcriptomic profiling in these conditions by defining cell-autonomous and cell–cell interaction changes, identifying and validating factors that drive maladaptive regeneration. We show that maladaptive (fibrotic) repair is associated with activation of inflammatory cell death pathways (pyroptosis and ferroptosis) inducing the influx and activation of immune cells.

## Results

### Single-cell transcriptome dynamics of adaptive and maladaptive regeneration following bilateral renal ischemia

To understand differences between renal regeneration and fibrosis we established a model of adaptive and maladaptive repair by carefully titrating renal ischemia time in mice. We analyzed changes following short (23 min) or long (30 min) bilateral ischemia and collected samples 1, 3, and 14 d post-ischemia (Fig. 1a, Supplementary Dataset 1, “Methods”). Kidney function measured by iSTAT serum creatinine and blood urea nitrogen (BUN) showed AKI peaking on day 1 (BUN 149 and 83 mg/dL, creatinine 1.2 and 0.5 mg/dL after long and short ischemia reperfusion injury (IRI), respectively). These values were similar to functional impairments observed in recently published studies^34^. By day 14, creatinine levels returned to baseline in both groups, while BUN levels remained elevated in the long ischemia group (Figs. 1b, S1a). Blinded histopathological scoring confirmed similar early structural changes on day 1 and 3 post-IRI in both groups and sustained acute tubular injury 14d post-IRI in mouse kidneys. Mice with prolonged kidney ischemia developed fibrosis by day 14 following ischemia (Fig. 1b–e).

**Fig. 1:**
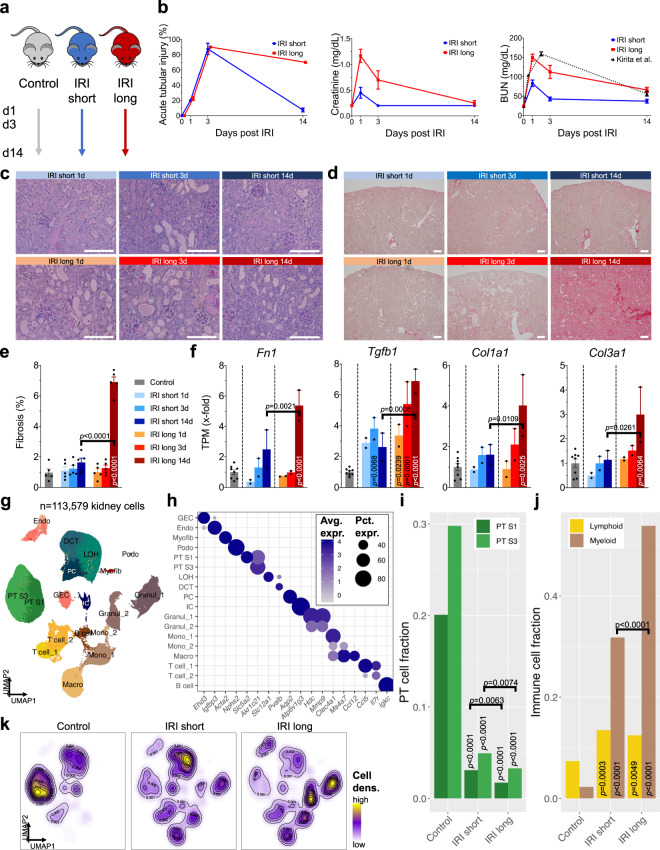
Single-cell transcriptome dynamics of adaptive and maladaptive regeneration following bilateral renal ischemia. **a** Experimental setup. Male C57BL/6 mice were subjected to short and long ischemia and followed for 1, 3 and 14 d (*n* = 12). Bulk and scRNA-seq was performed in *n* = 2 mice per condition and time point and compared to *n* = 6 controls; artwork own production and from https://smart.servier.com, license https://creativecommons.org/licenses/by-sa/3.0/). **b** Histopathological evidence of acute tubular injury (left panel), blood creatinine (middle panel) and BUN changes (right panel) 1, 3, and 14 d post-IRI. BUN of long IRI was comparable to previously published data (Kirita et al.); means ± SEM. Representative light microscopy of Periodic acid-Schiff (**c**) and Sirius red (**d**)-stained kidneys; scale bars = 50 µm. **e** Fibrosis quantification from (**d**); means ± SEM; *p* values are given for one-way ANOVA comparisons between Control and IRI groups and between short and long IRI groups, respectively. **f** Bulk RNA-seq analysis of fibrosis markers *Fn1, Tgfb1, Col1a1*, and *Col3a1*; means ± SEM; *p* values are given for one-way ANOVA comparisons between Control and IRI groups and between short and long IRI groups, respectively. **g** UMAP projection of 113,579 cells (*n* = 6 controls, *n* = 6 short, *n* = 6 long IRI samples) passing rigid quality control filtering (nFeatures > 200 and < 3000, mt% < 50, doublet removal) and after dataset integration with LIGER, yielding 18 cell clusters: GEC glomerular endothelial cell; Endo endothelial cell; Myofib myofibroblast; Podo podocyte; PT S1 proximal convoluted tubule; PT S3, proximal straight tubule; LOH, loop of Henle; DCT, distal convoluted tubule; PC, principal cell; IC, intercalated cell; Granul, granulocyte; Mono, monocyte; Macro, macrophage; T cell; B cell. **h** Cell type-specific expression of marker genes for manually annotated clusters. Dot size denotes percentage of cells expressing the marker. Color scale represents average gene expression values. **i**, **j** Fractions of PT (**h**) and immune cell (**i**) clusters stratified by treatment group (Control; IRI short; IRI long). Statistical significance for comparisons was derived using differential proportion analysis, with a mean error of 0.1 over 100,000 iterations; *p* values are given for comparisons between Control and IRI groups and between short and long IRI groups, respectively. **k** Changes in cell type proportions between treatment groups (Control; IRI short; IRI long), visualized as cell density.

We performed bulk and scRNA-seq from the same kidneys on 2 mouse samples at each time point, yielding a total of 18 samples (*n* = 6 long IRI, *n* = 6 short IRI, and *n* = 6 controls). 

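The single-cell libraries were made from kidneys of control mice and of mice killed 1, 3 and 14 d after bilateral renal ischemia of 23 min (IRI short) or 30 min (IRI long). There were 6 control libraries and 2 libraries for each ischemia time and day, each taken as 1 mouse. For each cell that passed quality control, the authors deposited a cluster name, a treatment group with its time point, and the 2 UMAP coordinates. To make these labels they aligned the reads with Cell Ranger, filtered cells by gene number and mitochondrial percentage, removed doublets, integrated the libraries with LIGER and named the clusters by hand. The deposited tables used here hold no UMI counts, so the depth of a library is its number of cells. Libraries held 2272 to 14320 cells in control (median 5332.5), 2967 to 10917 in IRI short (median 6589.5) and 2064 to 7847 in IRI long (median 6576.5). According to the methods 10,000 cells were loaded per library, a number that 1 control library and 1 IRI short library exceed. For the smallest library the exact 95% binomial (Clopper-Pearson) interval of the immune cell fraction ran from 68.0 to 72.0%, an interval that covers counting error only. Each library was assigned to its treatment group and day by the labels of its cells, but not to a replicate number of the sample list. Cell fractions were computed per library and compared with the library as the replicate, whereas the paper's differential proportion analysis permutes cells. Cell barcodes split the libraries in a way that the sample labels do not name: 5 of the 6 control libraries share barcodes with one another as if drawn from a smaller set than in the remaining control library and all IRI libraries. Since the smaller set holds control libraries only, values for the remaining control library (norm5) are given beside the main comparisons with control.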

Marker genes of fibrosis such as *Fn1, Tgfb1, Col1a1,* and *Col3a1* were higher in long ischemia samples in bulk RNA-seq data (Fig. 1f, Supplementary Dataset 2). We also performed scRNA-seq, aggregated transcriptomes of high-quality single cells into a single dataset following batch integration with LIGER^36^, and retained 113,579 high-quality cells after rigorous filtering based on UMI counts, mitochondrial percentage, doublet removal, and ambient RNA and batch effect correction (Figs. S1b–d, S2a, “Methods”). Our analysis indicated 18 clusters. 

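Cluster sizes ranged from 172 podocytes, or 0.151% of all cells, to 17210 cells in PT S3, or 15.2%. The next largest clusters were LOH with 17003 cells, PT S1 with 11175 cells and Granul_1 with 10892 cells. Mono_2 with 320 cells and Myofib with 486 cells were the smallest after podocytes. The authors clustered the cells of these 18 libraries again together with the inhibitor-treated libraries. When clusters were grouped into PT, other epithelial, endothelial or stromal, myeloid and lymphoid cells, 85.5% of the cells had the same class in both clusterings. Per library this fraction was 84.7% ± 7.94 (SD, n = 18) and ranged from 67.4 to 96.1%. It ran from 88.2 to 96.1% in control libraries and from 67.4 to 85.2% in IRI libraries. The cluster Fibro of the second clustering was counted as stromal by its name. Counting it as myeloid, an alternative chosen after the data were seen, gave 91.6% over all cells and 88.1% in IRF7, the library with 67.4%.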

We next performed analysis of differentially expressed genes (DEGs) for each cluster and identified all major kidney cell types, including endothelial cells, podocytes, tubule cells, and a variety of immune cells (Fig. 1g, h and Supplementary Dataset 3).

### Cell fraction changes during repair and fibrosis

To gauge the effect of the degree of injury on cell fraction changes, we analyzed changes in cell proportion in single-cell and bulk RNA-seq samples. 

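The fraction of each cluster in a library was put on the logit scale with 0.5 cells added and compared with limma, with 1 mean for control and for each ischemia time and day. Of 18 clusters, 12 differed between IRI short and control at an adjusted p under 0.05, with 9 higher and 3 lower in IRI short. Between IRI long and control 15 clusters differed, 9 higher and 6 lower in IRI long. The largest changes in IRI short were those of Granul_2 (5.31 on the logit scale), Granul_1 (4.96), Mono_2 (3.53), Macro (3.00) and Mono_1 (1.86), each higher in 6 of 6 libraries than in any control library. In IRI long they were those of Granul_2 (6.49), Granul_1 (5.61), Macro (2.98), Mono_2 (2.89) and IC (−2.56). No cell of Mono_2 was found among 37872 control cells, which allows a share of up to 0.00792%, so its change depends on the 0.5 cells added. The changes of PT S1 were −1.71 in IRI short and −2.05 in IRI long, and those of PT S3 −1.78 and −2.09.

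**Figure D1:**
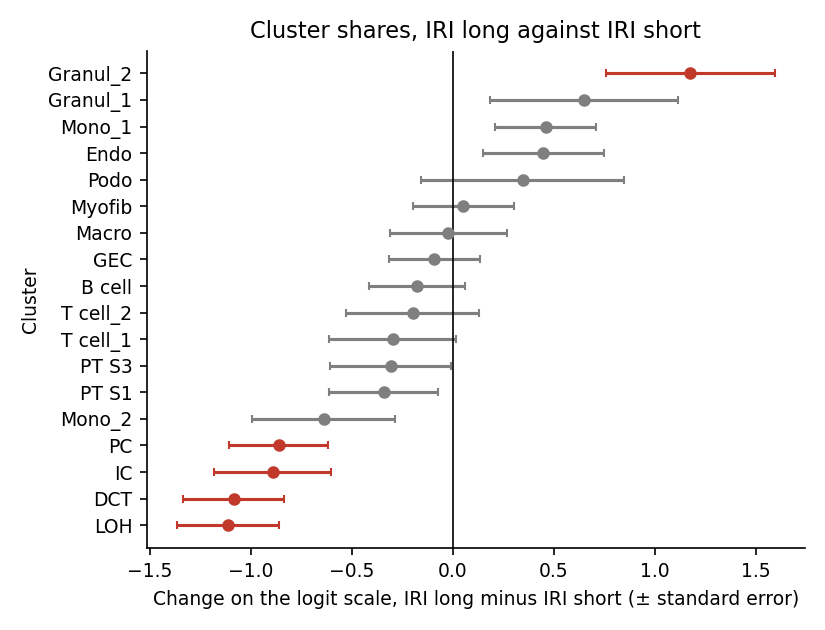
Change of each cluster's fraction between IRI long and IRI short on the logit scale, averaged over the 3 days, with the standard error from limma (6 libraries against 6). Clusters with an adjusted p under 0.05 are red: Granul_2 lies right of 0, and LOH, DCT, IC and PC lie left of it.

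The direct comparison of IRI long with IRI short gave 5 clusters. LOH was lower by a logit change of −1.11 (standard error 0.25, limma adjusted p = 0.00339), DCT by −1.09, IC by −0.89 and PC by −0.86, while Granul_2 was higher by 1.18 (standard error 0.42, limma adjusted p = 0.0409). In 5 of 6 IRI long libraries Granul_2 lay above every IRI short library. Neutro_2, the cluster that holds 98.9% of the Granul_2 cells in the authors' clustering with the inhibitor-treated libraries, was higher by 1.22 over all days and did not pass the threshold (limma adjusted p = 0.0579), while at 14 d it did (2.37, limma adjusted p = 0.0441). Neither PT S1 (−0.34) nor PT S3 (−0.31) passed the threshold in that comparison. At 14 d alone 6 clusters differed, among them Granul_2 (2.36), IC (−1.68), PC (−1.67), Myofib (−1.54) and LOH (−1.52), each with a limma adjusted p of 0.0130. Myofib at 14 d rests on 3 cells in IRI long and 17 in IRI short, so its change depends in part on the 0.5 cells added. SMC, which holds 58.8% of the Myofib cells in the clustering with the inhibitor-treated libraries, changed by −0.51 at 14 d (limma adjusted p = 0.431). Myofib cells make up 26.6% of SMC, so this value does not decide. When immune clusters were expressed per immune cell and the other clusters per non-immune cell, limma gave 0 clusters between IRI long and IRI short over all days and 0 at 14 d, with 7 and 2 clusters at an unadjusted p under 0.05. With each library left out in turn, the count over all days fell to 2 without, among others, IRF3, IRF1 or IRF12 and to 3 without IRF10, IRF7 or IRF9. At 14 d it was 0 without IRF12 (6 clusters at an unadjusted p under 0.05 in limma), 2 without IRF10 and 3 without IRF9. Granul_2 over all days lost its call in 10 of these 18 fits, with changes from 0.91 to 1.44 over all of them. With the barcode set of the libraries as a term, 9 clusters differed between IRI short and control and 12 between IRI long and control, and PT S3 was no longer among them (−0.67 and −0.98).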

We observed considerable differences in cell fractions that correlated both with the degree of ischemia and the timing following injury (Fig. S2b and Supplementary Datasets 4, 5). Immune cells constituted 10, 45, and 66% of analyzed cells in kidneys of control, short, and long IRI samples in the single-cell dataset; proximal tubule (PT) cell fraction decreased to 54, 12, 8% in control, short, and long IRI models (Fig. 1i, j). 

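Immune cells, that is granulocytes, monocytes, macrophages, T cells and B cells, made up 10.8% ± 4.83 (SD, n = 6) of the cells of a control library, 48.9% ± 10.3 (SD, n = 6) in IRI short and 67.4% ± 14.5 (SD, n = 6) in IRI long. Every IRI library lay above every control library (two-sided exact permutation tests, p = 0.00216 for each IRI group, the smallest that 6 against 6 libraries allow). Adjusted over the 12 comparisons of cell fractions these p-values were 0.00433. Between IRI long and IRI short the immune fraction differed by 18.5 percentage points (exact permutation test within days, p = 0.00926, adjusted p = 0.0139, also the smallest possible). PT cells, the clusters PT S1 and PT S3, made up 49.5% ± 15.1 (SD, n = 6), 11.3% ± 4.71 (SD, n = 6) and 8.11% ± 1.72 (SD, n = 6) of control, IRI short and IRI long libraries, again without overlap between IRI and control libraries. The difference in PT fraction between IRI long and IRI short, −3.15 percentage points, was smaller than the spread between IRI short libraries (exact permutation test within days, p = 0.139, adjusted p = 0.167). It grew to −4.83 without 1 IRI short 3 d library (IRF11; exact permutation test, p = 0.0185), and per non-immune cell the PT fraction was 7.50 percentage points higher in IRI long (p = 0.185 from the same exact test).

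**Figure D2:**
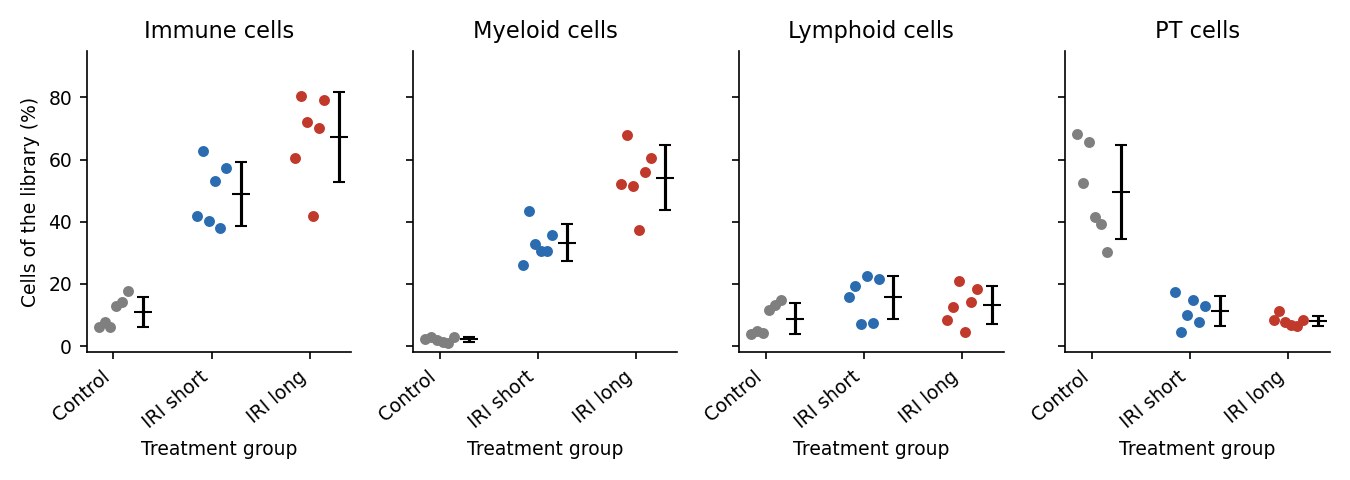
Fractions of immune, myeloid, lymphoid and PT cells by treatment group, as percent of the cells of a library. Points are libraries and bars are the mean ± SD of 6 libraries. Control libraries have 6.11 to 17.8% immune cells, IRI short libraries 37.8 to 62.8% and IRI long libraries 41.7 to 80.6%.

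Pooled over cells, as in the paper's fractions, immune cells were 9.66, 45.3 and 66.3% and PT cells 54.7, 11.7 and 8.35% of control, IRI short and IRI long cells. The control library with the barcode set of the IRI libraries held 17.8% immune cells and 30.3% PT cells. Against this library alone the PT fraction was lower by −19.1 percentage points in IRI short and by −22.2 in IRI long, and the highest PT fraction of an IRI library was 17.5%. These differences rest on 1 control library and were not tested, and the other barcode set holds no IRI library. The paper describes differences in cell fractions that went with the degree of ischemia and the time after injury, on the basis of Fig. S2b and its tables of cell numbers and proportions.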

We also analyzed changes by cell density, which has an advantage of potentially avoiding artificially binning the cells into clusters. 

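Cell density was computed for each library in the authors' UMAP coordinates, on a grid of 120 bins per axis smoothed with a standard deviation of 2 bins. The densest point of the map lay among tubule cells or podocytes in 6 of 6 control libraries, 3 of 6 IRI short libraries and 0 of 6 IRI long libraries. The highest density among these epithelial cells was 0.149% ± 0.0227 (SD, n = 6) of a library's cells per bin in control, 0.0848% ± 0.0297 (SD, n = 6) in IRI short and 0.0596% ± 0.0402 (SD, n = 6) in IRI long. It was lower than in control in both IRI short (−0.0642, two-sided exact permutation test, p = 0.00649) and IRI long (−0.0893, p = 0.00216 from the same exact test), with adjusted p = 0.0130 for both over 6 density comparisons. In norm5, the control library with the barcode set of the IRI libraries, this density was 0.119%, which lies within the range of the IRI short libraries and above all IRI long libraries. The difference between IRI long and IRI short was −0.0252 (exact permutation test within days, p = 0.167), within the spread between libraries.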

Tubule cell density was highest in short IRI and control samples (Fig. 1k). This confirmed the markedly higher immune cell density in the long IRI samples. 

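Among immune cells the highest density per bin was 0.0474% ± 0.0351 (SD, n = 6) of a library's cells in control, 0.0800% ± 0.00993 (SD, n = 6) in IRI short and 0.199% ± 0.0991 (SD, n = 6) in IRI long. IRI long exceeded IRI short by 0.119 (exact permutation test within days, p = 0.00926) and control by 0.151 (exact permutation test, p = 0.00433), with adjusted p-values of 0.0139 and 0.0130. For IRI short against control the difference of 0.0326 gave p = 0.0671 in the exact permutation test. In norm5 the value was 0.106%, above all 6 IRI short libraries (highest 0.0896%) and above the lowest IRI long library (0.103%), so that against this control library the difference of IRI short has the opposite sign. In IRI long the densest point of the map was in Granul_2 in 4 libraries, in Mono_1 in 1 and in Endo in 1. It was in immune cells in 3 of 6 IRI short libraries.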

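Myeloid cells, the granulocyte, monocyte and macrophage clusters, constituted 2.13% ± 0.808 (SD, n = 6) of control libraries, 33.2% ± 5.94 (SD, n = 6) of IRI short libraries and 54.2% ± 10.3 (SD, n = 6) of IRI long libraries. Neither IRI group overlapped with control (two-sided exact permutation tests, p = 0.00216), and IRI long exceeded IRI short by 21.0 percentage points (exact permutation test within days, p = 0.00926). T and B cells together constituted 8.72% ± 4.99, 15.7% ± 6.92 and 13.2% ± 6.08 (SD, n = 6 each) of control, IRI short and IRI long libraries. None of the lymphoid differences held up against the spread between libraries: p = 0.0779 for IRI short against control, 0.188 for IRI long against control and 0.185 for IRI long against IRI short (exact permutation tests). By day, the lymphoid difference from control was −1.44 percentage points at 1 d, 12.3 at 3 d and 10.0 at 14 d in IRI short (exact permutation test, p = 0.0357 at 3 d and at 14 d, the smallest possible). In IRI long it was −2.21 at 1 d, 8.77 at 3 d and 6.80 at 14 d (exact permutation tests, p = 0.536, 0.143 and 0.214). In the authors' clustering with the inhibitor-treated libraries, lymphoid cells were 12.7 and 13.6% of the IRI short 3 d libraries. At 14 d they were 15.1 and 9.76% there, and control libraries reached 11.4%, so IRI short at 14 d no longer lay apart from control. In the first clustering without IRF2, from IRI short at 1 d, the lymphoid difference of IRI short over all days was 8.64 (exact permutation test, p = 0.0325). Against the control library with the barcode set of the IRI libraries, with 2.94% myeloid and 14.8% lymphoid cells, the lymphoid difference of IRI long was −1.67. Of the immune cells of a library, 24.0% ± 14.0 were myeloid in control, 69.0% ± 10.3 in IRI short and 81.2% ± 6.63 in IRI long (SD, n = 6 each).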

Amongst the immune cells, we observed a greater increase in myeloid cells, the fraction of which correlated with ischemia dose (Figs. 1j, S2c).

As the single-cell analysis is sensitive to cell drop-out, we confirmed cell fraction changes by in silico deconvolution of bulk RNA-seq samples. We corroborated lower PT cell and higher myeloid cell fractions in IRI samples (Fig. S3a, b). Using a previous single cell dataset from our group that is known to be rich in immune cell subtypes as a reference for deconvolution^30^, we also confirmed CD4 and CD8 T cell as well as macrophage, neutrophil, and basophil infiltration with increasing injury dose (Fig. 2a, b). 

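By time point, 2 libraries stand for each ischemia time, so that an exact permutation test between IRI long and IRI short on a single day cannot go below p = 0.333 and values are given without one. The mean myeloid fraction in IRI long was 44.6% at 1 d, 53.7% at 3 d and 64.3% at 14 d. In IRI short it was 31.7% at 1 d, 37.0% at 3 d and 31.0% at 14 d. At each of the 3 time points both IRI long libraries lay above both IRI short libraries. The mean PT fraction was 7.61, 7.00 and 9.72% in IRI long and 8.90, 9.64 and 15.2% in IRI short at 1, 3 and 14 d. Both IRI long libraries lay below both IRI short libraries at 14 d only. Compared with 1 and 3 d together, the PT fraction at 14 d was higher by 2.42 percentage points in IRI long (exact permutation test, p = 0.133) and by 5.96 in IRI short (exact permutation test, p = 0.200). For the myeloid fraction the same comparison gave 15.1 in IRI long (exact permutation test, p = 0.0667, the smallest that 2 against 4 libraries allow) and −3.41 in IRI short (exact permutation test, p = 0.600). In the authors' clustering with the inhibitor-treated libraries, an alternative chosen after the data were seen, the PT fraction in IRI long went the other way and was −3.60 percentage points from that at 1 and 3 d (exact permutation test, p = 0.333), while in IRI short it was 6.60 higher (exact permutation test, p = 0.267).

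**Figure D3:**
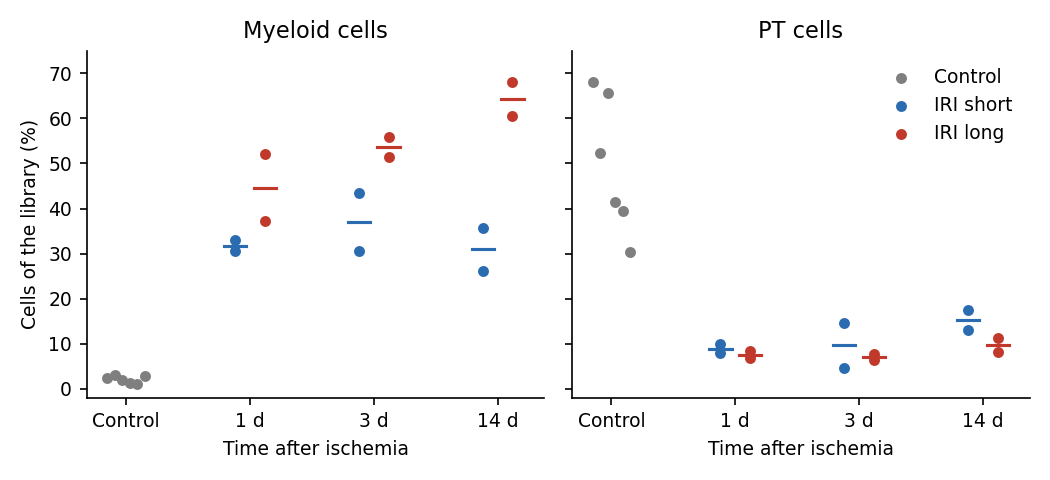
Myeloid and PT cells as percent of the cells of a library, by time after ischemia. Points are libraries and lines are means of 2 libraries. At 14 d the IRI long libraries hold 60.5 and 68.0% myeloid cells, and the IRI short libraries 26.2 and 35.7%.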

Myeloid and PT cell changes were greater as time progressed after injury (Figs. 2b, S3b, S4a, b). Accordingly, myeloid and PT cell-specific genes were among the top-loading genes contributing most to principal component heterogeneity (Fig. S5a, b). Bulk RNA-seq confirmed that genes differentially expressed in repairing vs fibrotic samples could be deconvoluted to PT and myeloid cells, respectively (Fig. S5c–e), indicating that cell heterogeneity was a likely major contributor of bulk gene expression changes.

**Fig. 2:**
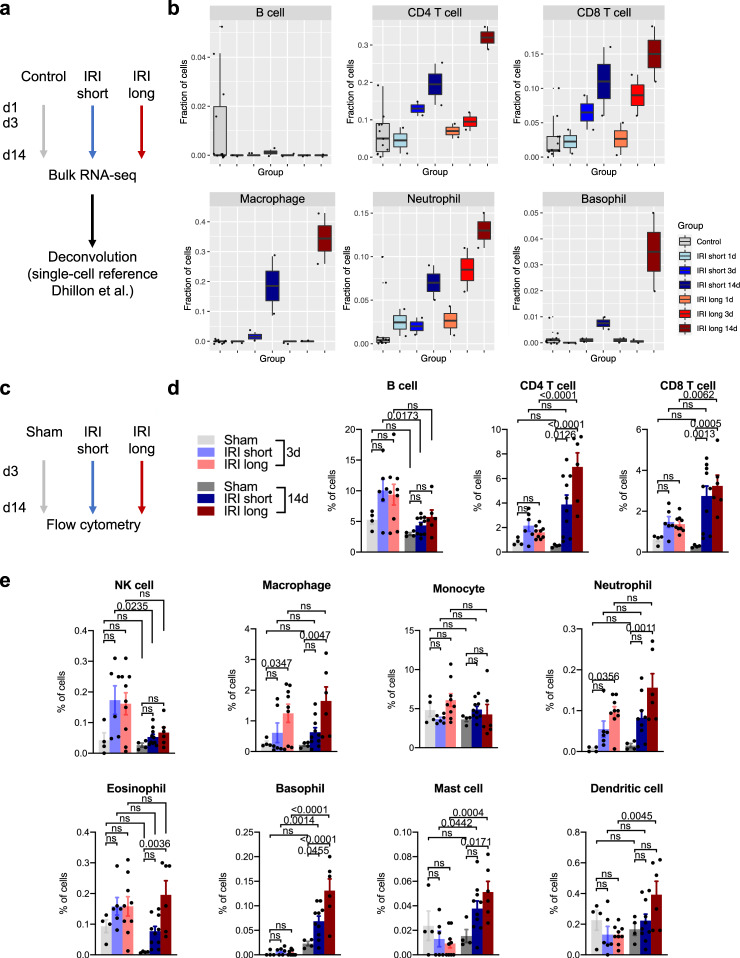
Bulk deconvolution and flow cytometry confirm lymphoid and myeloid cell infiltration in maladapted kidneys. **a** Kidney bulk RNA-seq data were in silico deconvoluted using a previously published kidney single cell reference that is known to be rich in heterogeneous immune cell populations (Dhillon et al.). **b** Quantification of cell fractions after bulk RNA-seq deconvolution, displayed as Tukey box plots. **c** Flow cytometry was performed in an independent set of experiments; the gating strategy is shown in Fig. S6. **d**, **e** Flow cytometry quantification of lymphoid (**d**) and myeloid (**e**) cells representing *n* = 4 independent experiments. Increasing doses of ischemic injury resulted in significant increases in lymphoid and myeloid cell infiltration; means ± SEM; *p* values for one-way ANOVA (Holm–Sidak corrected); light coloring in bar graphs denotes 3 d time points, full coloring denotes 14 d time points; NK, natural killer.

To investigate whether dissociation bias due to single-cell preparation protocols might have skewed cell proportions we sought to validate immune cell fraction changes by an orthogonal method. As immune cells are defined by their cell surface markers, we chose flow cytometry as the gold standard of quantitation. We performed flow cytometry on mouse kidneys in an additional set of experiments to quantify immune cells such as lymphocytes (B, CD4, and CD8 T cells) and myeloid cells (macrophages, neutrophils, basophils, eosinophils, mast cells, and dendritic cells) infiltrating the kidney 3 and 14 d after sham, IRI short, and IRI long procedures, respectively (Figs. 2c, S6 and Supplementary Dataset 6). While early (3 d) after IRI, severe injury significantly increased only macrophage and neutrophil influx, we observed ischemia dose-dependent increases of CD4 and CD8 T cells as well as pronounced increases of myeloid cell (macrophage, neutrophil, basophil, eosinophil, mast cell, dendritic cell) fractions 14 d after injury (Fig. 2d, e), thus independently validating cell fraction changes from our transcriptomic and deconvolution data. Again, flow cytometry highlighted the proinflammatory nature of the long IRI model with profound immune cell influx 14 d after injury.

In summary, renal IRI was characterized by marked changes in cell fractions including a dose-dependent, progressively lower PT cell and higher myeloid cell number.

### Profibrotic PT cells accumulate during maladaptive repair

As PT cells showed some of the most dramatic changes, we focused our attention on these cells. We subclustered all 28,385 PT cells and identified 11 distinct subgroups (Figs. 3a, S7a). 

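These PT cells came from control libraries in 20711 cases, from IRI short libraries in 4746 and from IRI long libraries in 2928. A single control library (Scl) held 9749 of them, and the library with the fewest PT cells, from IRI long at 3 d, held 131. At 14 d the PT cells of IRI long numbered 597 and 788 per library, and those of IRI short 585 and 1913. The subcluster of each PT cell was not analysed here.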

Three subclusters expressed classic markers of proximal convoluted tubule (S1) (distinguished by *Slc5a2, Slc5a12*, and *Gatm*). Two subgroups expressed S3 proximal straight tubule (PST) markers (*Slc22a30*, *Atp11a*, *Inmt)*. One subgroup expressed S2 PST marker *Slc22a6*. We identified 3 injured PT subclusters expressing either *Vcam1, Havcr1 and Krt20*, or *Nupr1* (Figs. 3b, S7b–d and Supplementary Dataset 7). These injured PT subclusters were observed by previous studies^34,37,38^. In addition, we identified a proinflammatory subcluster expressing a variety of chemokines (*Il1b, Cxcl2, Ccl3, Tyrobp*, and *C3*).

**Fig. 3:**
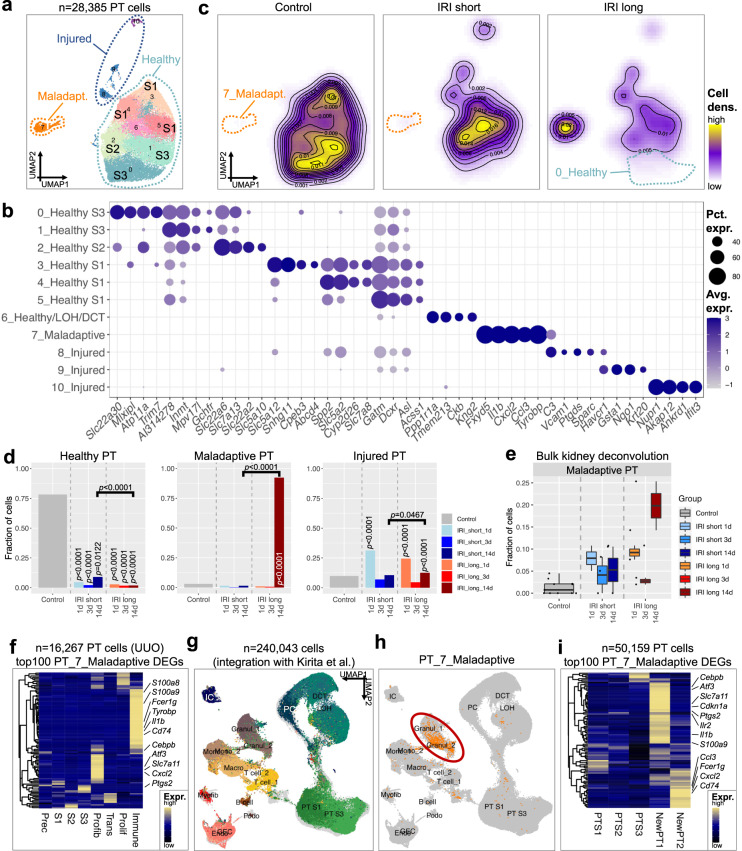
Profibrotic PT cells accumulate during maladaptive repair. **a** UMAP projection of 28,385 PT cells, demonstrating 11 PT subclusters. Subclusters with a clear S1, S2, and S3 phenotype are annotated. **b** Corresponding dot plot showing PT subcluster-specific expression patterns of differentially expressed genes (DEGs). **c** Changes in cell type proportions of PT cells between different treatment groups (Control; IRI short; IRI long), visualized as cell density. Control and IRI short samples are dominated by healthy PT subclusters, IRI long samples by Maladaptive PT. **d** Fractions of Healthy, Maladaptive, and Injured PT cells stratified by ischemia dose and time post-IRI. Statistical significance for comparisons in *n* = 28,385 cells was derived using differential proportion analysis, with a mean error of 0.1 over 100,000 iterations; *p* values are given for comparisons between Control and IRI groups and between short and long IRI groups, respectively. **e** Fraction of cells annotated as Maladaptive PT after bulk kidney RNA-seq data cell type deconvolution using BisqueRNA, displayed as Tukey box plots. *X-*axis denotes the different treatment groups (Control, IRI short 1 d, IRI short 3 d, IRI short 14 d, IRI long 1 d, IRI long 3 d, IRI long 14 d). Corresponding results for the MuSiC deconvolution pipeline are shown in Fig. S8a. **f** Heatmap showing the expression of the top 100 differentially expressed genes (DEGs) from PT_7_Maladaptive in 16,267 PT cells from fibrotic mouse kidneys undergoing unilateral ureteric obstruction (UUO) highlights significant overlap with profibrotic (Profib) and immune phenotype clusters. Top DEGs are highlighted on the right. **g** Joint UMAP embedding after integration of all 113,579 kidney cells with the dataset from Kirita et al. (126,464 kidney cells). Labels and colors represent clustering as in Fig. 1f. Cells from Kirita et al. are labeled in gray. **h** Cells annotated as PT_7_Maladaptive are colored orange in the joint UMAP embedding. Note similar projection within the joint embedding space. Cluster labels as in Fig. 1f. **i** Heatmap showing the expression of the top 100 differentially expressed genes (DEGs) from PT_7_Maladaptive in 50,159 PT cells from Kirita et al. highlights significant overlap with injured clusters “NewPT1” and “NewPT2”. Top DEGs are highlighted on the right.

We observed significant cell heterogeneity among PT cells (Fig. S7e, f). Control and IRI short samples showed the highest cellular densities in healthy PT clusters (Fig. 3c). Injured PT cells were higher on day 1 following injury; we found that the proinflammatory subcluster was present almost exclusively at later stages of the long IRI group (Figs. 3c, d, S7c, d), therefore we called this cluster maladaptive or profibrotic. This profibrotic cluster showed very strong IRI score enrichment (Fig. S7g–j), which we established using the top 100 IRI and top 100 Control DEGs (Fig. S7g, “Methods”) and validated in published single-cell renal IRI data (Fig. S7k). To validate the maladaptive/profibrotic cluster, we analyzed our own (obtained from the same samples) and external bulk RNA-seq datasets and confirmed the presence and enrichment of this maladaptive cluster 14 d post long IRI (Figs. 3e, S8a, b)^37^. Moreover, maladaptive PT genes were enriched among PT cells of fibrotic kidneys in a unilateral ureteric obstruction (UUO) scRNA-seq dataset (Fig. 3f).

To further validate the presence of the maladaptive/profibrotic cluster, we analyzed previously published kidney IRI single-cell data^34^. Integration of all kidney cells from both datasets (*n* = 240,043) demonstrated highly conclusive overlap of cluster identities of all kidney cell types (Fig. 3g). We were intrigued to see considerable overlap of gene expression signatures of our injured and profibrotic/maladaptive cluster (Figs. 3h, i, S8c–e).

In summary, we identified heterogeneous PT subgroups, such as injured and maladaptive PT cells. We also validated their presence in a second kidney fibrosis model (UUO) and in previously published bulk and single-cell datasets.

### PT trajectories of adaptive and maladaptive repair

To understand cell differentiation driving adaptive and maladaptive PT cell repair, we first defined PT cell lineage relationships using pseudotemporal cell ordering by Gaussian mixed modeling (GMM) (Fig. S9a, b, “Methods”). In a randomly down-sampled dataset (*n* = 1650 PT cells) we retrieved two distinct trajectories, both arising from cells injured early in the time course (Fig. 4a). Starting at 1d post-IRI, short IRI samples progressed along lineage 1 towards healthy (control) PT, indicating successful PT repair (Fig. 4b). Long IRI samples branched off along lineage 2 towards an endpoint formed by maladaptive profibrotic cells (Figs. 4b, S9c). RNA velocity analysis confirmed results obtained via GMM clustering (Fig. 4c) and IRI scoring showed the highest degree of injury at the endpoint of lineage 2 (Fig. 4d). We confirmed our trajectory results using Monocle2, Monocle3, and Slingshot trajectory analysis tools, indicating the robustness of transcriptomic relationships between adaptively repaired and profibrotic PT cells (Fig. S9e–j, “Methods”). Next, we examined DEGs along pseudotime between the two diverging lineages. We saw typical PT differentiation markers for lineage 1 such as *Slc34a1, Tmem27, Acsm2*, and *Slc27a2*, whereas cells at the endpoint of lineage 2 demonstrated inflammatory and myeloid markers such as *Il1b, Cxcl2, S100a8*, and *S100a9* (Figs. 4e, S9f).

**Fig. 4:**
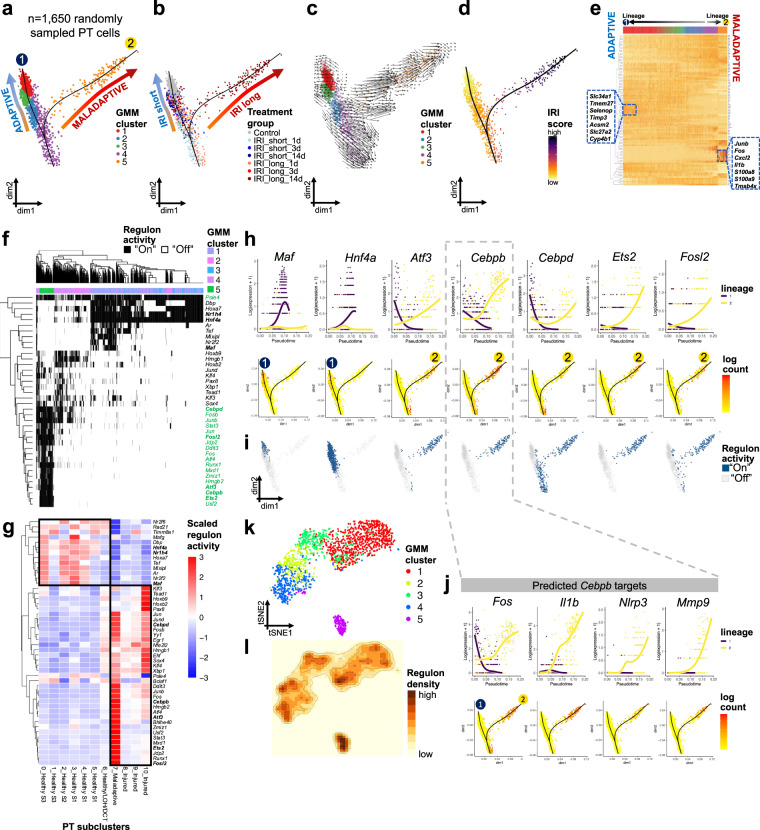
PT trajectories of adaptive and maladaptive repair. **a**, **b** Slingshot-derived trajectories of 1,650 randomly sampled PT cells using Gaussian mixture modeling (GMM) yielded 5 clusters in 2 trajectories. GMM clusters (**a**) and treatment groups (**b**) demonstrated major overlap: Trajectory 1 represented adaptive repair of acutely injured cells 1 d post-ischemia (GMM4) towards endpoint clusters (GMM1&3) corresponding to control and short IRI 14 d samples. Trajectory 2 represented maladaptive repair of acutely injured cells (GMM4) towards fibroinflammation (GMM5). **c** RNA velocity analysis in the same 1650 PT cells recapitulated similar trajectories. Cells are colored by GMM clusters as in (**a**). **d** Steady IRI score increase along trajectory 2. **e** Heatmap showing generalized additive modeling (GAM)-derived differentially expressed genes (DEGs) along the 2 PT lineages following IRI. Rows represent DEGs, columns represent individual PT cells. Color legend at the top corresponds to GMM clusters from (**a**). The lineage 1 endpoint was exclusively from samples 14 d after short IRI and Controls, demonstrating increased expression of PT differentiation markers (e.g., *Slc34a1, Acsm2*). The lineage 2 endpoint was exclusively from samples 14 d after long IRI and showed increased inflammatory (e.g., *Il1b, Cxcl2, S100a8,* and *S100a9*) and stress marker (e.g., *Junb, Fos*) expression. **f** Heatmap of cell type-specific binarized regulon activity, as inferred by *cis*-regulatory network analysis using SCENIC. Rows represent regulon activity (binarized to “on” = black or “off” = white), columns represent individual PT cells. Color legend at the top displays GMM clusters. **g** Heatmap of PT subcluster-specific scaled regulon activity. Rows represent regulons, columns represent PT subclusters. **h**, **i** Gene expression and regulon activity of exemplary lineage-specific transcription factors (TFs) governing top specific regulons. **h** Pseudotime-dependent gene expression along the 2 PT lineages and corresponding feature plots. **i** Binarized regulon activity (blue = “on”, gray = “off”). Regulon activity and gene expression largely overlapped and demonstrated lineage-specific patterns. **j** Gene expression of *Cebpb* targets, as predicted by motif analysis, showed strong increases of proinflammatory genes such as *Il1b* and *Nlrp3* along lineage 2. **k** tSNE reduction plot of GMM clusters showing good separation of trajectory-inferred clustering. **l** tSNE representation of regulon density as a surrogate for stability of regulon states.

To unravel the gene regulatory network driving adaptive and maladaptive repair, we used *cis*-regulatory network analysis as implemented by SCENIC^39^ and revealed transcription factor (TF)-centered gene co-expression networks (“Methods”). Binarized regulon activity (“on” or “off) clearly separated two trajectories (Figs. 4f, g, S9d and Supplementary Dataset 8). These two trajectories were consistent with our previous pseudotime analysis results. Clusters of repair lineage 1 (GMM1-3) showed specific enrichment e.g., of *Hoxa7*, *Nr1h4*, *Maf*, and *Hnf4a* regulons, while the maladaptive lineage 2 endpoint (GMM5) enriched for regulons *Cebpd, Fosl2, Atf3, Cebpb*, and *Ets2*. Gene expression of these representative lineage-differentiating TFs showed *Hnf4a* and *Maf* increase along lineage 1 and decrease along lineage 2, with vice versa relationships for fibrosis-driving TFs *Atf3, Cebpb, Cebpd, Ets2*, and *Fosl2* and corresponding predicted targets (Figs. 4h, j, S9f–h, j). Reassuringly, binarized regulon activity better highlighted TF enrichment specific to certain trajectory branches (Fig. 4i) than gene expression information alone (Fig. 4h). Maladaptive PT cells (in GMM cluster 5) showed the highest density of regulons among all PT cells (Fig. 4k, l).

### Pyroptosis and ferroptosis following sustained injury drive fibroinflammation

To understand changes in control, injured, and maladaptive PT cells, we next identified DEGs for each time-point and ischemia dose (Supplementary Dataset 9). KEGG pathway analysis identified changes in proteasome pathways in all analyzed samples, as described before. Importantly, our data indicated early (day 1) changes in ferroptosis in both short and long IRI samples (Fig. 5a and Supplementary Dataset 10). Long IRI samples continued to show high levels of genes associated with ferroptosis (*Ptgs2, Chac1, Acsl4, Slc7a11,* and *Hmox1)*, apoptosis (*Casp8, Bad, Bak1*), and pyroptosis (*Casp1*, *Casp4*, *Gsdmd*, *Il18*, and *Il1b*). Maladaptive PT cells showed marked pathway enrichment for ferroptosis and pyroptosis (caspase-1-mediated cell death in response to *Salmonella* or *Leishmania* spp.^40,41^, Figs. 5a, b, S10a–c). At the same time, repairing PT cells showed enrichment for key homeostatic functions, such as oxidative phosphorylation and fatty acid degradation (Figs. 5a, S10d, e). This was also consistent with *Hnf4a, Maf*, and *Nr1h4* regulon activities (Figs. 4f–h, S9d). Reassuringly, we found some of the pyroptosis-associated transcripts from our IRI model such as *Aim2, Nlrp3, Pycard, Nod2, Naip2, Naip5* (inflammasome sensors and adapters), *Casp1, Casp4, Panx1, P2rx7, Casp8* (canonical and non-canonical activation of GSDMD)*, Gsdmd* (pore forming executioner of pyroptosis), *Il18*, and *Il1b* (canonical downstream effectors) to be enriched in failed repair PT cells of a previous IRI dataset^34^, in PT cells of a rejecting kidney allograft, and in PT cells of mice conditionally overexpressing Notch in tubules (Fig. S11a–c)^42^. We also corroborated evidence of increased GSDMD cleavage in IRI long samples compared to sham-treated samples in whole kidney lysates (Fig. S11d, e and Supplementary Dataset 11). In an orthogonal approach, we sought to validate pathway enrichment results by unbiased weighted gene coexpression network analysis (WGCNA, “Methods”). After generating metacells of the PT dataset (Fig. 6a, b), we retrieved 8 gene modules (Figs. 6c, S12a) demonstrating high specificity for IRI degree and timing post-ischemia (Figs. 6d, S12b). For example, the black module corresponded to PT cells 14 d after long ischemia (Figs. 6e, S12c and Supplementary Dataset 12). Pyroptosis markers *Gsdmd* and *Il1b* proved to be important hub genes (Fig. 6f) whose relatively high expression in maladaptive PT cells was highly specific (Fig. 6g, h). This was consistent with KEGG pathway analysis (Fig. S13 and Supplementary Dataset 13). Finally, we validated gasdermin D as pyroptosis marker with in situ hybridization (Fig. 6i) and immunofluorescence (Fig. 6j), demonstrating indeed presence of *Gsdmd* mRNA and GSDMD protein in PT cells of maladapted kidneys.

**Fig. 5:**
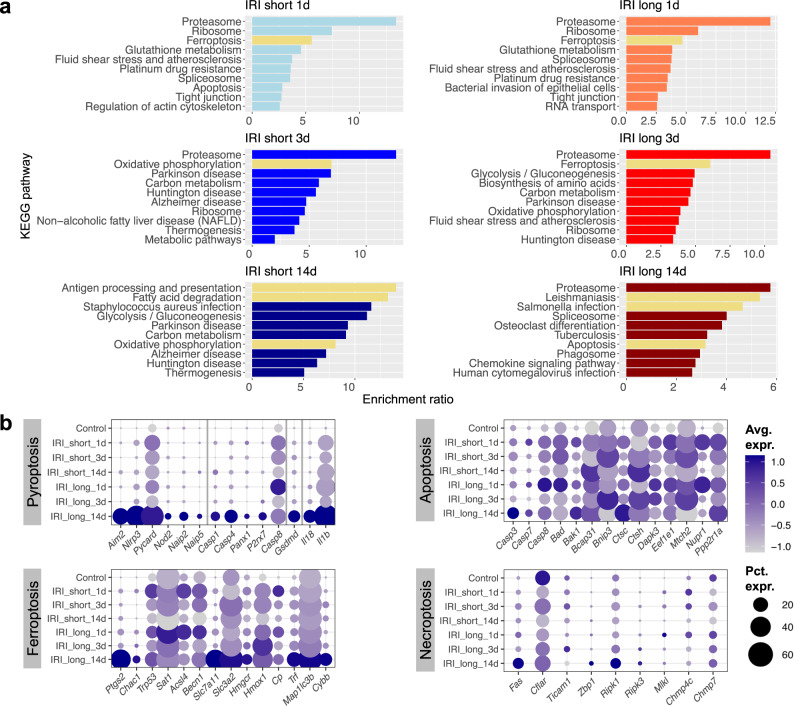
Increase in pyroptosis and ferroptosis following sustained injury drives inflammation. **a** Enrichment ratios of top enriched KEGG pathway terms, derived by overrepresentation analysis of DEGs in proximal tubule cells. The graph is split into subpanels by IRI degree (short and long, respectively) as well as by time point post ischemia (1, 3, and 14 d). **b** Dot plots showing experimental group-specific expression of genes in PT cells involved in regulated cell death pathways pyroptosis, ferroptosis, apoptosis, and necroptosis. Dot size denotes percentage of cells expressing the marker. Color scale represents average gene expression values.

**Fig. 6:**
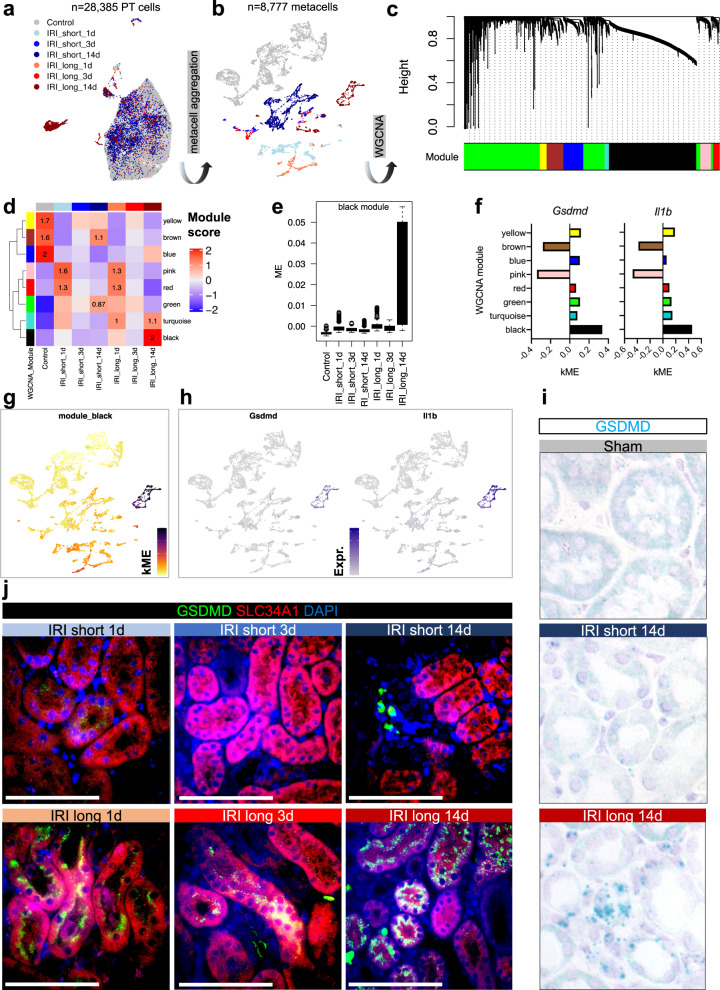
WGCNA, in situ hybridization, and immunofluorescence confirm GSDMD as maladaptative repair-specific hub gene expressed in PT. **a** UMAP visualizing PT cells colored by IRI degree and time post-ischemia. **b** UMAP visualizing PT metacells colored as in (**a**). **c** Hierarchical cluster tree showing gene co-expression modules identified by weighted correlation network analysis (WGCNA) in PT cells revealed 8 modules (color-coded). **d** Heatmap demonstrating high WGCNA module specificity among treatment groups stratified by IRI degree and time post-ischemia. **e** Module eigengene (ME) scores of black WGCNA module in *n* = 8777 metacells by IRI degree and time post-ischemia, displayed as Tukey box plots (outliers denoted as dots outside box plot whiskers). **f** Intramodular connectivity (kME) values for individual hub genes *Gsdmd* and *Il1b* show high specificity for black module. **g**, **h** kME values (**g**) and *Gsdmd* and *Il1b* expression (**h**) visualized in UMAP space. **i** In situ hybridization showing presence of *Gsdmd* mRNA in IRI long 14 d kidney tubules. **j** Immunofluorescence staining representative of *n* = 3 independent experiments of GSDMD (green) and PT marker SCL34A1 (red); scale bars = 50 µm.

### Cell–cell interaction landscape after short and long ischemia

Next, we sought to investigate the complex network of cell–cell communication following severe and moderate IRI (“Methods”). Control kidneys demonstrated only limited interactions between immune (mostly T) cells and epithelial, endothelial, or stromal cells (Fig. S14a). More cell–cell interactions were observed after IRI and even greater after long ischemia (Fig. S14a–c). Top signals of ligand–receptor interaction involving PT cells included typical immune signaling such as ligand *Cxcl2* (expressed by maladaptive PT cells and myeloid cells) to its receptor *Cxcr2* (expressed by granulocytes). *Il1b* and its receptors *Il1r2* and *Adrb2* were expressed not only by myeloid cells but also by maladaptive PT cells. *Ccl3* and its receptor *Ccr1* and *Il34*and its receptor *Csf1r* showed similar patterns (Fig. 7a). The maladaptive PT cluster showed high expression of immune cytokines and typical myeloid markers, which we validated in an external dataset^43^ (Figs. 7a, S15a–d). In fibrotic kidneys, inflammatory signaling connections were active in maladaptive PT cells and myeloid cells (PT-to-immune) as well as among epithelial cells (maladaptive PT-to-maladaptive PT) (Fig. 7a, b). For example, while IL1B signaling was active within the immune compartment at baseline, in long IRI and fibrosis maladaptive PT cells became a signaling node. Finally, ligand–receptor interactions between myeloid cells and profibrotic PT increased substantially following long IRI (Fig. 7b), highlighting the role of profibrotic PT in attracting myeloid cells.

**Fig. 7:**
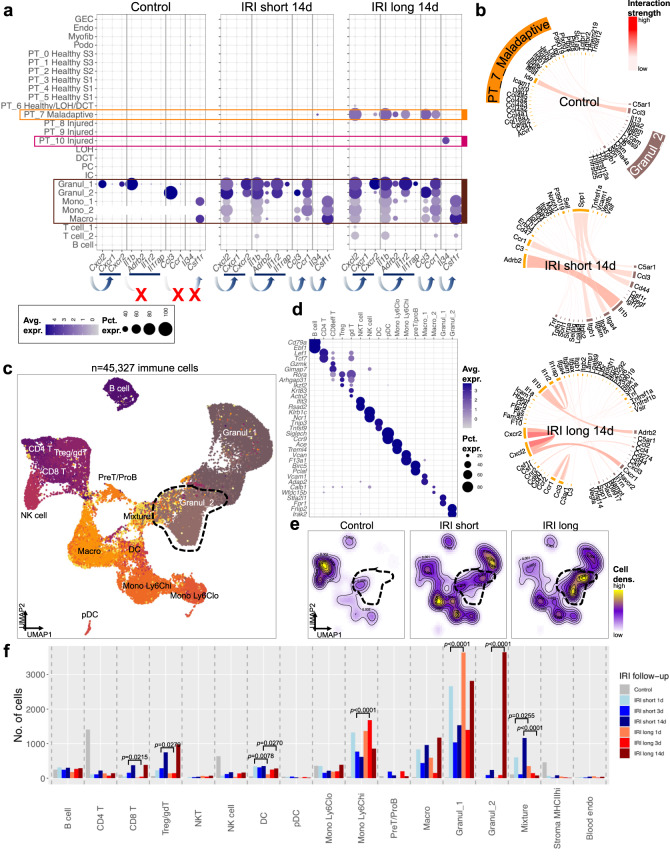
Transcriptional atlas of immune cells in adaptive and maladaptive kidneys. **a** Dot plots showing an increase of expression of genes corresponding to proinflammatory cell–cell interactions among myeloid cells after IRI. 14 d after long IRI, maladaptive PT adopts an immune cell phenotype. Dot size denotes percentage of cells expressing the marker. Color scale represents average gene expression values. Arrows indicate ligand–receptor pairs, as derived from CellPhoneDB. X denotes abrogated signaling. **b** Circos plots visualizing genes involved in ligand–receptor interaction between PT_7_Maladaptive and corresponding interaction partner cells (Granul_2). Color scale is proportional to interaction strength, as measured by CellPhoneDB interaction means of statistically significant interactions. Note that signaling is both between epithelium and myeloid cells as well as exclusively among epithelium. **c** UMAP projection of 45,327 immune cells. Clusters encompassed B cells, CD4 and CD8 T cells, regulatory and ɣδ T cells (Treg/gdT), natural killer T cells (NKT), natural killer (NK) cells, dendritic cells (DC), plasmacytoid DC (pDC), monocytes with high and low expression of Ly6C, respectively (Mono Ly6C^lo^, Mono Ly6C^hi^), PreT/proB precursor cells, macrophages (Macro), Granulocytes (Granul_1, Granul_2), a mixed phenotype cluster (Mixture), MHCII expressing stroma cells (Stroma MHCII^hi^), and blood endothelial cells (Blood endo). **d** Dot plot showing cell type-specific expression patterns of marker genes. Dot size denotes percentage of cells expressing the marker. Color scale represents average gene expression values. **e** Changes in cell proportions of immune cell types between treatment groups are visualized as cell density. Cells from Control samples were most dense in T cell clusters, those from IRI short samples in Macro, Mono Ly6C^hi^, and Granul_1 clusters, and those from IRI long samples in the Granul_2 cluster. **f** Bar graph depicting the number of different immune cells (*n* = 45,327 total cells) according to treatment group (Control; IRI short; IRI long) and according to time point after ischemia (13, and 14 d). Statistical significance for comparisons between short and long IRI was derived using differential proportion analysis, with a mean error of 0.1 over 100,000 iterations; *p* values are given for time point comparisons between IRI short and long.

Intrigued by these results and the high enrichment of immune cells in our dataset, we then set out to characterize the immune cell landscape of the kidney following short and long ischemia. 

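The same immune cells were examined under the names of the clustering of all kidney cells, in which the immune compartment has 8 clusters; the names of the immune subclusters were not used here. Control libraries contributed 3660 of these cells, IRI short libraries 18405 and IRI long libraries 23262. With each library's immune cells alone mapped in the UMAP of all kidney cells, the densest point lay in T cell_2 in 5 control libraries and in T cell_1 in 1. In IRI long it lay in Granul_2 in 4 libraries, in Granul_1 in 1 and in Mono_1 in 1. The IRI short libraries had their densest points in T cell_2 (2 libraries), T cell_1, Granul_2, Macro and Mono_1 (1 library each). Granulocytes constituted 0.160% ± 0.165 of control libraries, 14.5% ± 3.31 of IRI short libraries and 31.8% ± 12.4 of IRI long libraries (SD, n = 6 each), and 0.0750% of norm5. Of the T cell_2 cells, 40.5% were placed in the cluster PT when the authors clustered the data again with the inhibitor-treated libraries, which limits what the T cell_2 fraction measures.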

Subclustering revealed intricate diversity of cell types (Figs. 7c, d, S16a) with specific enrichment of CD4^+^ T and NK cells in control, CD8^+^, Treg/ɣδT, and dendritic cells in adaptively repaired (IRI short), and Ly6C^hi^ monocytes, and granulocytes in maladapted (IRI long) kidneys, respectively (Figs. 7e, f, S16b). 

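In the clustering of all kidney cells, Granul_2 held 6864 cells, of which 5312 came from IRI long (77.4%), 1546 from IRI short (22.5%) and 6 from control libraries. IRI long at 14 d alone contributed 3690 cells, or 53.8%. Of all granulocytes of a library at 14 d, 56.7 and 55.9% belonged to Granul_2 in the IRI long libraries, and 47.1 and 13.0% in the IRI short libraries. The difference between the means was 26.2 percentage points, 9.16 without IRF10 and 43.3 without IRF8, the 2 IRI short libraries. No test was made. An exact permutation test of 2 libraries against 2 cannot fall under the threshold, and limma was not run on this fraction. At 1 d the Granul_2 fraction of granulocytes was 25.1% ± 7.93 in IRI long and 24.5% ± 1.61 in IRI short, and at 3 d 41.0% ± 5.96 and 35.2% ± 1.18 (SD, n = 2 each).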

A subset of granulocytes (Granul_2) was highly specific to maladapted kidneys (Figs. 7f, S16c) and showed strong enrichment of cell death pathways by GO term analysis (Fig. S16d–f).

In summary, long ischemia led to sustained enrichment of pyroptosis and ferroptosis in PT cells. Profibrotic PT cells contributed the most to these changes and were likely responsible for attracting myeloid cells that were enriched in fibrotic kidneys.

### Druggability screen identifies pyroptosis and ferroptosis as key driver pathways for maladaptive repair

To gain further insight into pathways driving the maladaptive kidney response and to identify potential candidates for therapeutic interventions, we queried the LINCS database of drug response patterns for overlap with our observed maladaptive kidney signature. Drug prototype ranked lists (PRLs) were calculated for L1000 drug responses as described recently^44^ and queried for DEGs specific to maladaptive PT cells using GSEA (Fig. 8a, “Methods”)^45^. Top drugs with positive normalized enrichment scores (NES) for the maladaptive signature included crizotinib and erlotinib (Figs. 8b, S17a, b). These drugs have been shown to prevent fibrosis development in experimental models of kidney disease although both drugs are known to induce pyroptosis^46,47^, which we confirmed by quantitative real-time PCR (qPCR) in vitro analyzing primary mouse renal tubular epithelial cells (Fig. S18a–d, Supplementary Dataset 14); we also confirmed erlotinib and crizotinib did not induce ferroptosis via qPCR and live cell imaging of lipid peroxidation (Fig. S18d, e). Furthermore, leading edge analysis of the top 24 enriched drugs confirmed the strongest drug-induced upregulation to affect IL1B, FCER1G, TYROBP, and CXCL2 (Fig. 8c), suggesting involvement of pyroptosis.

**Fig. 8:**
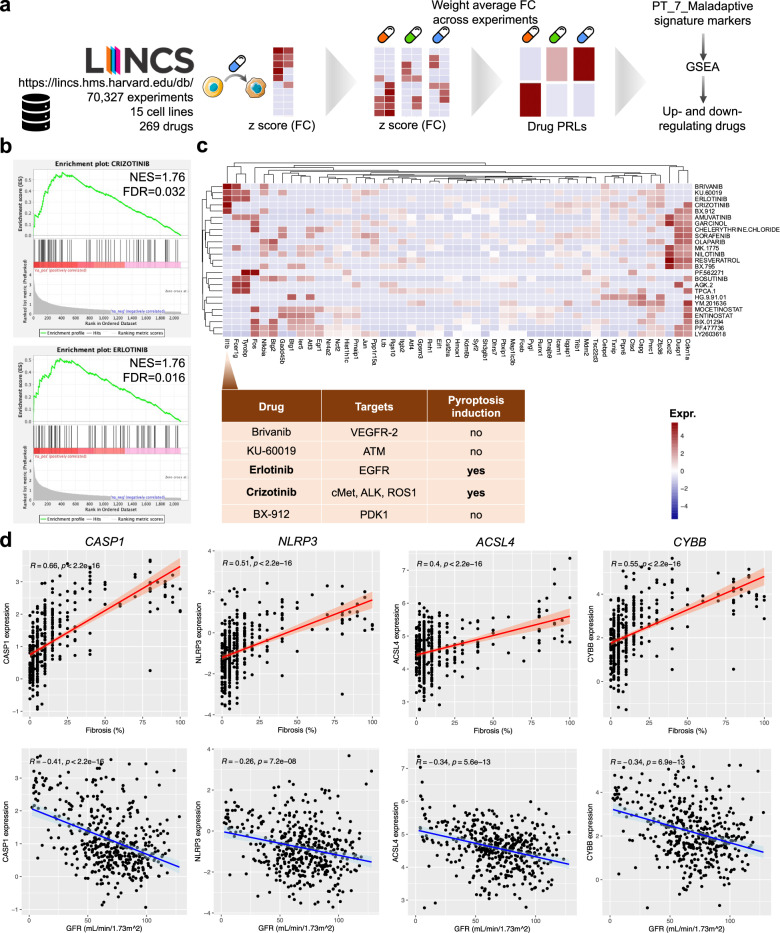
Druggability screen identifies pyroptosis and ferroptosis as key driver pathways for maladaptive repair. **a** Experimental setup: Identifying candidate molecules for drug: Gene expression values were calculated from experiments in the LINCS database and used to select drugs that would up- or downregulate the genes identified as Maladaptive PT markers. **b** Gene set enrichment analysis (GSEA) plots of top 2 drug response patterns overlapping with pre-ranked maladaptive DEGs (“Methods”). **c** Corresponding leading edge analysis heatmap visualizing expression of core genes enriched in the respective top 24 drug response patterns overlapping with pre-ranked maladaptive DEGs. *Il1b* was among the genes upregulated most frequently and the drugs eliciting Il1b upregulation are listed in the corresponding table along with their target and whether they induce pyroptosis or not. **d** Correlation of pyroptosis (*CASP1, NLRP3*) and ferroptosis (*ACSL4, CYBB*) marker gene expression in microdissected human kidney tubules with fibrosis (top row) and eGFR (bottom row); error bands represent 95% confidence interval.

Having found pyroptosis and ferroptosis as candidate druggable pathways in the mouse single-cell data, we analyzed human CKD samples with fibrosis. We examined microdissected human kidney tubule RNA-seq profiles of *n* = 433 human kidney biopsy samples^48^. Expression of genes associated with pyroptosis (*CASP1, NLRP3*) and ferroptosis (*ACSL4, CYBB*) showed strong and significant positive correlation with fibrosis (*R* = 0.66, 0.51, 0.40, and 0.55) and negative with eGFR (*R* = −0.41, −0.26, −0.34, and −0.34) (Fig. 8d). Similar relationships were seen for genes specific to maladaptive PT injury (Fig. S19a), while relationships were inverse for successful PT repair genes (Fig. S19b).

In summary, our single-cell analysis highlighted pyroptosis and ferroptosis in maladaptive PT cells and potential druggable pathways in maladaptive PT repair.

### Pharmacological inhibition of pyroptosis and ferroptosis ameliorates maladaptive kidney response and fibrosis after severe IRI

Finally, we sought to confirm our computational results by using pharmacological inhibitors of pyroptosis and ferroptosis or vehicle in our severe IRI mouse model (Fig. 9a). We repeated the long IRI model and treated mice with VX-765 (pyroptosis inhibitor) and liproxstatin (ferroptosis inhibitor) for 14 d, we then sacrificed animals and repeated the single-cell analysis. 

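The inhibitor experiment added 1 library from a mouse given VX-765 (100 mg/kg daily) and 1 from a mouse given liproxstatin (10 mg/kg daily) for 14 d after 30 min of ischemia. VX-765 blocks caspase-1 and with it pyroptosis, and liproxstatin blocks the lipid peroxidation of ferroptosis. The VX-765 library held 10610 cells and the liproxstatin library 12605 cells. Both were compared with the 2 IRI long 14 d libraries and the 6 control libraries of the earlier dataset, under the clustering that the authors deposited for all 20 libraries together. The legend of Fig. 9 describes the IRI long group as given vehicle. However, the methods describe vehicle injections only for a second set of experiments, and the IRI long 14 d sample labels name no vehicle. Whether these mice received vehicle is not known. The inhibitor thus cannot be told apart from a difference between experiments or from the injections. The clustering of all 20 libraries has 136794 cells in 19 clusters. Its cell number and cluster names are not those of Fig. 9b, and it names no PT_7 cluster, so that PT_7 was not analysed here. It contains all 113579 cells of the earlier dataset. PT cells were taken as the clusters PT, PCT and PST, which hold 47348 cells. Immune cells were taken as the neutrophil, macrophage, T cell, NK and B cell clusters. The cluster Fibro was counted as stromal by its name, although it holds 94.1% of the cells named Mono_1 in the earlier clustering. With 1 library per inhibitor there is no spread between mice and no test. Exact 95% binomial (Clopper-Pearson) intervals are given for these libraries and cover counting error only.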

Integration of inhibitor-treated kidney scRNA-seq samples with our previous dataset of short and long IRI yielded 133,433 kidney cells after quality control (Figs. 9b, S20a).

**Fig. 9:**
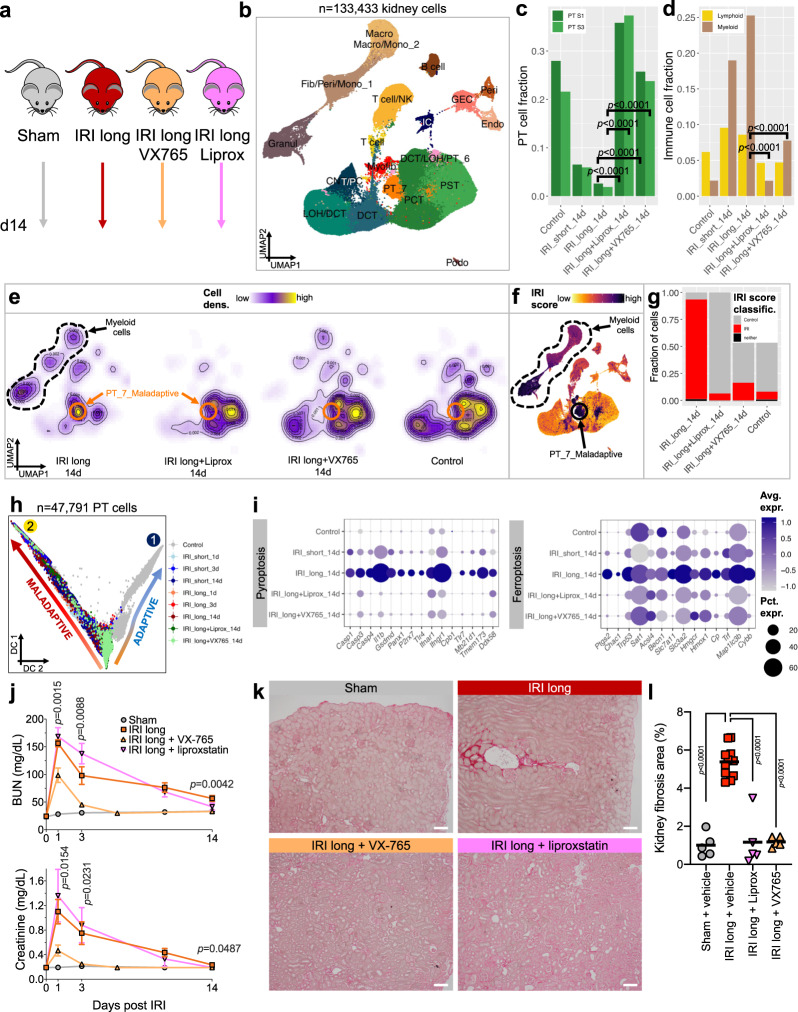
Pharmacological inhibition of pyroptosis and ferroptosis ameliorates maladaptive kidney response and fibrosis after severe IRI. **a** Experimental setup. Male C57BL/6 mice were treated 30 min before and daily after long (30 min) bilateral renal ischemia with vehicle (IRI long), VX-765 (pyroptosis inhibition), or Liproxstatin (ferroptosis inhibition) for 14 d. Sham-operated animal served as controls; artwork own production and from https://smart.servier.com, license https://creativecommons.org/licenses/by-sa/3.0/). **b** UMAP projection of 133,433 cells of *n* = 6 controls, *n* = 6 IRI short, *n* = 6 IRI long, *n* = 1 IRI long+VX765, and *n* = 1 IRI long+Liprox samples passing rigid quality control filtering (nFeatures > 200 and < 3000, mt% < 50, doublet removal) and after dataset integration with LIGER. **c**, **d** Fractions of PT (**c**) and immune cell (**d**) clusters stratified by treatment. Statistical significance for comparisons was derived using differential proportion analysis, with a mean error of 0.1 over 100,000 iterations; *p* values are given for comparisons between inhibitor and vehicle-treated IRI long groups. **e** Highest cell densities in IRI long samples were among PT_7_Maladaptive and myeloid clusters, whereas inhibitor-treated and control samples showed highest cell densities in healthy PT clusters. **f** IRI scores were highest in myeloid and PT_7_Maladaptive clusters. **g** Fractions of IRI-classified cells were drastically reduced in inhibitor-treated and control samples. **h** Diffusion map dimensional reduction of Slingshot-derived cell trajectories of 47,791 PT cells using Gaussian mixture modeling (GMM) yielded 9 clusters in 2 trajectories. Trajectory 1 encompassed mostly IRI short and control samples, trajectory 2 encompassed long IRI samples. Inhibitor-treated samples were right at the junction between lineages 1 and 2. **i** Dot plots showing experimental group-specific expression of genes in PT cells involved in regulated cell death pathways pyroptosis and ferroptosis. Dot size denotes percentage of cells expressing the marker. Color scale represents average gene expression values. **j** Functional effects of pyroptosis and ferroptosis inhibition on long IRI. Blood urea nitrogen (BUN) and creatinine changes (right panel) 1, 3, and 14 d post-IRI; means ± SEM; *p* values are given for multiple t tests (Benjamini, Krieger, Yekuteli corrected) comparing IRI + VX-765 (*n* = 5) vs. IRI + vehicle (*n* = 11). IRI + Liprox (*n* = 5) vs. IRI + vehicle (*n* = 11) comparisons were non-significant; *n* = 3 independent experiments, *n* = 5 Sham samples. **k** Representative light microscopy of Sirius red-stained kidneys; scale bars = 50 µm. **l** Fibrosis quantification from (**k**); *p* values are given for one-way ANOVA (Holm–Sidak corrected).

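PT cells were 58.8% (interval 57.9 to 59.8%) of the VX-765 library and 82.6% (81.9 to 83.2%) of the liproxstatin library, in single libraries without replicates. In the IRI long 14 d libraries without inhibitor they were 5.11 and 11.2%, and in the 6 control libraries 34.9% (norm5) to 66.7%, with a mean of 50.3% ± 13.4 (SD, n = 6). The VX-765 library was thus within the range of the control libraries and the liproxstatin library above all 6 of them. Above the mean of the IRI long 14 d libraries, the difference was 50.6 percentage points for VX-765 and 74.4 for liproxstatin. With the clusters PCT and PST alone, an alternative chosen after the data were seen, these differences were 35.6 and 56.3 percentage points.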

We observed preserved PT cell numbers in the inhibitor-treated animals (Fig. 9c). Consistent with the notion that maladaptive PT cells attract immune cells via cytokine secretion, we observed lower myeloid and immune cell fractions in mice treated with pyroptosis and ferroptosis inhibitors (Fig. 9d, e). 

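Immune cells were 11.8% (interval 11.2 to 12.4%) of the VX-765 library and 5.13% (4.75 to 5.53%) of the liproxstatin library, against 64.5 and 75.2% in the IRI long 14 d libraries without inhibitor. Myeloid cells were 7.71% (7.21 to 8.23%) with VX-765 and 1.30% (1.11 to 1.51%) with liproxstatin, against 51.1 and 65.0%. For T, NK and B cells together the values were 4.05% (3.69 to 4.45%) with VX-765 and 3.83% (3.50 to 4.18%) with liproxstatin, against 10.3 and 13.3%. The lymphoid difference depends on the denominator: per cell that is not a PT cell, the lymphoid fraction was 9.07 percentage points higher with liproxstatin than in the IRI long 14 d libraries, and with VX-765 it fell by 3.10.

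**Figure D4:**
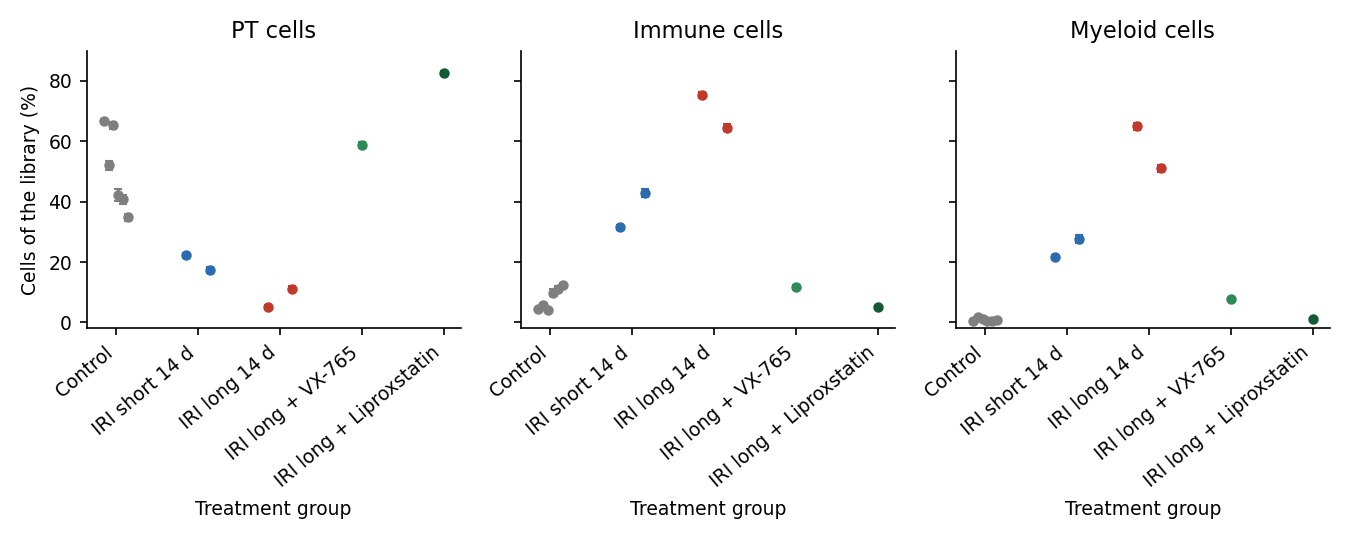
PT, immune and myeloid cells as percent of the cells of a library in the dataset with inhibitors, by treatment group. Points are libraries and bars are exact 95% binomial intervals (counting error only). Immune cells are 11.8% and 5.13% of the inhibitor-treated libraries and 64.5 and 75.2% of the IRI long 14 d libraries.

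The paper relates the lower myeloid and immune fractions to its notion that maladaptive PT cells attract immune cells through cytokines.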

Cell fractions and densities of inhibitor-treated kidneys resembled control kidneys (Figs. 9c–e, S20b, c) and myeloid and maladaptive/profibrotic PT cells-driven high IRI scores in fibrotic kidneys were reduced to control levels by pharmacological inhibition (Fig. 9f, g).

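Compared with the 6 control libraries, the immune fraction of both inhibitor-treated libraries lay inside the control range of 4.07 to 12.4%. The upper limit is that of norm5, the control library with the barcode set of the inhibitor-treated libraries. The other 5 control libraries reach 11.1%, below the VX-765 library. The myeloid fraction of the VX-765 library was above that of every control library (0.528 to 1.82%), and that of the liproxstatin library was within the range. Lymphoid fractions of both were within the control range of 3.00 to 11.4%. In norm5 myeloid cells were 0.915% and lymphoid cells 11.4%. Density maps in the UMAP of the dataset with inhibitors were compared by the share of the map that 2 libraries have in common. The VX-765 library shared 63.1 to 83.5% of its map with control libraries and 29.3 to 37.3% with IRI long 14 d libraries. For the liproxstatin library the shares were 49.9 to 76.1% with control libraries and 18.4 to 24.6% with IRI long 14 d libraries. The lowest shares with control libraries were those with norm5. Pairs of control libraries shared 62.0 to 91.2%. The IRI score was not analysed here.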

We then aimed to dissect putative driver TFs of the observed protective drug response by employing trajectory and motif enrichment analyses in all 47,791 PT cells of this integrated dataset. We found two trajectories towards adaptive (lineage 1) and maladaptive repair (lineage 2) (Fig. 9h). Intriguingly, both lineages were connected by inhibitor-treated cells (Fig. S20d, e) demonstrating a low IRI score (Fig. S20f). Motif enrichment analysis confirmed the highest regulon density in this cluster (Figs. S20g, S21a) and a number of distinctly activated regulons for clusters along lineages 1 and 2, respectively (Fig. S21b, c): Lineage 1 (adaptive) showed specific enrichment of regulons such as *Esrra, Foxo3, Hnf4a, Maf, Pax2, Ppara, Ppargc1a*, and *Tead1*, important for oxidative phosphorylation, fatty acid oxidation, and PT differentiation. Lineage 2 (maladaptive) enriched for regulons *Jun, Junb, Jund, Fos, Fosb, Atf3, Atf4, Stat3, Stat5a Irf2, Irf5, Irf8, Irf9, Runx1, Runx3, Egr1, Cebpa, Cebpb, Cebpd* (Fig. S21c), important for stress, injury, and proinflammatory response as well as myeloid differentiation.

Finally, following pharmacological inhibition of pyroptosis and ferroptosis, reduced gene expression of important marker genes for these pathways (Fig. 9i) resulted in amelioration of functional and structural AKI (Fig. 9j–l and Supplementary Dataset 15). BUN and creatinine were significantly ameliorated in VX-765 vs. vehicle-treated mice at all timepoints up to 14 d post-ischemia, whereas liproxstatin only resulted in structural but not functional amelioration. However, irrespective of kidney function, both VX-765 and liproxstatin treatment resulted in significant reduction of fibrosis 14 d post-IRI despite severe ischemia (Fig. 9k–l).

## Discussion

Here we present a comprehensive temporal and cell type resolution analysis of adaptive and maladaptive kidney repair. We identify key cell type-specific regulatory networks driving both renal adaptive repair and maladaptive/fibrotic repair during the AKI-to-CKD transition. We show that in PT cells, which are most susceptible to toxic and hypoxic injury^48^, necrotic cell death pathways such as pyroptosis and ferroptosis demonstrate sustained enrichment and are associated with maladaptive AKI-to-CKD progression. Finally, leveraging drug response data, we confirm in vivo that targeting of pyroptosis and ferroptosis ameliorated maladaptive injury signatures despite severe IRI, highlighting the druggability of necrotic cell death pathways.

A variety of cell death pathways has been described during AKI, including apoptosis and regulated necrosis (ferroptosis, pyroptosis, and necroptosis)^49–51^. The data on their role in injury and repair is controversial^52,53^. For example, while inhibitor-based studies indicated a key role of apoptosis in AKI^54,55^, it can also be a beneficial, non-inflammatory form of cell death^53^. A key bottleneck in determining the role of cell death pathways has been that prior methods have been unable to generate cell type-specific read-outs. Our comprehensive single-cell resolution analysis of adaptive and maladaptive IRI fills in a key information gap. Consistent with previous studies highlighting the importance of ferroptosis for causing synchronized regulated necrosis in renal tubules early after AKI^56–60^, we found early changes in ferroptosis in both short and long AKI models. We observed important differences, as ferroptosis and pyroptosis were markedly pronounced in the long AKI model. We found genes associated with pyroptosis, such as *Casp1, Casp3, Casp4, Il1b, Il18*, and *Gsdmd*, as well as markers for ferroptosis, such as *Ptgs2, Chac1, Acsl4, Slc7a11*, and *Hmox1*, to be highly enriched in PT cells from samples following long IRI compared to all other samples. Interestingly, apoptosis markers such as *Casp8, Bad, Bak1, Nupr1*, and *Ppp2r1a* were similarly enriched in IRI samples irrespective of the damage degree, when compared to controls. It is important to note that necroptosis marker enrichment was not particularly strong in any of the PT cells, indicating that necroptosis might be important in non-PT cells^61^. Our observations are in keeping with a growing body of evidence that pyroptosis and the NLRP3 inflammasome are intertwined with AKI and fibrogenesis. For example, it has been shown that pyroptosis was upregulated in cisplatin^62,63^ and IRI models^62,64,65^ and *Gsdmd* and *Casp11*-deficient mice were protected against cisplatin-induced AKI^62^. Others demonstrated that NLRP3 facilitated TGFβ/Smad signaling^66^, while *Nlrp3*-deficient mice were protected against diabetic nephropathy and renal fibrosis^67^, highlighting pyroptosis as a critical pathway promoting both AKI and profibrotic transition to CKD.

In our analysis, inflammatory cell death was a key nidus for ensuing inflammation. Maladaptive cells expressed several inflammatory and immune TFs and a variety of cytokines, such as *Il1b*, *Il34*, and *Cxcl2* etc. Cell–cell interaction analysis indicated that these cytokines play key roles in attracting myeloid cells and fibroblasts via the maladaptive PT cluster. Indeed, we observed major changes in immune, specifically myeloid cell fractions in fibrotic samples. It is important to note that these cytokines signaled to not only immune cells but other PT cells, likely maintaining the vicious cycle of maladaptive repair. Myeloid cells are known to play a key role in fibrosis development and were shown to be highest 28 d post-IRI in a previous study^68,69^.

Our results indicate that single-cell transcriptomics are not only well-suited to identify changes in cell fraction and cell type-specific gene expression but can be effectively used for identifying druggable pathways for intervention. Our analysis highlighted ferroptosis and pyroptosis as key targetable pathways. Indeed, treatment of mice with VX765 or liproxstatin protected from maladaptive repair and fibrosis. It was interesting to note that while VX765 prevented the acute rise in BUN and creatinine, the effect of liproxstatin was more pronounced on preventing long-term structural damage and fibrosis development. These results indicate that protecting from CKD and fibrosis is more complex than just looking at biochemical markers of kidney function^70^.

An important limitation of our work is that we could not fully distinguish the targets of VX765 and liproxstatin at the single-cell level and we cannot fully exclude that some of their impact was not due to off-target effects, given that interdependencies of the several necrotic cell death forms have already been demonstrated^60^. Future studies will be needed to elucidate the individual contributions and potentially intricate interdependencies of necrotic cell death pathways. Our in silico drug database screen used in vivo experimental data rather than just gene or pathway predictions. Future studies shall examine these pathways in a more detailed manner.

Taken together, we demonstrate that maladaptive repair following injury is characterized by an inflammatory profibrotic PT cell phenotype that secretes large amounts of cytokines and is responsible for myeloid cell influx and fibrosis. We show that single-cell analysis can identify druggable pathways for intervention. Finally, we demonstrate that in maladaptive PT cells ferroptosis and pyroptosis drive immune cell activation and fibrosis development.

## Methods

### Renal ischemic reperfusion injury model

Male C57Bl/6J mice were obtained from Jackson Laboratories (Bar Harbor, ME, stock no. 000664). Animal studies (protocol #804138) were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Pennsylvania. Mice were housed in a pathogen free environment (12 h dark/light cycle) and fed with standard mouse diet and water ad libitum. All surgeries were performed by the same investigators who were blinded to the experimental grouping by using a de-identifying numbering scheme. 10–12 wks old mice were anesthetized with isoflurane and placed on an automatic closed loop temperature control system (Homeothermic Monitoring System, Harvard Apparatus, Holliston, CA). Core body temperature as measured via rectal probe was maintained at 36.8–37.2 °C throughout the procedure. Kidneys were exposed via dorsal incision. Renal pedicles of both kidneys were exposed and bilateral clamping was performed with arterial clips to induce bilateral renal ischemia, which was visually confirmed by color change. Six animals were subjected to moderate renal ischemia (23 min), whereas another 6 mice were subjected to severe injury (30 min). Buprenorphine SR (0.1 mg/kg s.c.) was administered after release of arterial clips and before weaning of anesthesia. Animals were sacrificed and blood and kidneys were sampled 1, 3, and 14 d post-ischemia, respectively.

In a second set of experiments, mice were treated with intraperitoneal injection of inhibitors or vehicle 30 min before as well as every 24 h for 14 d after long IRI (30 min). In a sham group, renal pedicles were not clamped after bilateral visualization, and anesthesia was maintained for the identical time. Inhibitors VX-765 (100 mg/kg) and liproxstatin (10 mg/kg) were dissolved in DMSO and formulated in sesame oil to final concentrations of 16.67 and 1.67 mg/mL, respectively, as in previous studies^56,71^. The vehicle group received equal amounts of DMSO.

### Blood creatinine and blood urea nitrogen

To estimate kidney function, blood creatinine and BUN were measured at time points as indicated with VetScan iSTAT CHEM8 + cartridges (Abaxis, Union City, CA).

### Histopathological and immunofluorescence analysis

Kidneys samples were fixed in 10% neutral formalin and paraffin-embedded sections were stained Periodic acid-Schiff (PAS) and Sirius red. Samples were scored by an experienced pathologist in a blinded fashion for signs of acute tubular injury. Fibrosis was quantitated in Sirius red-stained sections using MRI fibrosis tool and Color Deconvolution plugin for “ImageJ [https://github.com/MontpellierRessourcesImagerie/imagej_macros_and_scripts/wiki/MRI_Fibrosis_Tool]”. Ten similarly oriented photos in the same part of the kidney at the same magnification were studied per biological sample. Color deconvolution and simple auto-thresholding were applied and the fibrosed area of the selection was measured and compared to the area of the selection on the input image.

Immunofluorescence staining was performed after deparaffinization and antigen retrieval using citrate buffer pH 6.0 with a pressure cooker (PickCell Laboratories, Agoura Hills, CA). Antibodies were diluted in blocking buffer (TBS 0.1% Tween 20, 0.05% Triton X-100, 5% bovine serum albumin) as follows: anti-GSDMD (1:100, Santa Cruz, #393656), anti-SLC34A1 (1:100, Novus, #NBP2-13328), anti-CD11B (1:50, BD, #555386), AF555-conjugated donkey anti-rabbit (1:1000, LifeSciences, #A31572), AF488-conjugated goat anti-mouse (1:1000, LifeSciences, #A11029).

### Flow cytometry

Mice were perfused with 10 mL PBS prior to organ procurement. Kidneys were diced and digested in a solution of 1 mg/mL collagenase A (Roche) and 100 mg/mL DNase (Roche) in complete RPMI for 1 h at 37 °C to obtain a single cell suspension. Cells were homogenized by passing through an 18G needle 5 times and filtered through a 100 µm mesh. Cells were then washed with FACS buffer (1× PBS, 2.5% FBS, 2 mM EDTA) before incubating with Fc block (99.5% FACS buffer, 0.5% normal rat serum, 1 µg/mL 2.4G2 IgG antibody) prior to staining. Cells were stained with the viability dye Ghost Dye Violet 510 (Tonbo biosciences, #12-0870) and antibodies used for staining are shown in the Supplementary Table 1. Samples were run on FACSymphony A3 (BD Biosciences) and analyzed using the FlowJo Software analysis program (TreeStar). Gating strategy is shown in Fig. S6.

### In situ hybridization

In situ hybridization was performed using formalin-fixed paraffin-embedded tissue samples and the RNAscope® 2.5 HD Duplex Detection Kit (ACD #322436) with Mm-*Gsdmd* probe #537601. We followed the manufacturer’s original protocol.

### Isolation and culture of primary mouse tubular epithelial cells

Primary mouse tubular epithelial cells were isolated from kidneys of 2–4 wks old C57Bl/6J mice (Jackson Laboratories, Bar Harbor, ME, stock no. 000664). Cells were grown in RPMI 1640 supplemented with 10% fetal bovine serum (FBS), 20 ng/mL epithelial growth factor (Peprotech #AF-100-15), 1× ITS (Gibco #51500-056), and 1% penicillin-streptomycin (Corning #30-002-CI) at 5% CO_2_ and 37 °C. Prior to drug treatment, cells were grown for 12 h in media supplemented with 1% FBS. Cells were then treated for 24 h with different doses of erlotinib, crizotinib, and erastin (all Cayman Chemical), respectively. Dimethyl sulfoxide (DMSO, Merck) was used as vehicle control. Lactate dehydrogenase (LDH) release was measured using CytoTox 96 Non-Radioactive cytotoxicity assay (Promega), cytotoxicity and viability were measured by using MultiTox-Fluor Multiplex cytotoxicity assay (Promega) as per the manufacturer’s instructions.

### Live cell imaging

Primary cultured renal tubule cells were incubated with 1.5 μM BODIPY™ 581/591 C11 (Thermo Fisher #D3861) for 30 min at 5% CO_2_ and 37 °C. After staining with Hoechst 33342 at a final concentration of 1 µg/mL in PBS, cells were imaged directly with a Keyence fluorescence microscope.

### qPCR

RNA was isolated from cells using Trizol (Invitrogen). 2 µg RNA was reverse-transcribed using cDNA Reverse Transcription Kit (Applied Biosystems, #4368813), and qPCR was run on a ViiA 7 System (Life Technologies) using SYBR Green Master Mix (Applied Biosystems, #4367659) and gene-specific primers. For quantitative analysis, samples were normalized to glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) with the ΔΔCt method. Primer sequences are listed in Supplementary Dataset 16.

### Western blot

Nearly 15 mg of total kidney tissue was homogenized in SDS lysis buffer (Cell Signaling Technology, CST, #7722), sonicated, and heated at 95 °C. Lysates were cleared by centrifuging (14,000 × *g* at 4 °C for 10 min). 10 µL of total lysate was loaded onto 11% SDS-PAGE and subjected to electrophoresis (100 V, room temperature). Proteins were transferred onto PVDF membranes at 100 V on ice for 1 h. Membranes were incubated in 3% non-fat skimmed milk solution prepared in Tris-buffered saline containing Tween-20 (TBST) for 1 h at room temperature on an orbital rocker. Membranes were probed with anti-GSDMD (Ab209845, abcam, dilution 1:1000) and anti-N-GSDMD (#36425S, CST, dilution 1:1000) antibodies at 4 °C over night. After primary antibody incubation blots were washed three times with TBST, HRP-conjugated secondary antibodies (#7074, CST, dilution 1:2000) were probed for 1 h at room temperature prepared in TBST. Finally, blots were washed with TBST for 3 min each at room temperature and developed using ECL (SuperSignal™ West Femto Maximum Sensitivity Substrate, #34096, Thermo Fisher Scientific) in Li-COR imager (Odyssey® XF), Image Studio software. Relative protein levels were quantified using ImageJ software.

### Kidney bulk RNA-seq

Total RNA was isolated using RNeasy mini kit (Qiagen). Sequencing libraries were constructed using the Illumina TruSeq RNA Preparation Kit. High-throughput sequencing was performed using Illumina HiSeq4000 with 100 bp single-end according to the manufacturer’s instruction.

### Kidney bulk RNA-seq data analysis

#### Quality control, alignment, differential expression analysis

Adaptor and lower-quality bases were trimmed with Trim-galore. Reads were aligned to the Gencode mouse genome (GRCm38) using STAR. Gene and isoform expression levels (TPM) were estimated using RSEM. DEGs between control and disease groups were identified using DESeq2. To examine the enrichment of the DEGs in single cell clusters, a z score of normalized expression value was first obtained for every single cell. Then, we calculated the mean z scores for individual cells in the same cluster, resulting in 30 values for each gene. The z scores were visualized by heatmap showing the enrichment patterns of the genes across the cell types.

#### Deconvolution

Bulk RNA-seq deconvolution was performed using two independent methods, Multi-subject Single Cell deconvolution (MuSiC) and BisqueRNA^72,73^. MuSiC weights genes showing cross-subject and cross-cell consistency, enabling the transfer of cell type-specific gene expression information from one dataset to another. After inputting bulk and scRNA-seq data, bulk cell type proportions were estimated using function *music_prop*. BisqueRNA captures relative abundances of a cell type across individuals. Note that these abundances are not proportions, so they cannot be compared between different cell types. Function *ReferenceBasedDecomposition* with subcommands *markers* = *NULL, use.overlap* = *F* was used.

### Preparation of single-cell suspension

Euthanized mice were perfused with chilled 1× PBS via the left ventricle. Kidneys were harvested, minced into approximately 1 mm^3^ cubes and digested using Multi Tissue dissociation kit (Miltenyi, 130-110-201). The tissue was homogenized using 21G and 26.5G syringes. Up to 0.25 g of the tissue was digested with 50 µL of Enzyme D, 25 µL of Enzyme R, and 6.75 µL of Enzyme A in 1 mL of RPMI and incubated for 30 min at 37 °C. Reaction was deactivated by 10% FBS. The solution was then passed through a 40 µm cell strainer. After centrifugation at 400 × *g* for 5 min, cell pellet was incubated with 1 mL of RBC lysis buffer on ice for 3 min. Cell number and viability were analyzed using Countess AutoCounter (Invitrogen, C10227). This method generated single-cell suspensions with > 80% viability.

### Single-cell RNA-seq

10,000 cells were loaded into the Chromium Controller (10X Genomics, PN-120223) on a Chromium Single Cell B Chip (10X Genomics, PN-120262) and processed to generate single-cell gel beads in the emulsion (GEM) according to the manufacturer’s protocol (10X Genomics, CG000183). Libraries were generated using Chromium Single Cell 3’ Reagent Kits v3 (10X Genomics, PN-1000092) and Chromium i7 Multiplex Kit (10X Genomics, PN-120262) according to the manufacturer’s manual. Quality control for constructed library was performed by Agilent Bioanalyzer High Sensitivity DNA kit (Agilent Technologies, 5067-4626) for qualitative analysis. Quantification analysis was performed by Illumina Library Quantification Kit (KAPA Biosystems, KK4824). The library was sequenced on Illumina HiSeq 4000 system with 2 × 150 paired-end kits using the following read length: 28 bp Read1 for cell barcode and UMI, 8 bp I7 index for sample index, and 91 bp Read2 for transcript.

### Single-cell RNA-seq data analysis

#### Alignment and quality control

Raw fastq files were aligned to the mm10 (Ensembl GRCm38.93) reference genome and quantified using CellRanger. Seurat was used for data quality control, preprocessing, and dimensional reduction analysis. After gene-cell data matrix generation of *n* = 12 IRI samples and *n* = 6 control samples, all 18 matrices were merged and poor-quality cells with < 200 or > 3000 expressed genes and mitochondrial gene percentages > 50 (to take into account high mitochondrial content in proximal tubule cells) were excluded. Remaining barcodes of high-quality cells were exported.

#### Batch integration

10X filtered output matrices of all 18 batches were merged and subset to the barcodes of cells above and subjected to batch integration using LIGER (Linked Inference of Genomic Experimental Relationships) package^36^. In short, LIGER identifies shared and dataset-specific factors through integrative non-negative matrix factorization (iNMF). After normalization by number of unique molecular identifiers (UMIs), gene expression was scaled but not centered because NMF requires non-negative values. Function *optimizeALS* was used with kappa = 20 and lambda = 5, followed by quantile normalization using function *quantile_norm* as well as joint clustering with *louvainCluster* with a resolution of 0.25. For dimensionality reduction, dimensions 1:ncol(object@H.norm), perplexity = 30 and theta = 0.5 were used as per default settings for visualization in UMAP space. Function *ligerToSeurat* was used to export the results back to Seurat.

#### Ambient RNA quantification

As in droplet-based scRNA-seq experiments there is always a certain amount of background mRNAs present that get distributed into droplets and sequenced along with cells. In order to quantify the net effect of ambient RNA contamination, we used R package SoupX^74^. Function *autoEstCount* was used to estimate the contamination fraction in P0 and adult batches separately. We visualized the change in expression due to soup correction in UMAP space. Function *adjustCounts* was used to correct the count expression matrices for downstream processing. We then used the corrected matrices and reran the whole Seurat pipeline with the same parameters. The average expression of genes per cluster were used for Pearson correlation coefficient analysis to compare between matrices with and without ambient RNA correction. As results with and without ambient RNA were similar, results without ambient RNA correction are shown throughout the manuscript.

#### Removal of doublet-like cells

Doublet-like cells were identified using package DoubletFinder^75^. Assuming no ground truth in order to facilitate an unbiased approach, pK was identified using *paramSweep_v3* function with PCs = 1:10. Homotypic doublet proportion was estimated with function *modelHomotypic* using above clustering information after LIGER integration as annotations. Finally, function *doubletFinder_v3* was run with pN = 0.25, pK, and nExp as identified by the functions above. After excluding 9394 cells that were identified to likely be doublets, 113,579 singlet cells remained.

#### Identification of marker genes and differentially expressed genes

The whole pipeline in Seurat and LIGER was run again on the remaining 113,579 high quality singlet cells to produce the final dataset used for all downstream analyses. Differentially expressed genes in cell clusters were identified in Seurat using *FindAllMarkers* function with parameters test.use = MAST, min.pct = 0.05 and logfc.threshold = 0.2 and a list of marker genes^21^ was used for manual annotation of cell types to the 18 identified clusters in the final dataset.

#### Proximal tubule cell subclustering analysis

The whole Seurat and LIGER pipeline was again repeated with only those barcodes of cells annotated as PT cells. The same settings were used for the pipeline as stated above, yielding 11 PT subclusters.

#### Immune cell subclustering analysis

Similarly, all cells belonging to clusters annotated Granul_1, Granul_2, Mono_1, Mono_2, Macro, T cell_1, T cell_2, and B cell were subjected to subclustering analysis, yielding 17 immune cell subclusters.

#### Cell cycle analysis and IRI scoring

Cell cycle scoring was performed with Seurat package using function *CellCycleScoring* with cell cycle gene sets provided by Kowalczyk et al.^76^. To keep biological information intact, cell cycle genes were not regressed out from the dataset. Similarly, we customized the same function to create an IRI score using two gene sets for cells from Control and IRI samples, respectively. Gene sets were derived by running differential gene expression analysis between Control and IRI samples using *FindAllMarkers* function in Seurat. The 100 most specific DEGs for both conditions were chosen and subjected to Pearson correlation analysis, pruning genes with poor auto- or anticorrelation, thereby ensuring high intra-group correlation and high inter-group anticorrelation. The underlying scoring strategy enabling us to classify cells into either Control, IRI or neither was described by Tirosh et al.^77^.

#### scRNA-seq trajectory analysis

##### Slingshot

To construct single cell pseudotime trajectories of PT cells and to identify genes whose expression changed as the cells underwent transition, package Slingshot^78^ was applied to a random sample of PT cells consisting of an evenly distributed 150 cells per PT subcluster, resulting in a total of 1650 cells. First, genes were filtered for cell type markers with at least 3 reads in at least 10 cells. Next, counts were normalized and dimensionality was reduced using diffusion maps with package destiny^79^. Then, cells were clustered with Gaussian mixture modeling (GMM) making use of package mclust^80^. Slingshot functions *getLineages* and *getCurves* were used to calculate trajectories. In order to identify temporally differentially expressed genes, generalized additive modeling (GAM) was applied with a locally estimated scatterplot smoothing (LOESS) term for pseudotime. The top genes were picked based on *p* value and their expression over pseudotime was visualized in a heatmap.

##### Monocle2 & Monocle3

Slingshot-derived pseudotime trajectories were validated with Monocle2^81^ and Monocle3^82^ packages using the same cells as input. Genes for ordering cells were selected if they were expressed in ≥ 10 cells, their mean expression value was ≥ 0.05 and dispersion empirical value was ≥ 2. Highly variable genes along pseudotime were identified using *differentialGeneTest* function of Monocle2 with *q* < 0.01. Individual branches were analyzed using *BEAM* and *plot_genes_branched_heatmap* functions. In Monocle3 cells were re-clustered using a resolution of 3e^−3^ with k-nearest neighbor (kNN) *k* = 29. The trajectory was produced using default parameters of function *learn_graph*. Cluster centers of samples harvested 1d after ischemia were set as root node before ordering cells along pseudotime with function *order_cells*.

##### TradeSeq

For further analysis of gene expression along trajectories, package tradeSeq was used downstream of slingshot. First, a negative binomial model was fitted after an optimal number of knots was estimated. Next, general additive models were fitted with function *fitGAM* using nknots = 5, as determined by *evaluateK* function. Gene expression was projected onto coordinates in a two-dimensional space, as provided by Slingshot, using function *plotGeneCount*. Function *plotSmoothers* was used to visualize gene expression along the 2 PT trajectories over pseudotime.

##### RNA velocity

To calculate RNA velocity, Python-based Velocyto command-line tool as well as Velocyto.R package were used as instructed^83^. We used Velocyto to calculate the single-cell trajectory/directionality using spliced and unspliced reads. From loom files produced by the command-line tool, we subset the exact same cells that were previously selected randomly for Slingshot trajectory analysis. This subset was loaded into R using the SeuratWrappers package. RNA velocity was estimated using gene-relative model with *k*-nearest neighbor (kNN) cell pooling (*k* = 25). The parameter n was set at 200 when visualizing RNA velocity on the UMAP embedding.

#### Differential proportion analysis

Changes in cell population proportions across groups were analyzed as described previously^84^. Briefly, to analyze whether observed changes in proportions of cell populations are greater than expected by chance, a permutation-based statistical test was used. We used the original source code from the authors, so that both technical variation within the experimental technique (e.g., absolute cell numbers within the experiment, cell-type capture bias) and variation due to in silico analysis (e.g., cluster assignment accuracy) were considered. After creating a proportion table of clusters per phenotype/group, the difference in cluster proportion was compared with a null distribution, which was constructed by randomly permutating random subsamples of cluster labels across a random proportion of total cells. This was done 100,000 times and the observed distribution was then compared with the null distribution, from which the final p values were obtained. As suggested in the original paper, we set the w parameter to 0.1, so that lower values would trend toward a stricter test (fewer significant hits), and higher values toward higher numbers of significant hits.

#### Gene regulatory network inference

To identify TFs and characterize cell states, we employed *cis*-regulatory analysis using the R package SCENIC^39^, which infers the gene regulatory network based on co-expression and DNA motif analysis. The network activity is then analyzed in each cell to identify recurrent cellular states. In short, TFs were identified using GENIE3 and compiled into modules (regulons), which were subsequently subjected to *cis*-regulatory motif analysis using RcisTarget with two gene-motif rankings: 10 kb around the TSS and 500 bp upstream. Regulon activity in every cell was then scored using AUCell. Finally, binarized regulon activity was projected onto Slingshot-created UMAP trajectories.

#### Weighted gene coexpression network analysis (WGCNA)

We applied WGCNA to our scRNA-seq dataset using the R package WGCNA, as described previously^85,86^. First, to circumvent the sparsity of single-cell data we constructed metacells with a bootstrapped aggregation process to single-cell transcriptomes and pooled cells within the same cell type and experimental group to retain these metadata for WGCNA. We then created a similarity matrix, in which the similarity between genes reflects the sign of the correlation of their expression profiles. To emphasize strong correlations and reduce the emphasis of weak correlations on an exponential scale, we raised the signed similarity matrix to power β. The resulting adjacency matrix was transformed into a topological overlap matrix. Modules were defined using the following specific module-cutting parameters: module size = 50 genes, deepSplit Score = 4, threshold of correlation = 0.2. Modules with a correlation of > 0.8 were merged. The first principal component of the module, the module eigengene (ME), was used to correlate with experimental group. Hub genes were defined using intra-modular connectivity (kME) parameters of the WGCNA package.

#### Ligand–receptor interactions

To assess cellular crosstalk between different cell types, we used the CellPhoneDB repository to infer cell–cell communication networks from single-cell transcriptome data^87^. We used the Python package CellPhoneDB with database v2.0.0 to predict cell type-specific ligand–receptor interactions as per the authors’ instructions. Only receptors and ligands expressed in more than 5% of the cells in the specific cluster were considered. 1000 iterations of permutation test were conducted and *p* values were corrected with FDR methods. We kept only statistically significant means of interaction partners from the CellPhoneDB output, serving as a proxy for mean expression of both ligand and receptor of a given predicted connection. Connections were visualized in Circos plots after quantification using Circos Table Viewer^88^.

#### Gene set enrichment analysis (GSEA) of LINCS drug database

To inform about potential treatment candidates and driver pathways of the observed maladaptive kidney response signature, we performed GSEA on drug PRLs derived from the Library of Integrated Network-based Cellular Signatures (LINCS, http://www.lincsproject.org/) drug database, which catalogs transcriptional responses following treatment with small molecules, as described recently^44^. In short, a weight average fold change difference between treated and untreated conditions representing the drug effect was calculated for each gene, and genes were ranked according to their differential expression. Ranked lists for each drug in L1000 Phase 1 and Phase 2 experiments were merged according to the PRL methodology^45^, creating drug PRLs representing consensus transcriptional drug response patterns. We then queried PRLs for the maladaptive gene signature derived from PT subcluster DEG analysis, using GSEA^89^ to find drugs with positive normalized enrichment scores (NES), indicating upregulation of the maladaptive signature, and negative NES, indicating downregulation of the maladaptive signature. Bonferroni-corrected *p* values < 0.05 were used.

### Statistics & reproducibility

Data are expressed as means ± SEM unless otherwise stated. Statistical analyses are indicated in the respective “Methods” section and figure legends. Appropriate parametric or non-parametric tests were performed as per normality distribution. *P* < 0.05 was considered to be statistically significant. No statistical method was used to predetermine sample size. No data were excluded from the analyses.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of additional Supplementary File

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

Supplementary Dataset 9

Supplementary Dataset 10

Supplementary Dataset 11

Supplementary Dataset 12

Supplementary Dataset 13

Supplementary Dataset 14

Supplementary Dataset 15

Supplementary Dataset 16

Reporting Summary

## Data Availability

Raw and metadata are available at GEO accession number “GSE180420”. Processed data are available via an “interactive website [www.susztaklab.com/ischemia_reperfusion_injury/scRNA/]”. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request.

# Supplementary material for: Single-cell analysis highlights differences in druggable pathways underlying adaptive or fibrotic kidney regeneration
**Source:** Nat Commun. 2022 Jul 11;13:4018. doi: 10.1038/s41467-022-31772-9
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Single-cell analysis highlights differences in druggable pathways underlying adaptive or maladaptive kidney regeneration

Michael S. Balzer<sup>1,2</sup>, Tomohito Doke<sup>1,2</sup>, Ya-Wen Yang<sup>1,2</sup>, Daniel L. Aldridge<sup>3</sup>, Hailong Hu<sup>1,2</sup>, Hung Mai<sup>1,2</sup>, Dhanunjay Mukhi<sup>1,2</sup>, Ziyuan Ma<sup>1,2</sup>, Rojesh Shrestha<sup>1,2</sup>, Matthew B. Palmer<sup>4</sup>, Christopher A. Hunter<sup>3</sup>, and Katalin Susztak<sup>1,2,5,\*</sup>

### Supplementary Figures

Pages 2-44

### Supplementary Tables

Pages 45-47

**Fig. S1**

**a**

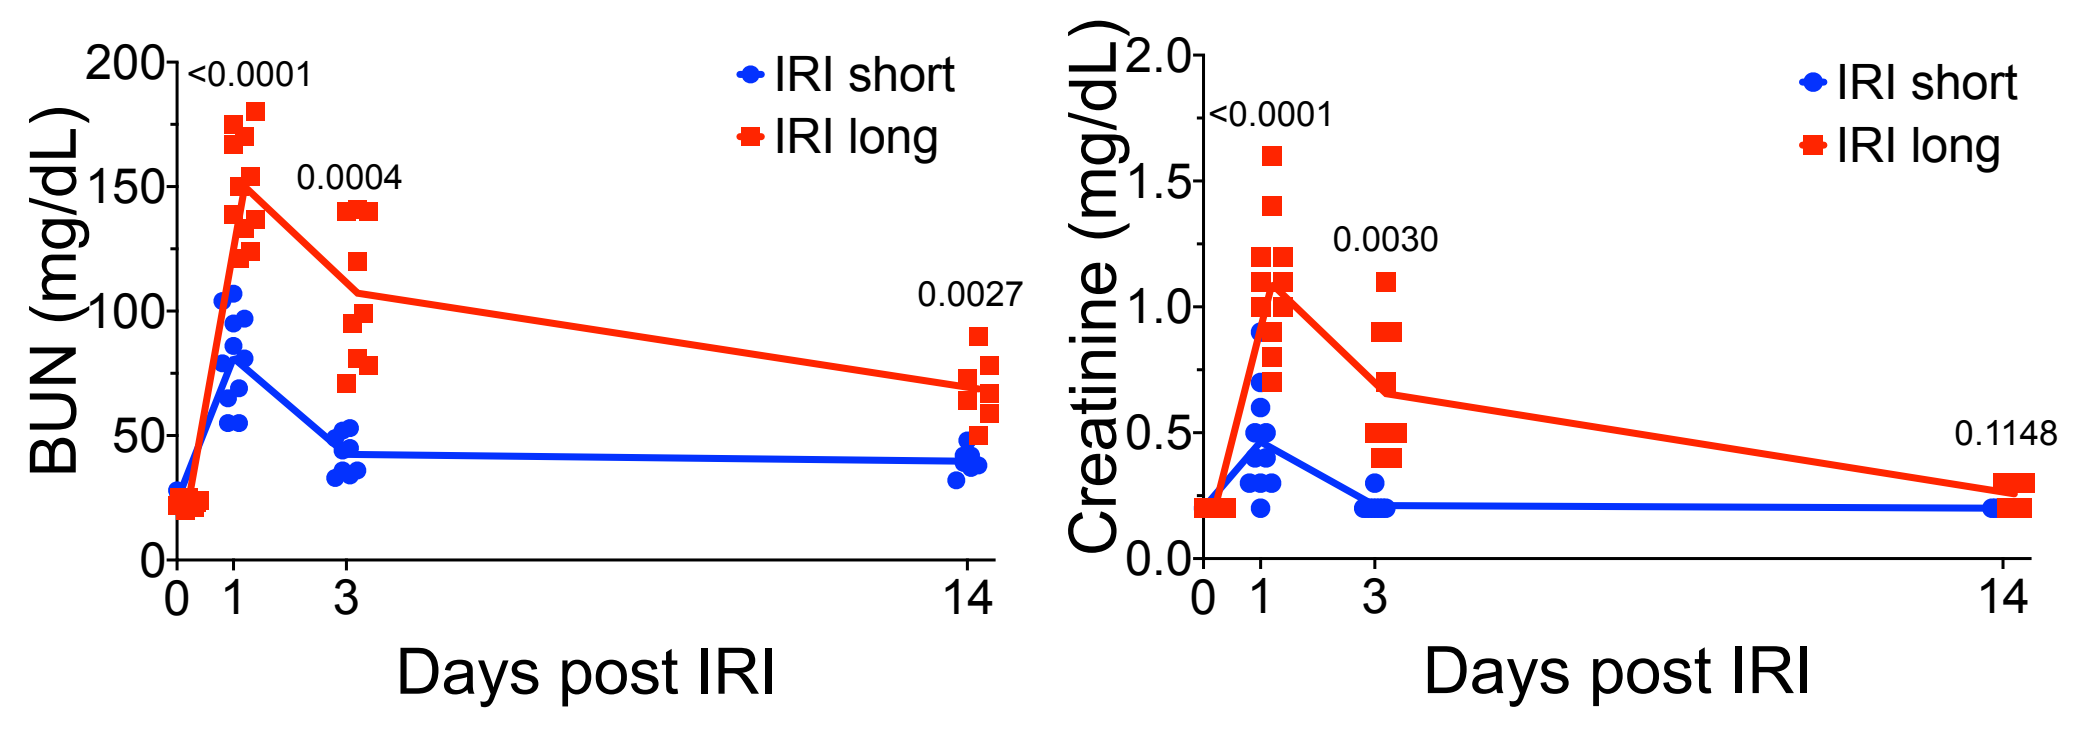

**b**

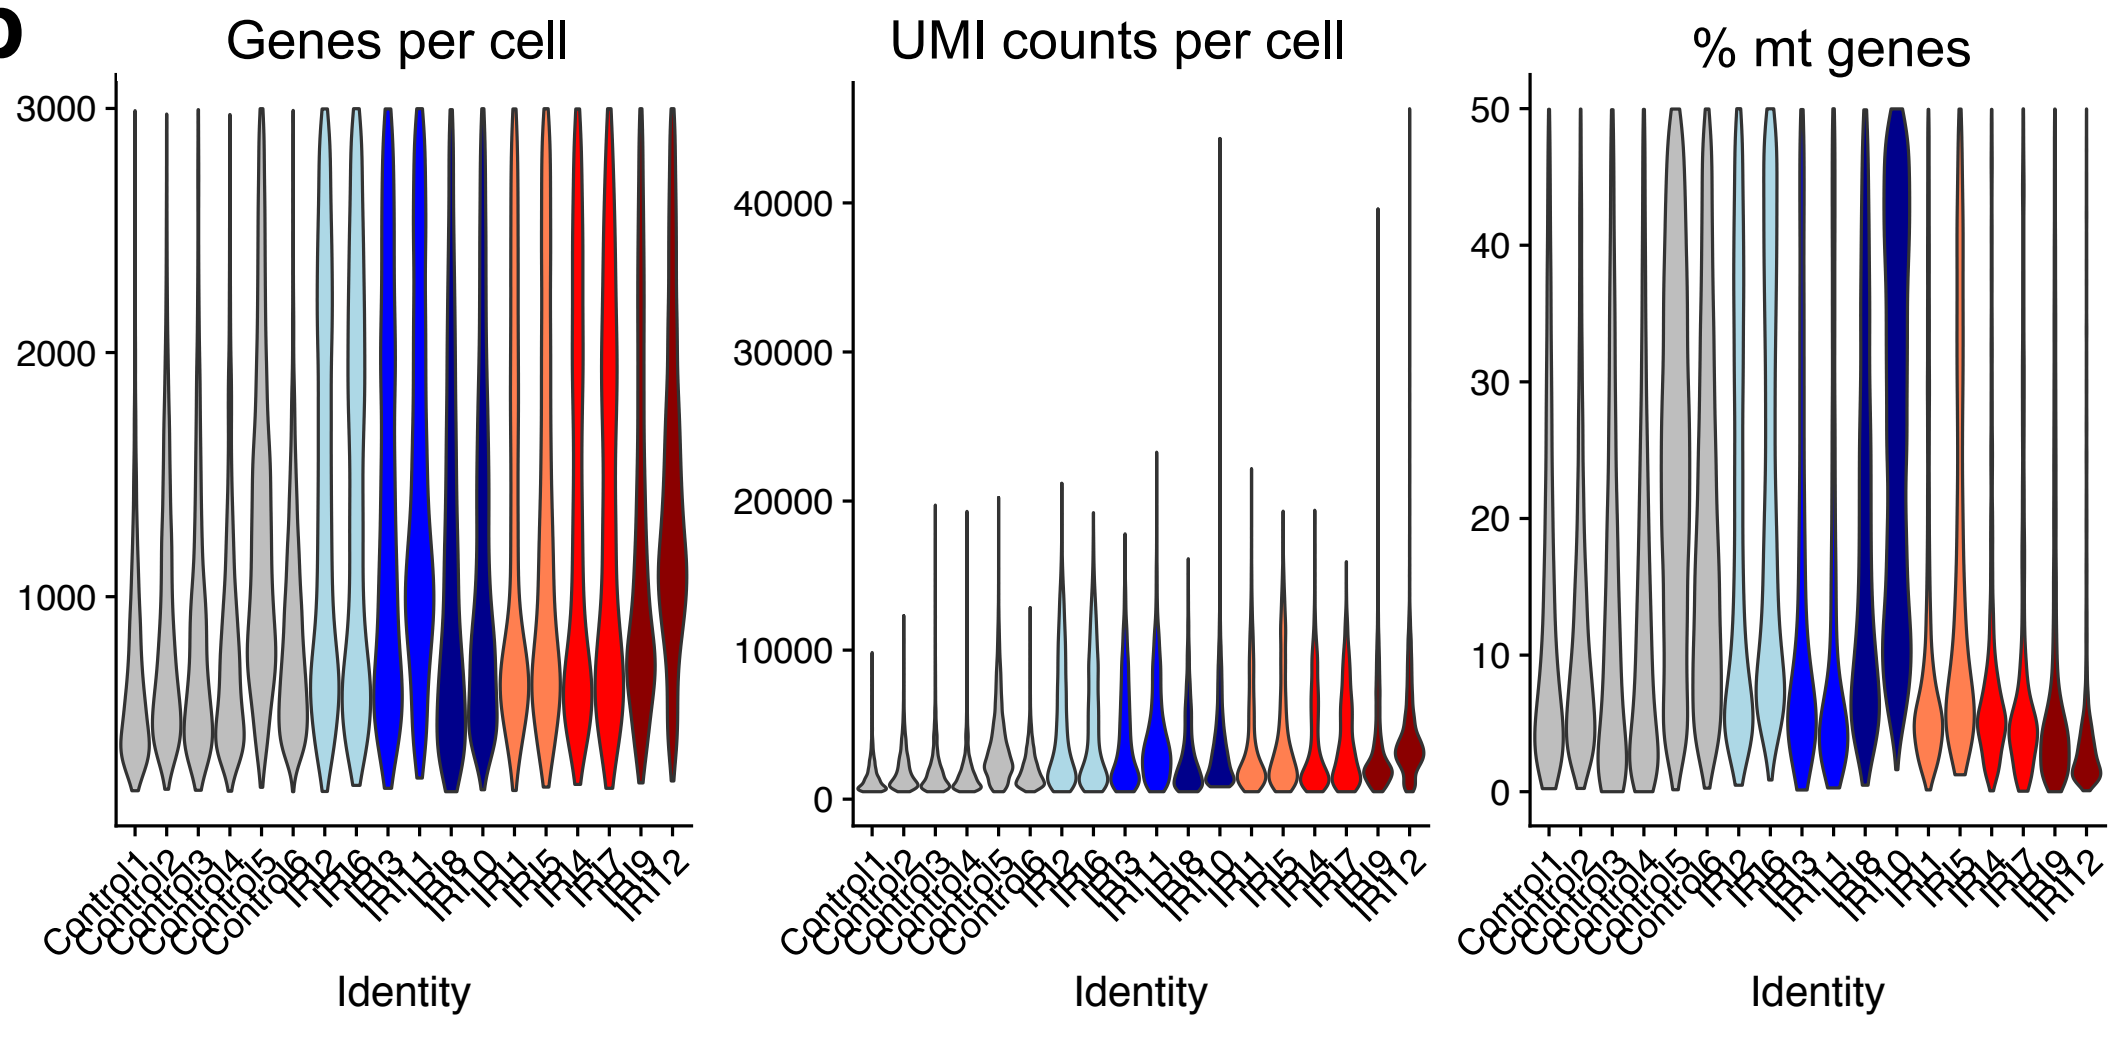

**c**

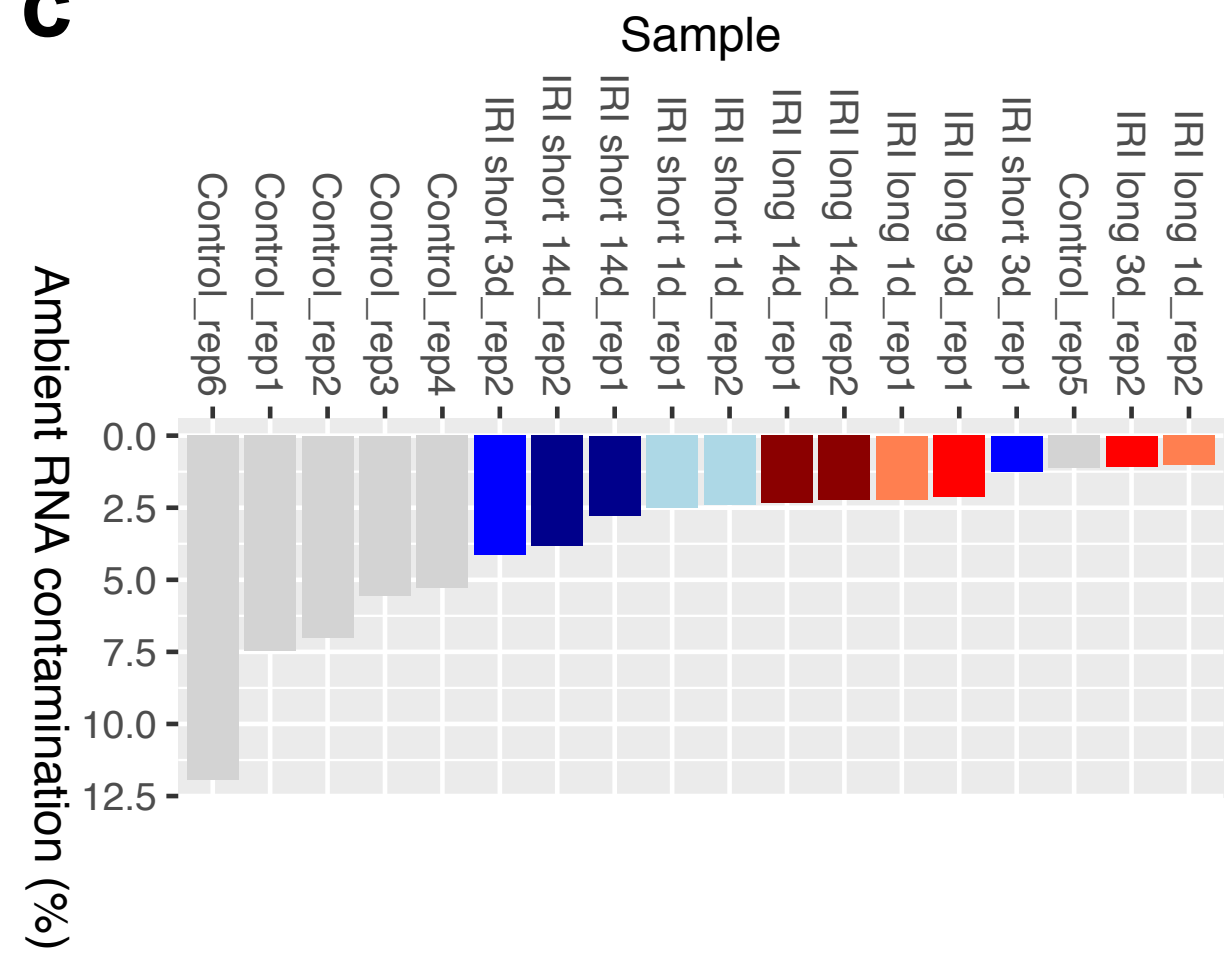

**d**

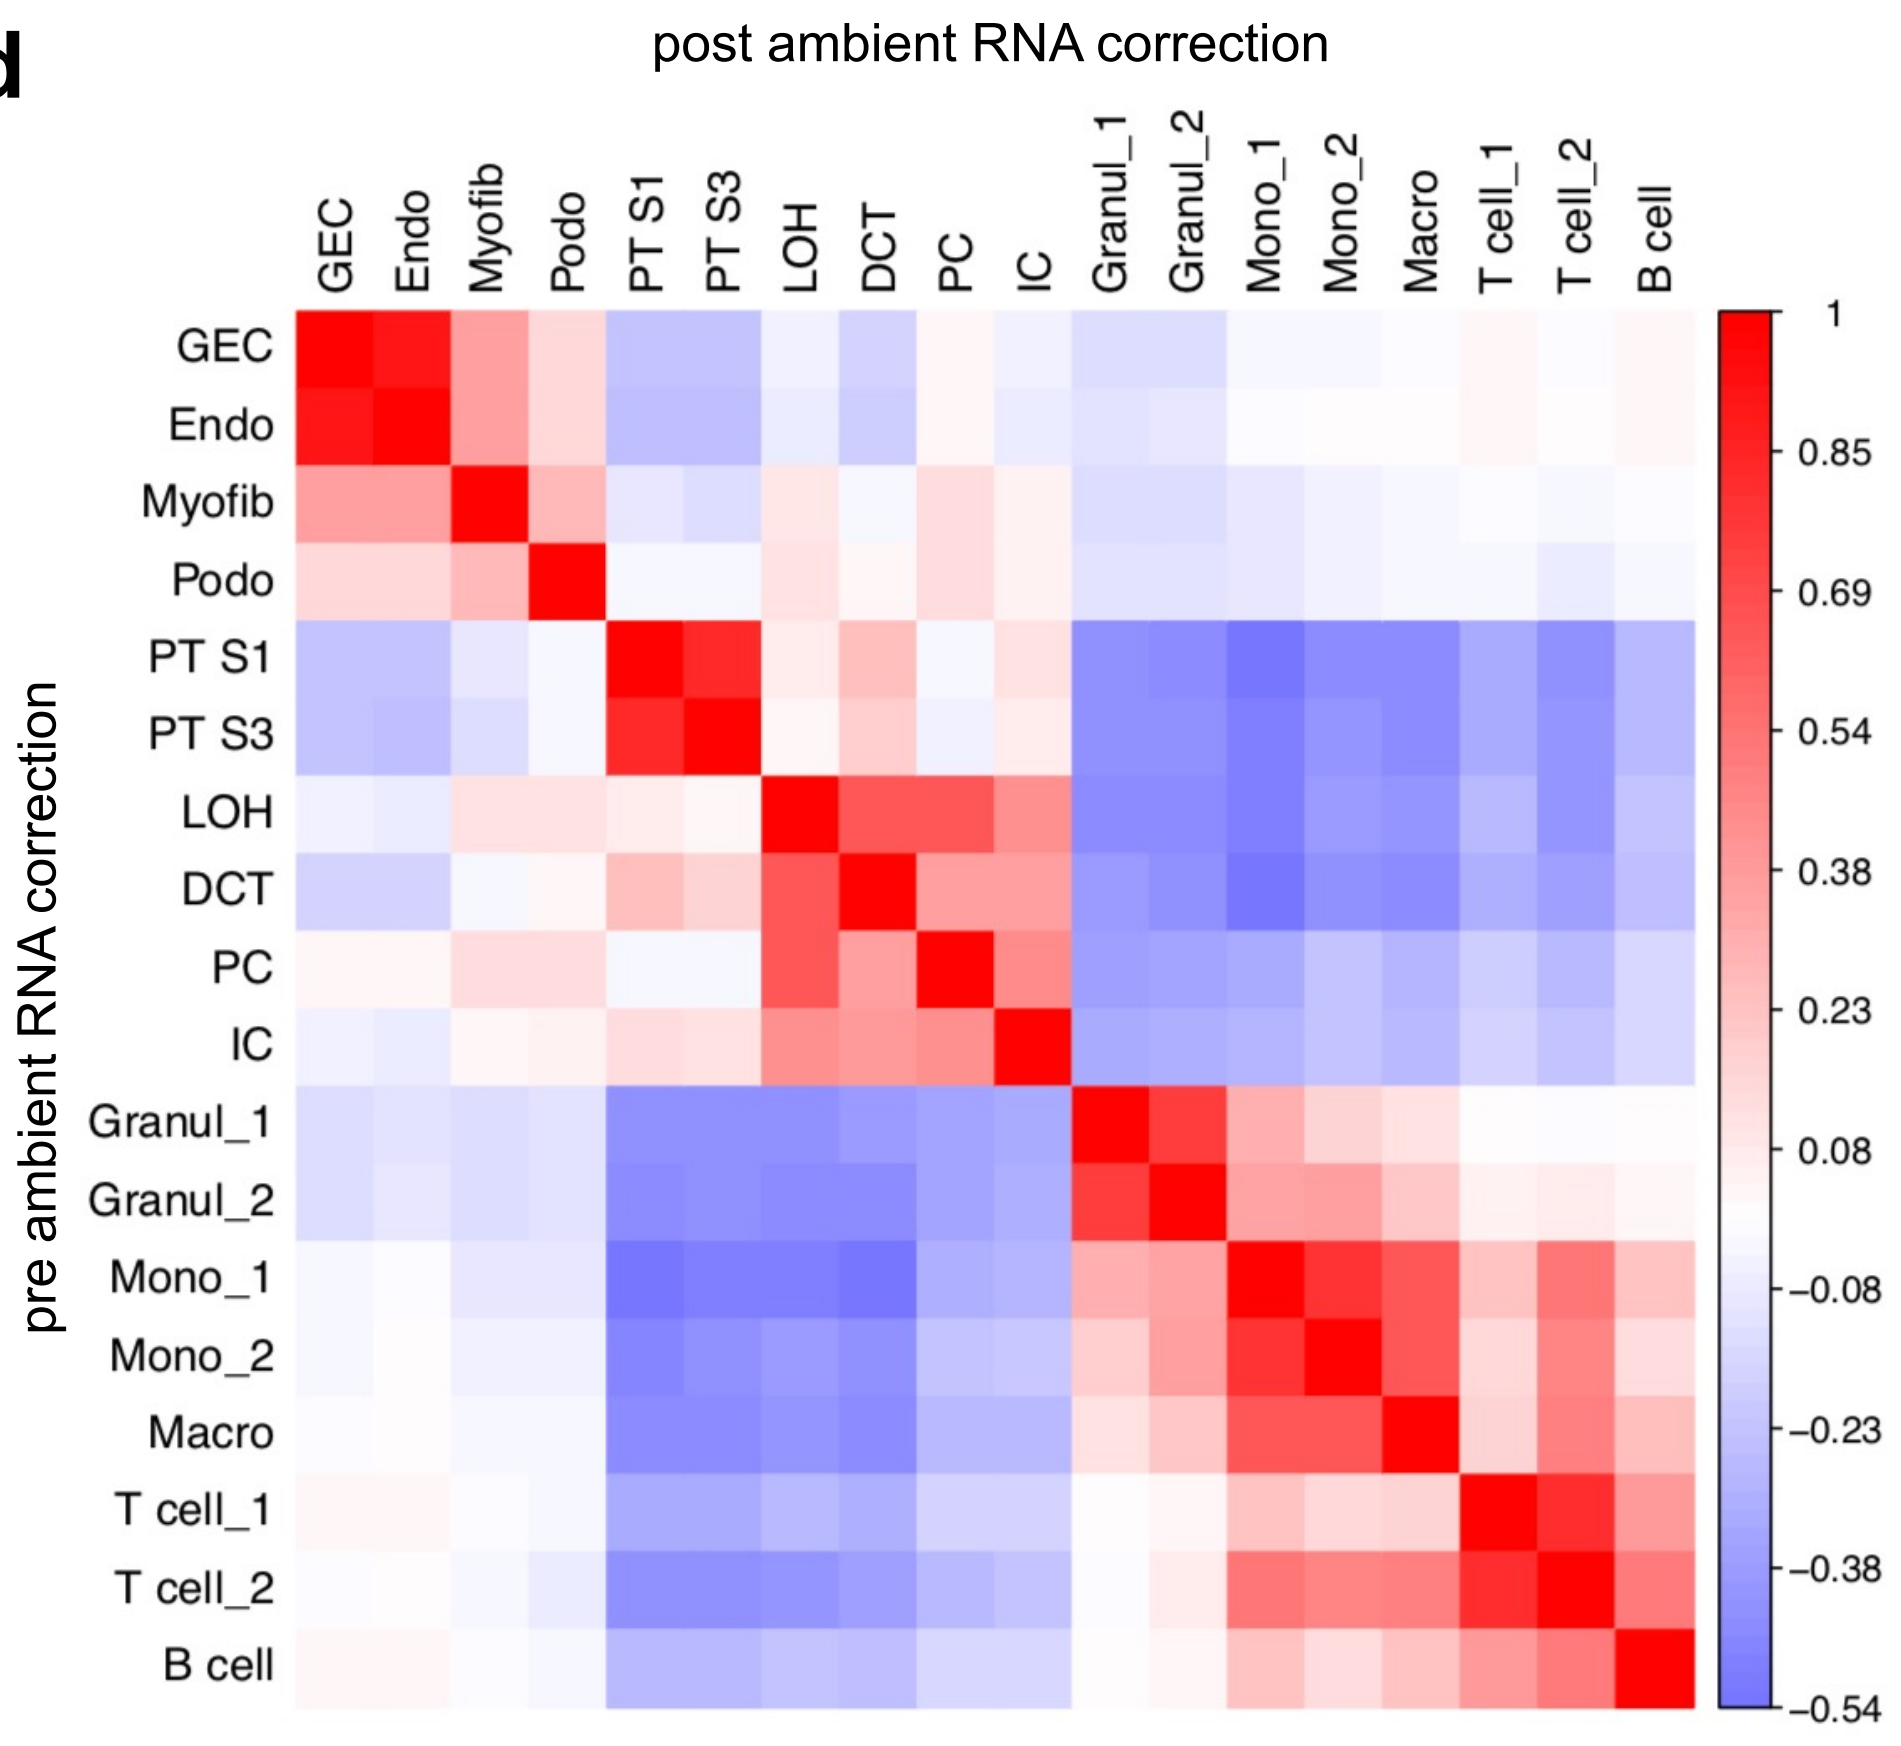

**Figure S1. Ischemia reperfusion injury model titration & scRNA-seq quality control.**

- (a) BUN and blood creatinine 1, 3, and 14d post-IRI. The figure includes additional animals not used for scRNA-seq and bulk RNA-seq analysis, whereas **Fig. 1b** shows only animals used for scRNA-seq. p values are given for mixed-effects model (Sidak corrected) across n=5 independent experiments.
- (b) Violin plots showing number of informative genes per single cell, unique molecular identifiers (UMIs) per single cell and percentage of mitochondrial genes per single cell, all split by batches. Dotted red lines indicate quality control limits and thresholds, respectively.
- (c) Bar graph demonstrating the percentage of ambient RNA contamination per individual sample replicates, as estimated by SoupX. Gray bars denote Control samples, blue bars IRI short, red bars IRI long.
- (d) Correlation matrix visualizing Pearson correlation coefficients (PCC) between average cell type gene expressions prior to (rows) and post (columns) correction for ambient RNA using SoupX.

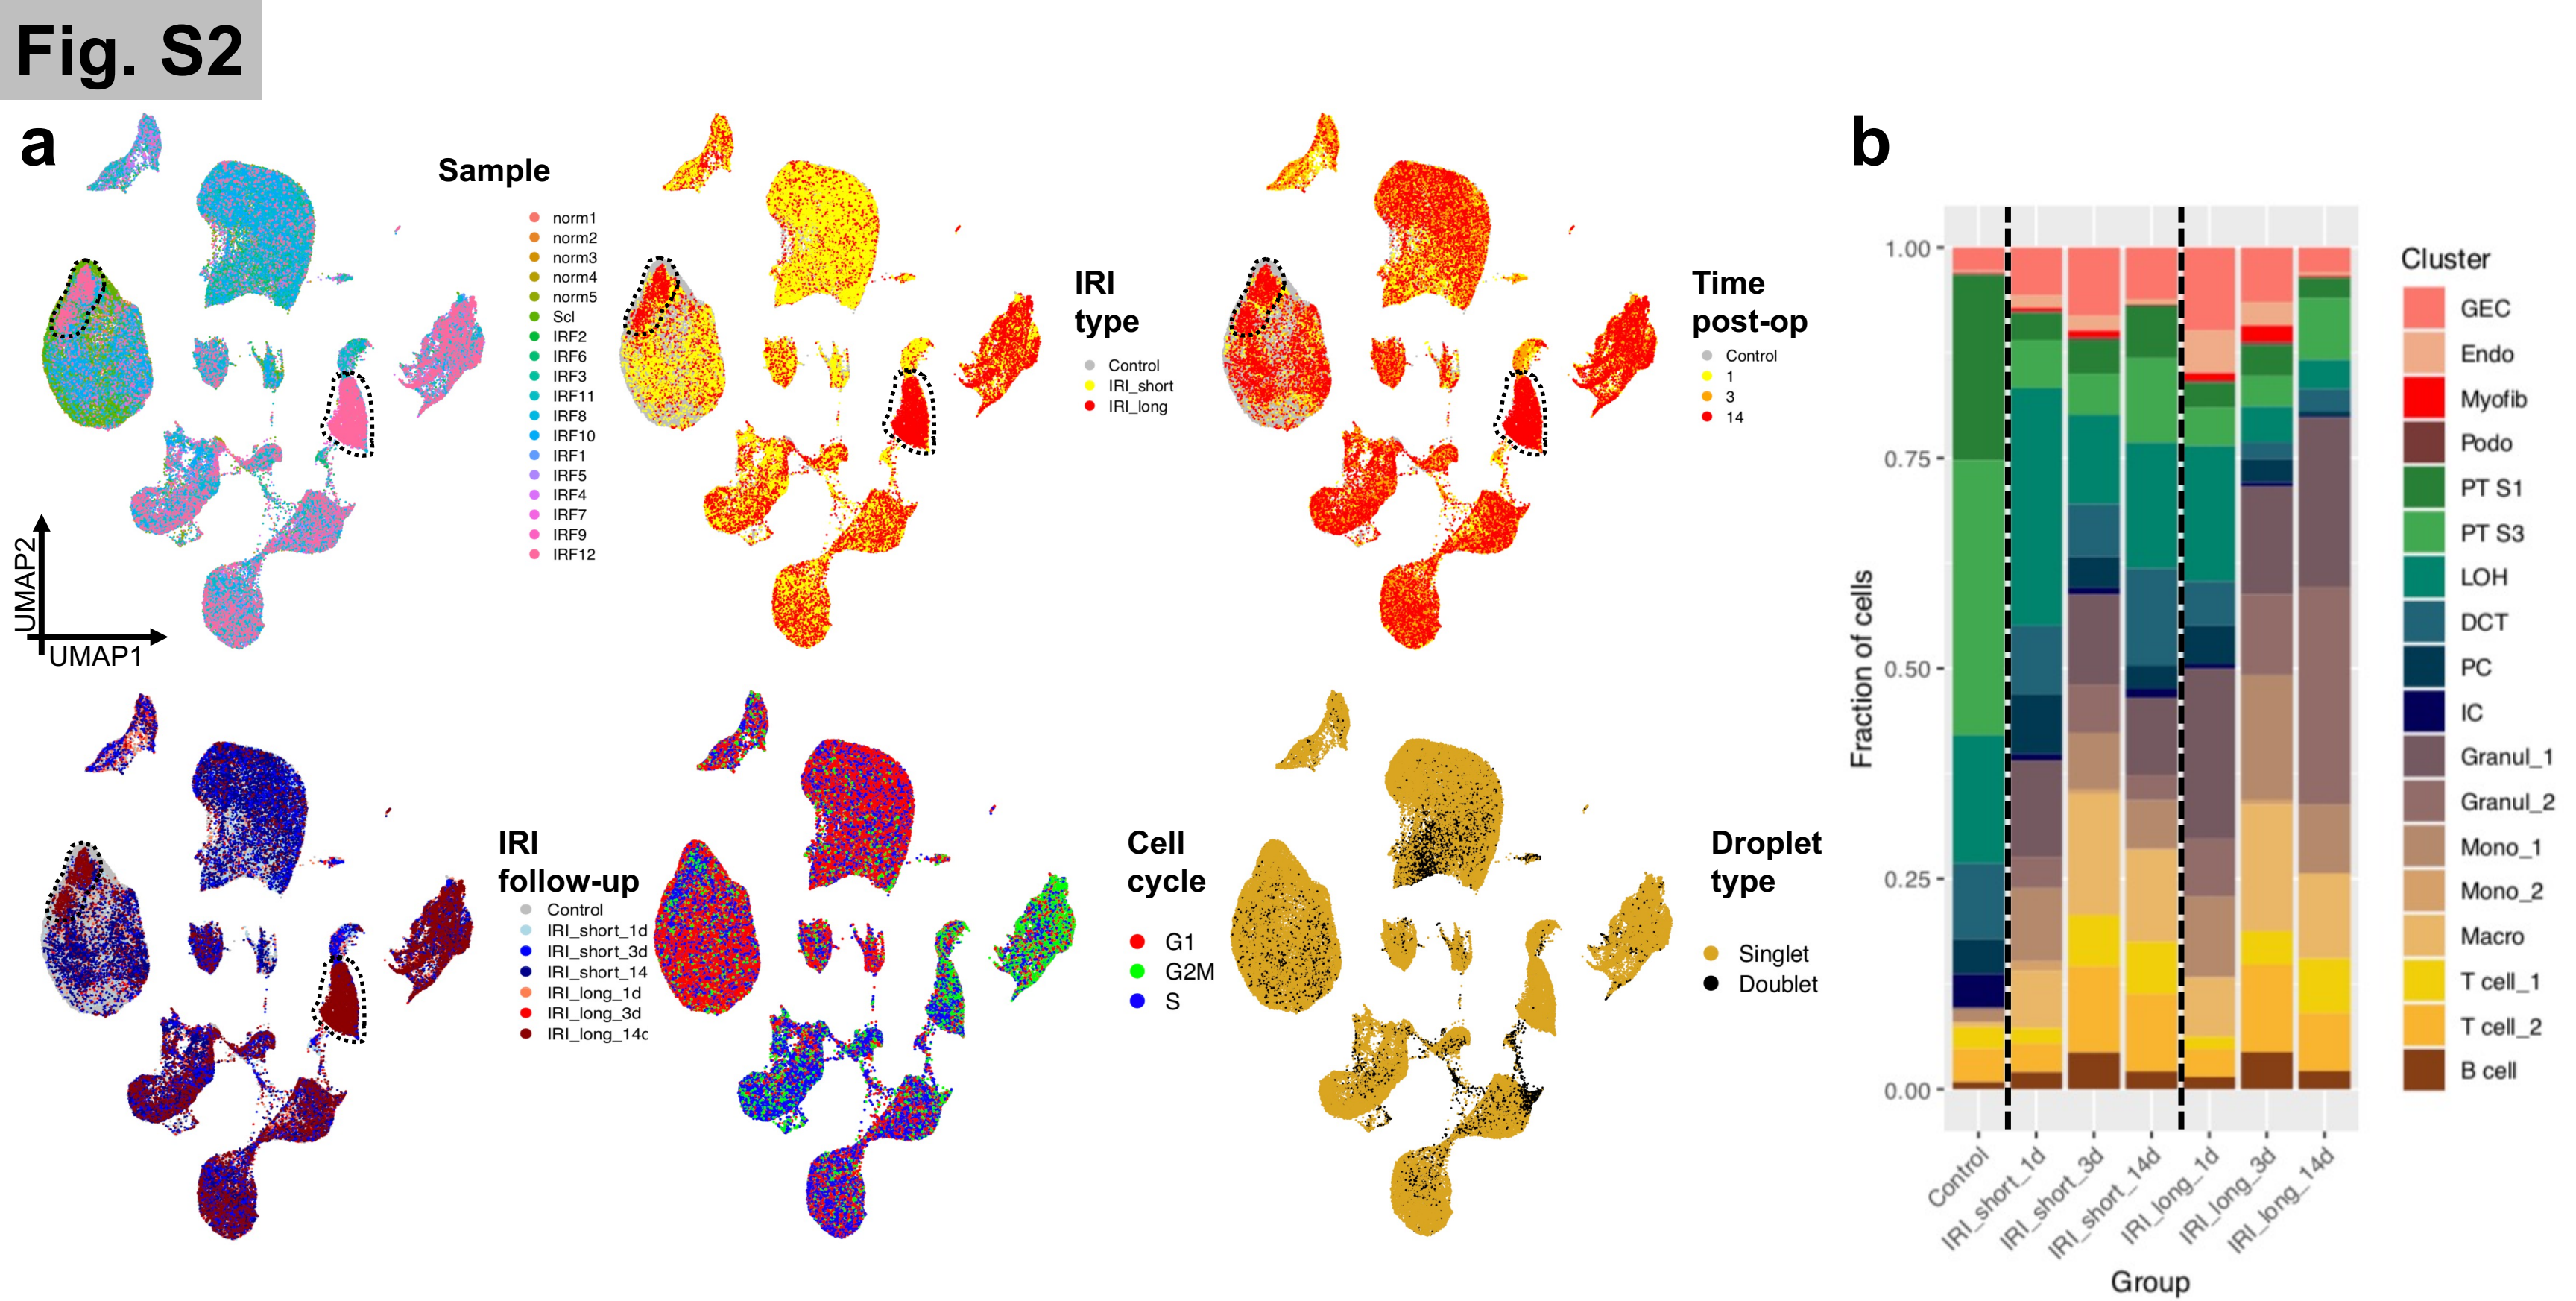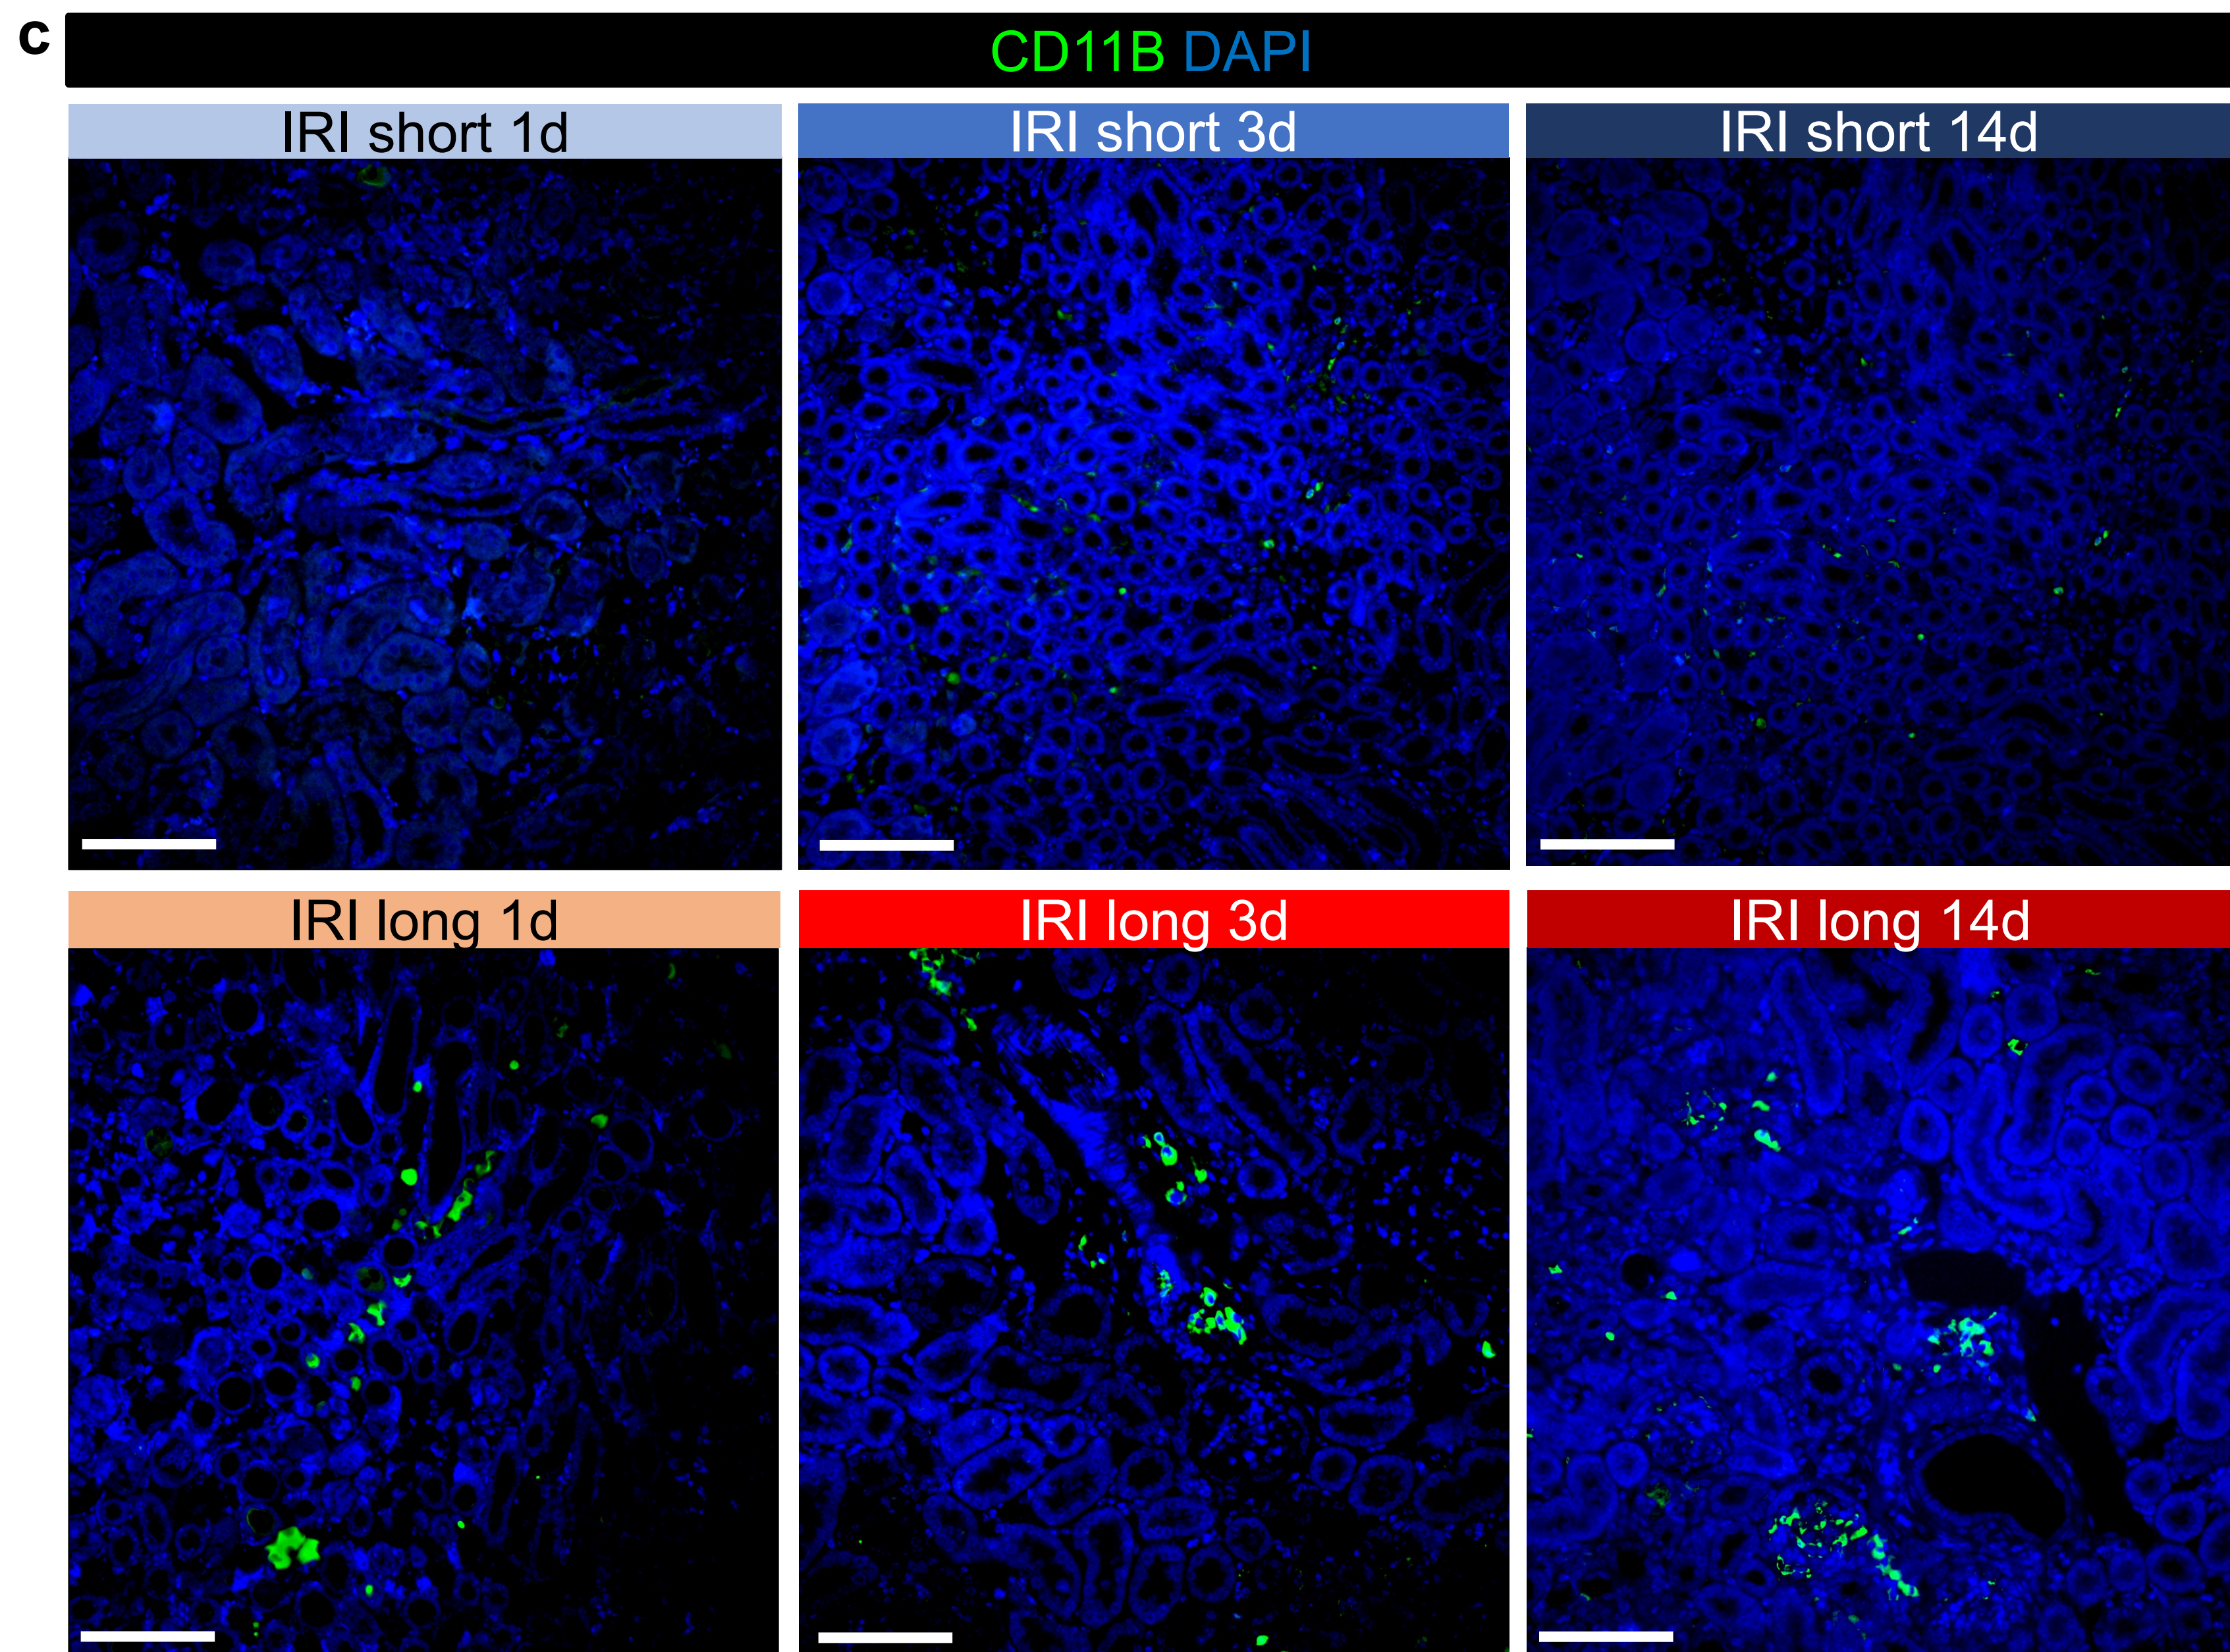

**Figure S2. scRNA-seq cell type distribution, principal component heterogeneity, and myeloid cell infiltration.**

- (a) UMAP projection of 113,579 cells of n=6 controls, n=6 short IRI and n=6 long IRI samples colored by sample, IRI type (Control, short IRI, long IRI), time post-op (Control, 1d, 3d, 14d), IRI follow-up (Control, IRI short 1d, IRI short 3d, IRI short 14d, IRI long 1d, IRI long 3d, IRI long 14d), cell cycle phase (G1, G2M, S) as well as projection of 122,973 cells colored by droplet type (9,394 doublets were excluded in all other plots).
- (b) Stacked bar graph showing the fraction of different cell types across different treatment groups and time points, respectively (Control, IRI short 1d, IRI short 3d, IRI short 14d, IRI long 1d, IRI long 3d, IRI long 14d): GEC, glomerular endothelial cell; Endo, endothelial cell; Myofib, myofibroblast; Podo, podocyte; PT S1, proximal convoluted tubule; PT S3, proximal straight tubule; LOH, loop of Henle; DCT, distal convoluted tubule; PC, principal cell; IC, intercalated cell; Granul, granulocyte; Mono, monocyte; Macro, macrophage; T cell; B cell.
- (c) Immunofluorescence representative of n=3 independent experiments staining for myeloid cell marker CD11B; scale bars=50  $\mu$ m.

**Fig. S3**

**a**

Bulk RNA-seq deconvolution  
by ischemic injury dose

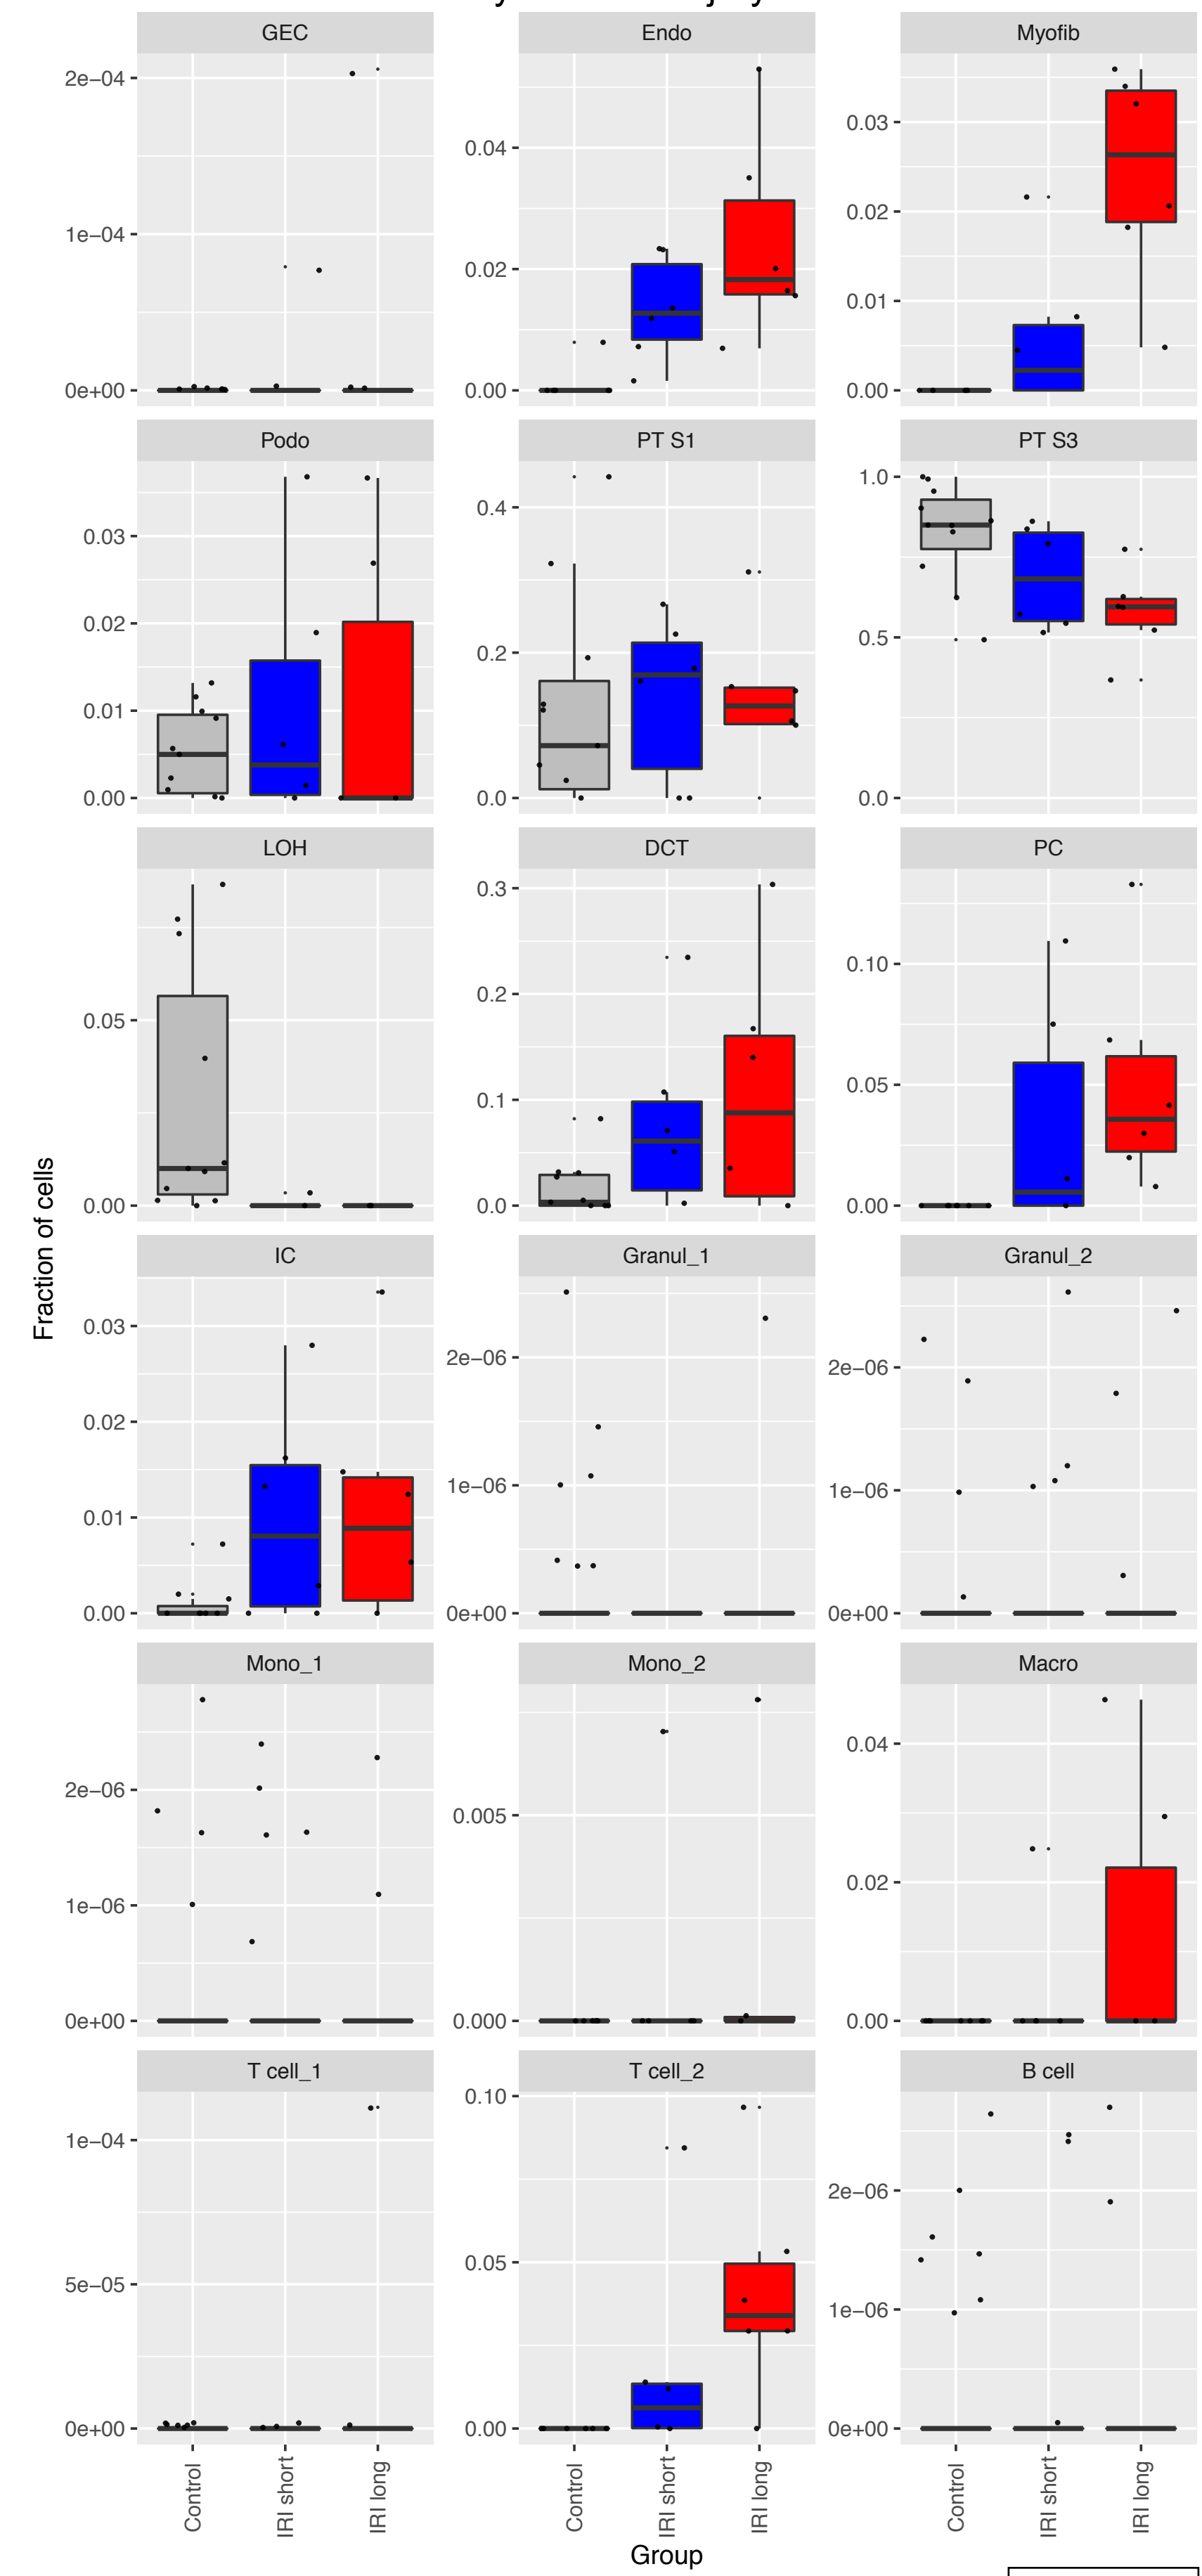

**b**

Bulk RNA-seq deconvolution  
by ischemic injury dose & time post-ischemia

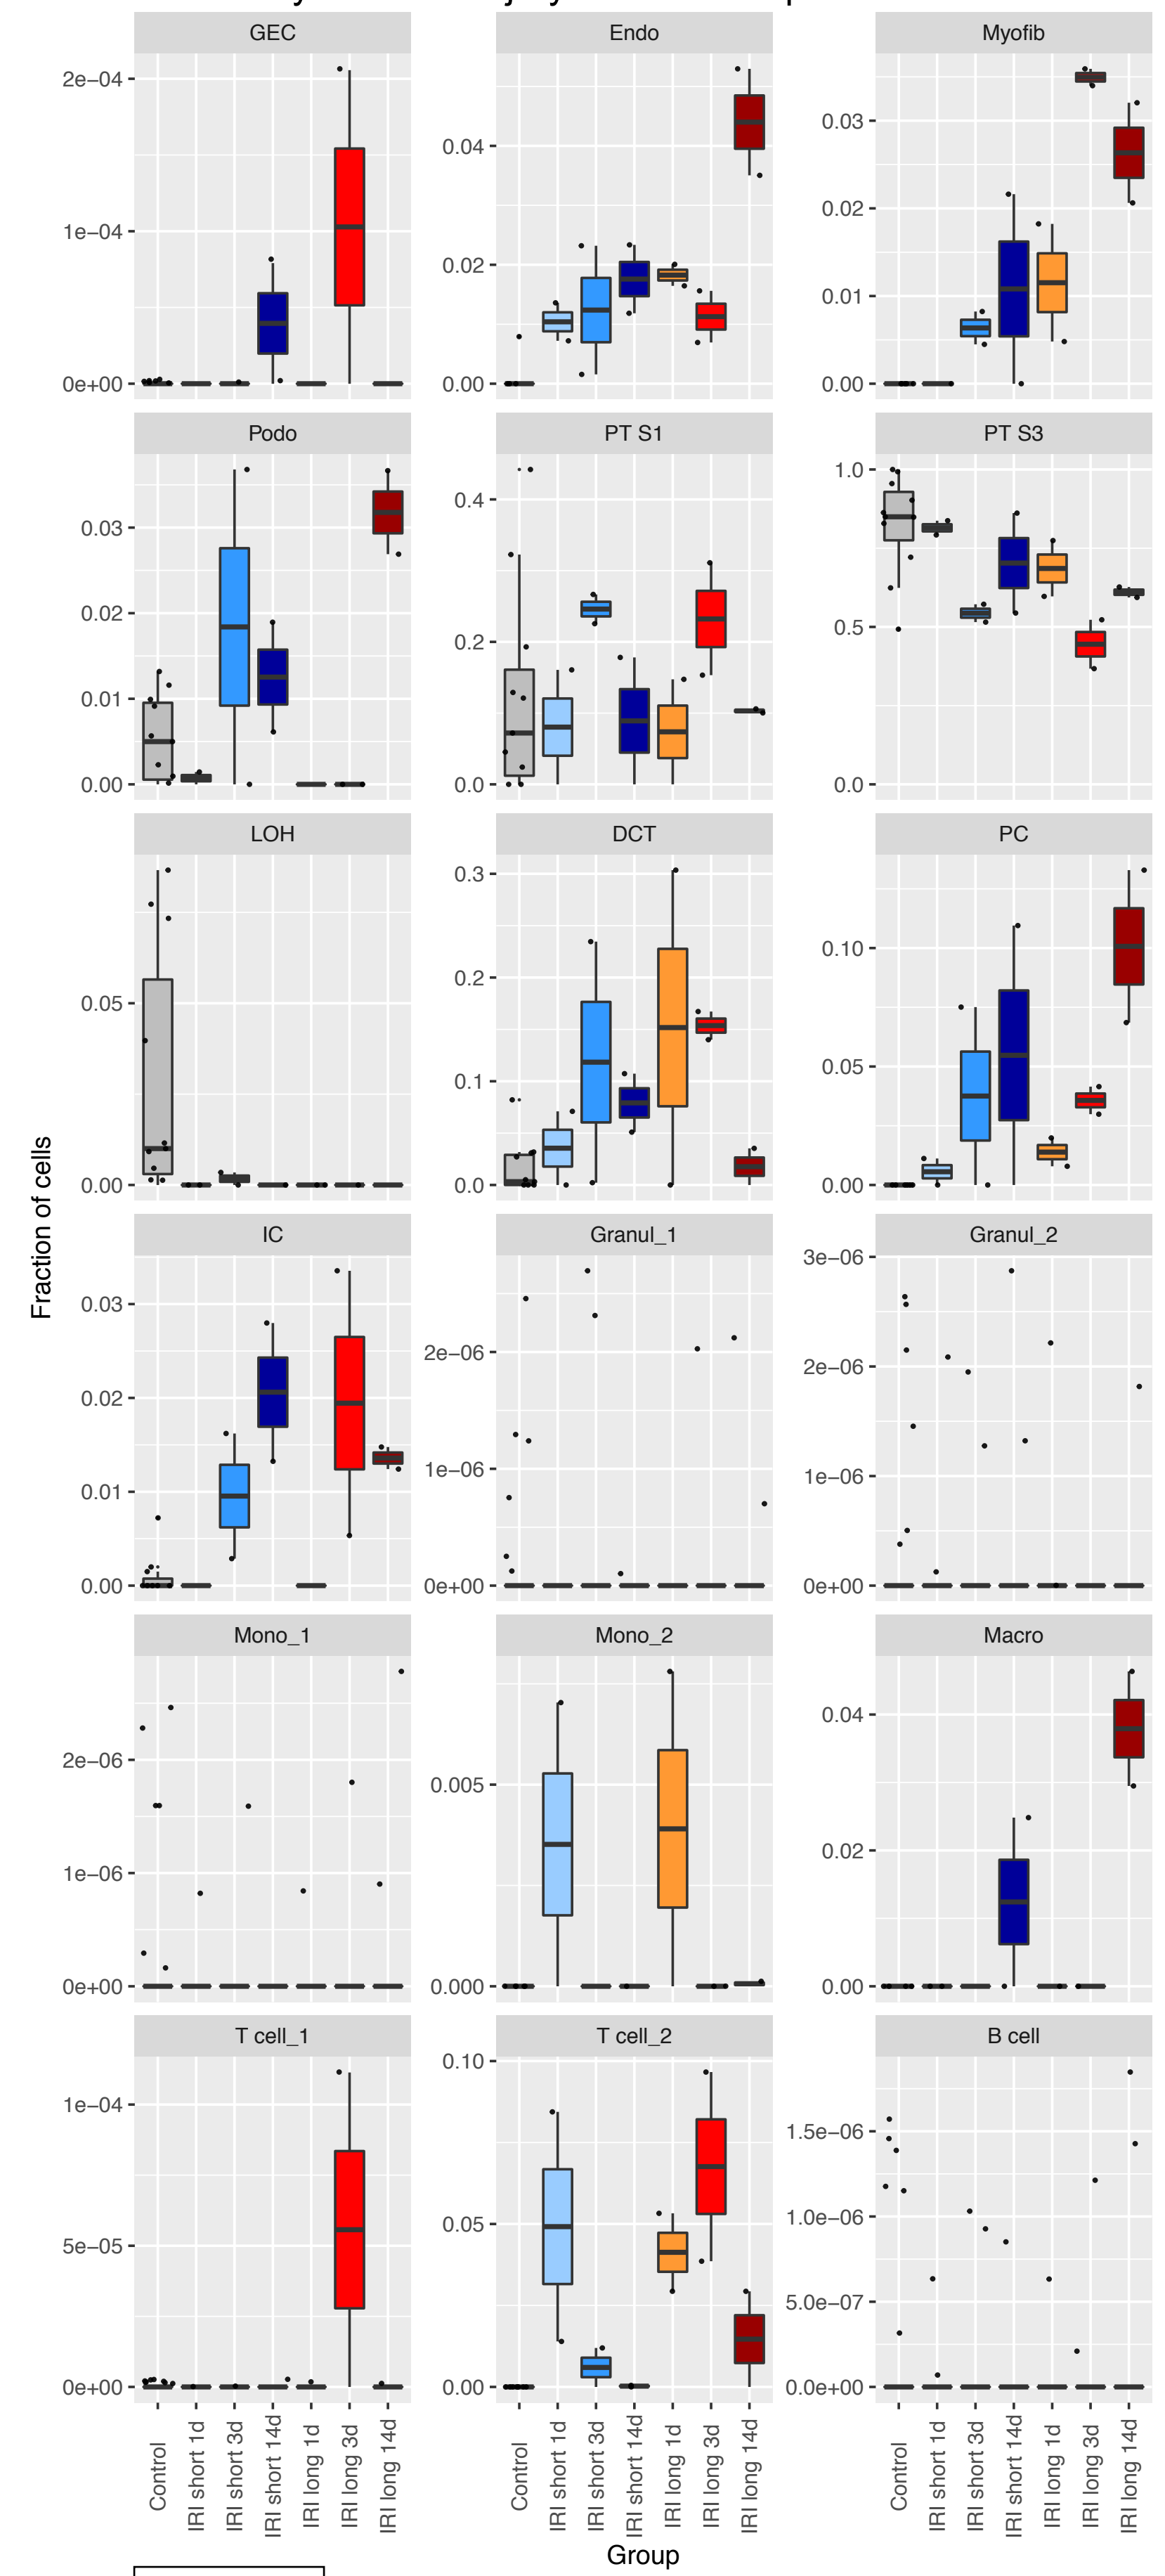

**Figure S3. Bulk kidney RNA-seq deconvolution by IRI dose and time post-IRI.**

(a-b) Cell fractions displayed as Tukey box plots after deconvolution of bulk RNA-seq data, stratified by injury dose only **(a)** and both injury dose and time post-ischemia ischemia **(b)**, respectively.

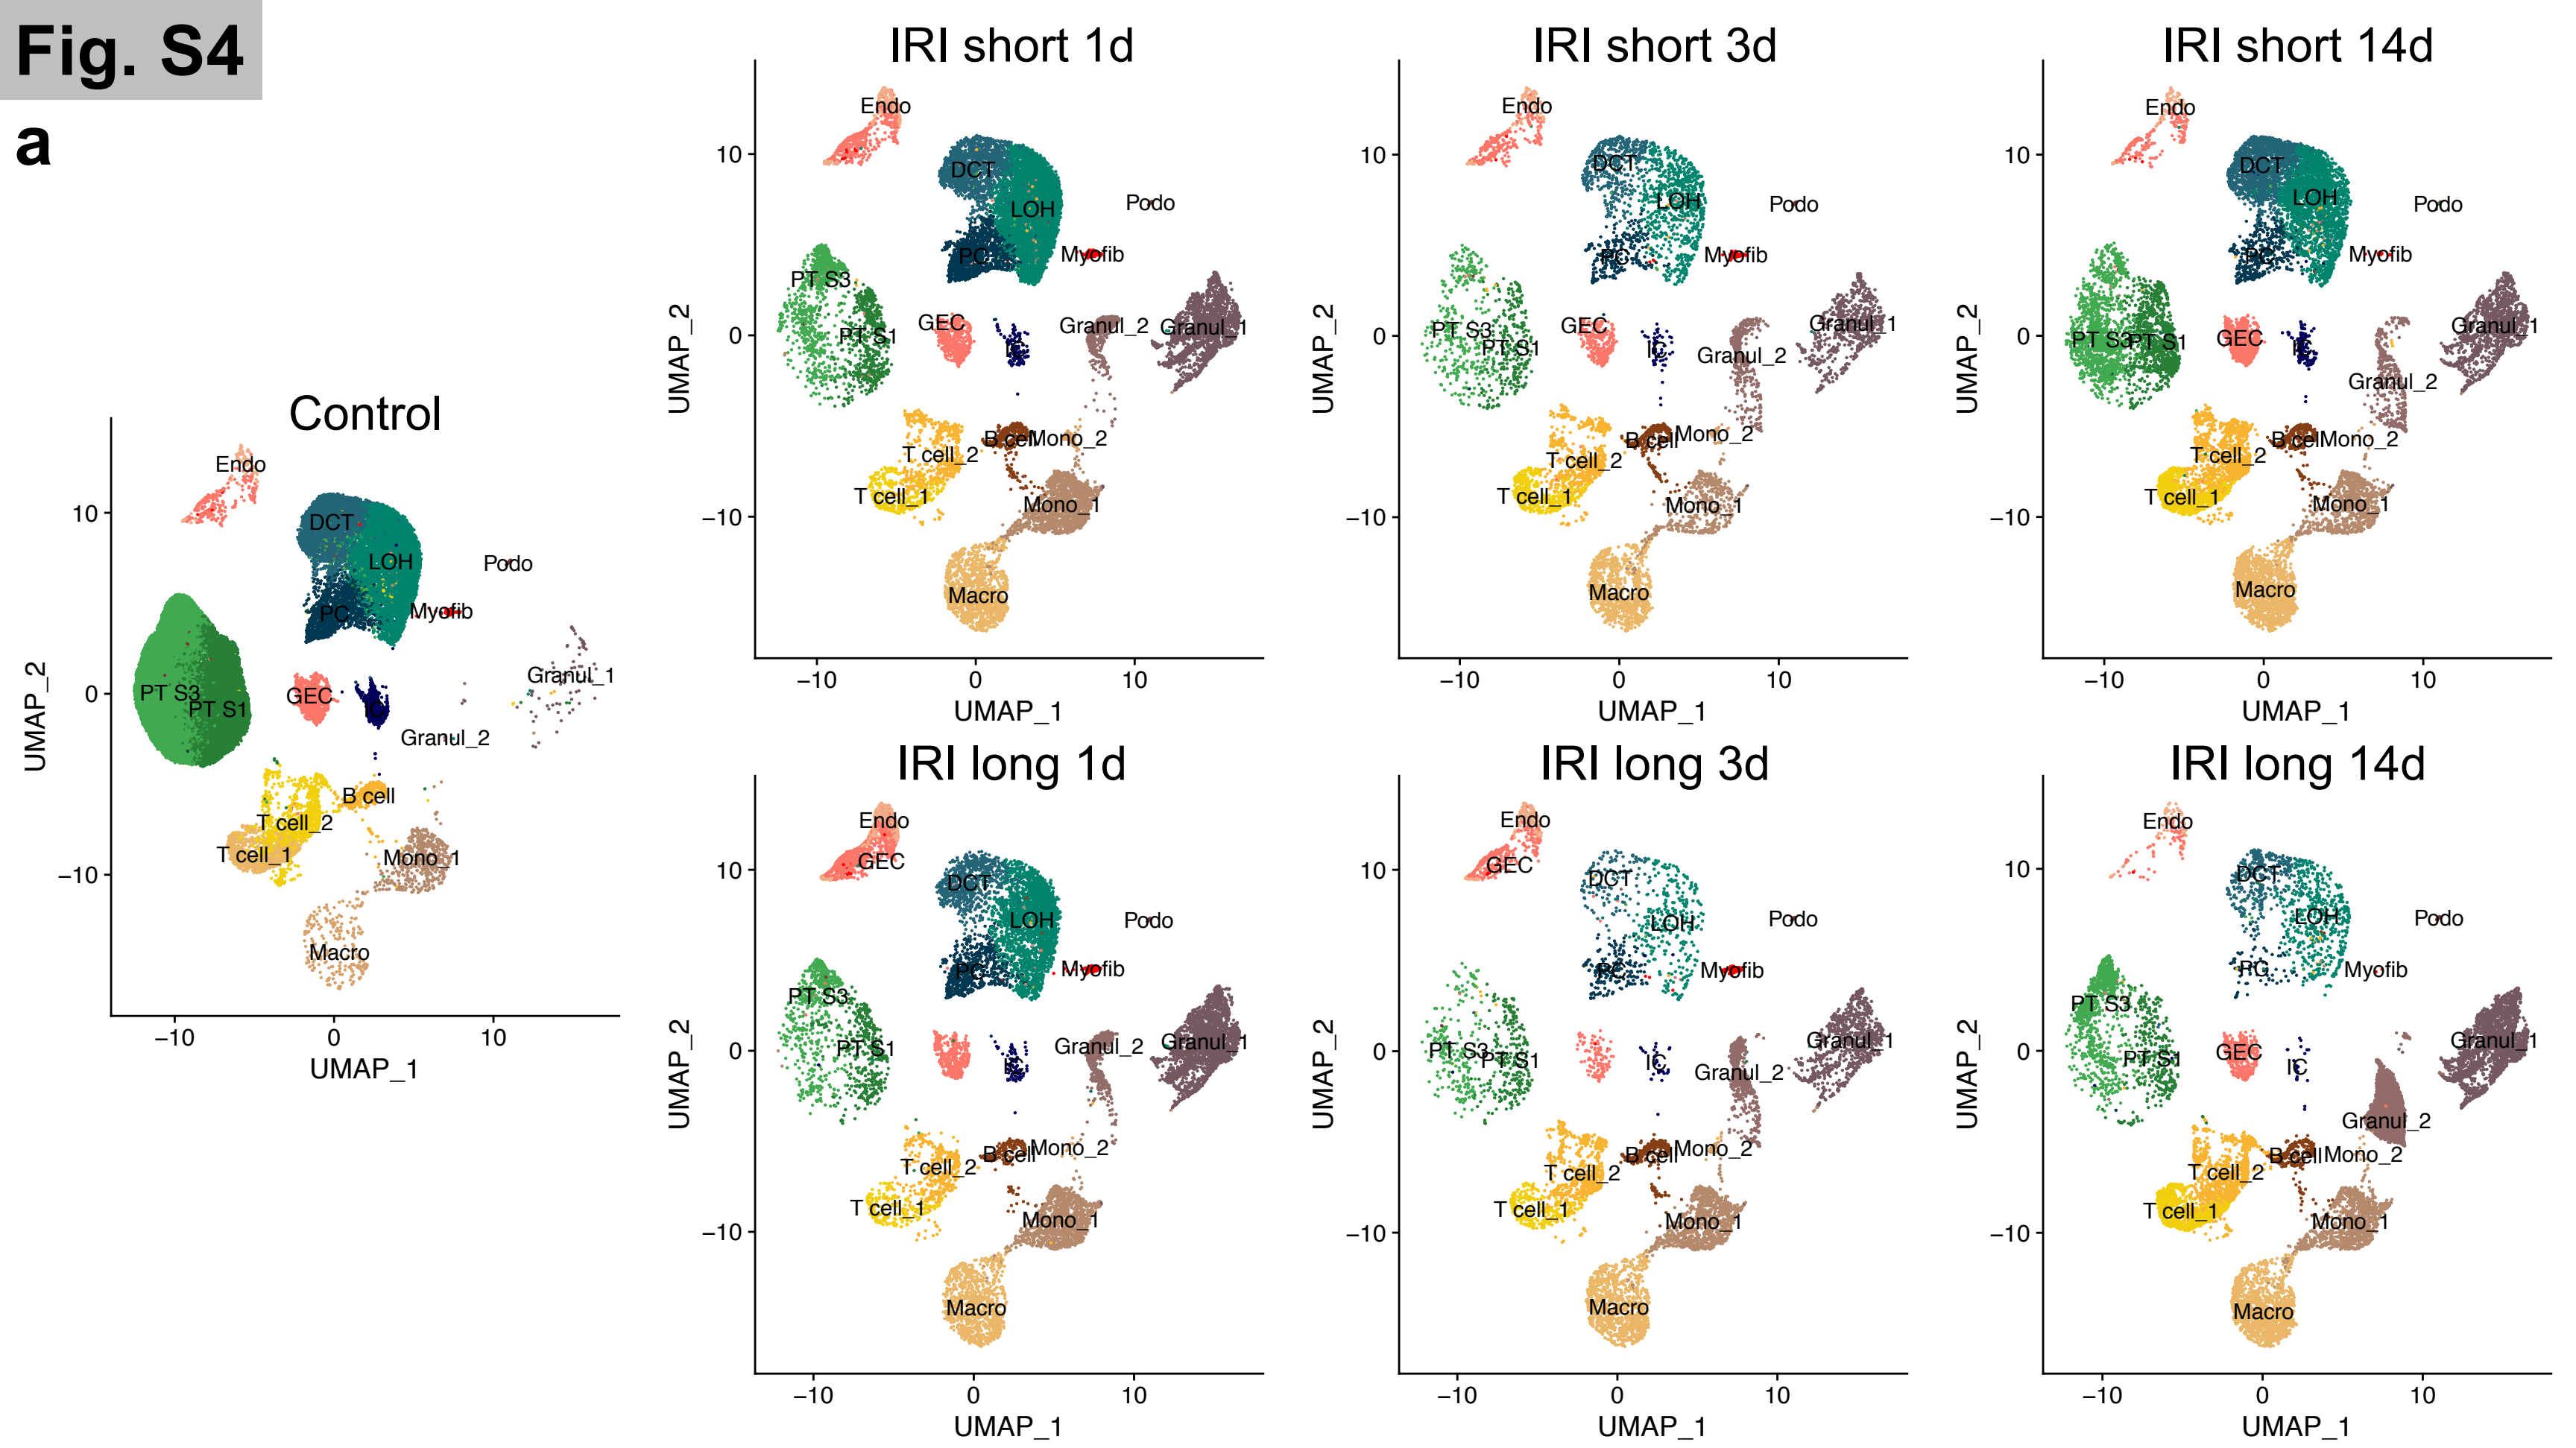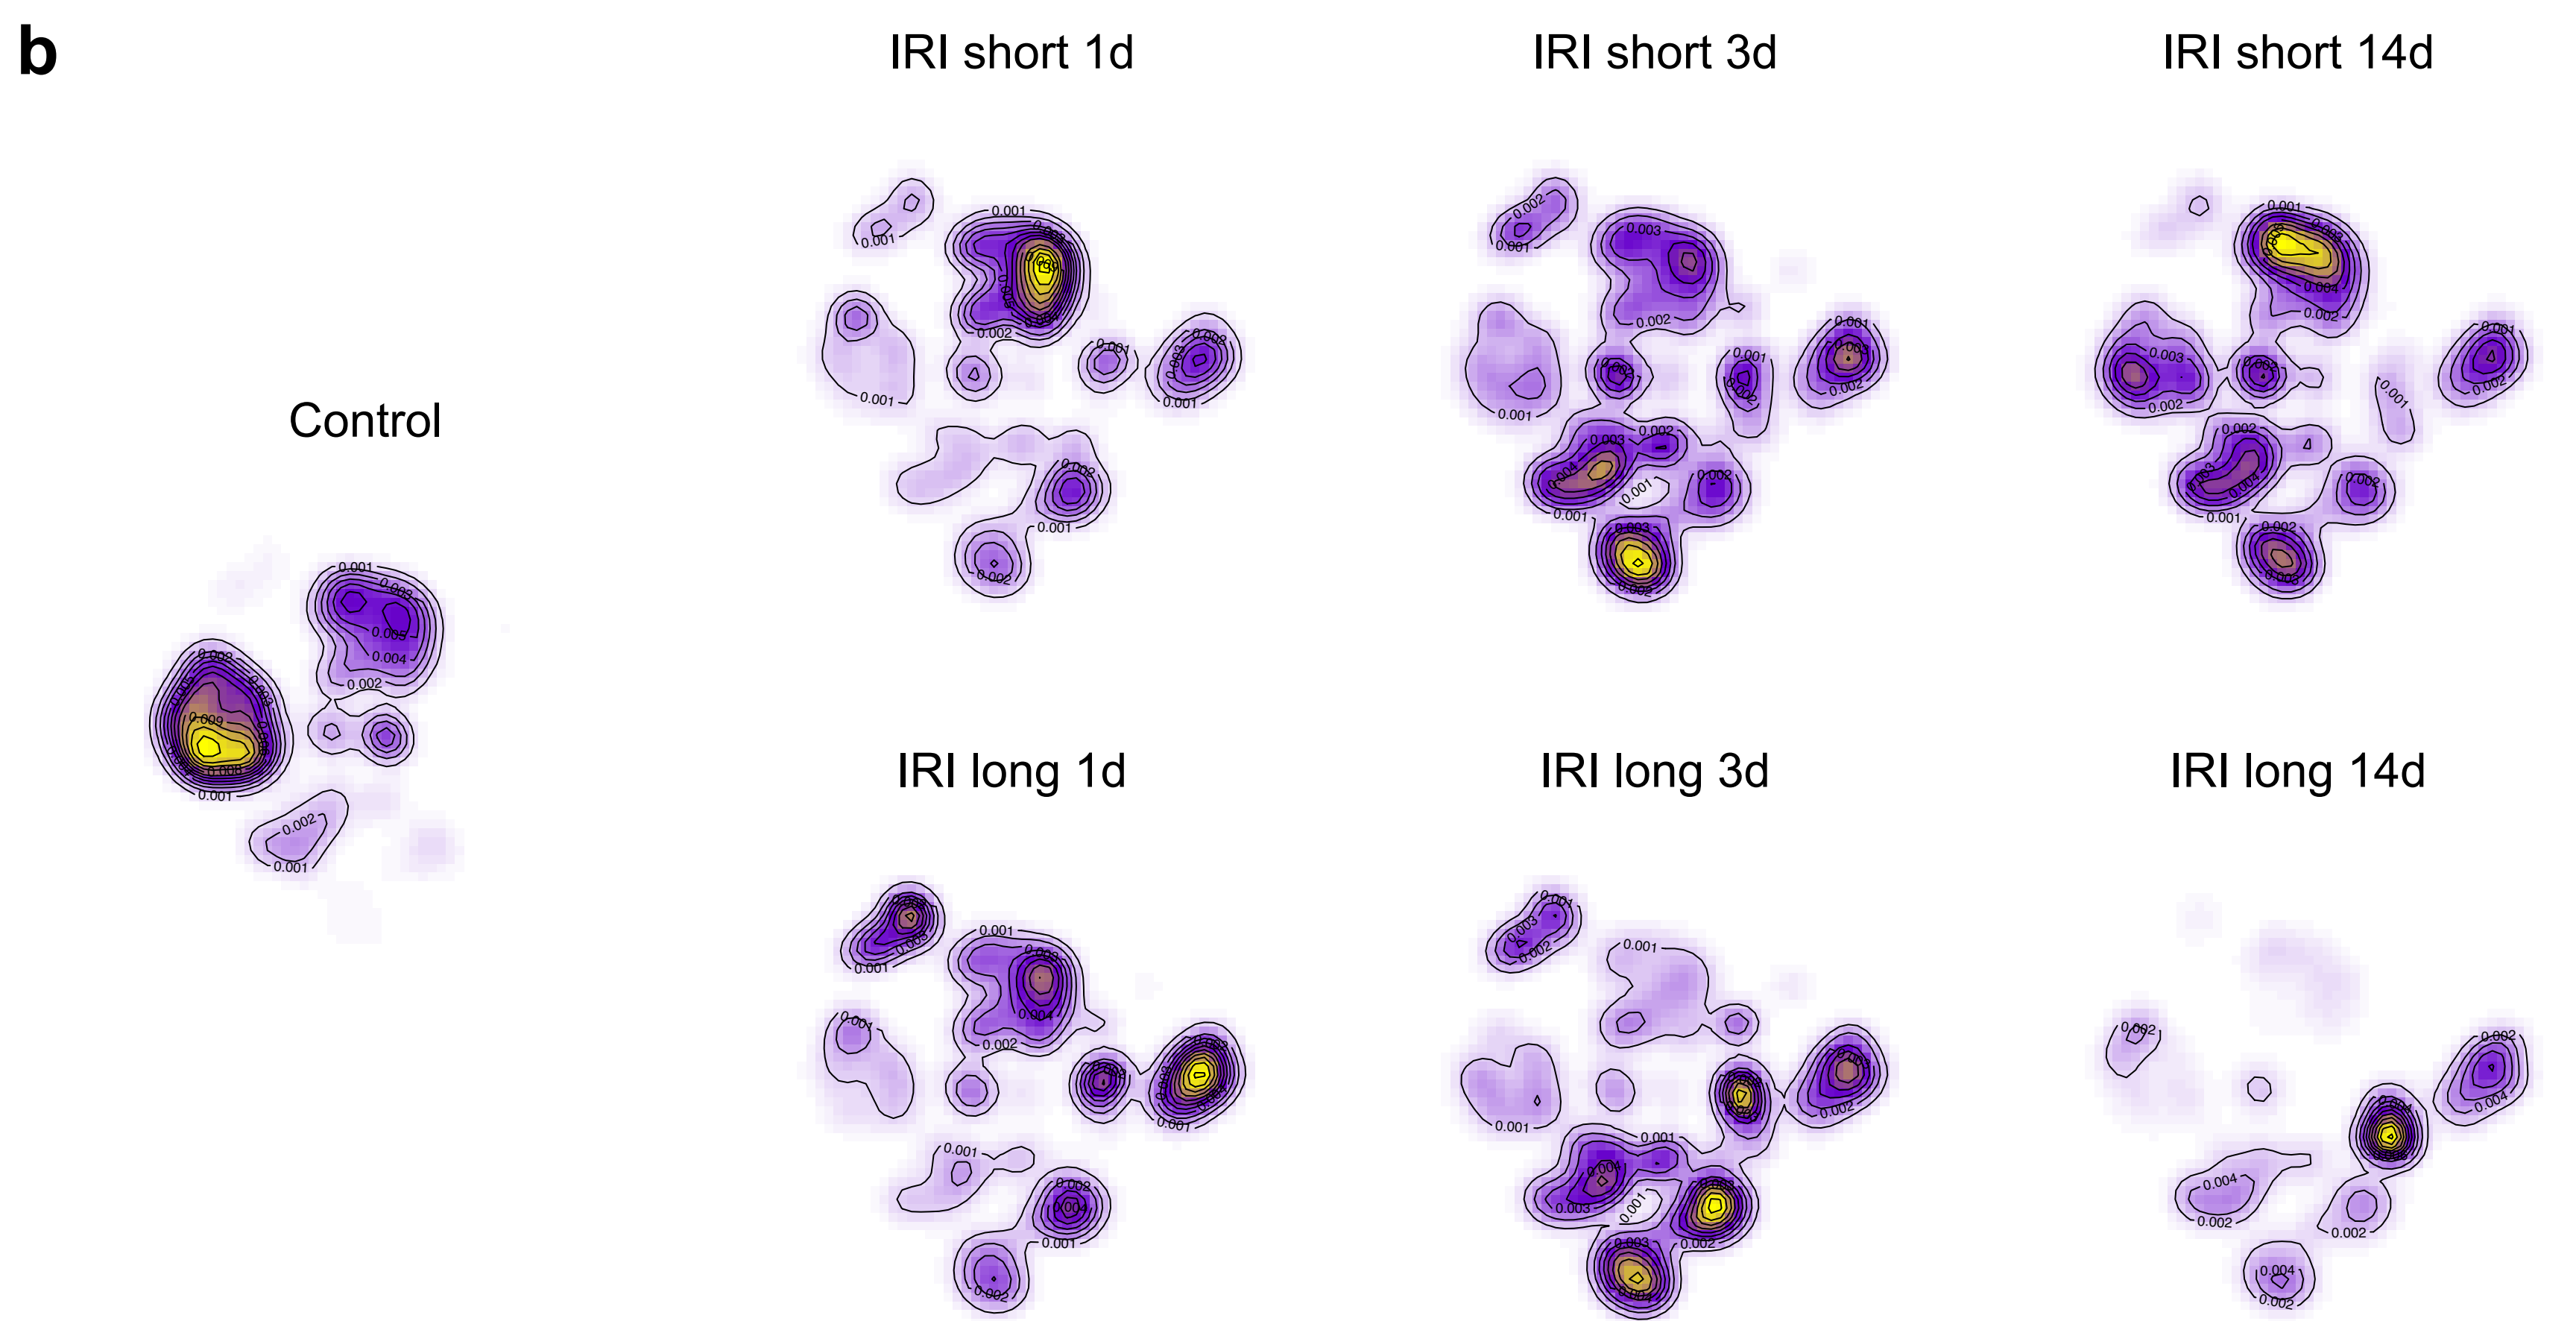

**Figure S4. Cell clusters and cell density stratified by injury dose and time post-ischemia.**

(a-b) UMAP projections **(a)** and density plots **(b)** corresponding to **Figs. 1g** and **1k**, respectively, stratified by injury dose and time post-ischemia.

**Fig. S5**

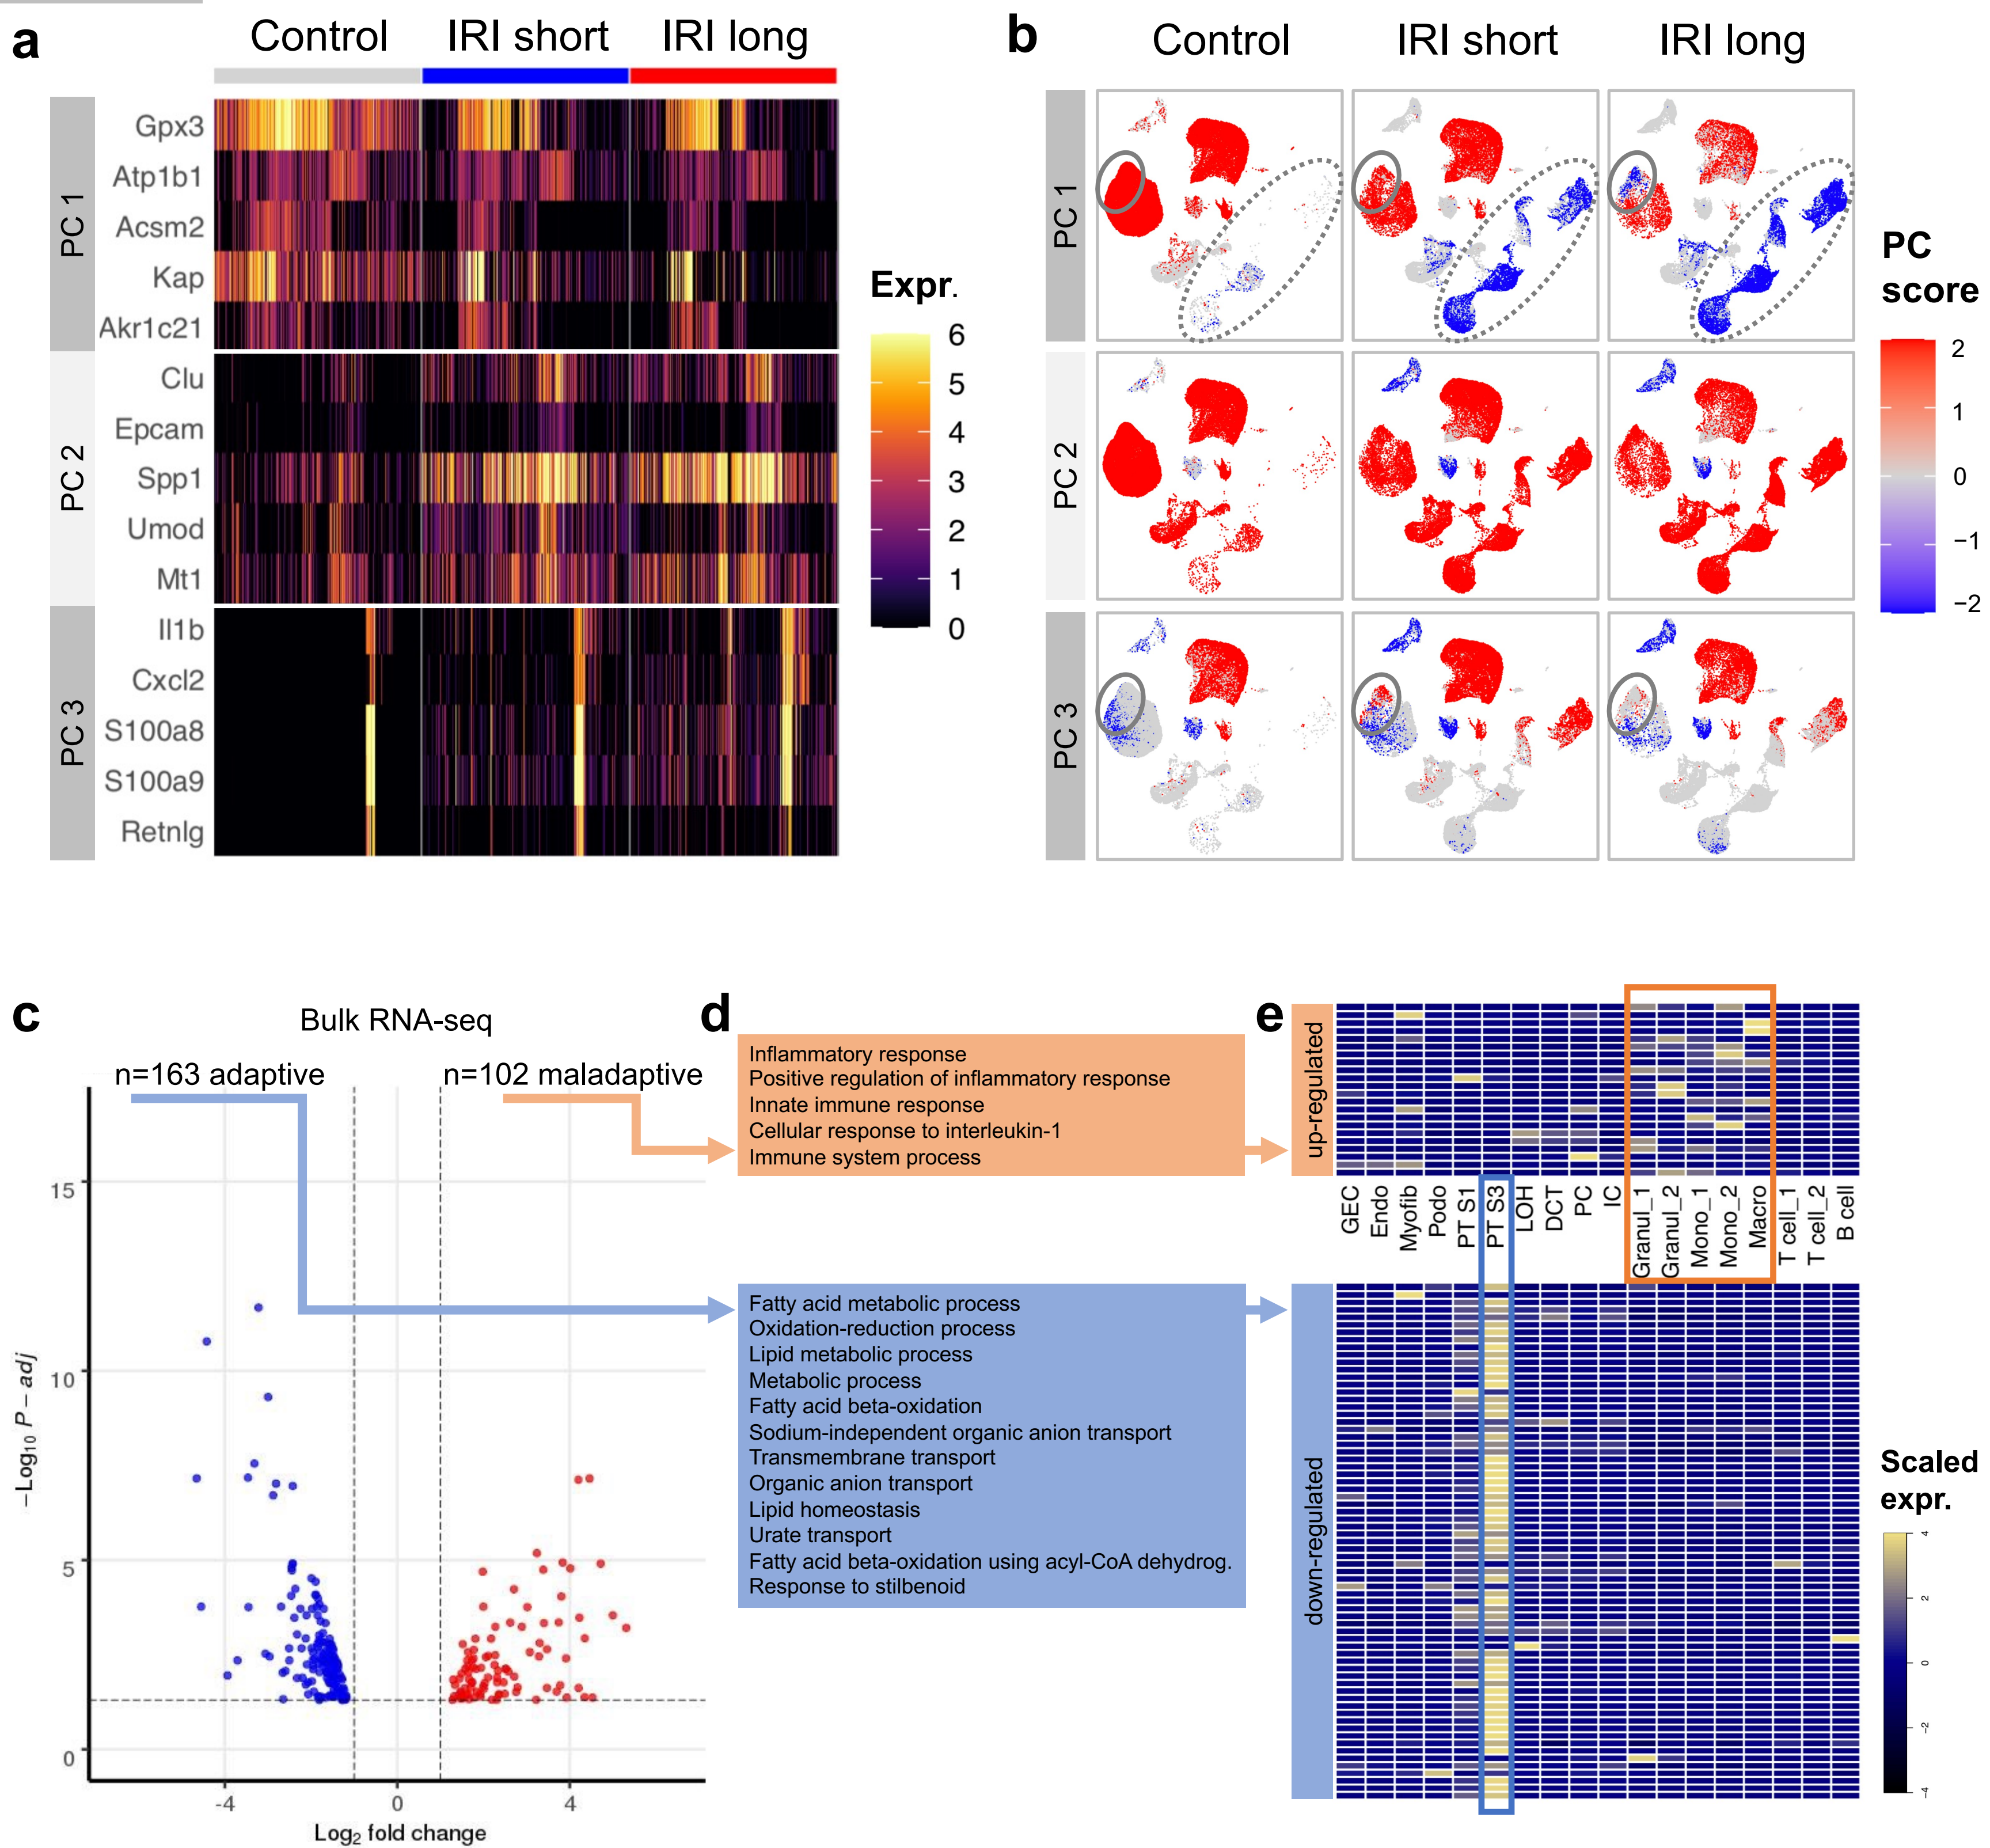

**Figure S5. scRNA-seq principal component heterogeneity, and bulk RNA-seq deconvolution.**

- (a) Heatmap visualizing the expression of top high-loading genes for the first three principal components (PC) based on PC analysis of the integrated dataset, illustrating recurrent aspects of transcriptional heterogeneity between treatment conditions (Control; IRI short; IRI long).
- (b) Corresponding projections of scaled and normalized PC scores across different treatment conditions. The first 3 PCs are visualized. Maladapted PT cells (circle) and myeloid cells (dotted circle) contributed the most to PC heterogeneity.
- (c) Volcano plot of differentially expressed genes (DEGs) comparing bulk RNA-seq data from samples 14d after short and long IRI, respectively. Genes upregulated in maladaptive samples are colored red, those in adaptive samples are colored blue. X axis indicates  $\log_2$ -fold change for two-tailed Wald test and y axis indicates statistical significance-adjusted  $p = -\log_{10}$ .
- (d) Corresponding Gene Ontology (GO) analysis showing statistically significant GO terms corresponding to up- and downregulated DEGs from **(h)**.
- (e) Heatmap showing scaled cell type-specific expression of top DEGs identified in bulk RNA-seq analysis from **(h)** in the scRNA-seq dataset. Mean expression values of the genes were calculated for each cluster.

Fig. S6

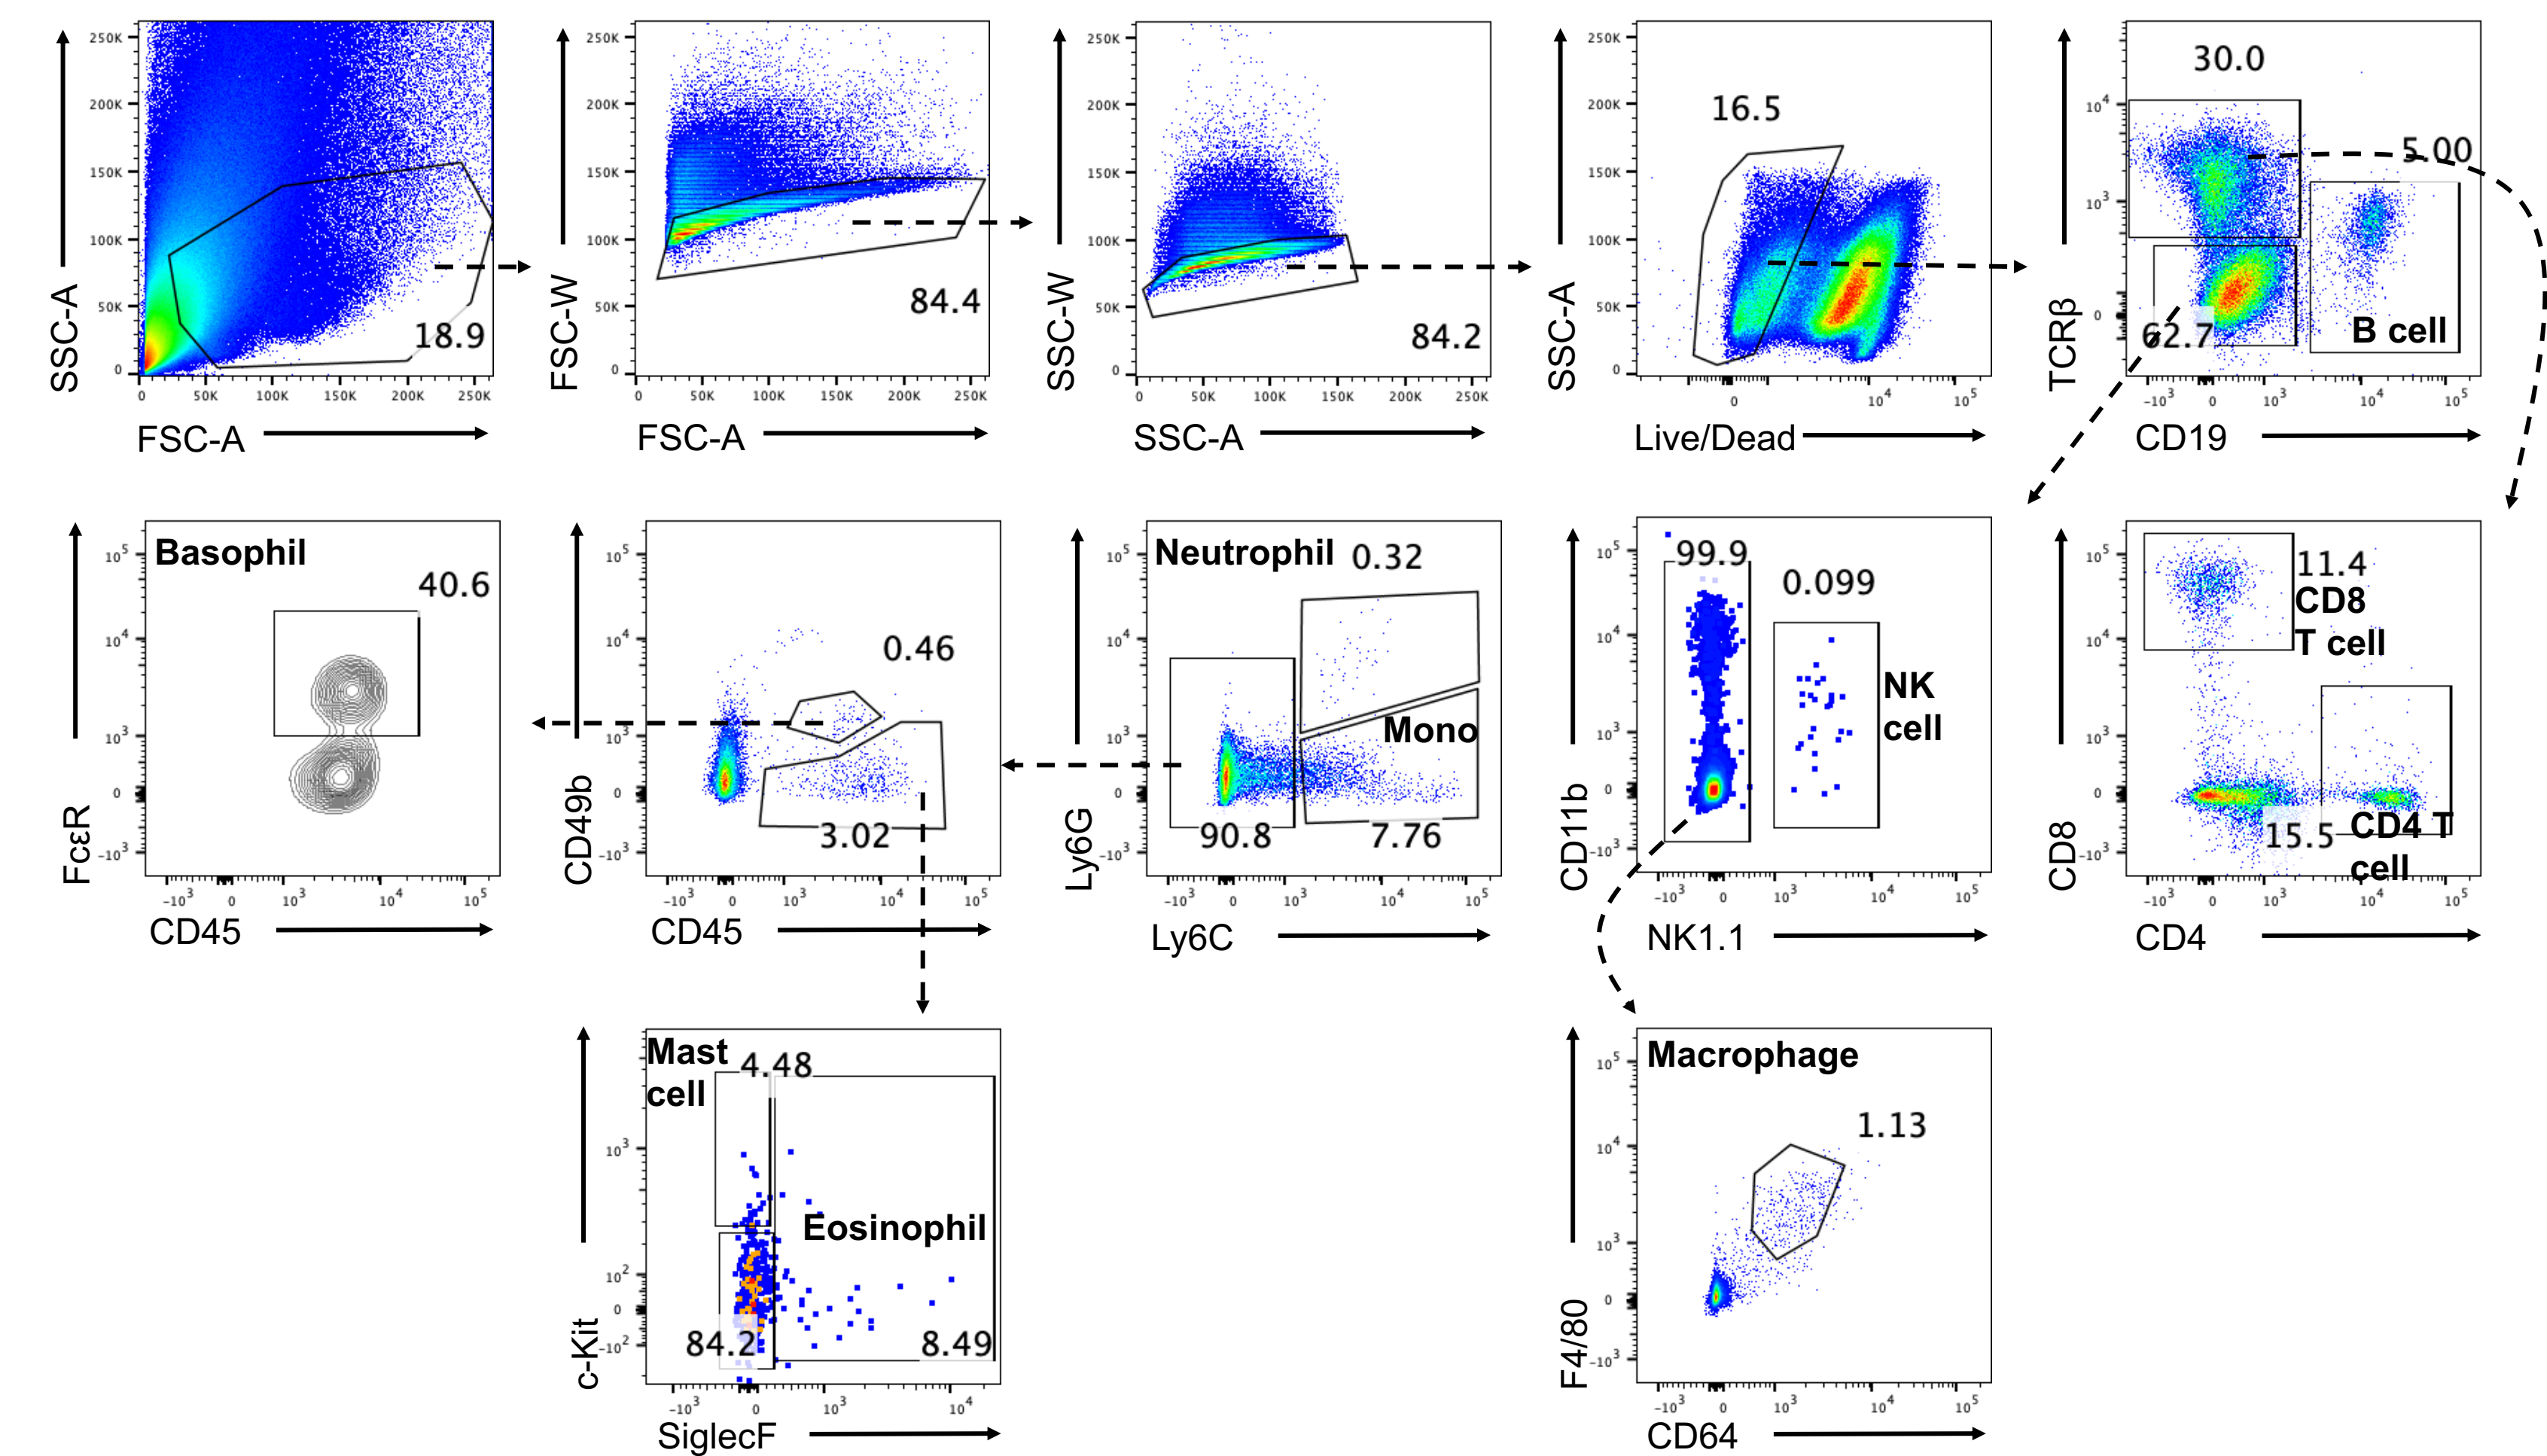

**Figure S6. Gating strategy for flow cytometry.**

Cell (surface) markers used to determine the cell identity of B, CD4 T, CD8 T, natural killer (NK) cells, macrophages, monocytes, neutrophils, basophils, eosinophils, mast cells, and dendritic cells, respectively; SSC, side scatter; FSC, forward scatter.

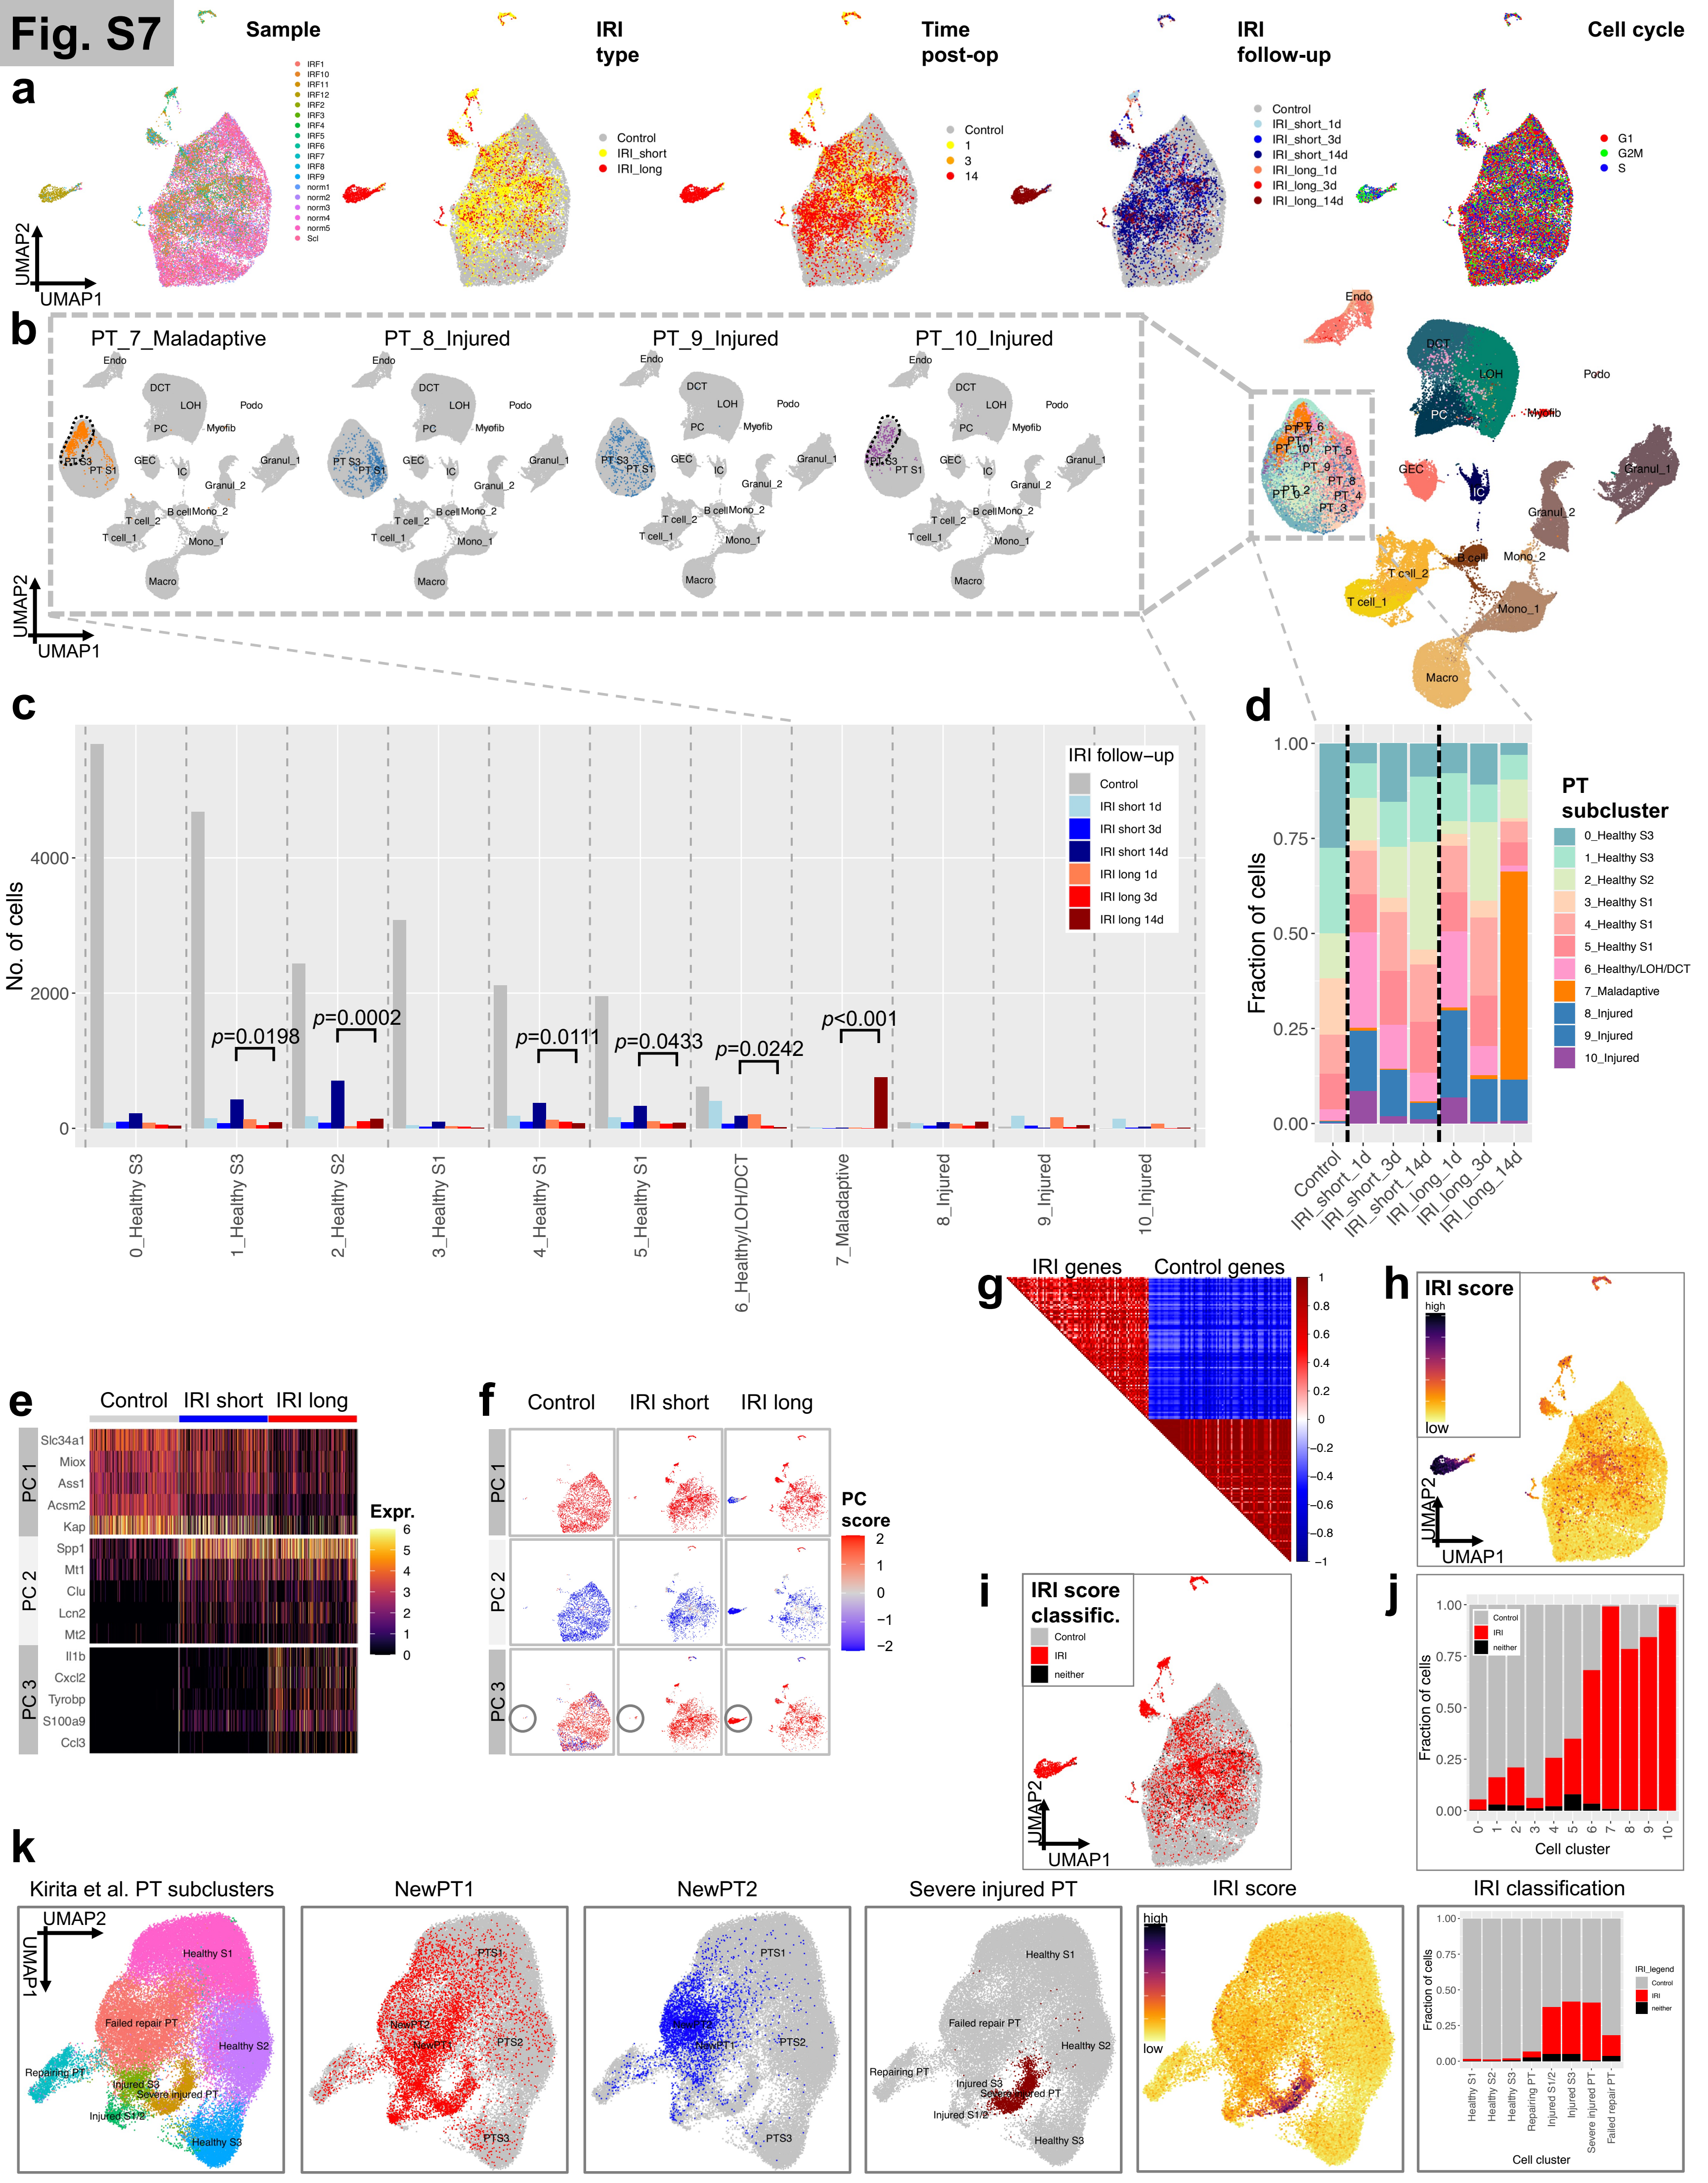

**Figure S7. PT cell quality control, cell fractions, heterogeneity, and IRI score.**

- (a) UMAP projection of 28,385 PT cells of n=6 controls, n=6 short IRI and n=6 long IRI samples colored by sample, IRI type (Control, short IRI, long IRI), time post-op (Control, 1d, 3d, 14d), IRI follow-up (Control, IRI short 1d, IRI short 3d, IRI short 14d, IRI long 1d, IRI long 3d, IRI long 14d), cell cycle phase (G1, G2M, S), and GMM cluster (1-5) as inferred by Slingshot analysis of sub-sampled cells.
- (b) Right panel shows a UMAP projection of the whole dataset with PT cells colored by PT subcluster as in **Fig. 1f**, as inferred by separate subclustering analysis. Left panels show projections of Maladaptive and Injured PT subclusters within the whole dataset.
- (c) Number of PT subcluster cells across ischemia dose and time post-IRI (Control, IRI short 1d, IRI short 3d, IRI short 14d, IRI long 1d, IRI long 3d, IRI long 14d). Statistical significance for comparisons between short and long IRI was derived using differential proportion analysis, with a mean error of 0.1 over 100,000 iterations; p values are given for time point comparisons between IRI short and long.
- (d) Stacked bar graph showing the fraction of PT subclusters across ischemia dose and time post-IRI (Control, IRI short 1d, IRI short 3d, IRI short 14d, IRI long 1d, IRI long 3d, IRI long 14d).
- (e) Heatmap visualizing the expression of top high-loading genes for the first three principal components (PC) based on PC analysis of all PT cells, illustrating recurrent aspects of transcriptional heterogeneity between treatment conditions (Control; IRI short; IRI long).
- (f) Corresponding projections of scaled and normalized PC scores across different treatment conditions. The first 3 PCs are visualized. Maladapted PT cells (circled) contributed the most to PC heterogeneity.
- (g) Top 100 IRI genes and 100 Control genes used to create an IRI score show very high intra-group correlation and inter-group anticorrelation; scale represents Pearson correlation coefficients.
- (h) Calculated IRI scores projected on every single PT cell in UMAP embedded space highlights stark phenotype differences between Healthy and Maladaptive PT subclusters.
- (i) IRI score-derived corresponding cell classification into either Control, IRI or neither of the two.
- (j) Fraction of cells classified as in (i), stratified by PT subcluster.
- (k) Validation of IRI scoring method in PT cells from an external renal IRI dataset (Kirita et al.). Original PT cluster annotations from the external dataset, NewPT1, NewPT2, and Severe injured PT cells are visualized in UMAP space. Note that PT cells with the highest IRI score are located in cluster “Severe injured PT”. Right subpanel shows cell classification according to IRI score into either Control, IRI or neither of the two and confirms the presence of IRI-classified cells exclusively in non-healthy cell clusters.

**Fig. S8****PT subclusters 0-10 deconvolution**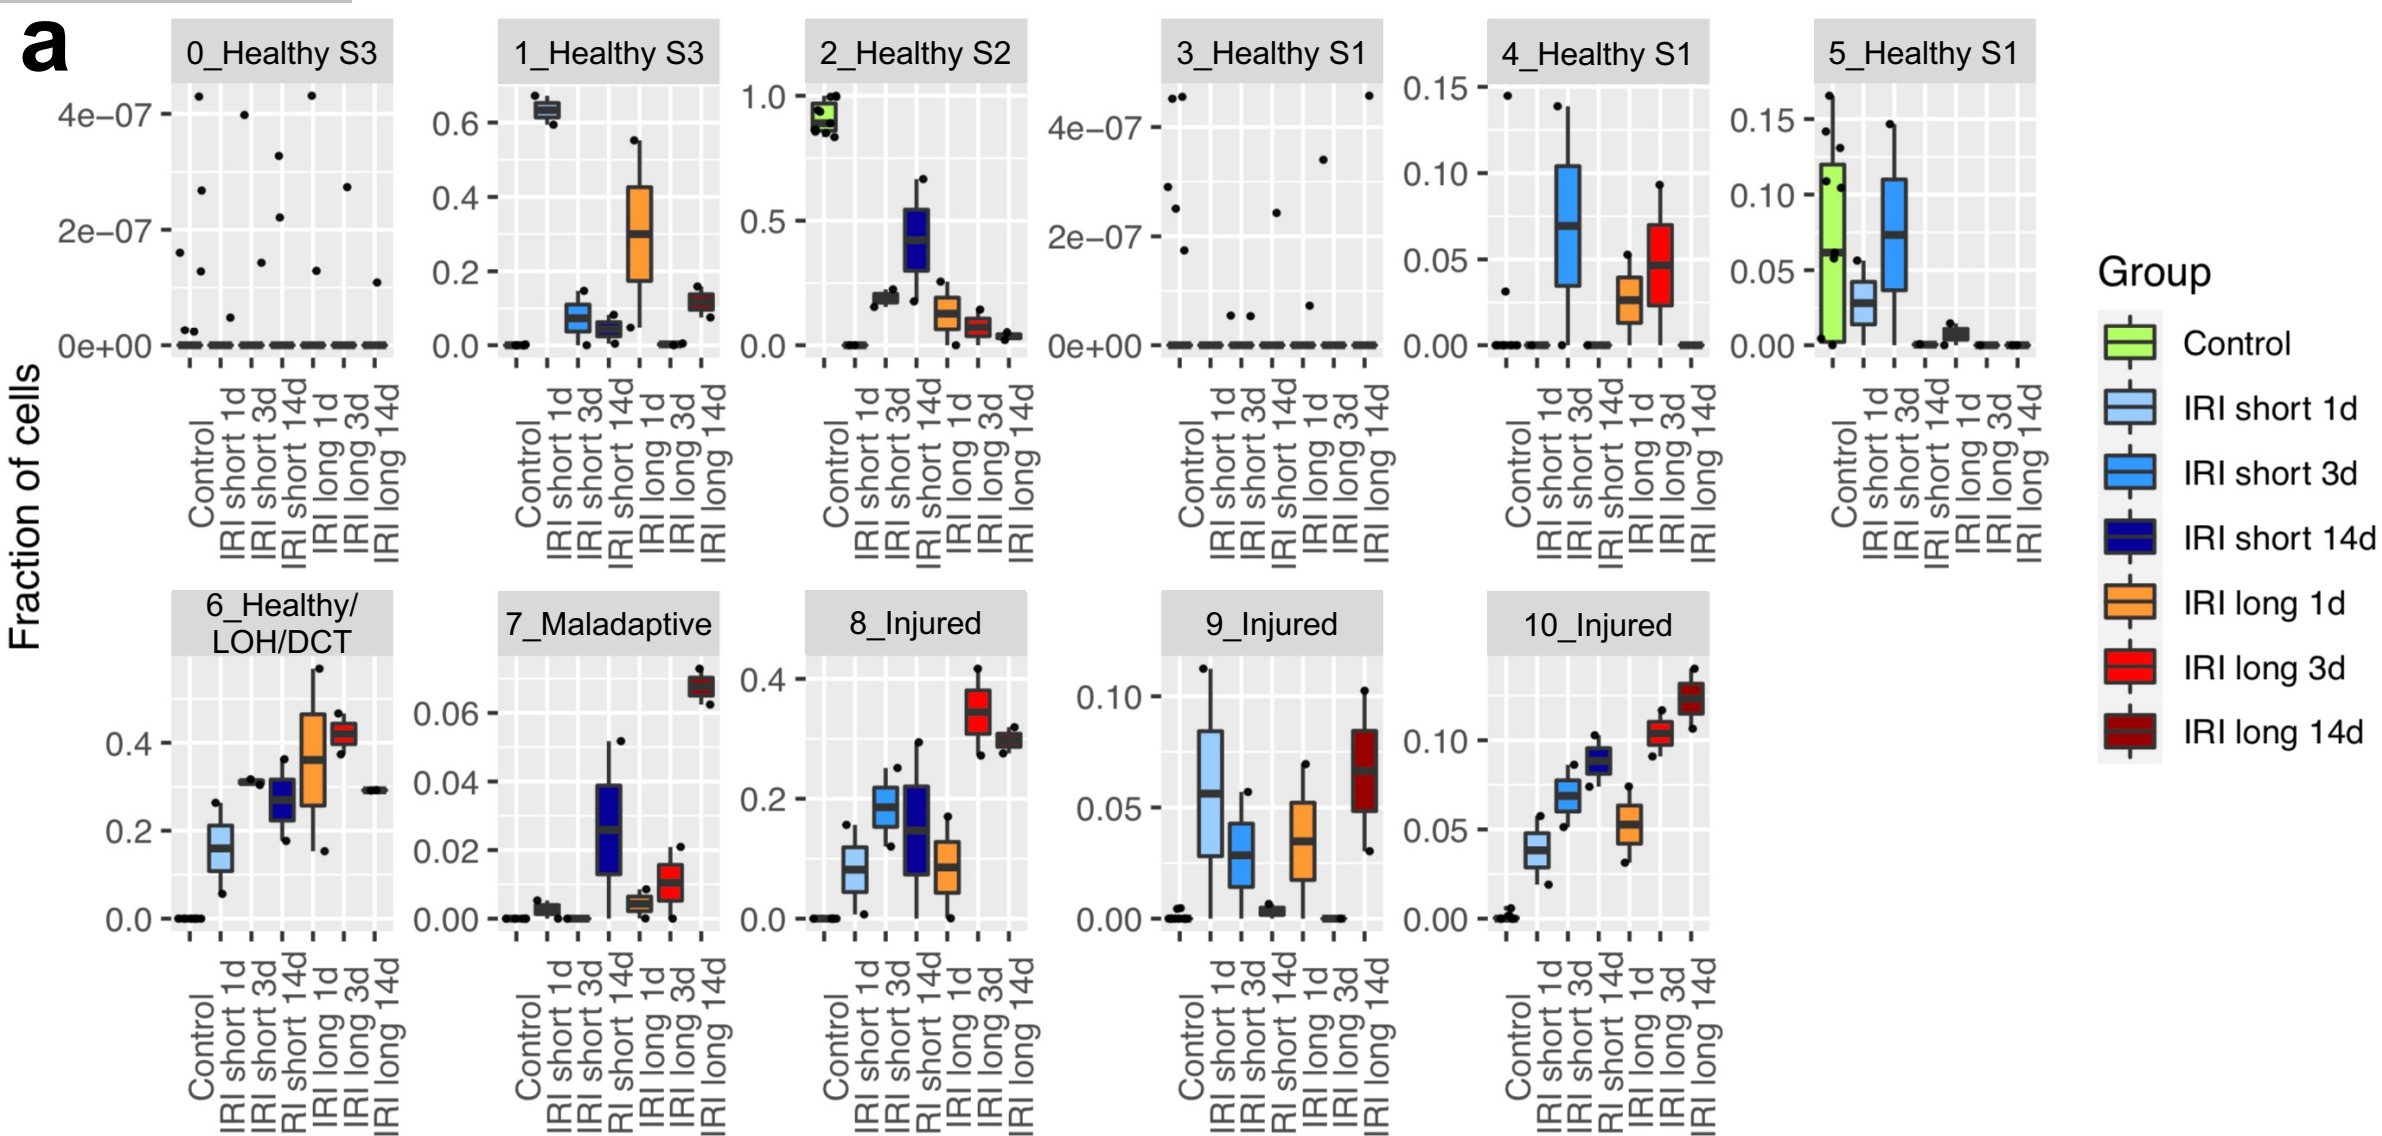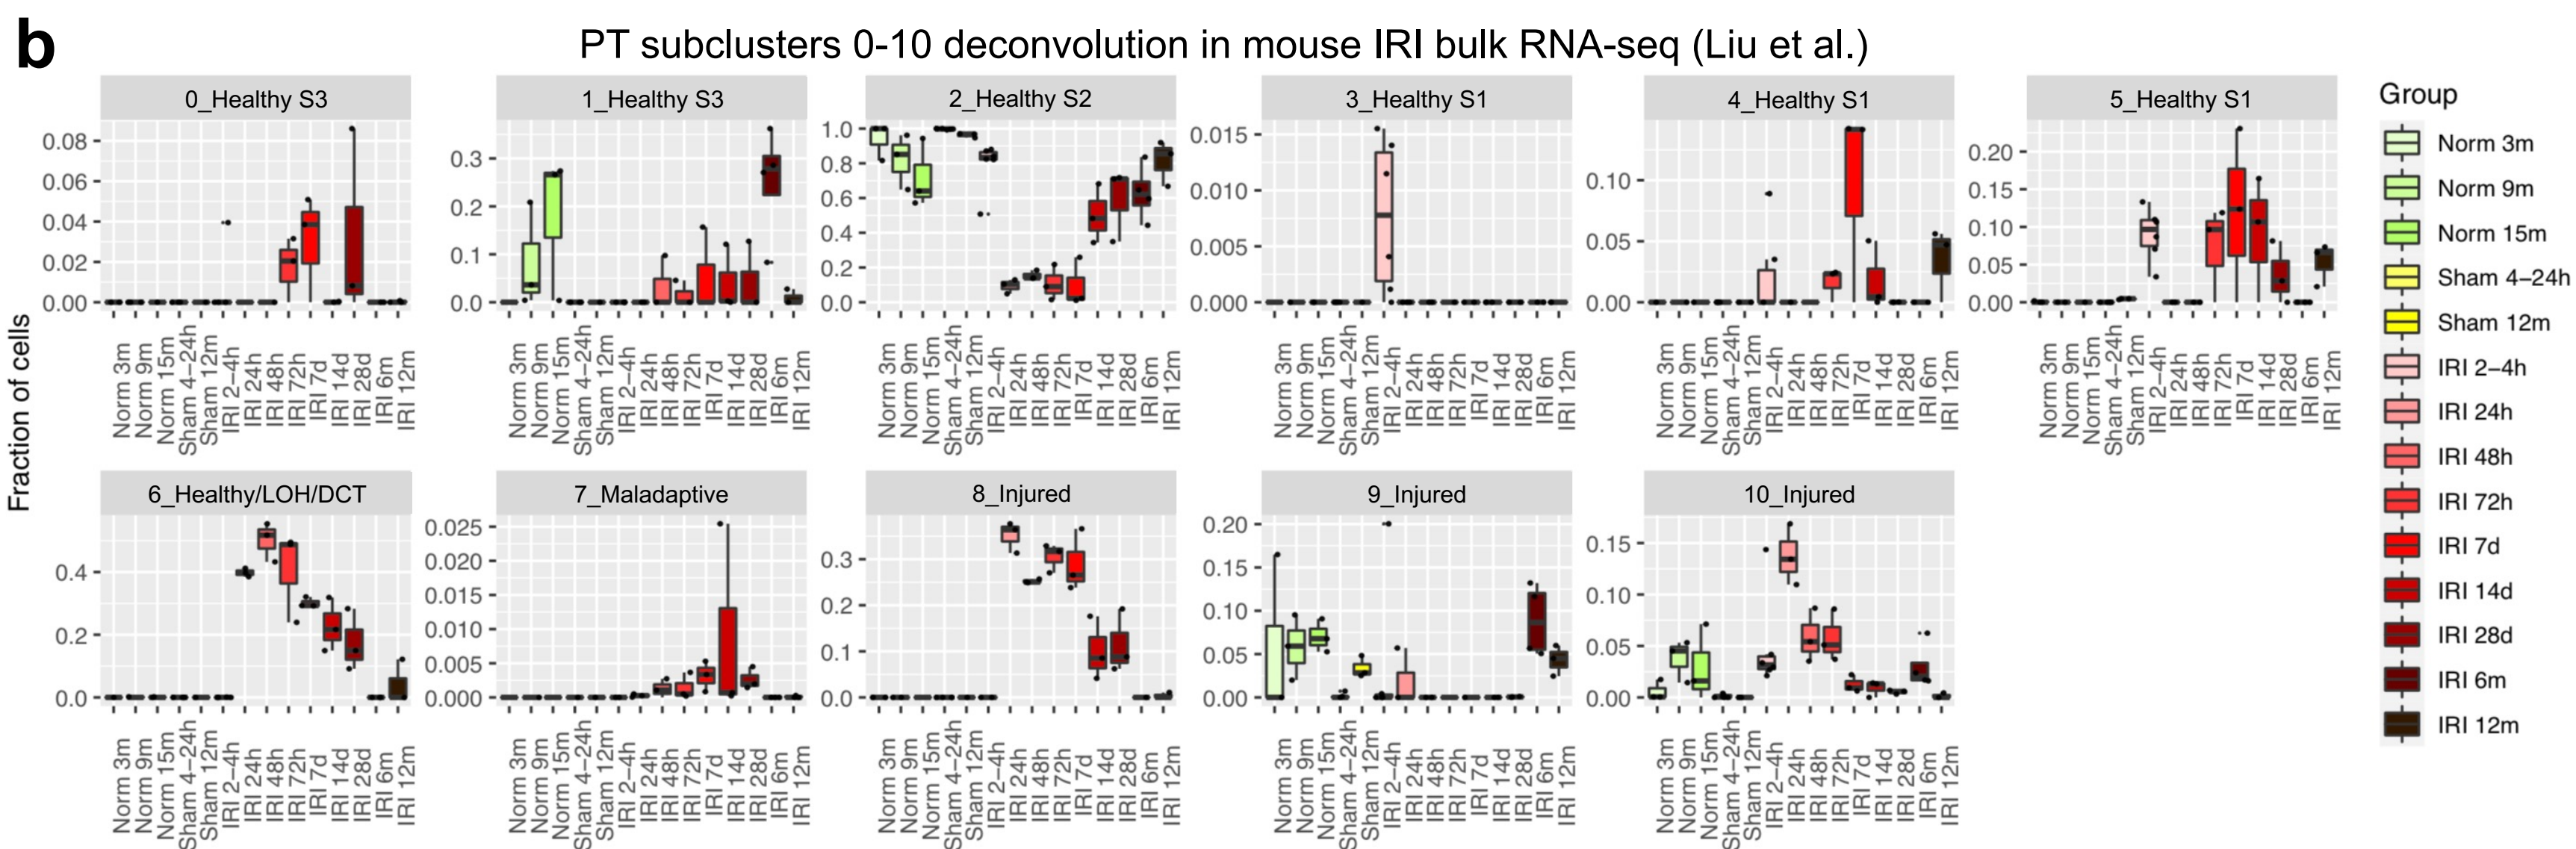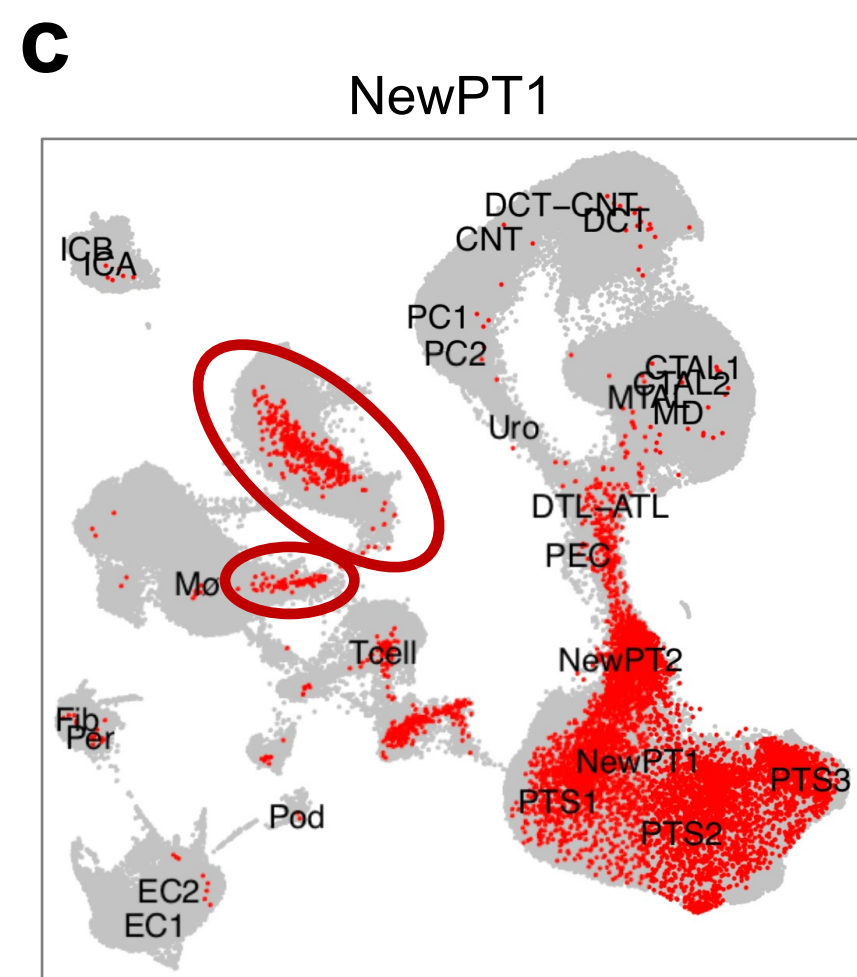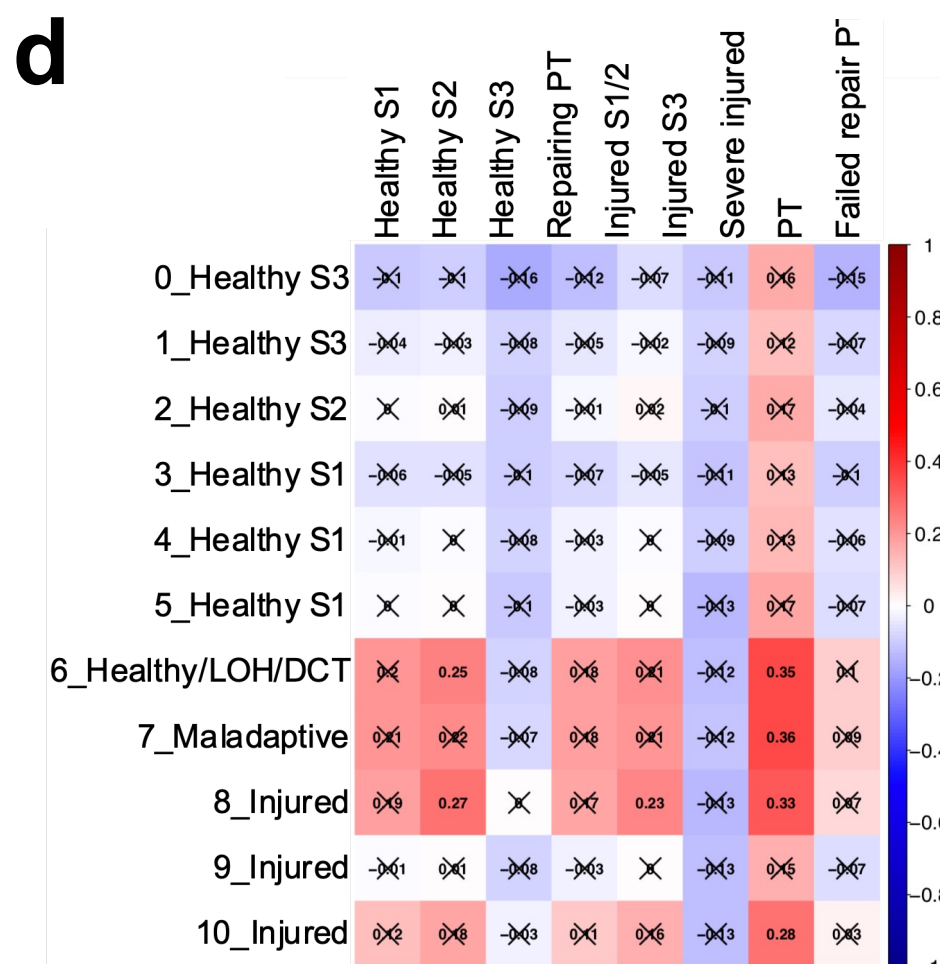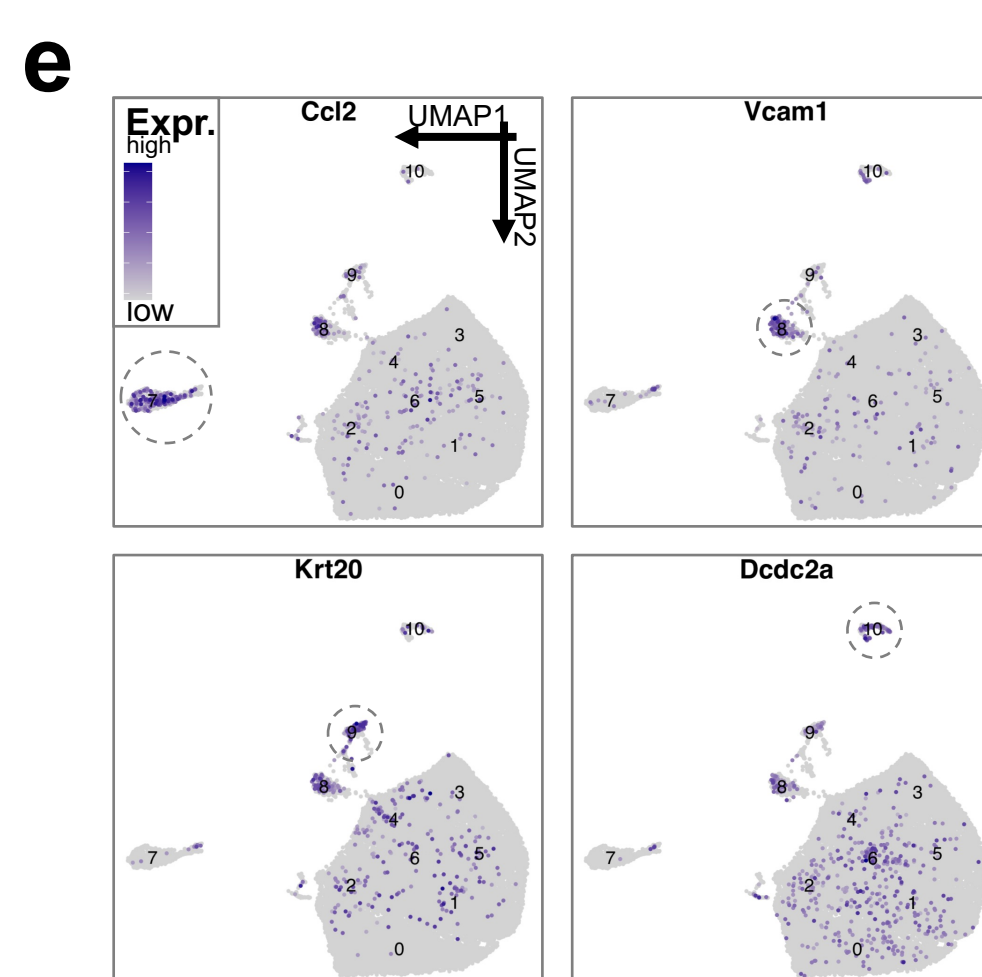

**Figure S8. PT subclusters bulk RNA-seq deconvolution.**

- (a) Fraction of Healthy, Injured, and Maladaptive PT subclusters displayed as Tukey box plots after bulk kidney RNA-seq data convolution using the MuSiC pipeline. X axis denotes the different treatment groups (Control, IRI short 1d, IRI short 3d, IRI short 14d, IRI long 1d, IRI long 3d, IRI long 14d).
- (b) Same as (a) for a mouse kidney IRI dataset from Liu et al. X axis denotes the different treatment groups for Controls (Norm), sham, and IRI kidneys after several different time points.
- (c) Cells annotated as “NewPT1” from Kirita et al. are colored red in the joint UMAP embedding. Note significant overlap with Granul\_1, Granul\_2, and Macro clusters. Cluster labels as in Kirita et al.
- (d) Correlation matrix visualizing Pearson correlation coefficients (PCC) of cluster-averaged expression of top 50 DEGs from PT subclusters 0-10 (rows) and PT subclusters from Kirita et al., columns. Non-significant PCC values are crossed out.
- (e) Feature plots of selected marker genes from Kirita et al. PT subclusters projected onto UMAP space as in **Fig. 2a**.

**Fig. S9**

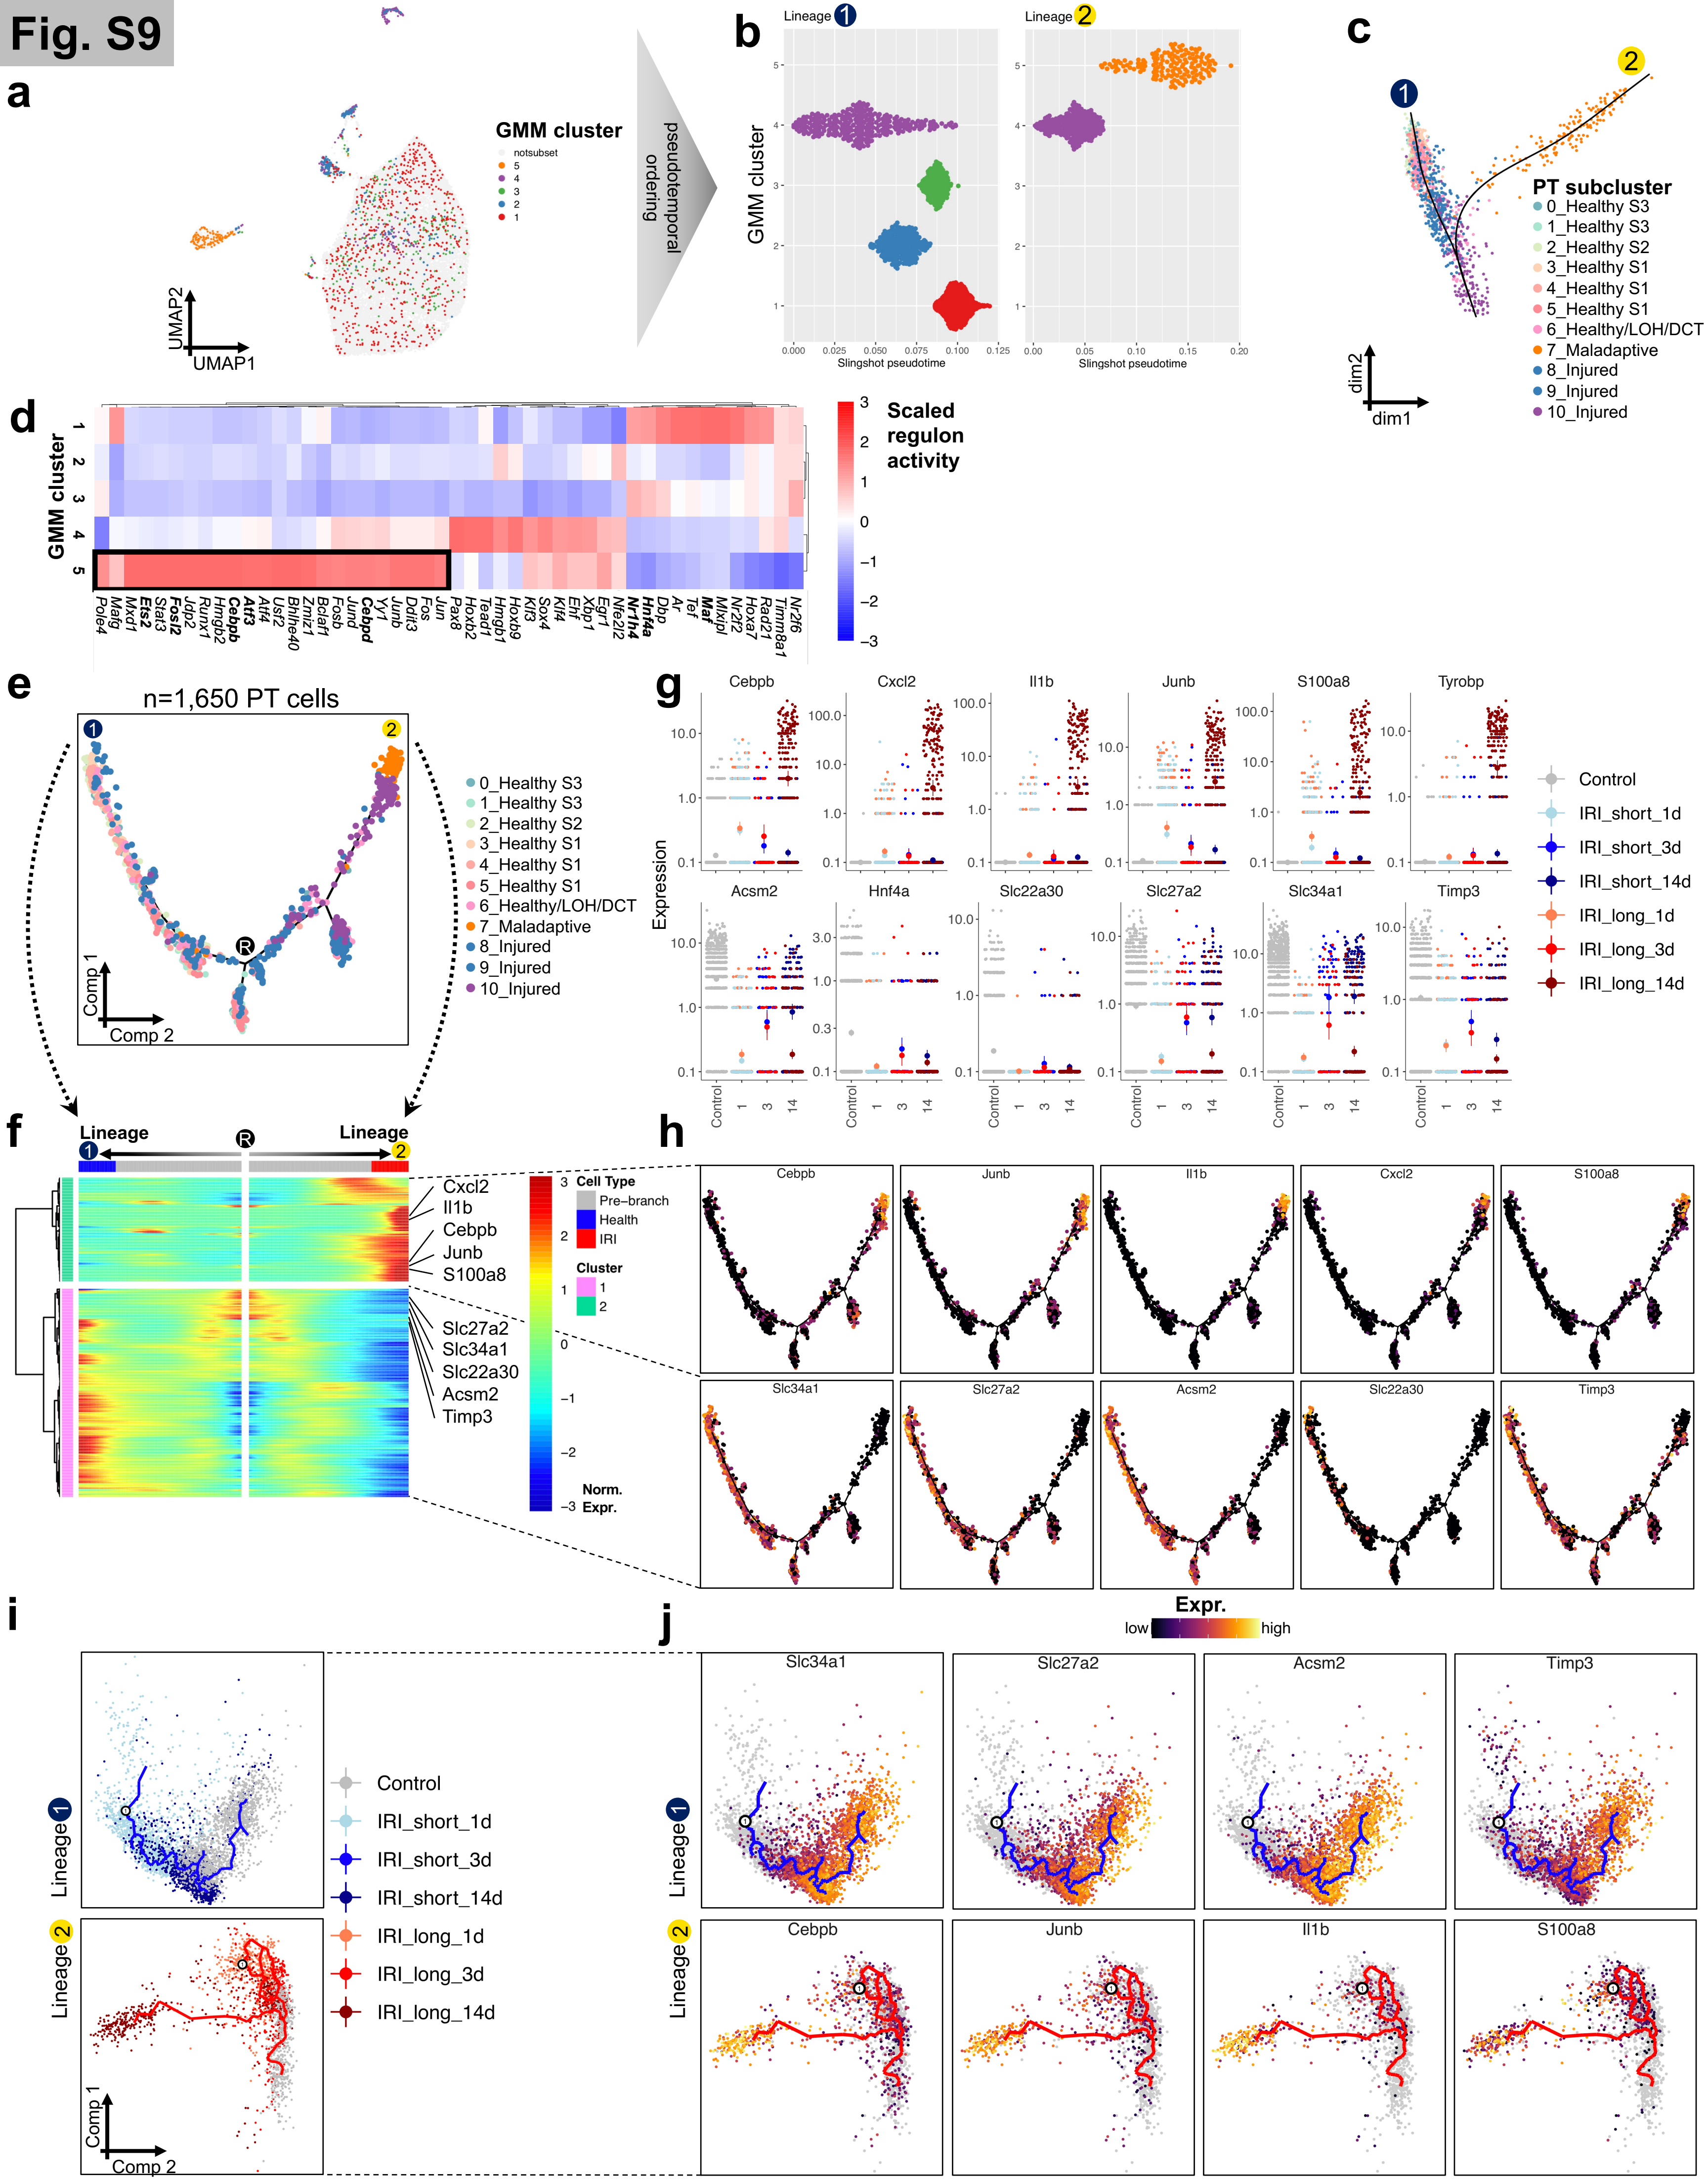

**Figure S9. PT injury trajectories and differential driver patterns of adaptive and maladaptive PT cell repair.**

- (a-b) 1,650 randomly sampled PT cells **(a)** are ordered by Slingshot pseudotime along lineages 1 (dark blue label) and 2 (yellow label) **(b)**. Clusters correspond to Gaussian mixed modeling (GMM) clustering, as inferred by Slingshot.
- (c) Dimensional reduction representation of Slingshot-derived cell trajectories of PT cells, coloring corresponds to PT subclusters as in **Figs. 2a-c**.
- (d) Heatmap of GMM cluster-specific SCENIC-inferred scaled regulon activity. Rows represent GMM clusters, columns represent regulons, as inferred by Slingshot in **Fig. 3a**.
- (e) Monocle2-derived trajectory of the same PT cell selection, confirming lineages 1 and 2. R denotes the root node where branching of lineages 1 and 2 occurs.
- (f) Heatmap visualizing pseudotime-dependent gene expression along lineages 1 and 2, respectively. R denotes the root node where branching of lineages 1 and 2 occurs, as shown in **(e)**.
- (g) Gene expression of DEGs from **(f)** colored by experimental sample group stratified by IRI degree and time post-ischemia.
- (h) Corresponding Monocle2 visualization of gene expression in reduced dimension space.
- (i) Monocle3-derived trajectories of lineages 1 and 2 of the same PT cell selection, coloring as per experimental group.
- (j) Corresponding Monocle3 visualization of gene expression in reduced dimension space.

**Fig. S10**

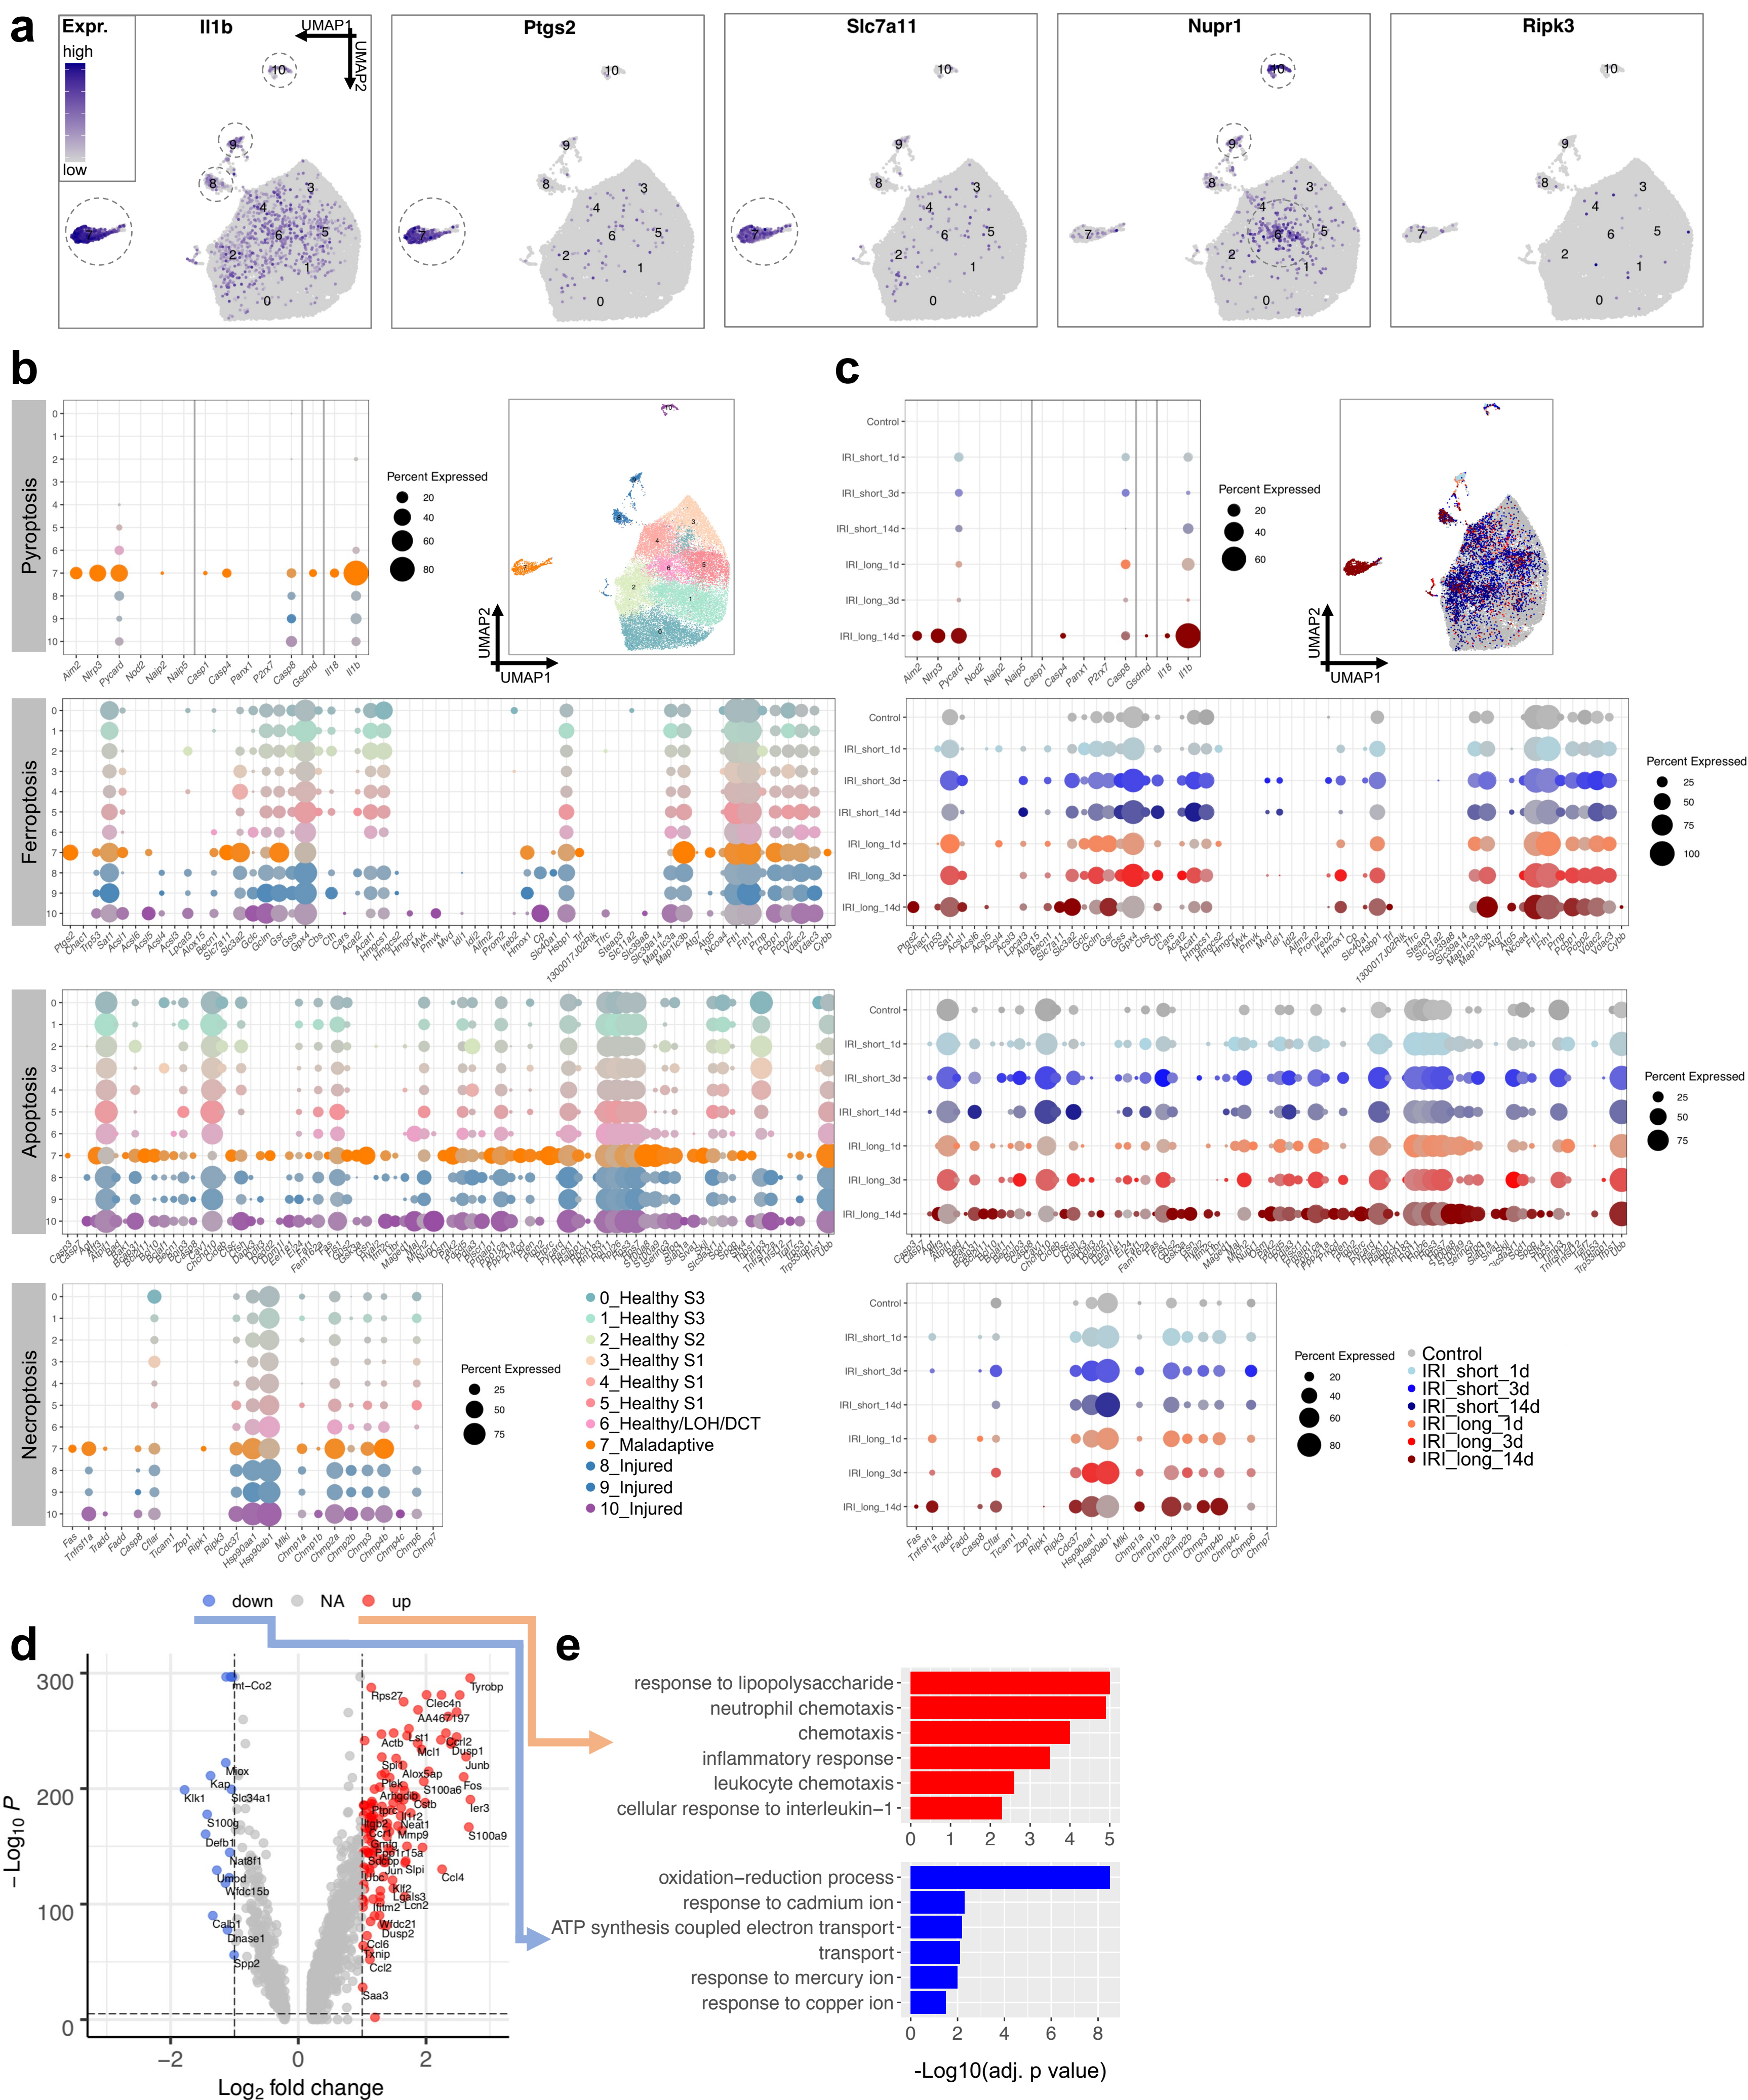

**Figure S10. Sustained regulated cell death signatures in PT cells after long IRI.**

- (a) Feature plots of selected genes from **Fig. 4b** projected onto UMAP space as in **Fig. 2a**.
- (b-c) Dot plots showing comprehensive marker gene expression in PT cells for regulated cell death necrosis pathways pyroptosis, ferroptosis, apoptosis, and necroptosis. Cells are stratified by PT subclusters **(b)** or ischemia dose and time post-IRI **(c)**. Dot size denotes percentage of cells expressing the marker.
- (d) Volcano plot of differentially expressed genes (DEGs) comparing PT cells from samples 14d after short and long IRI, respectively. Genes upregulated in IRI long compared to IRI short samples are colored red, downregulated genes are colored blue. X axis indicates  $\log_2$ -fold change (Model-based Analysis of Single-cell Transcriptomics; MAST) and y axis indicates statistical significance-adjusted  $p = -\log_{10}$ .
- (e) Corresponding Gene Ontology (GO) analysis showing statistically significantly enriched GO terms (over-representation analysis with Benjamini-Hochberg FDR method) corresponding to up- and downregulated DEGs from **(d)**.

**Fig. S11**

**a**

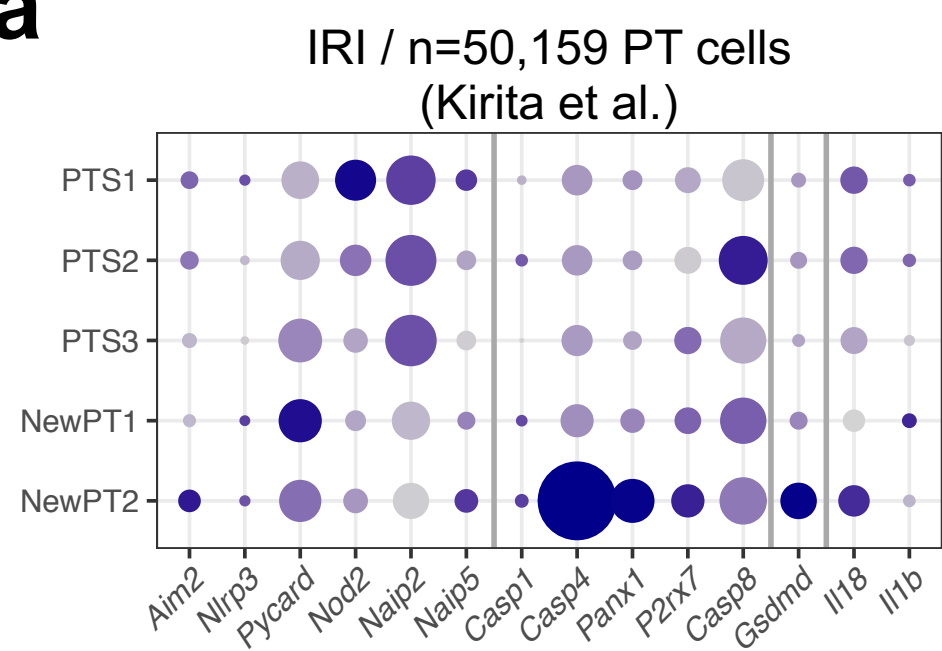

**b**

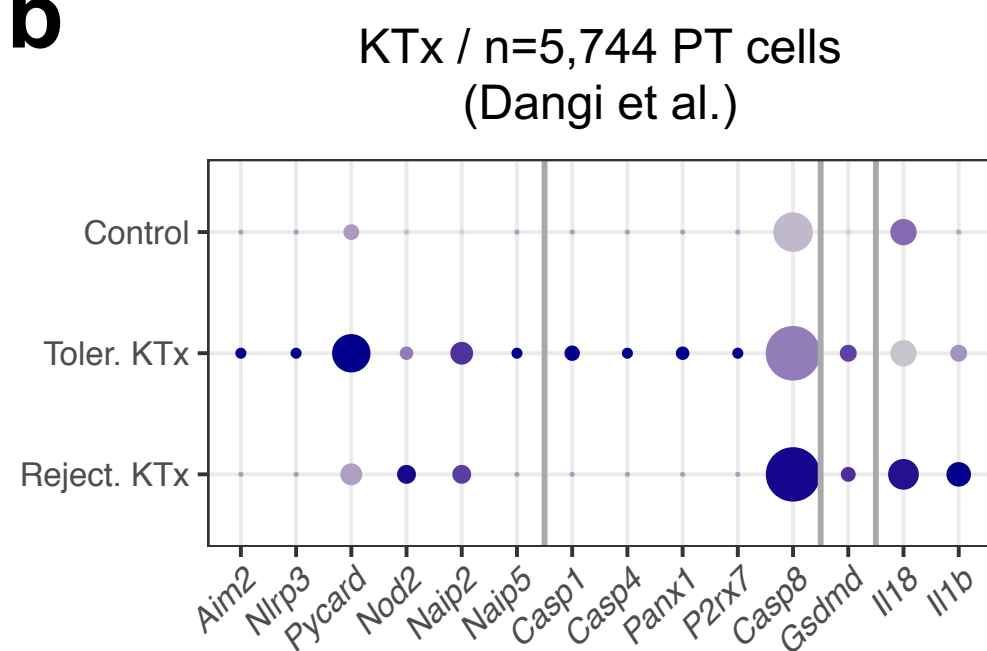

**c**

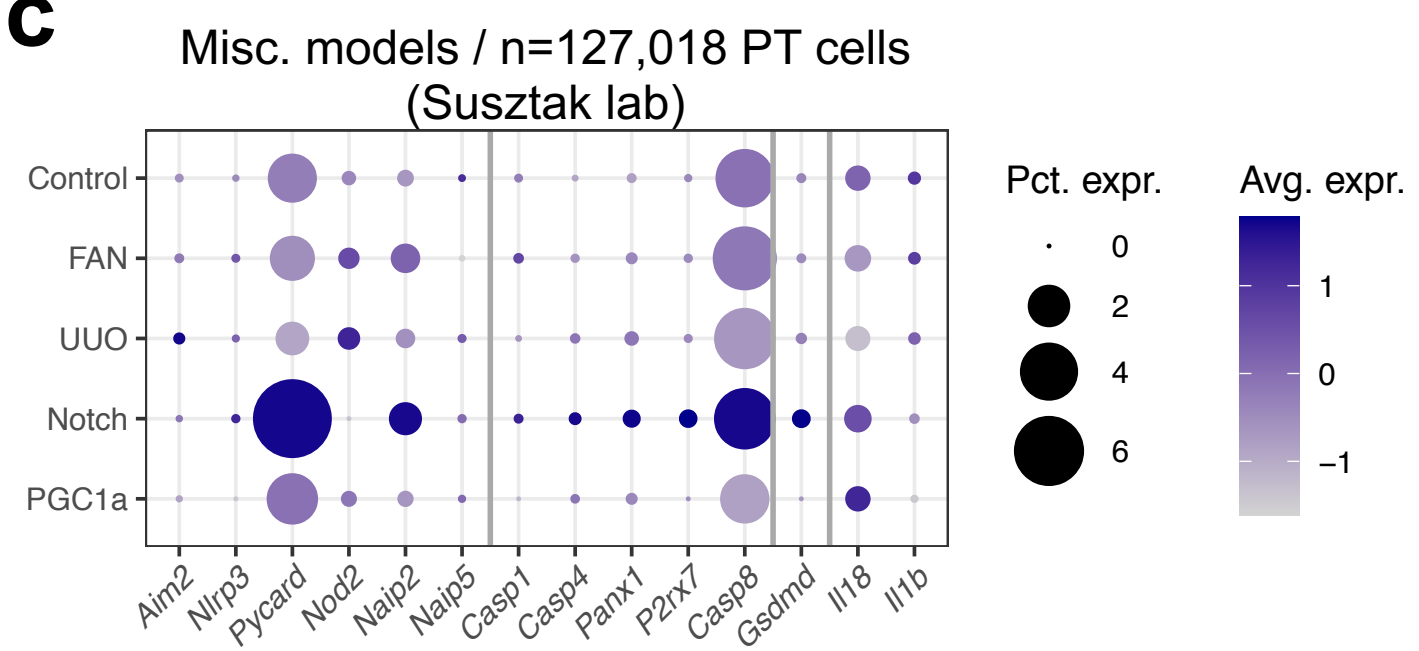

**d**

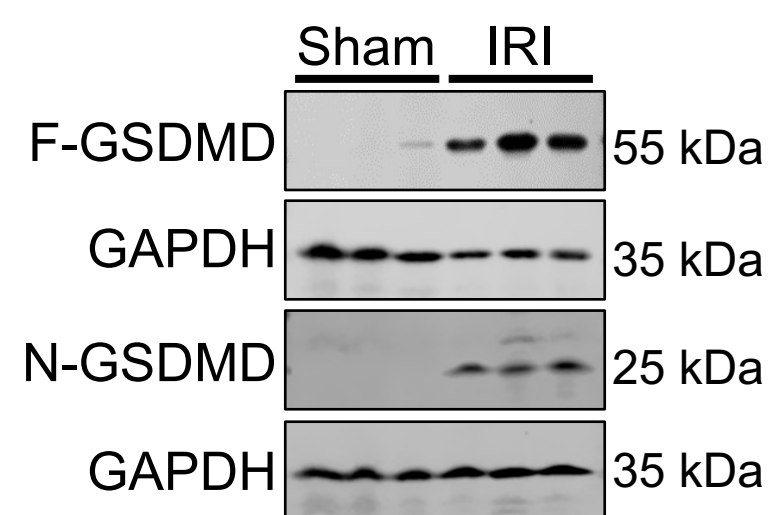

**e**

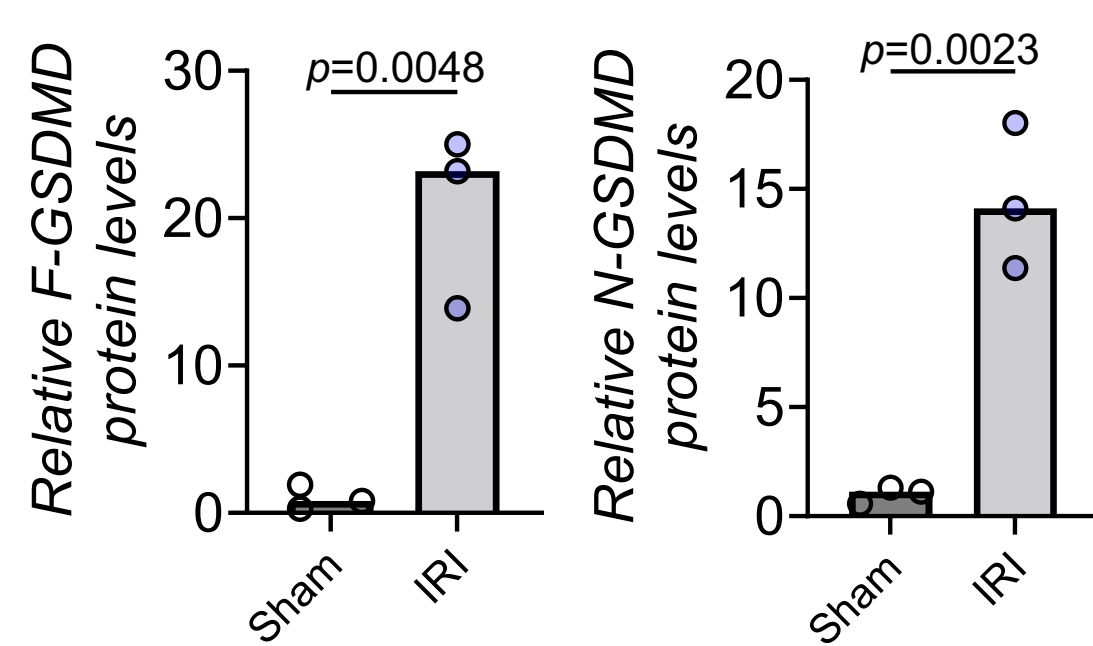

**Figure S11. Pyroptosis gene signature in PT cells of other kidney scRNA-seq datasets.**

- (a-c) Dot plots showing pyroptosis marker gene expression in PT cells of 2 external datasets (Kirita et al. and Dangi et al.) and several mouse models of our own lab, respectively. Dot size denotes percentage of cells expressing the marker, color scale represents average gene expression values. FAN, folic acid nephropathy; Notch; conditional tubular overexpression of Notch mouse model; UUO, unilateral ureteric obstruction; KTx, kidney transplant; reject., rejecting; toler., tolerated.
- (d) Western blot for full length (GSDMD-F) and cleaved GSDMD (GSDMD-N) in full kidney lysates. GAPDH was used as loading control. IRI, long ischemia reperfusion injury.
- (e) Corresponding quantification of Western blot in **(d)**; n=3 independent experiments, data shown are from n=1 experiment with n=3 biological replicates per group; p values are given for Wilcoxon-Mann test.

**Fig. S12****a**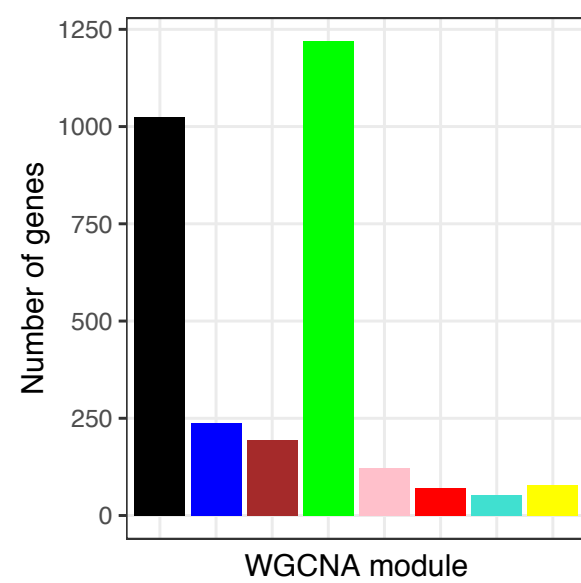**b**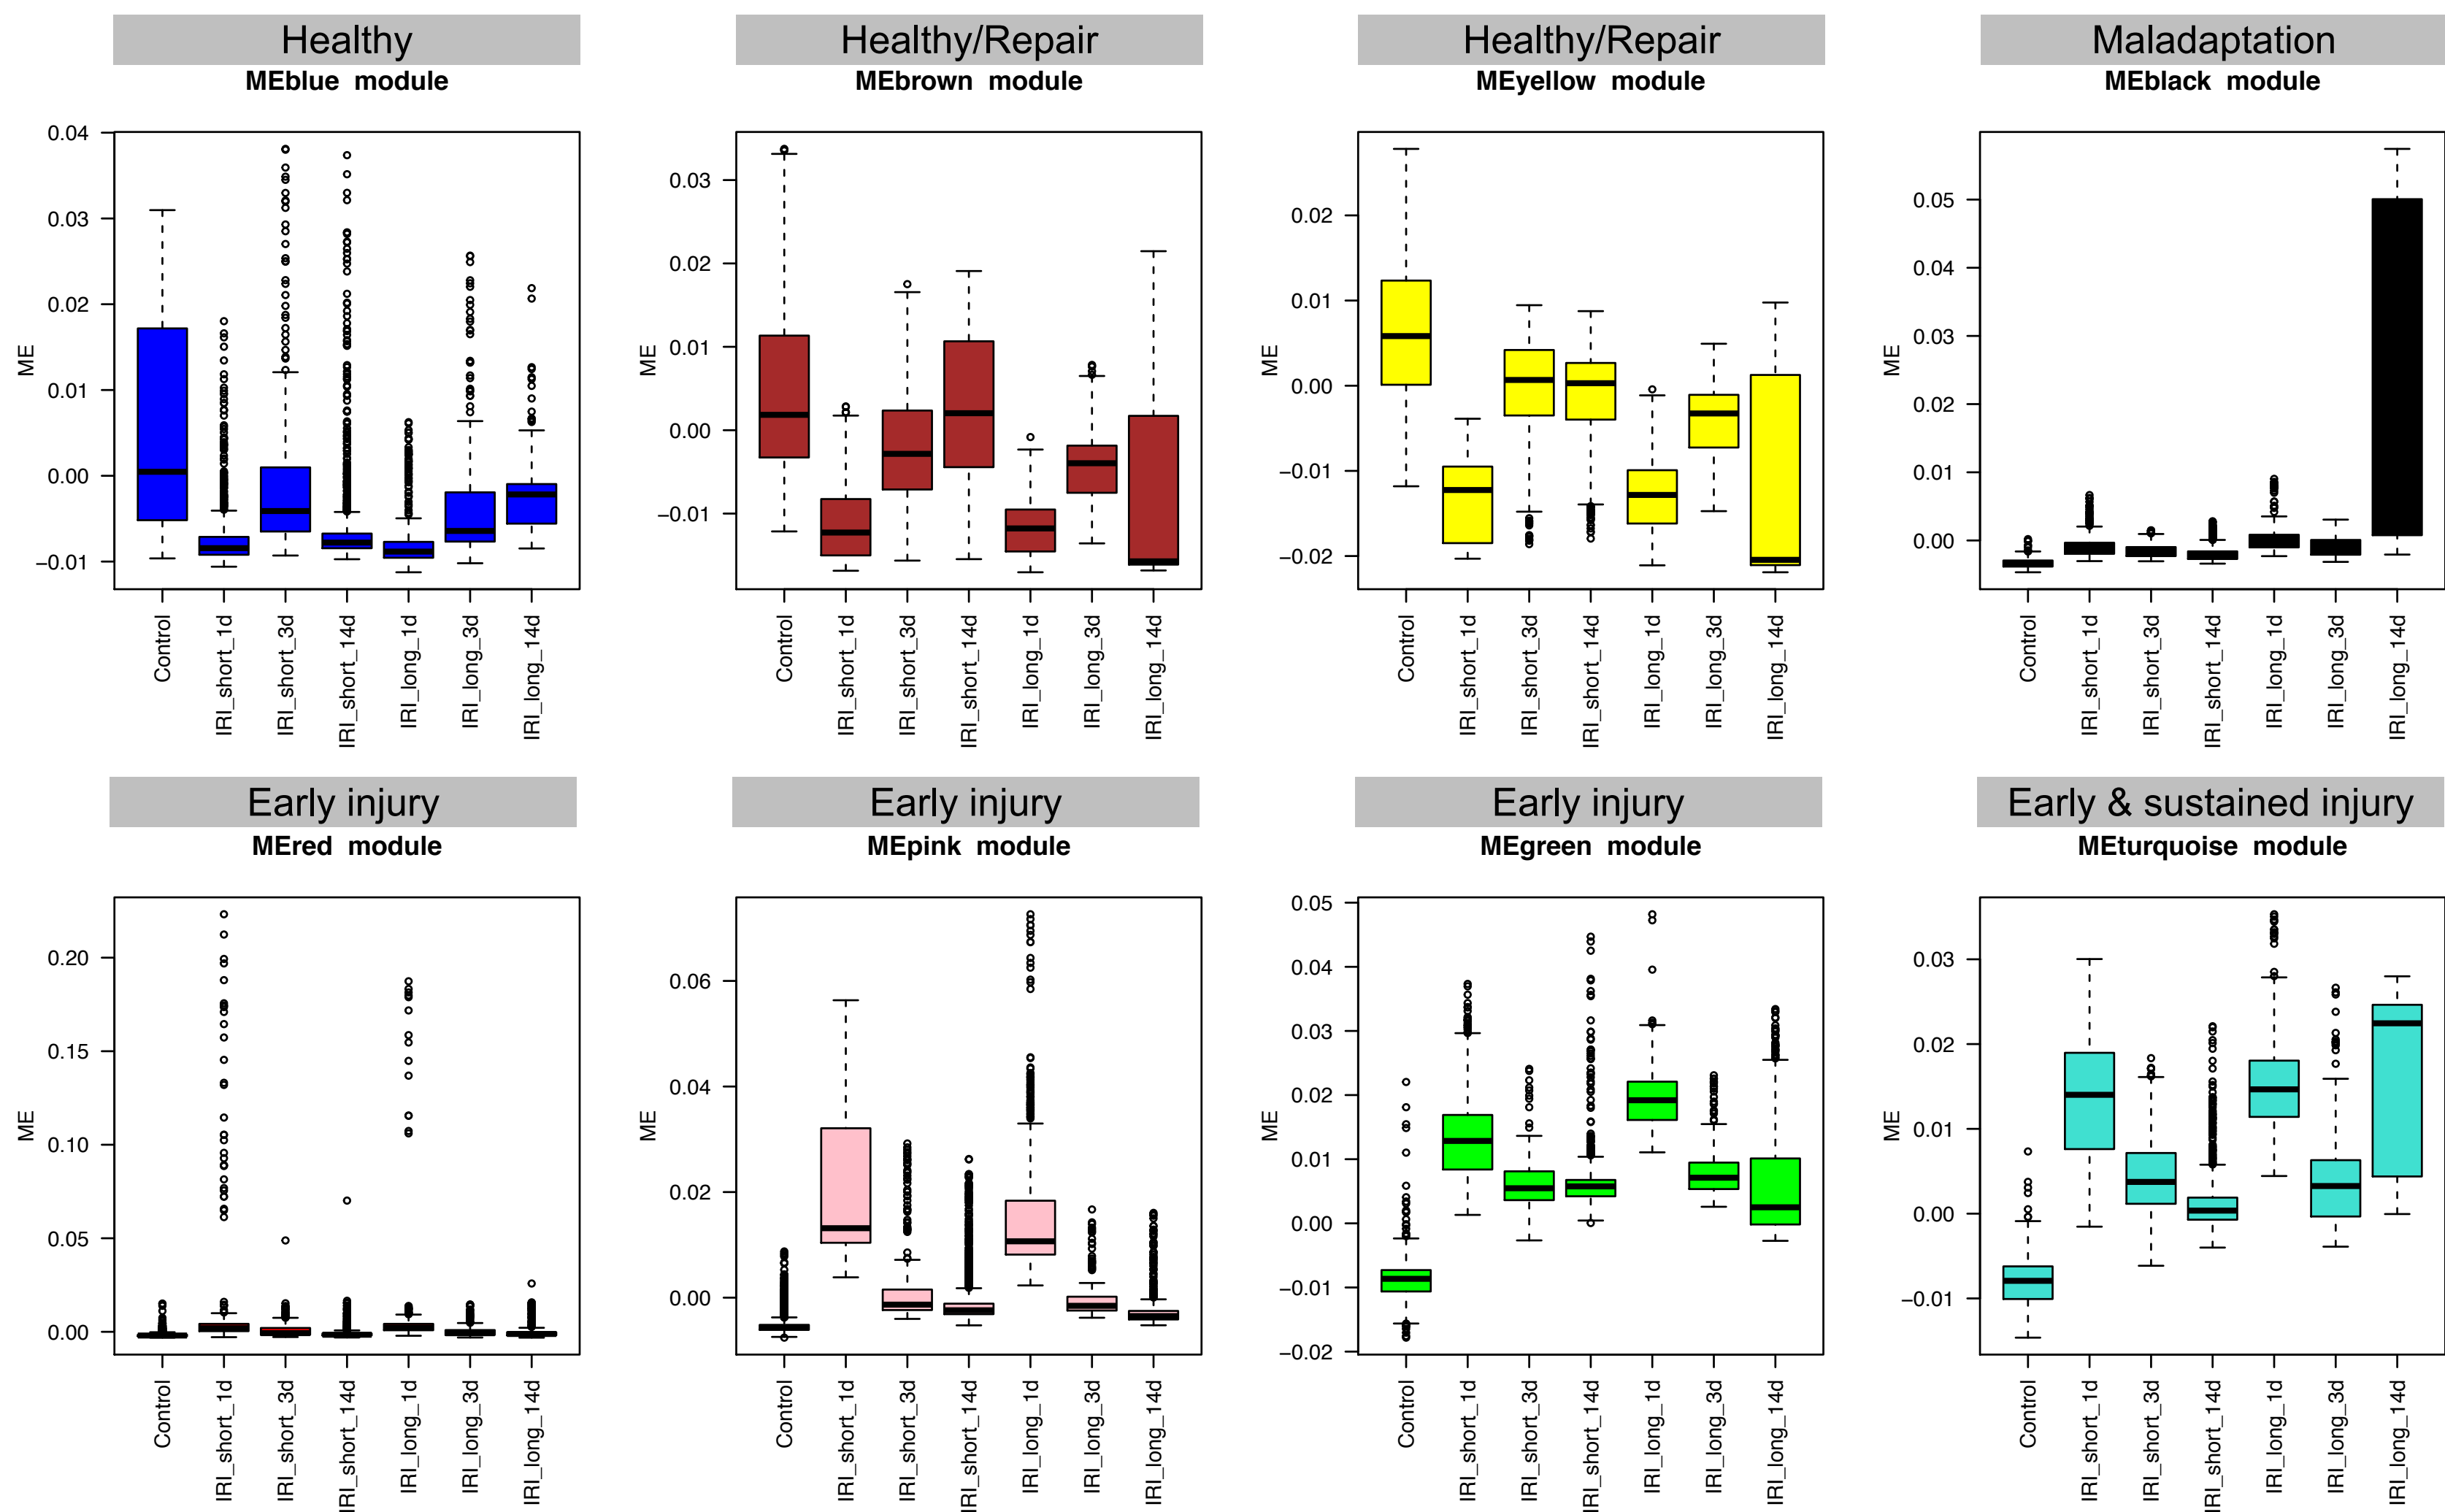**c**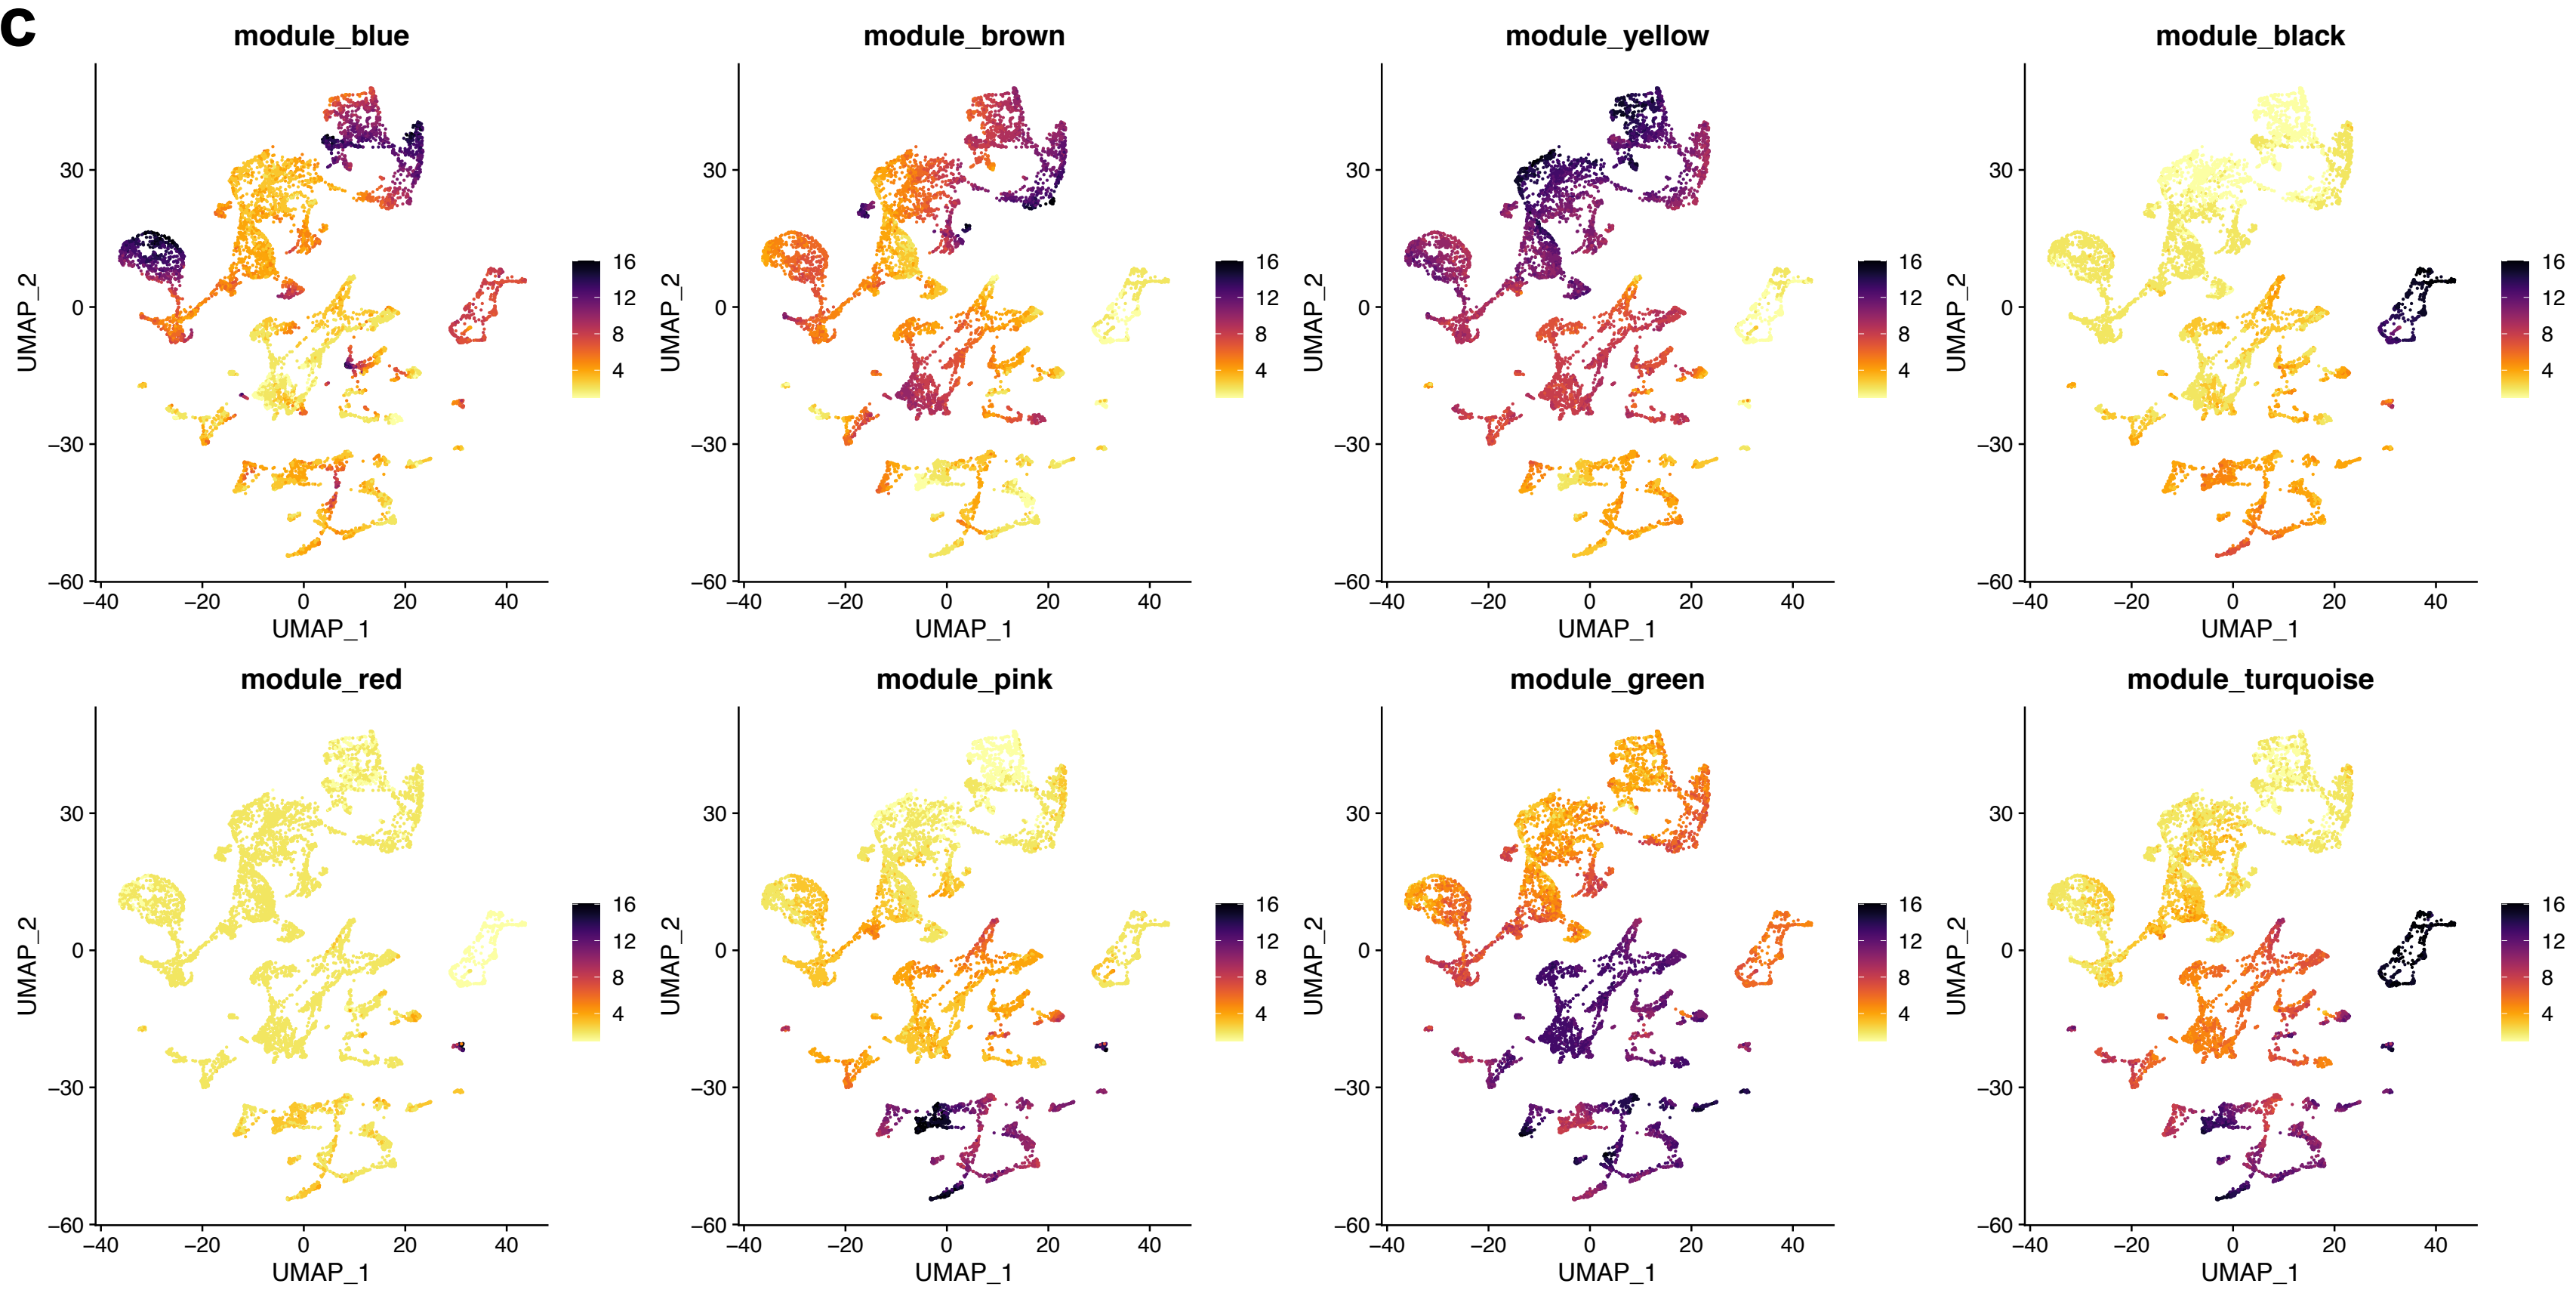

**Figure S12. WGCNA analysis in PT metacells.**

- (a) Bar graph depicting the number of genes in WGCNA-derived modules.
- (b) Module eigengene (ME) scores of WGCNA modules displayed as Tukey box plots (outliers denoted as dots outside box plot whiskers) by IRI degree and time post-ischemia (n=8,777 metacells).
- (c) kME values of individual WGCNA modules visualized in UMAP space.

Fig. S13

KEGG pathway

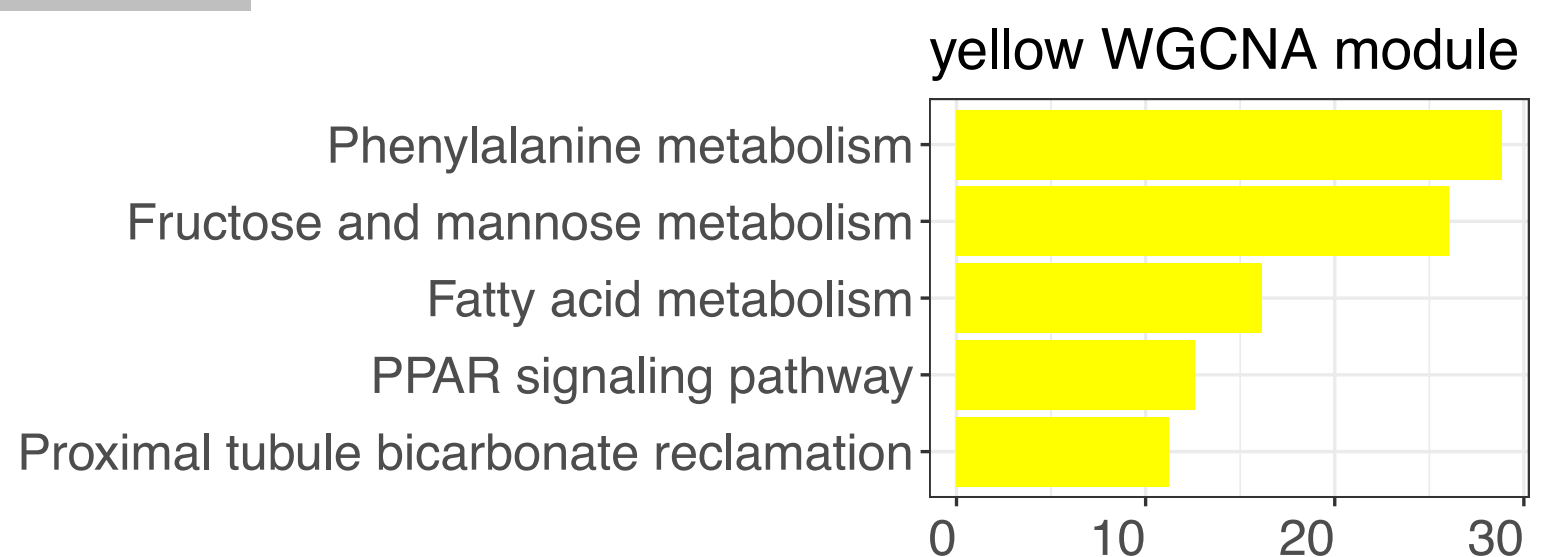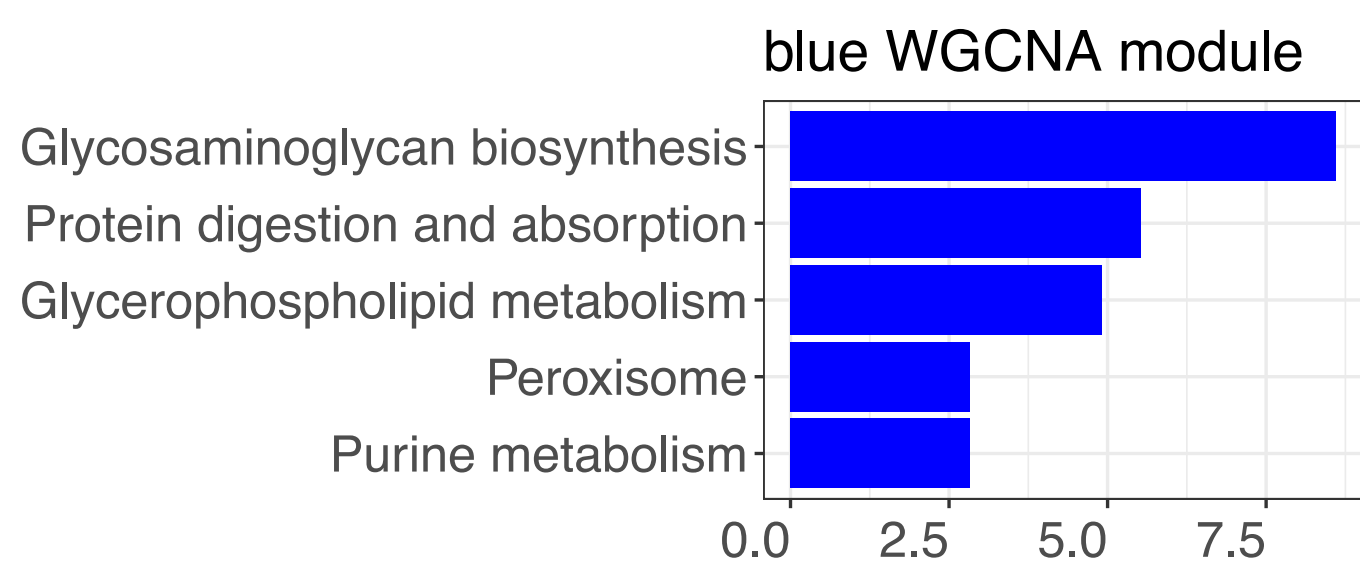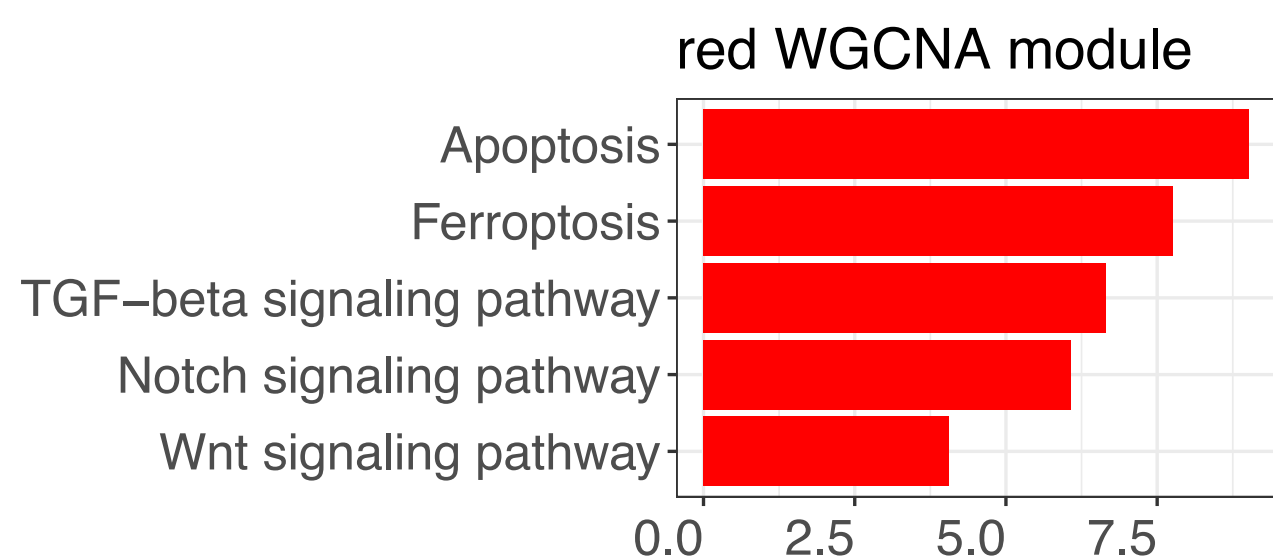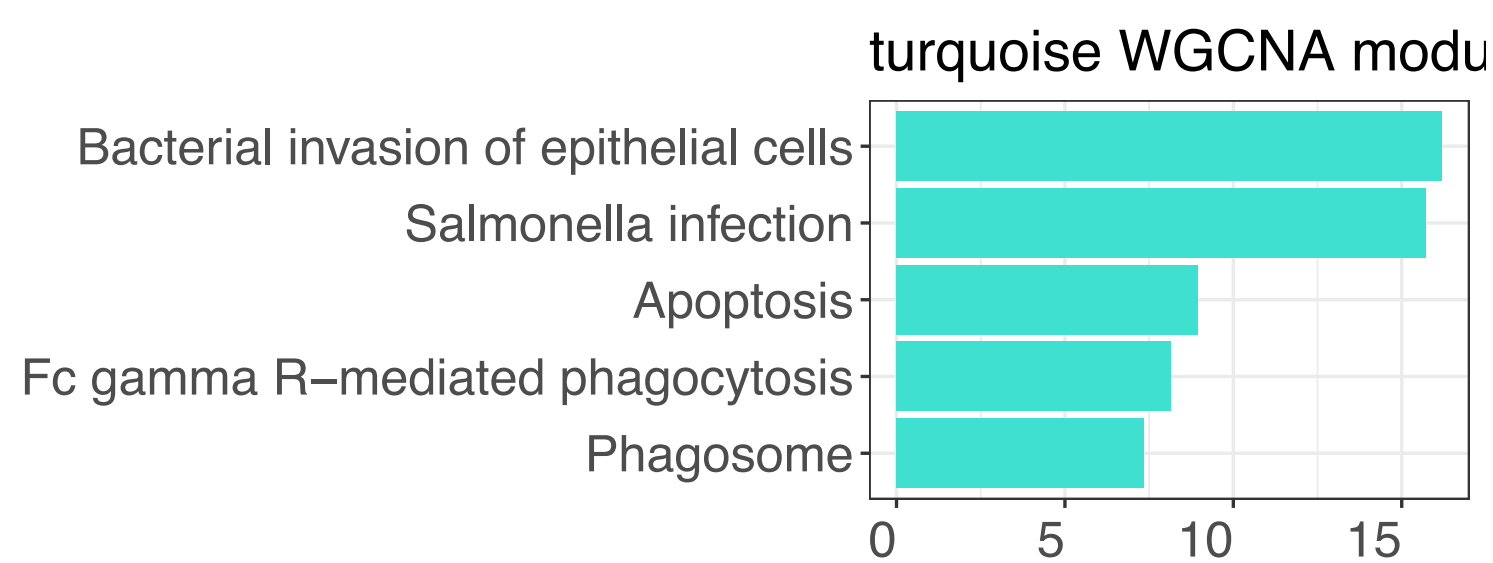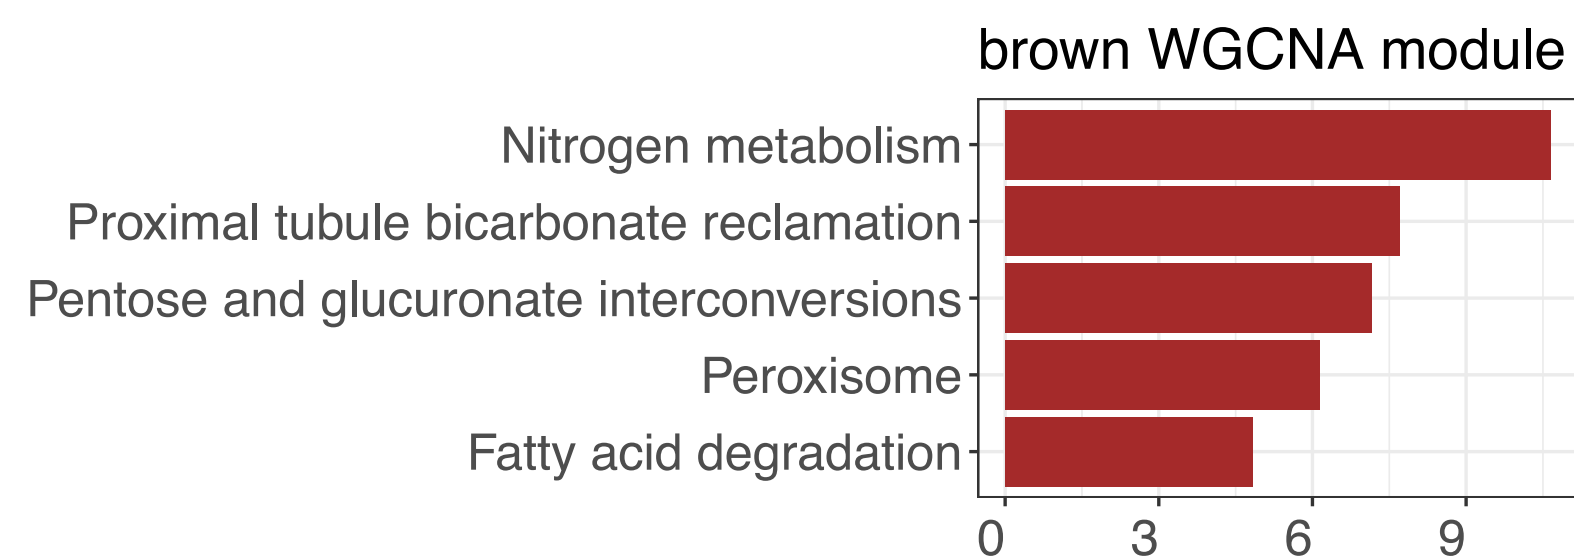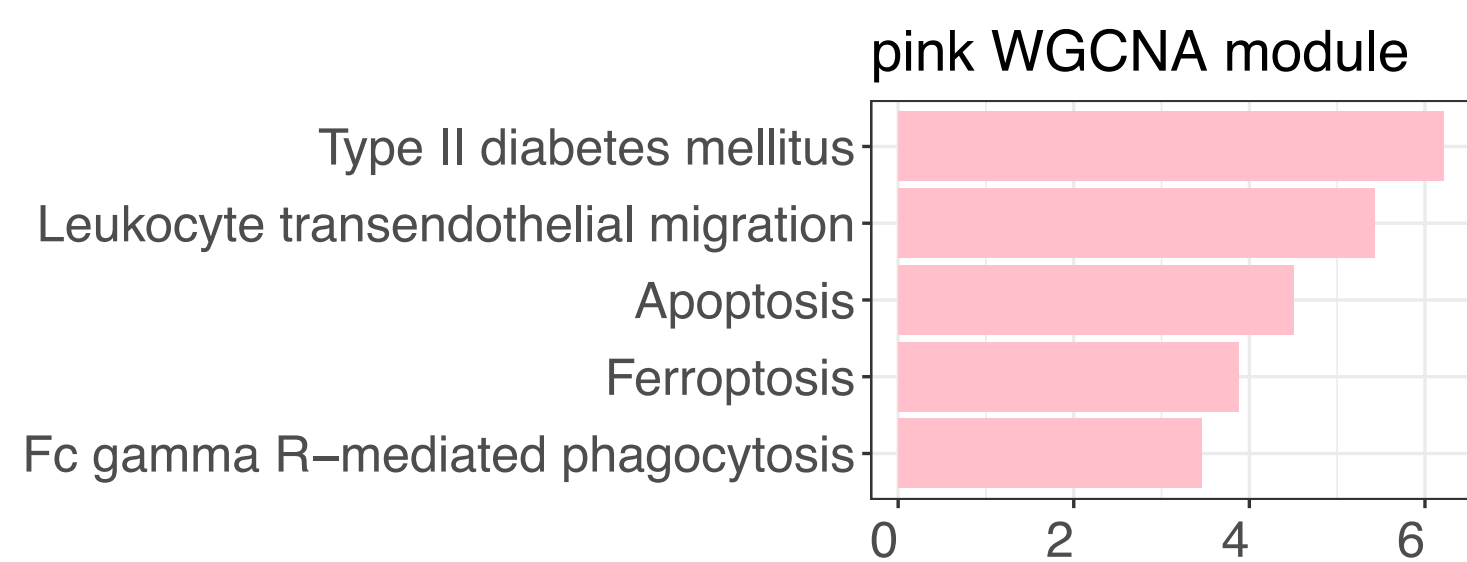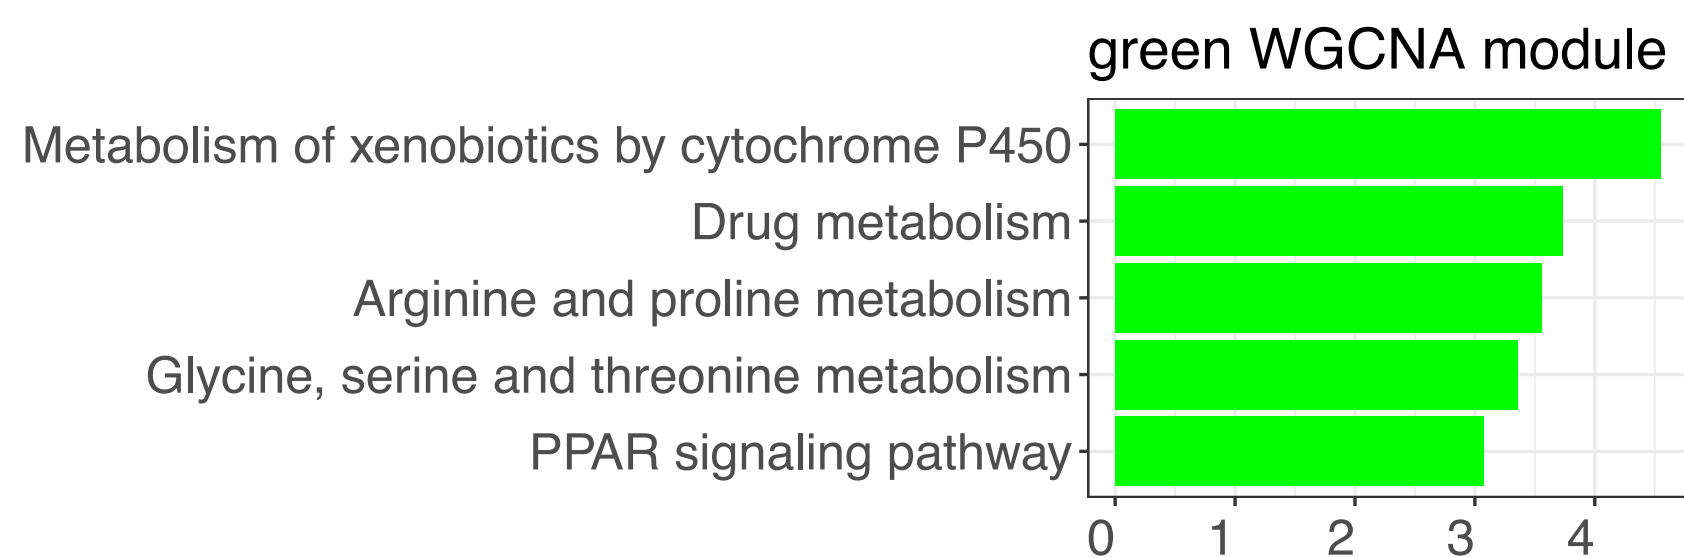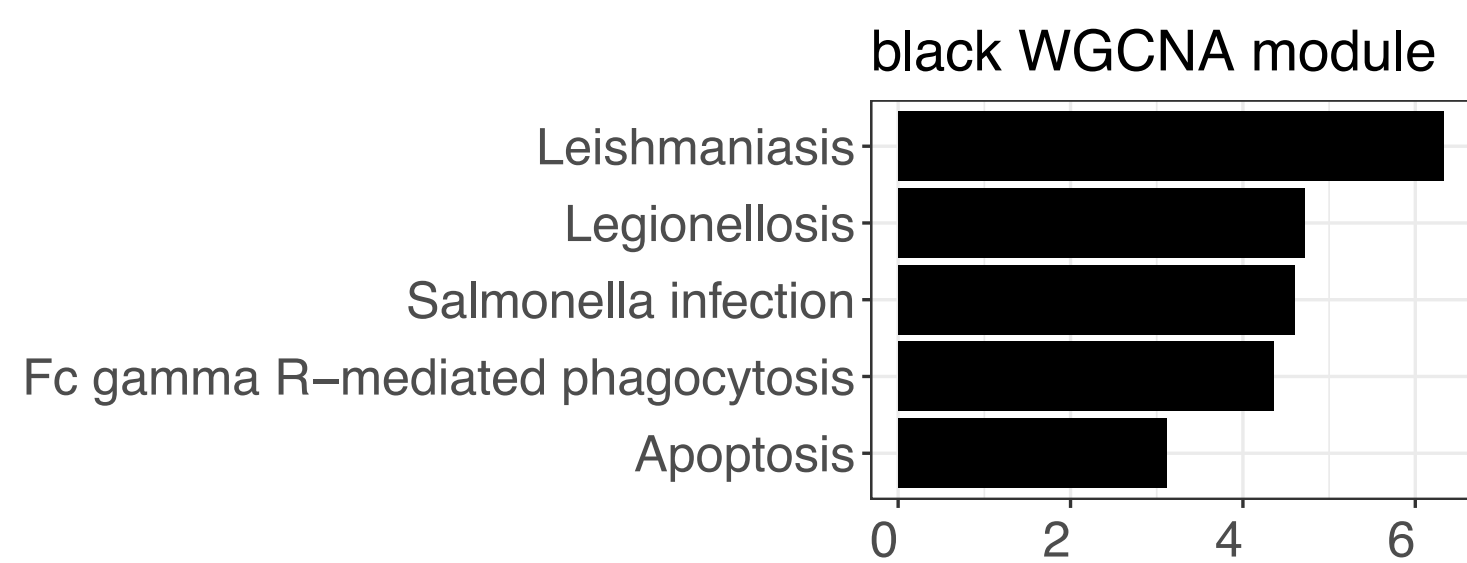

Enrichment ratio

**Figure S13. KEGG pathway analysis for WGCNA modules.**

Enrichment ratios of top enriched KEGG pathway terms, derived by overrepresentation analysis of WGCNA module genes in proximal tubule metacells. The graph is split into subpanels by WGCNA module.

**Fig. S14**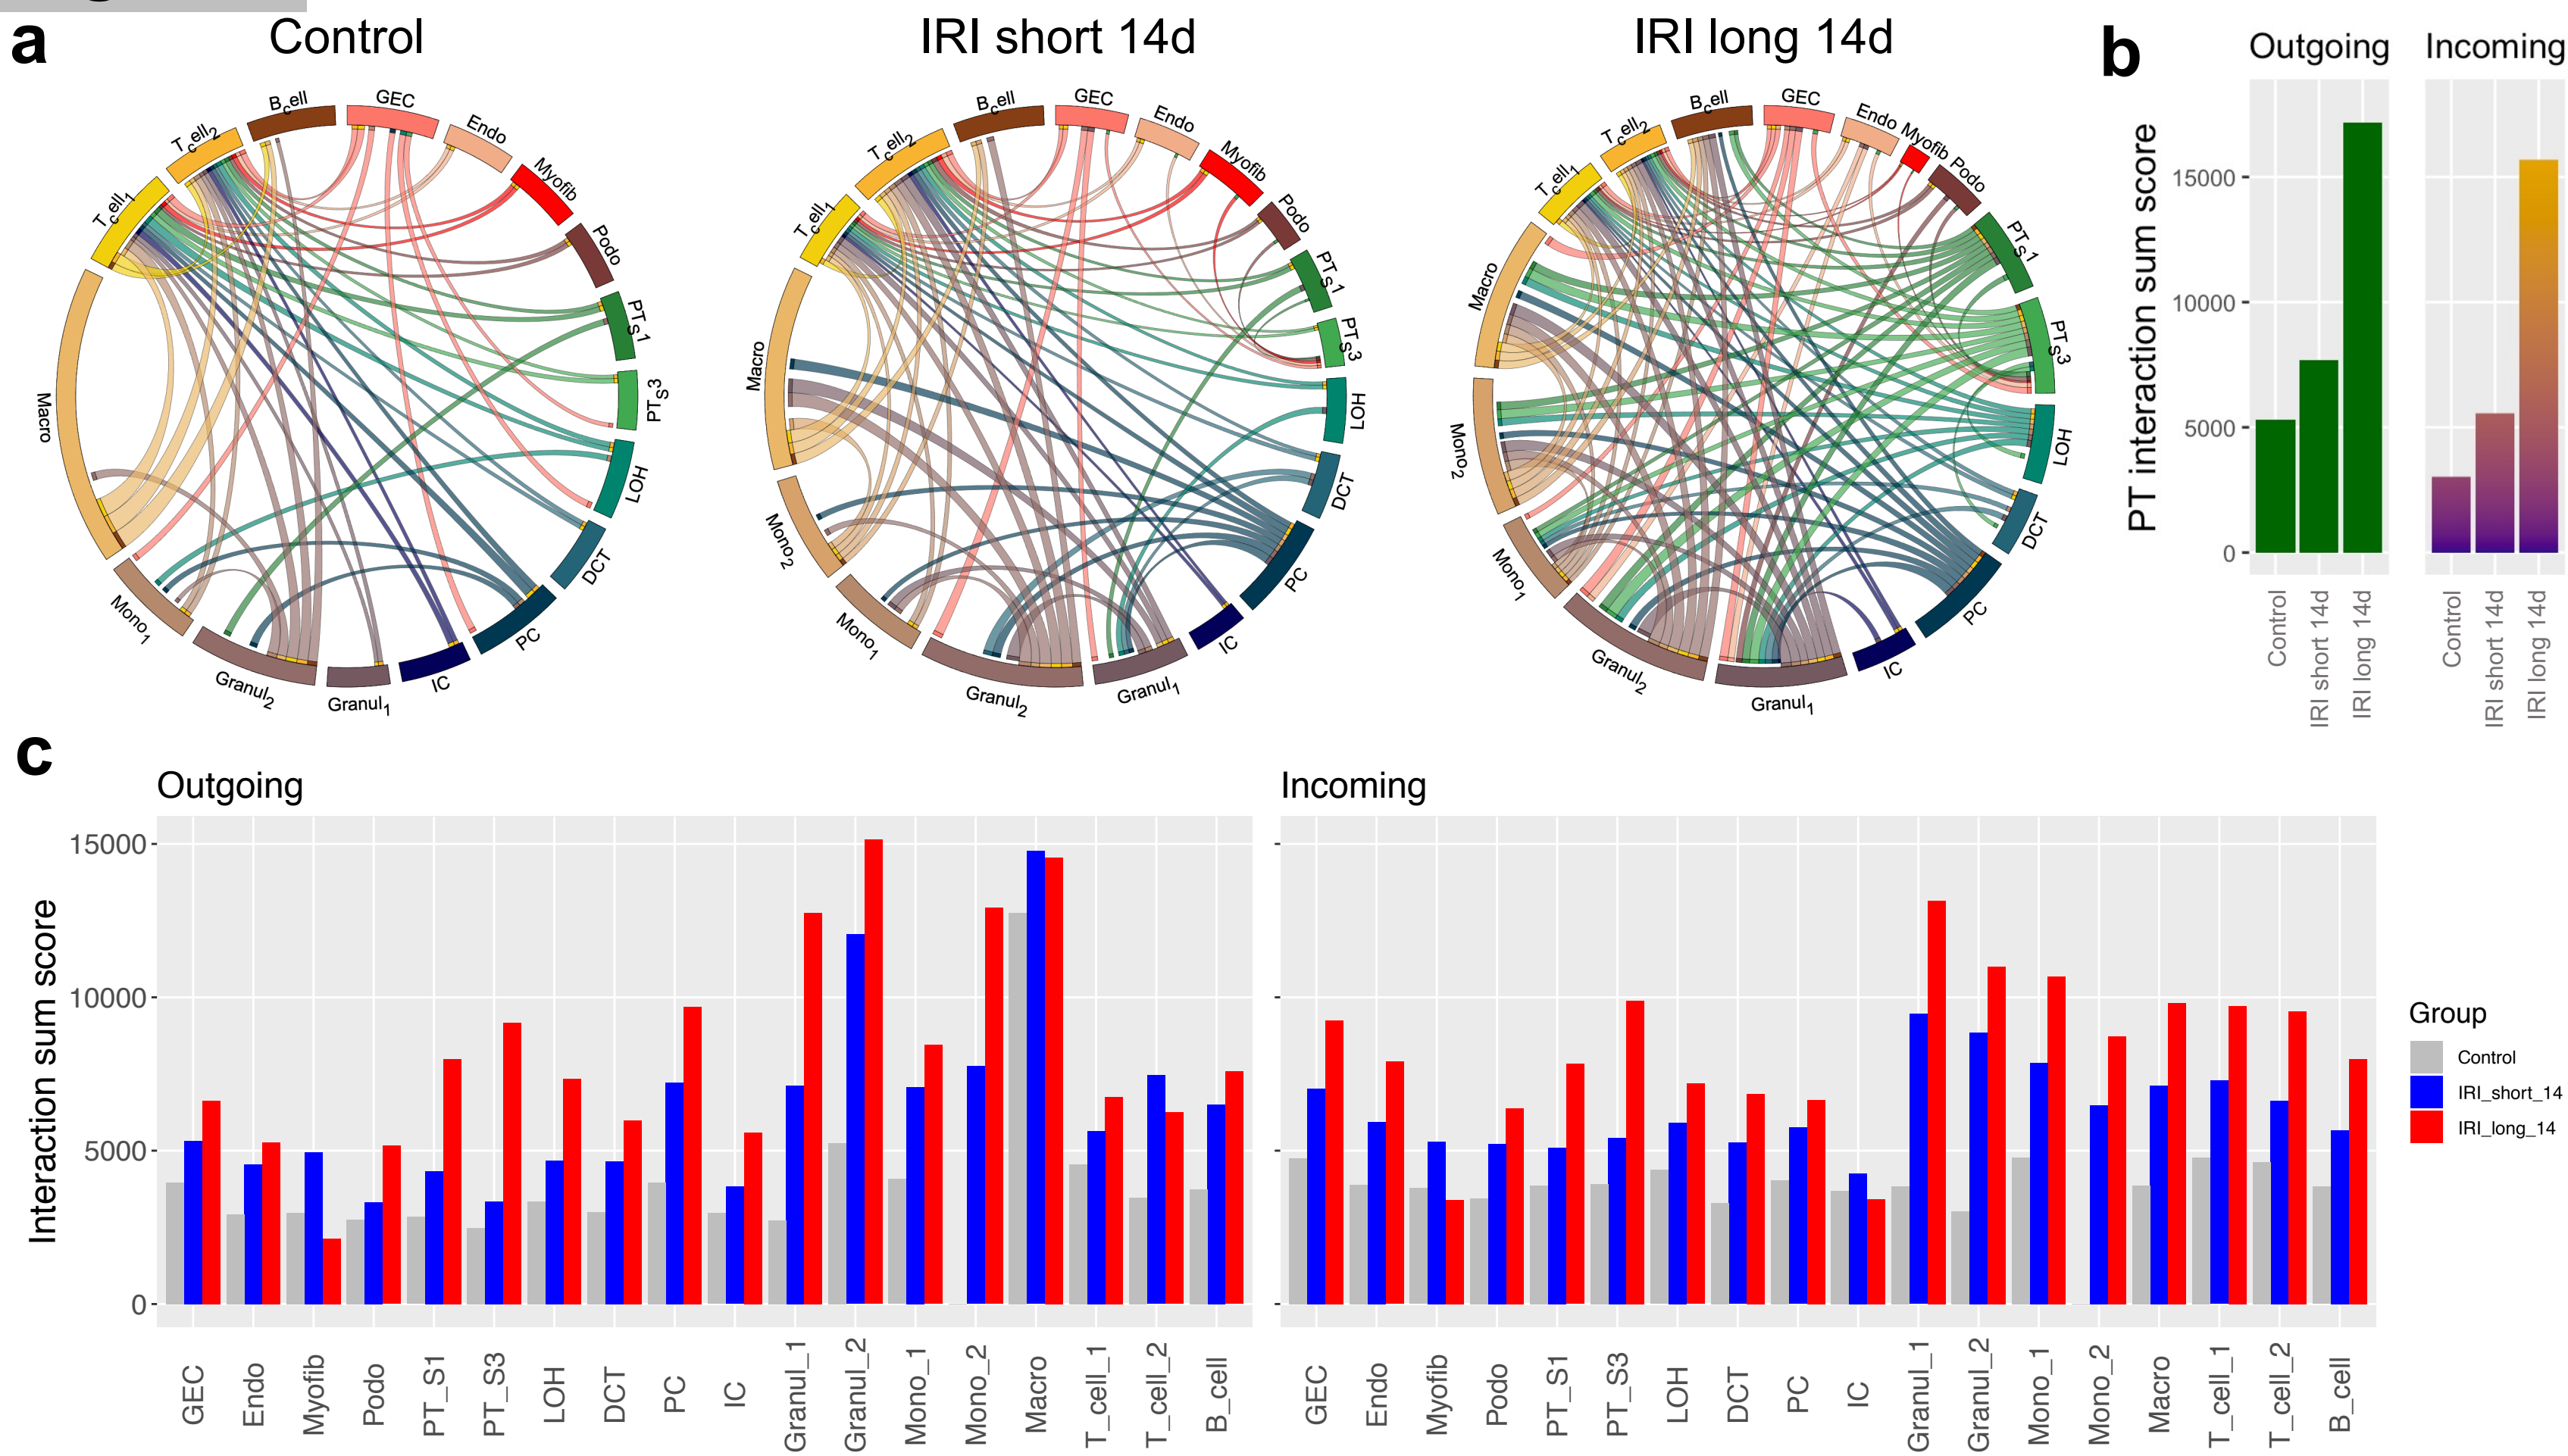

**Figure S14. Cell-cell interaction of kidney cells in health, adaptive repair, and maladaptive repair.**

- (a) Circos plots visualizing the degree of cell-cell interactions as inferred by CellPhoneDB between healthy (Control), adapted (IRI short 14d), and maladapted (IRI long 14d) kidney cells. Width of connecting lines is proportional to the strength of interaction, as measured by combined means of ligands and respective receptors by CellPhoneDB. For clarity only the top 50% of interactions are visualized.
- (b) Bar graphs showing the sum score of outgoing and incoming connections of proximal tubule (PT) cells across treatment conditions (Control; IRI short 14d; IRI long 14d).
- (c) Bar graphs showing the sum score of outgoing and incoming connections of all cell types across treatment conditions (Control; IRI short 14d; IRI long 14d).

Fig. S15

a

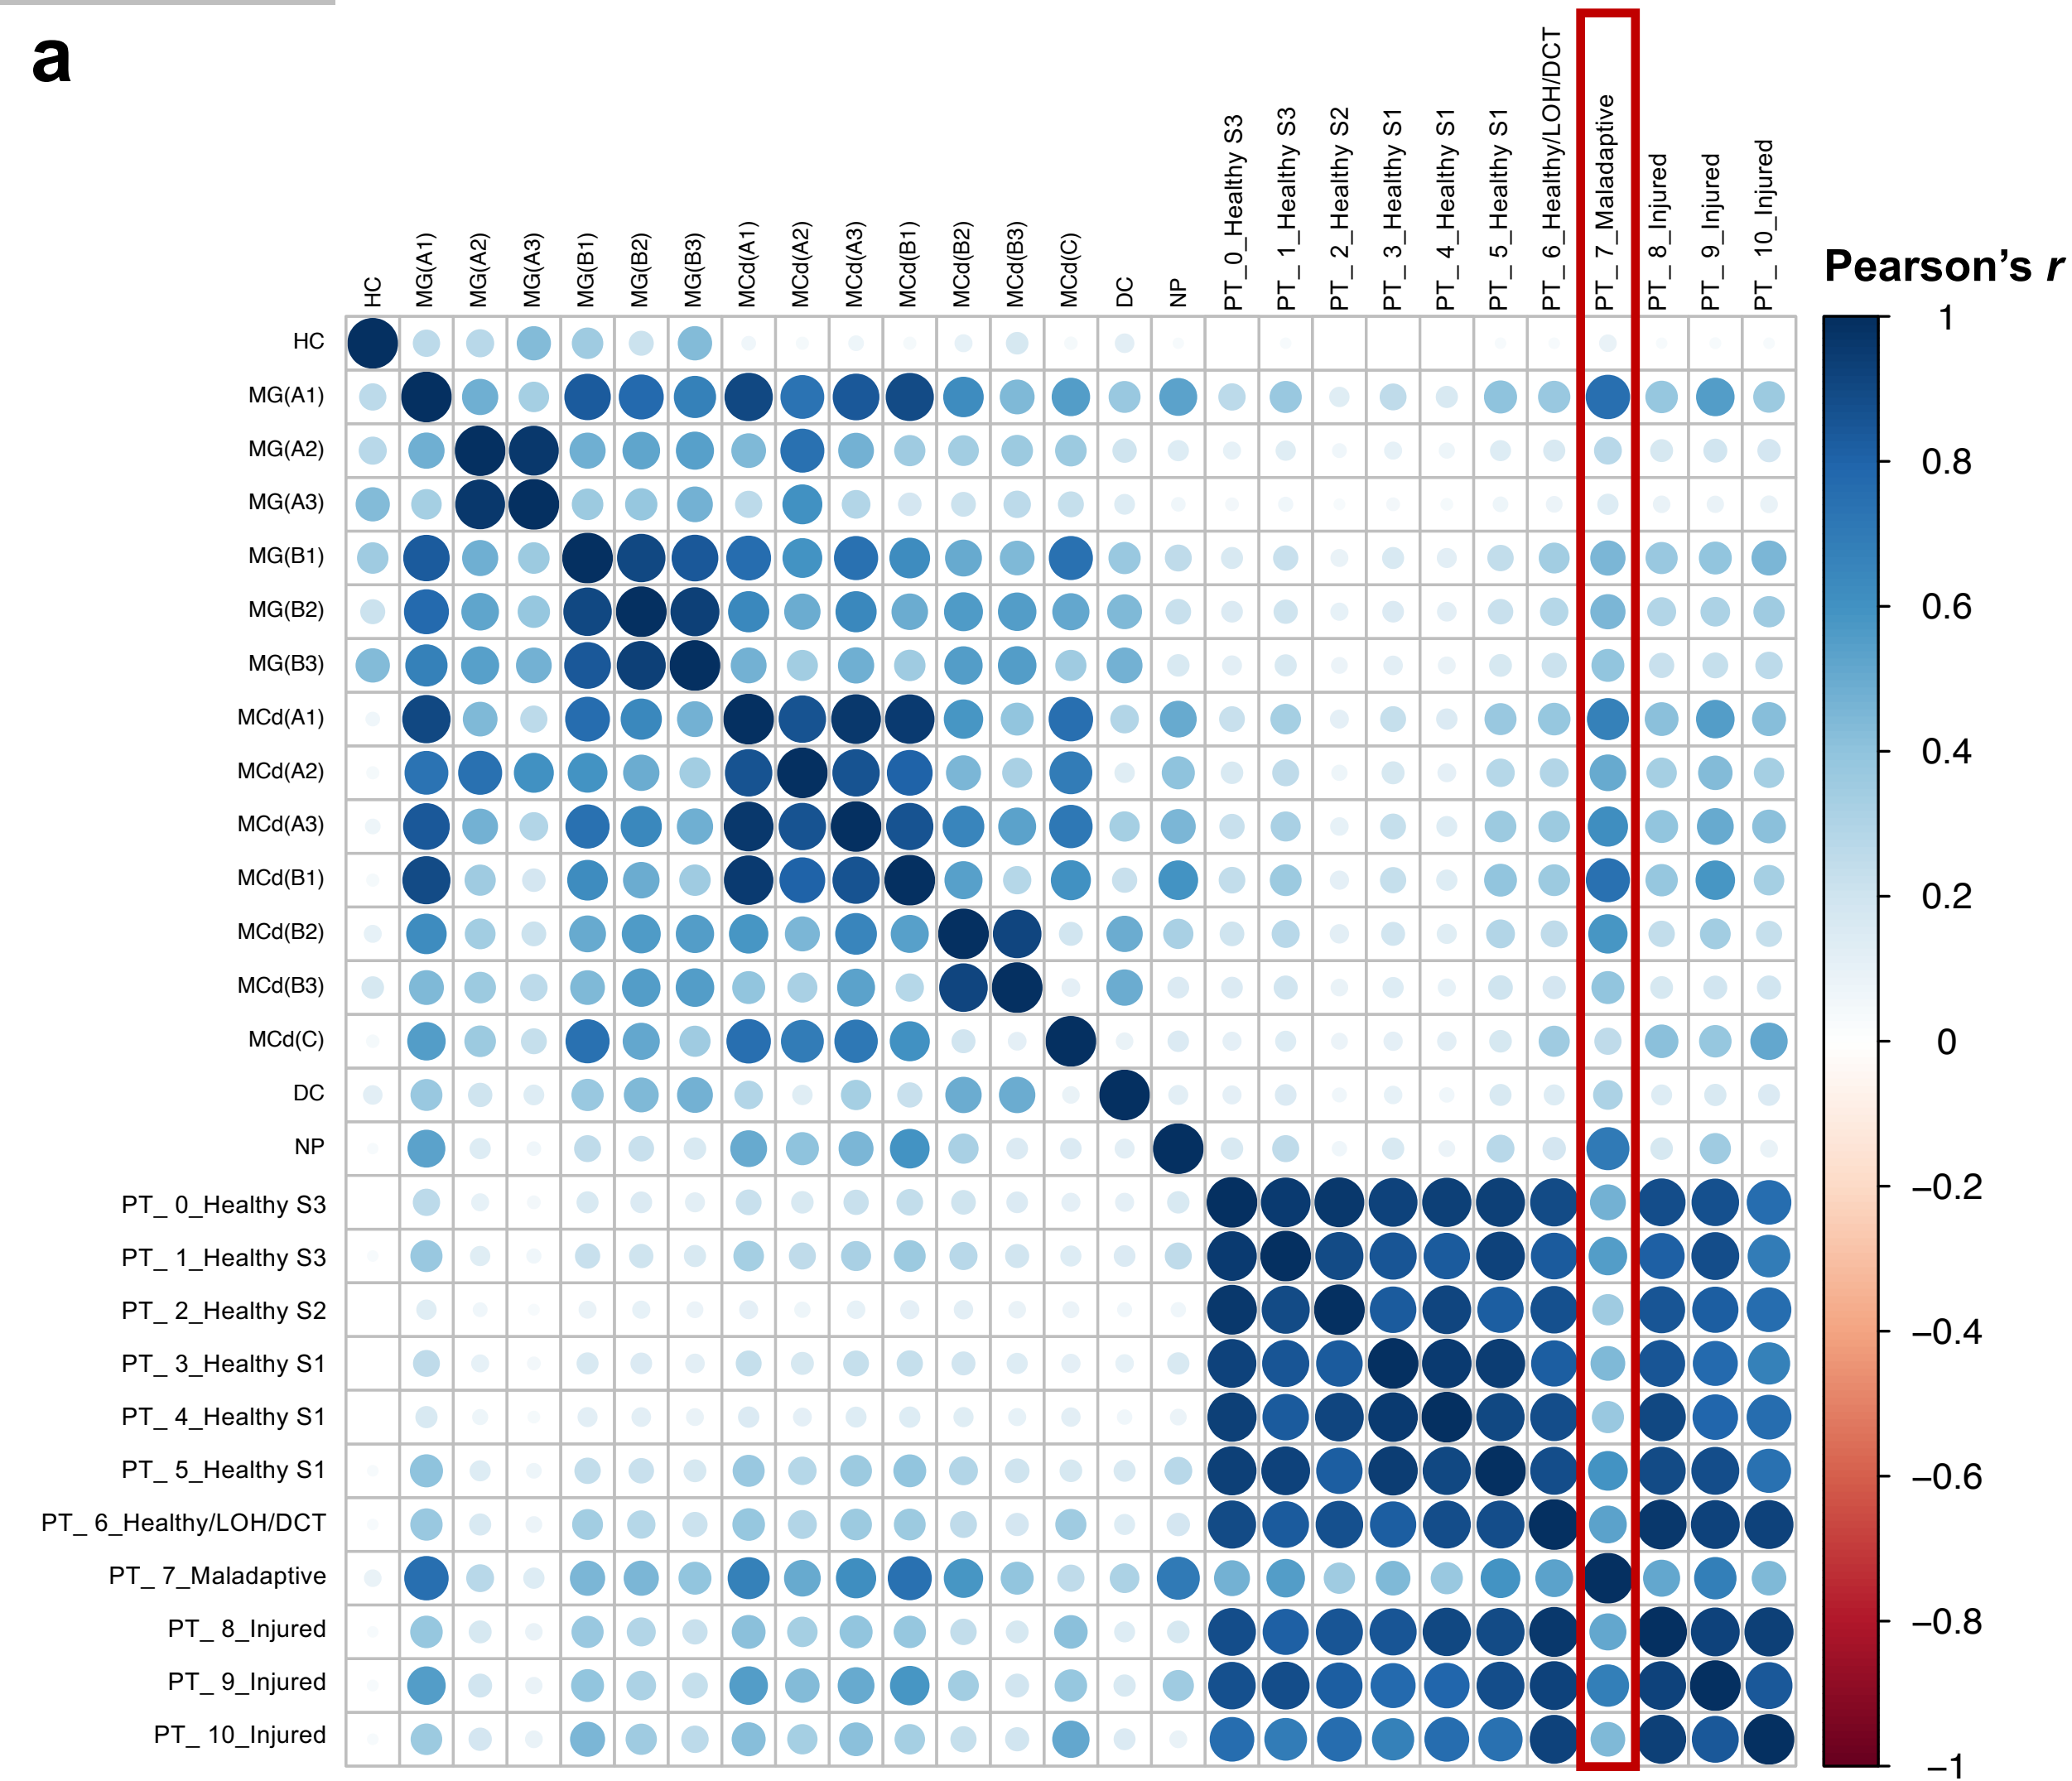

b

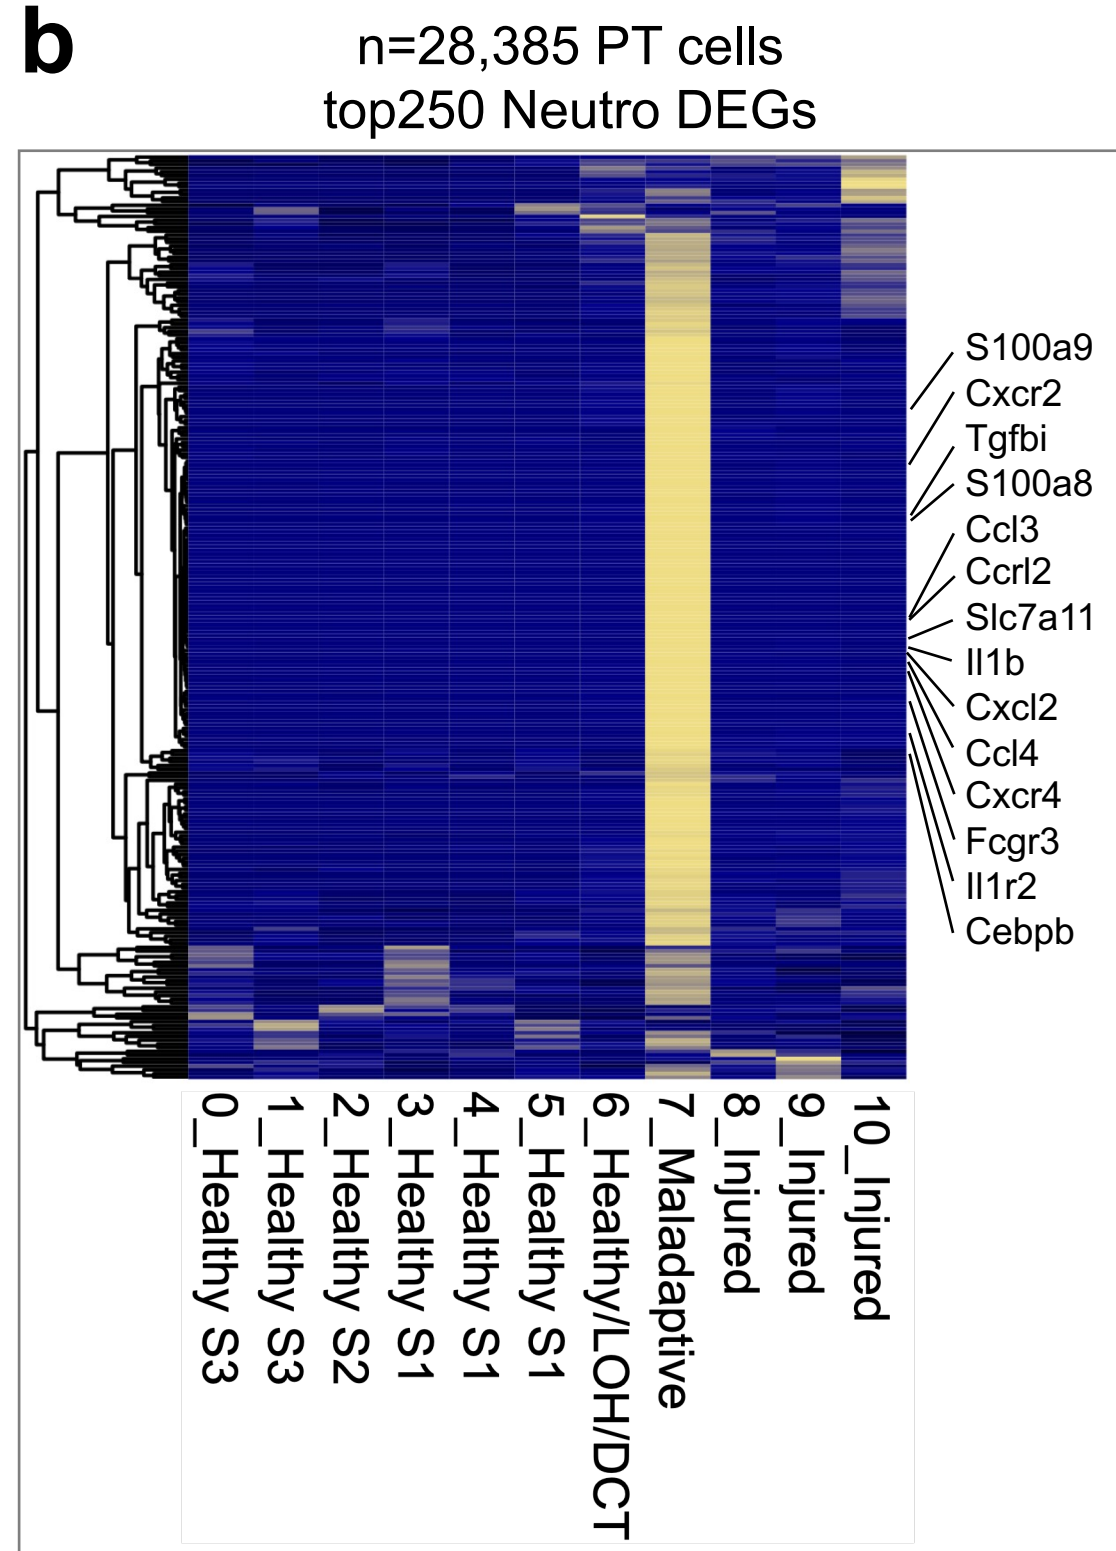

c

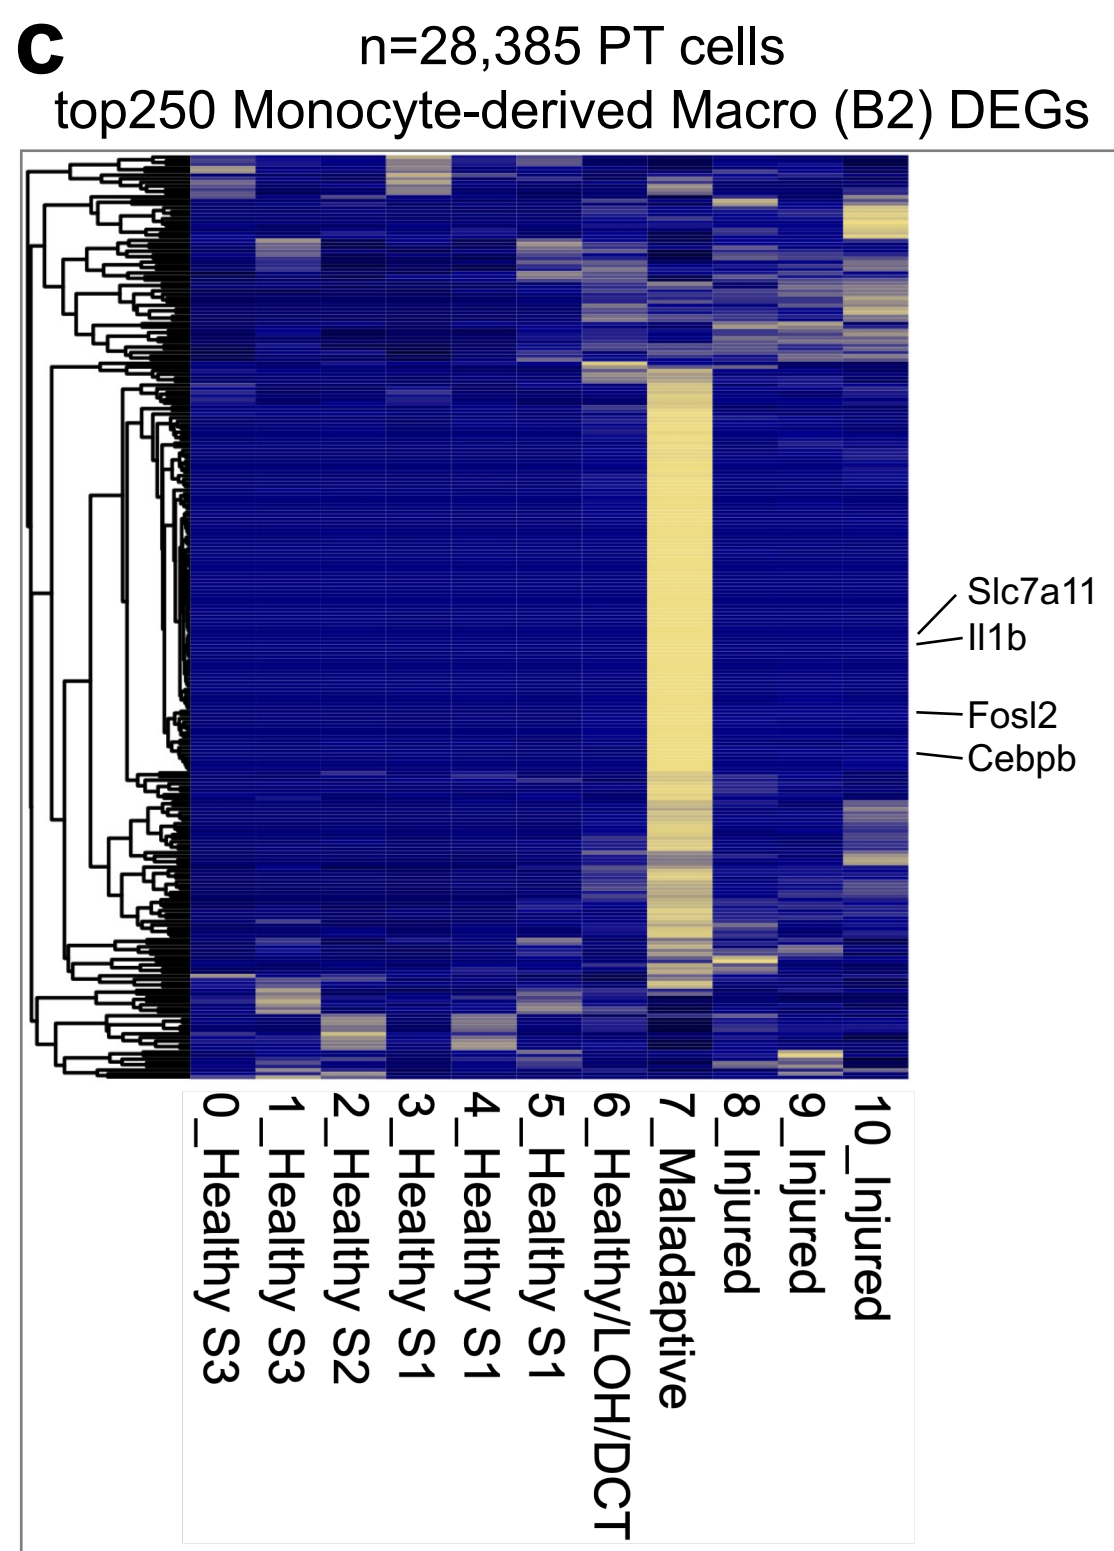

d

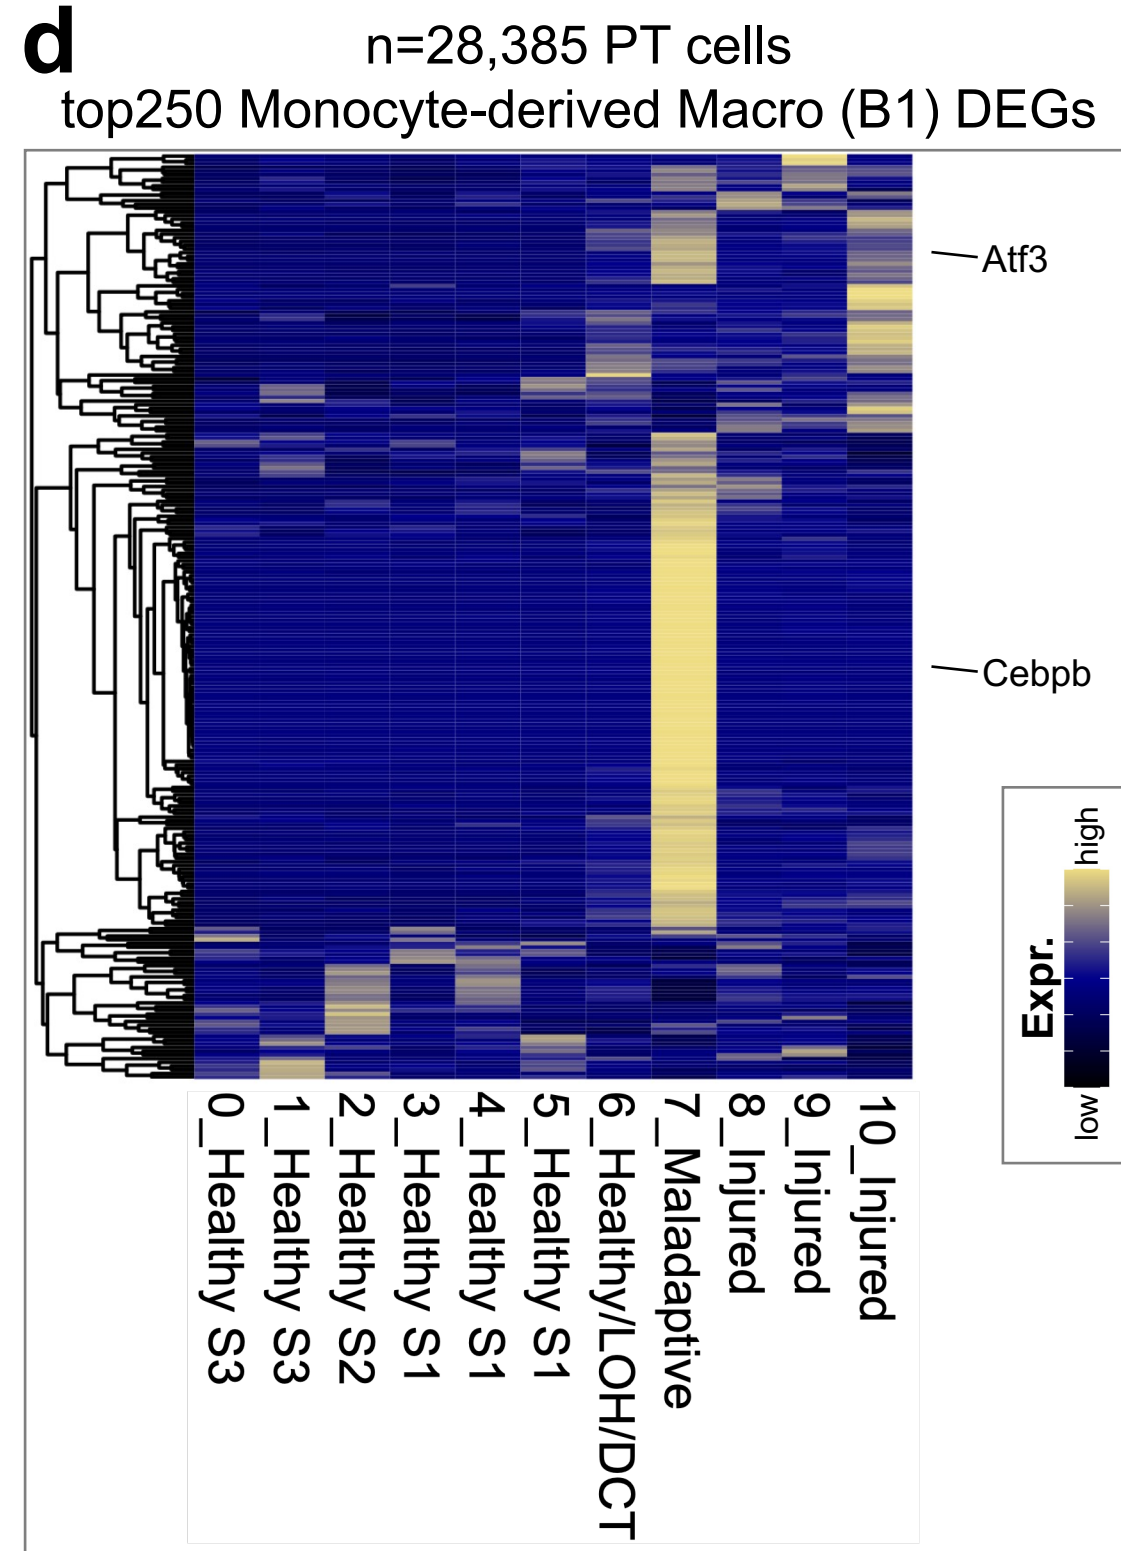

**Figure S15. Validation of myeloid phenotype of maladaptive PT cells.**

- (a) Correlation matrix visualizing Pearson correlation coefficients between average expressions of clusters from an external dataset of immune cells in spinal cord injury (Hamel et al.) and our PT subclusters. PT\_7\_Maladaptive gene signature correlates best with neutrophils (NP), monocyte-derived macrophages (MCd) B1 and B2, corresponding to different pseudotime points on a trajectory characterized by cell death.
- (b-d) Heatmaps visualizing gene expression in 11 subclusters of 28,385 PT cells of marker genes from an external dataset of immune cells in spinal cord injury (Hamel et al.). **(b)** depicts top 250 marker genes for neutrophils, **(c)** and **(d)** for monocyte-derived macrophages at different pseudotime points on a trajectory characterized by cell death.

**Fig. S16****a**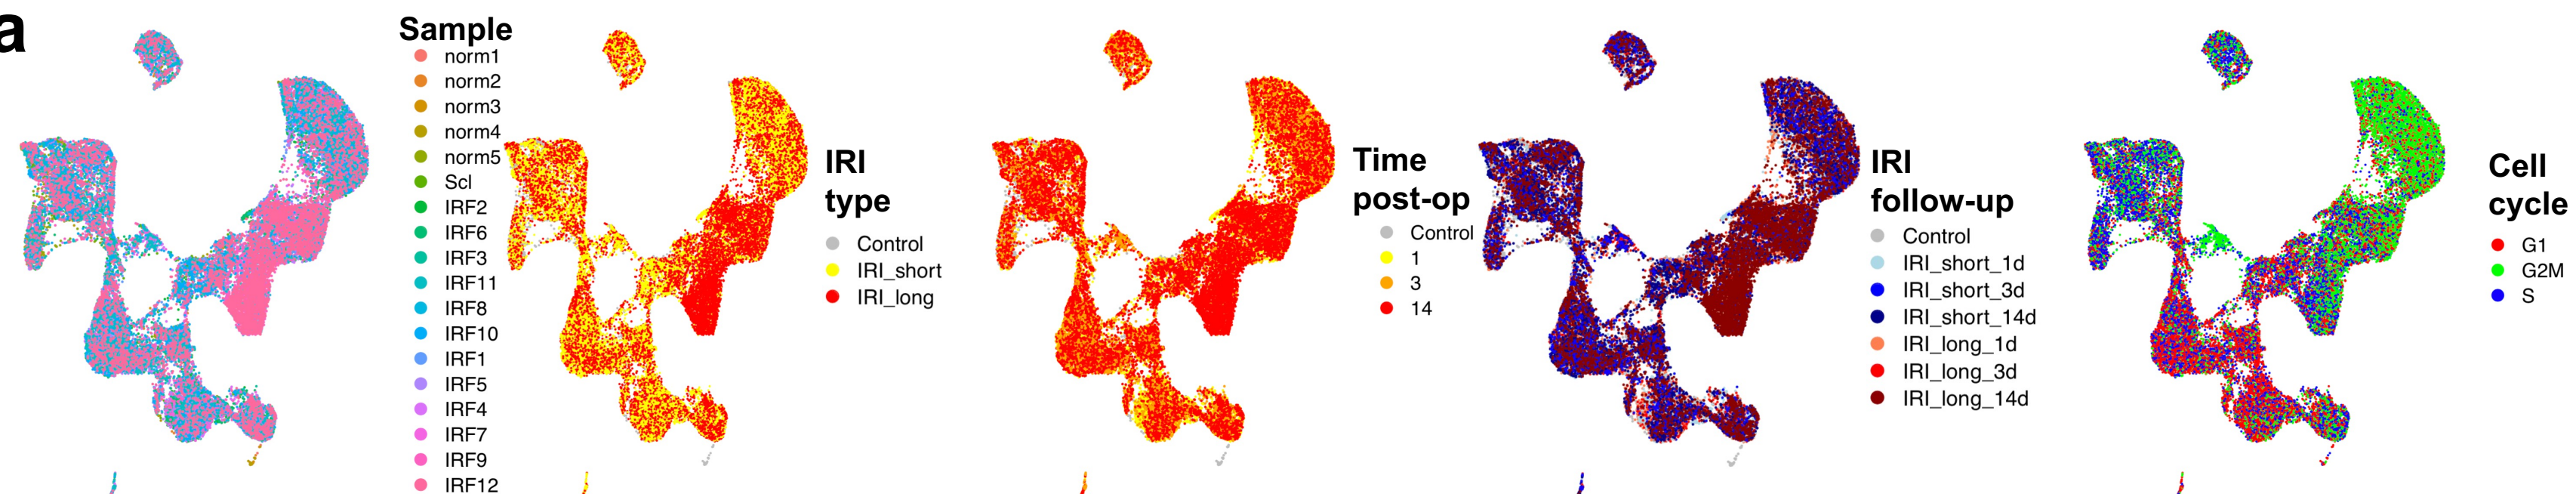**b**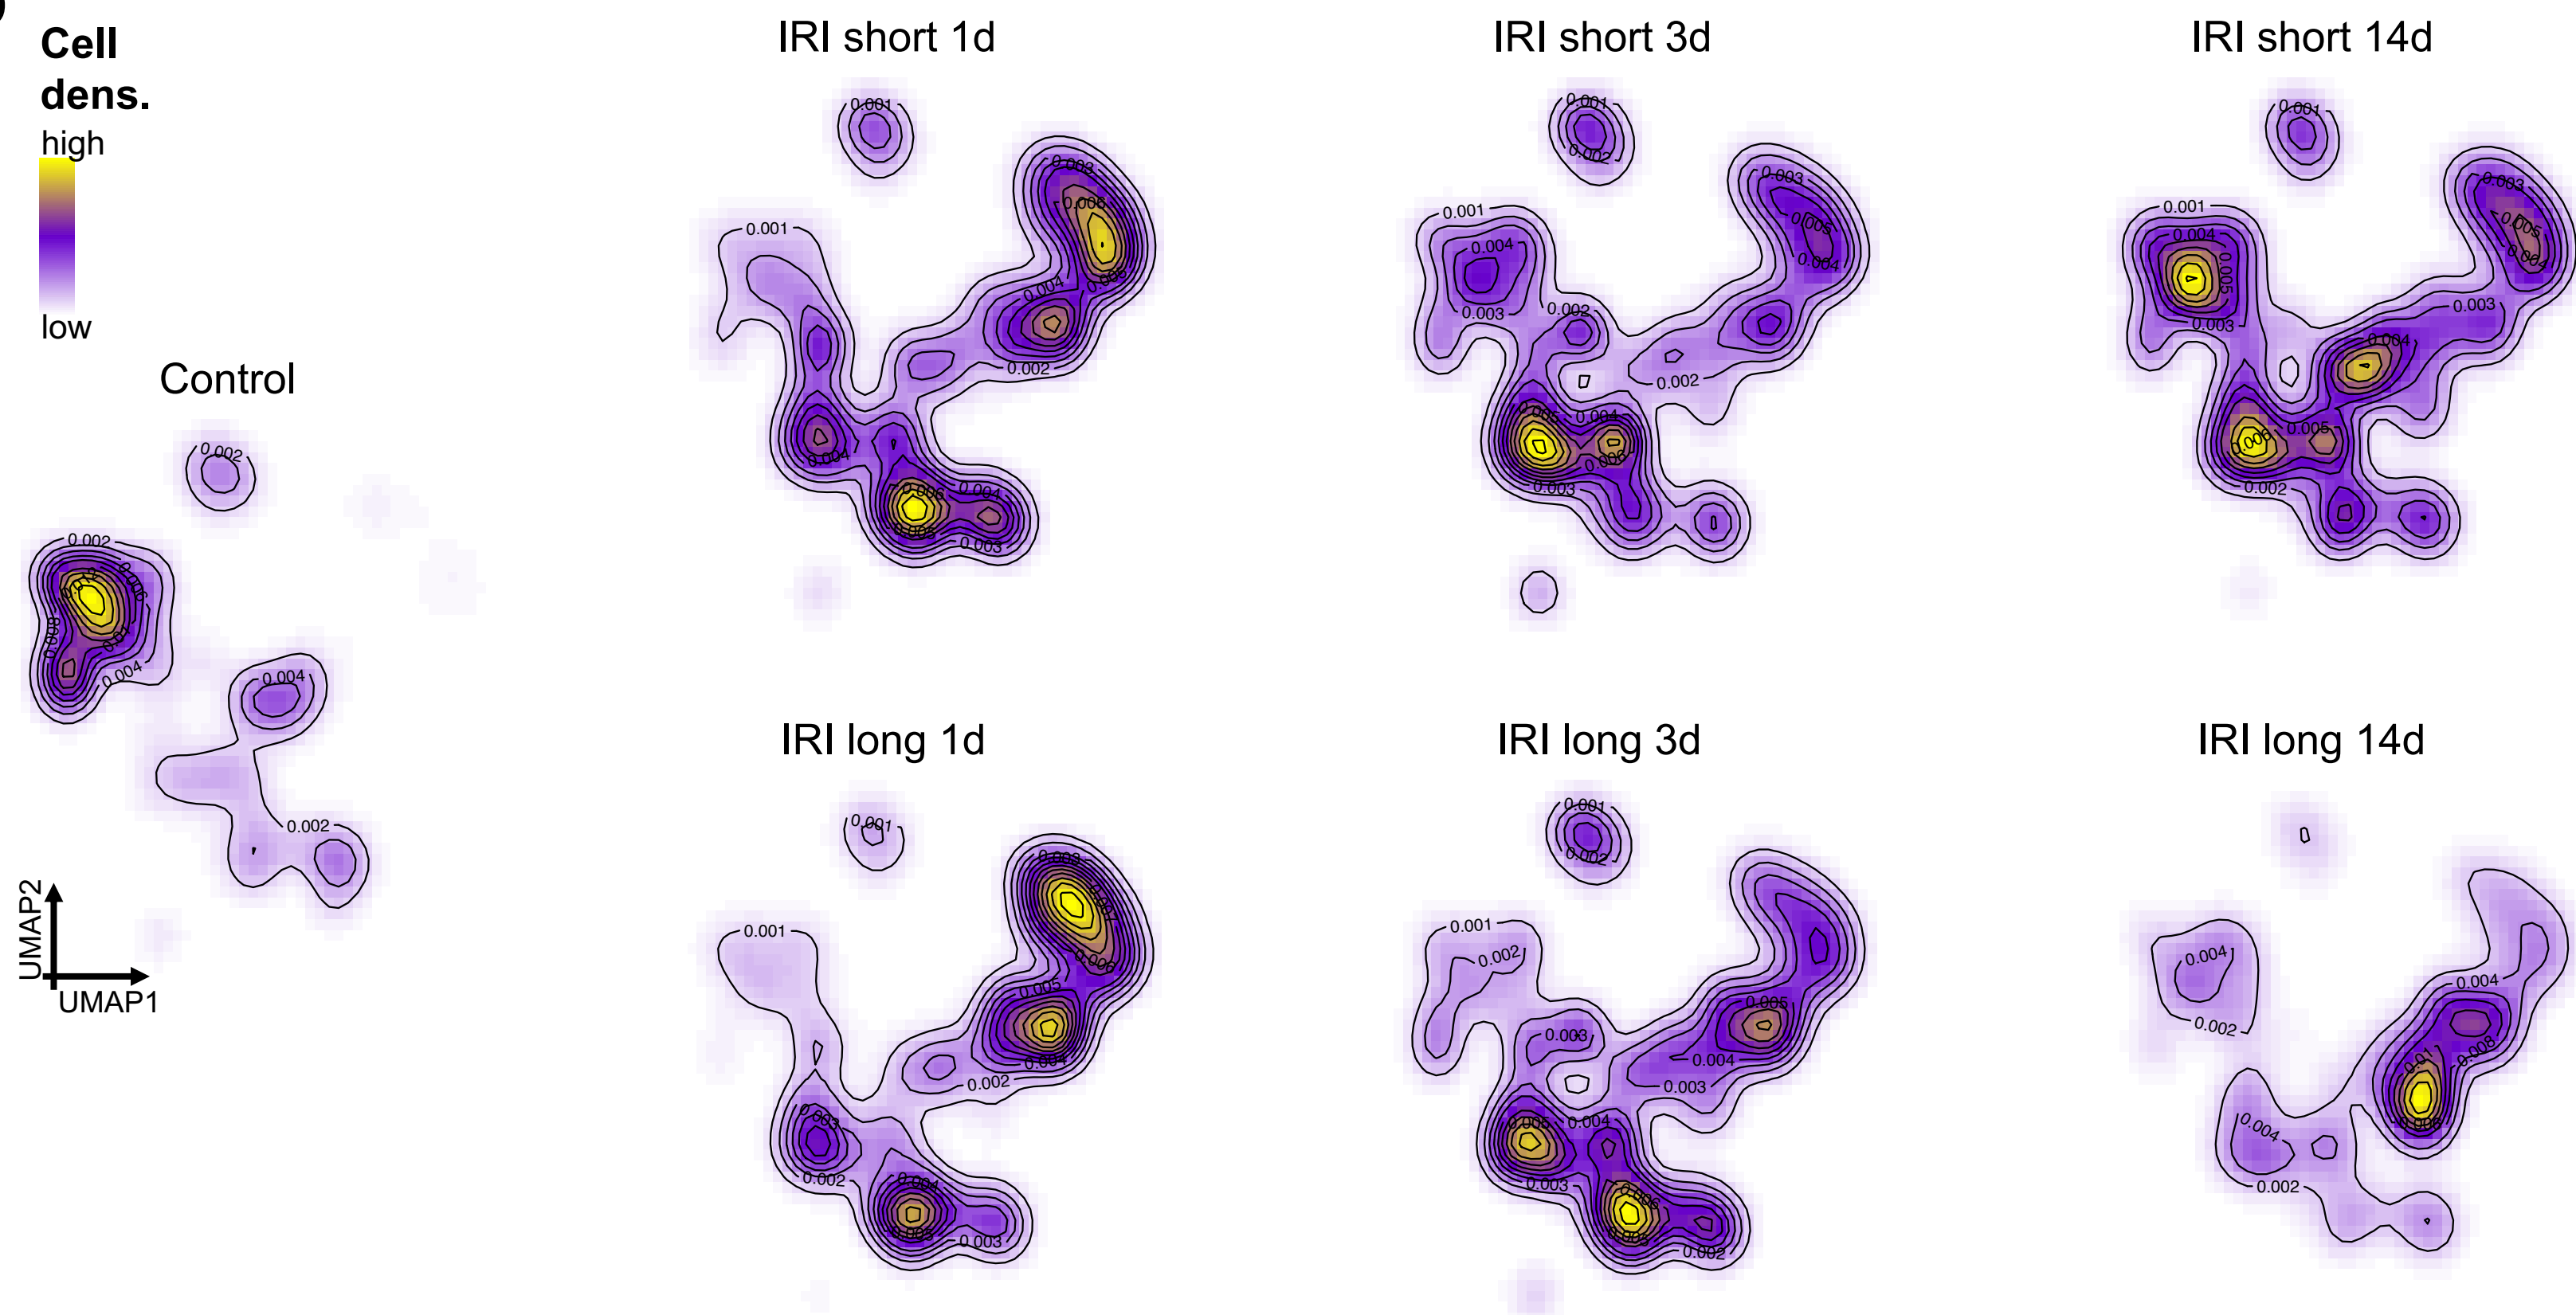**c**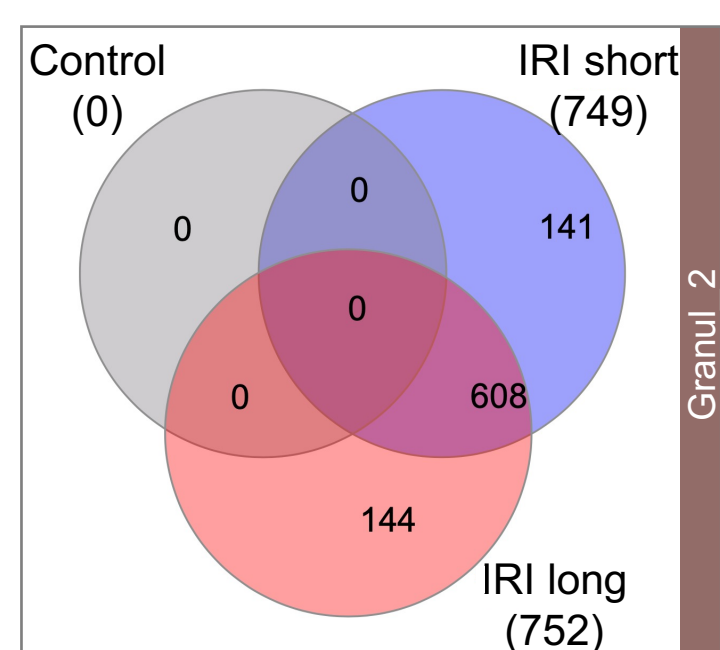**d**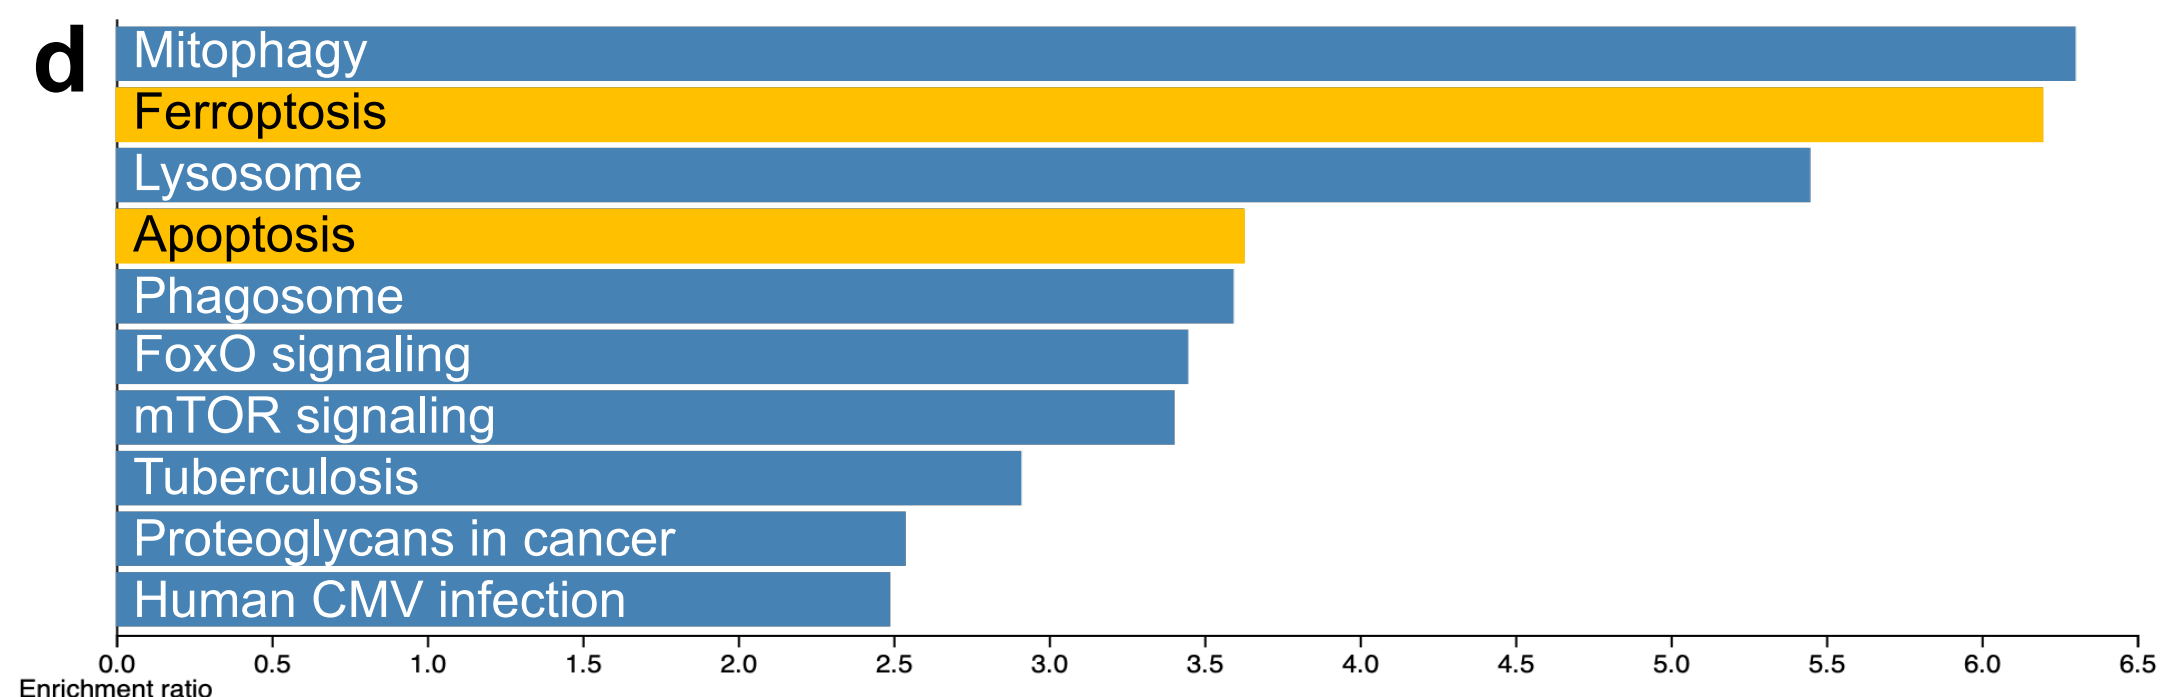**e**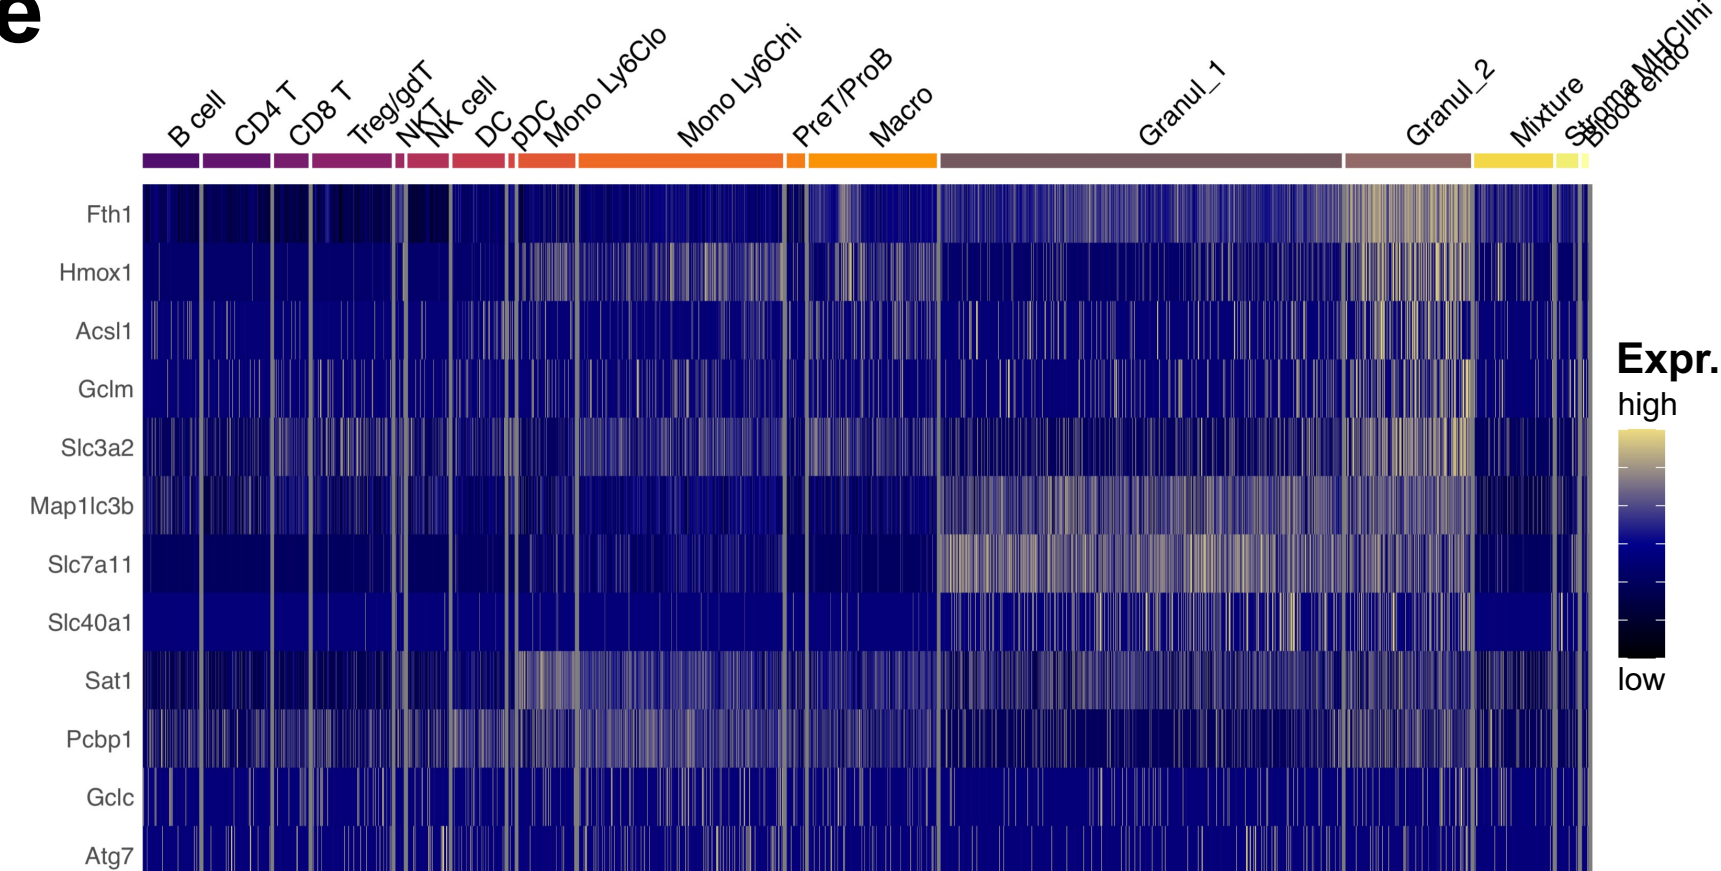**f**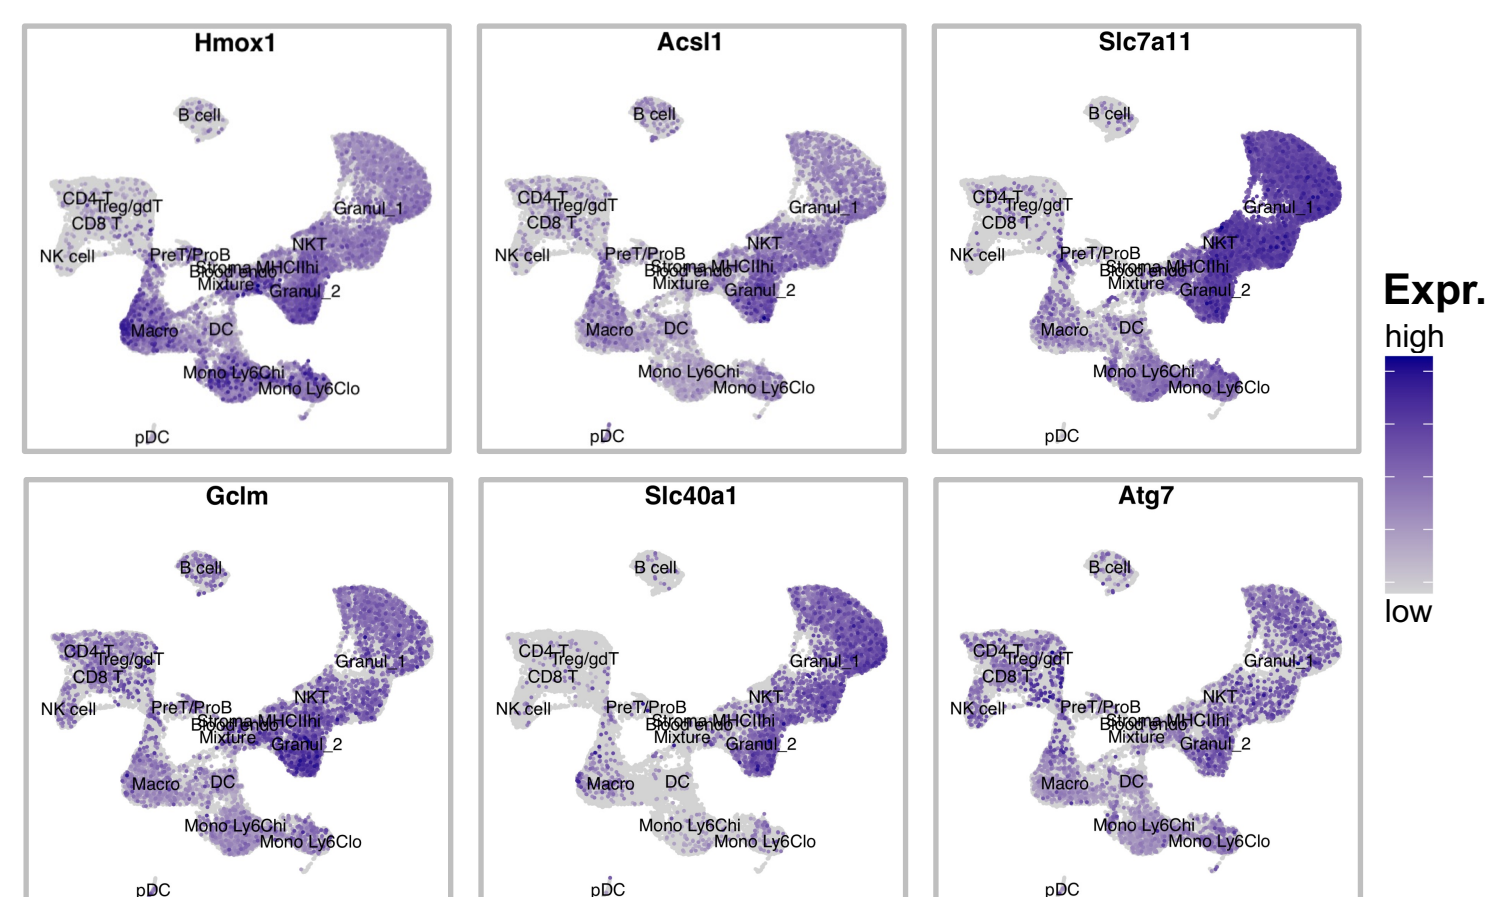

**Figure S16. Transcriptional atlas of immune cells in acutely injured kidneys.**

- (a) UMAP projection of 45,327 immune cells of n=6 controls, n=6 short IRI and n=6 long IRI samples colored by sample, IRI type (Control, short IRI, long IRI), time post-op (Control, 1d, 3d, 14d), IRI follow-up (Control, IRI short 1d, IRI short 3d, IRI short 14d, IRI long 1d, IRI long 3d, IRI long 14d), and cell cycle phase (G1, G2M, S).
- (b) Density plots visualizing changes in cell type proportions between different treatment groups.
- (c) Venn diagram visualizing the number of DEGs from Granul\_2 cluster, respectively, and their overlap according to treatment group (Control; IRI short; IRI long). Healthy Control samples did not contribute a single cell to Granul\_2 cluster.
- (d) Gene ontology (GO) terms analysis for DEGs from Granul\_2 cluster in **(b)** yielded high enrichment ratios for cell death pathways such as ferroptosis and apoptosis, respectively.
- (e) Heatmap showing the expression of genes known to be involved in ferroptosis by immune cell type. Note the enrichment of myeloid clusters, especially Granul\_2, for high expressing cells.
- (f) Corresponding feature plots visualizing the expression of select examples from **(d)** in the joint UMAP embedding space.

Fig. S17

a

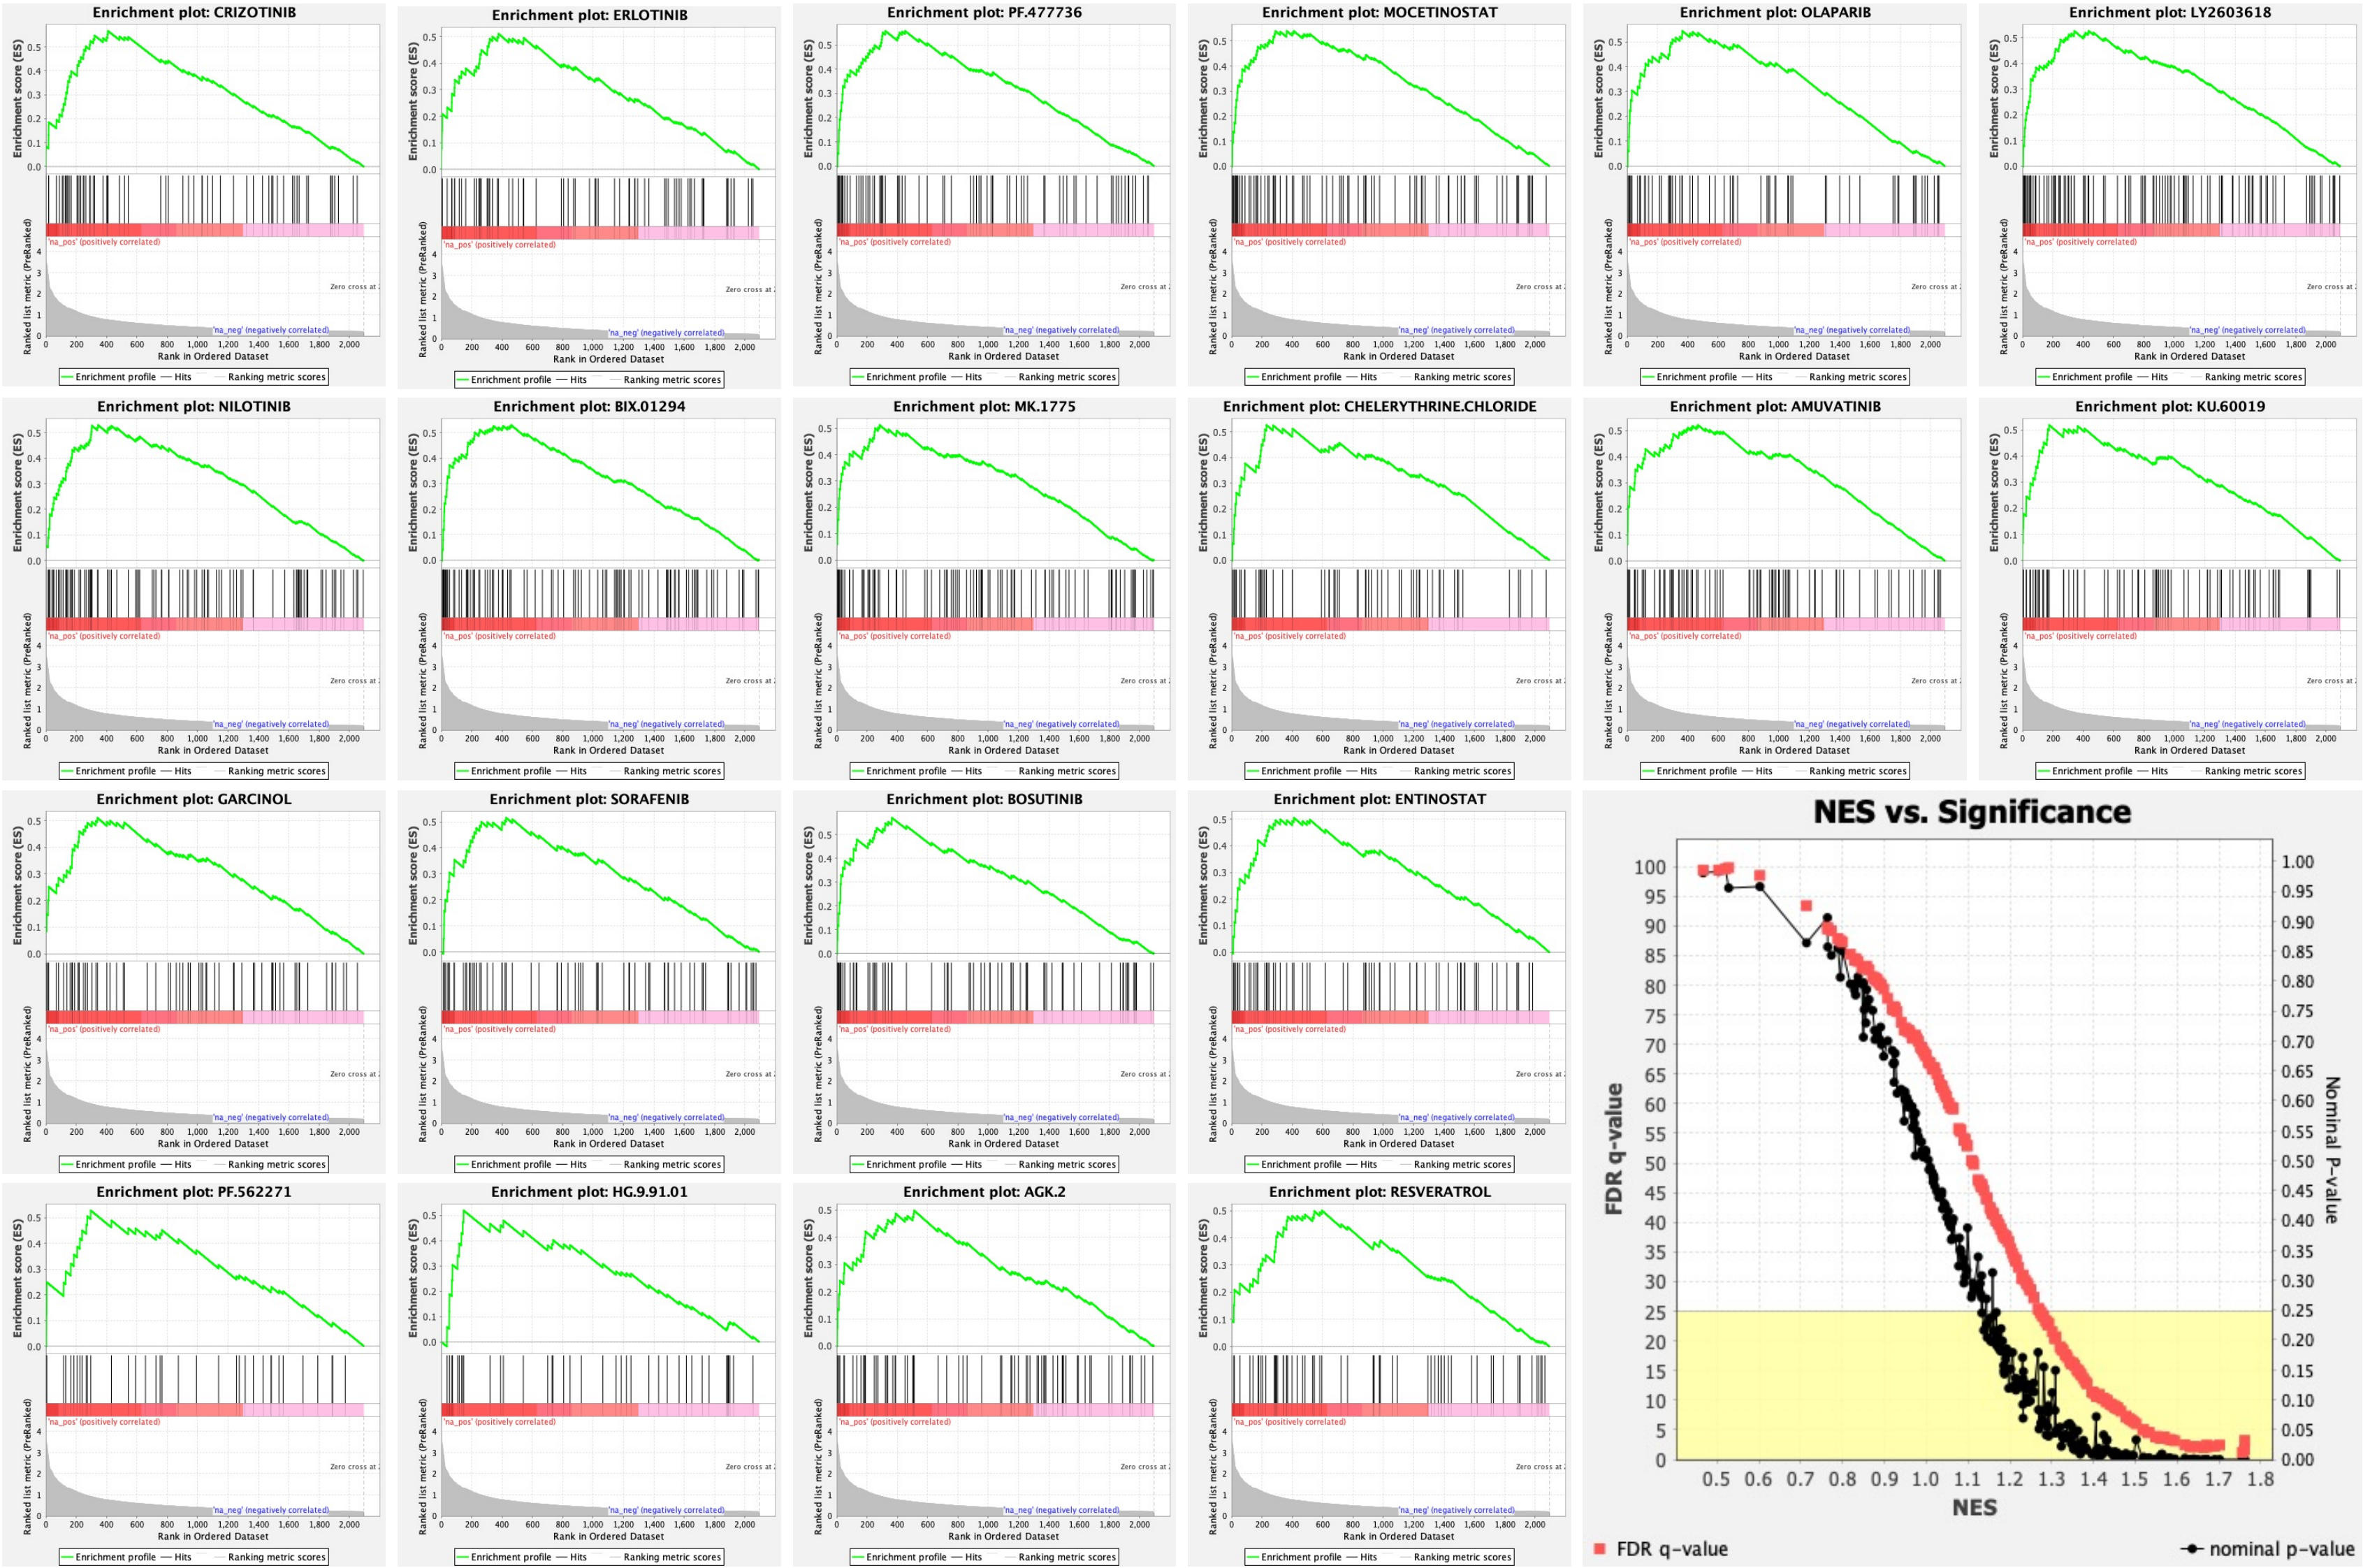

b

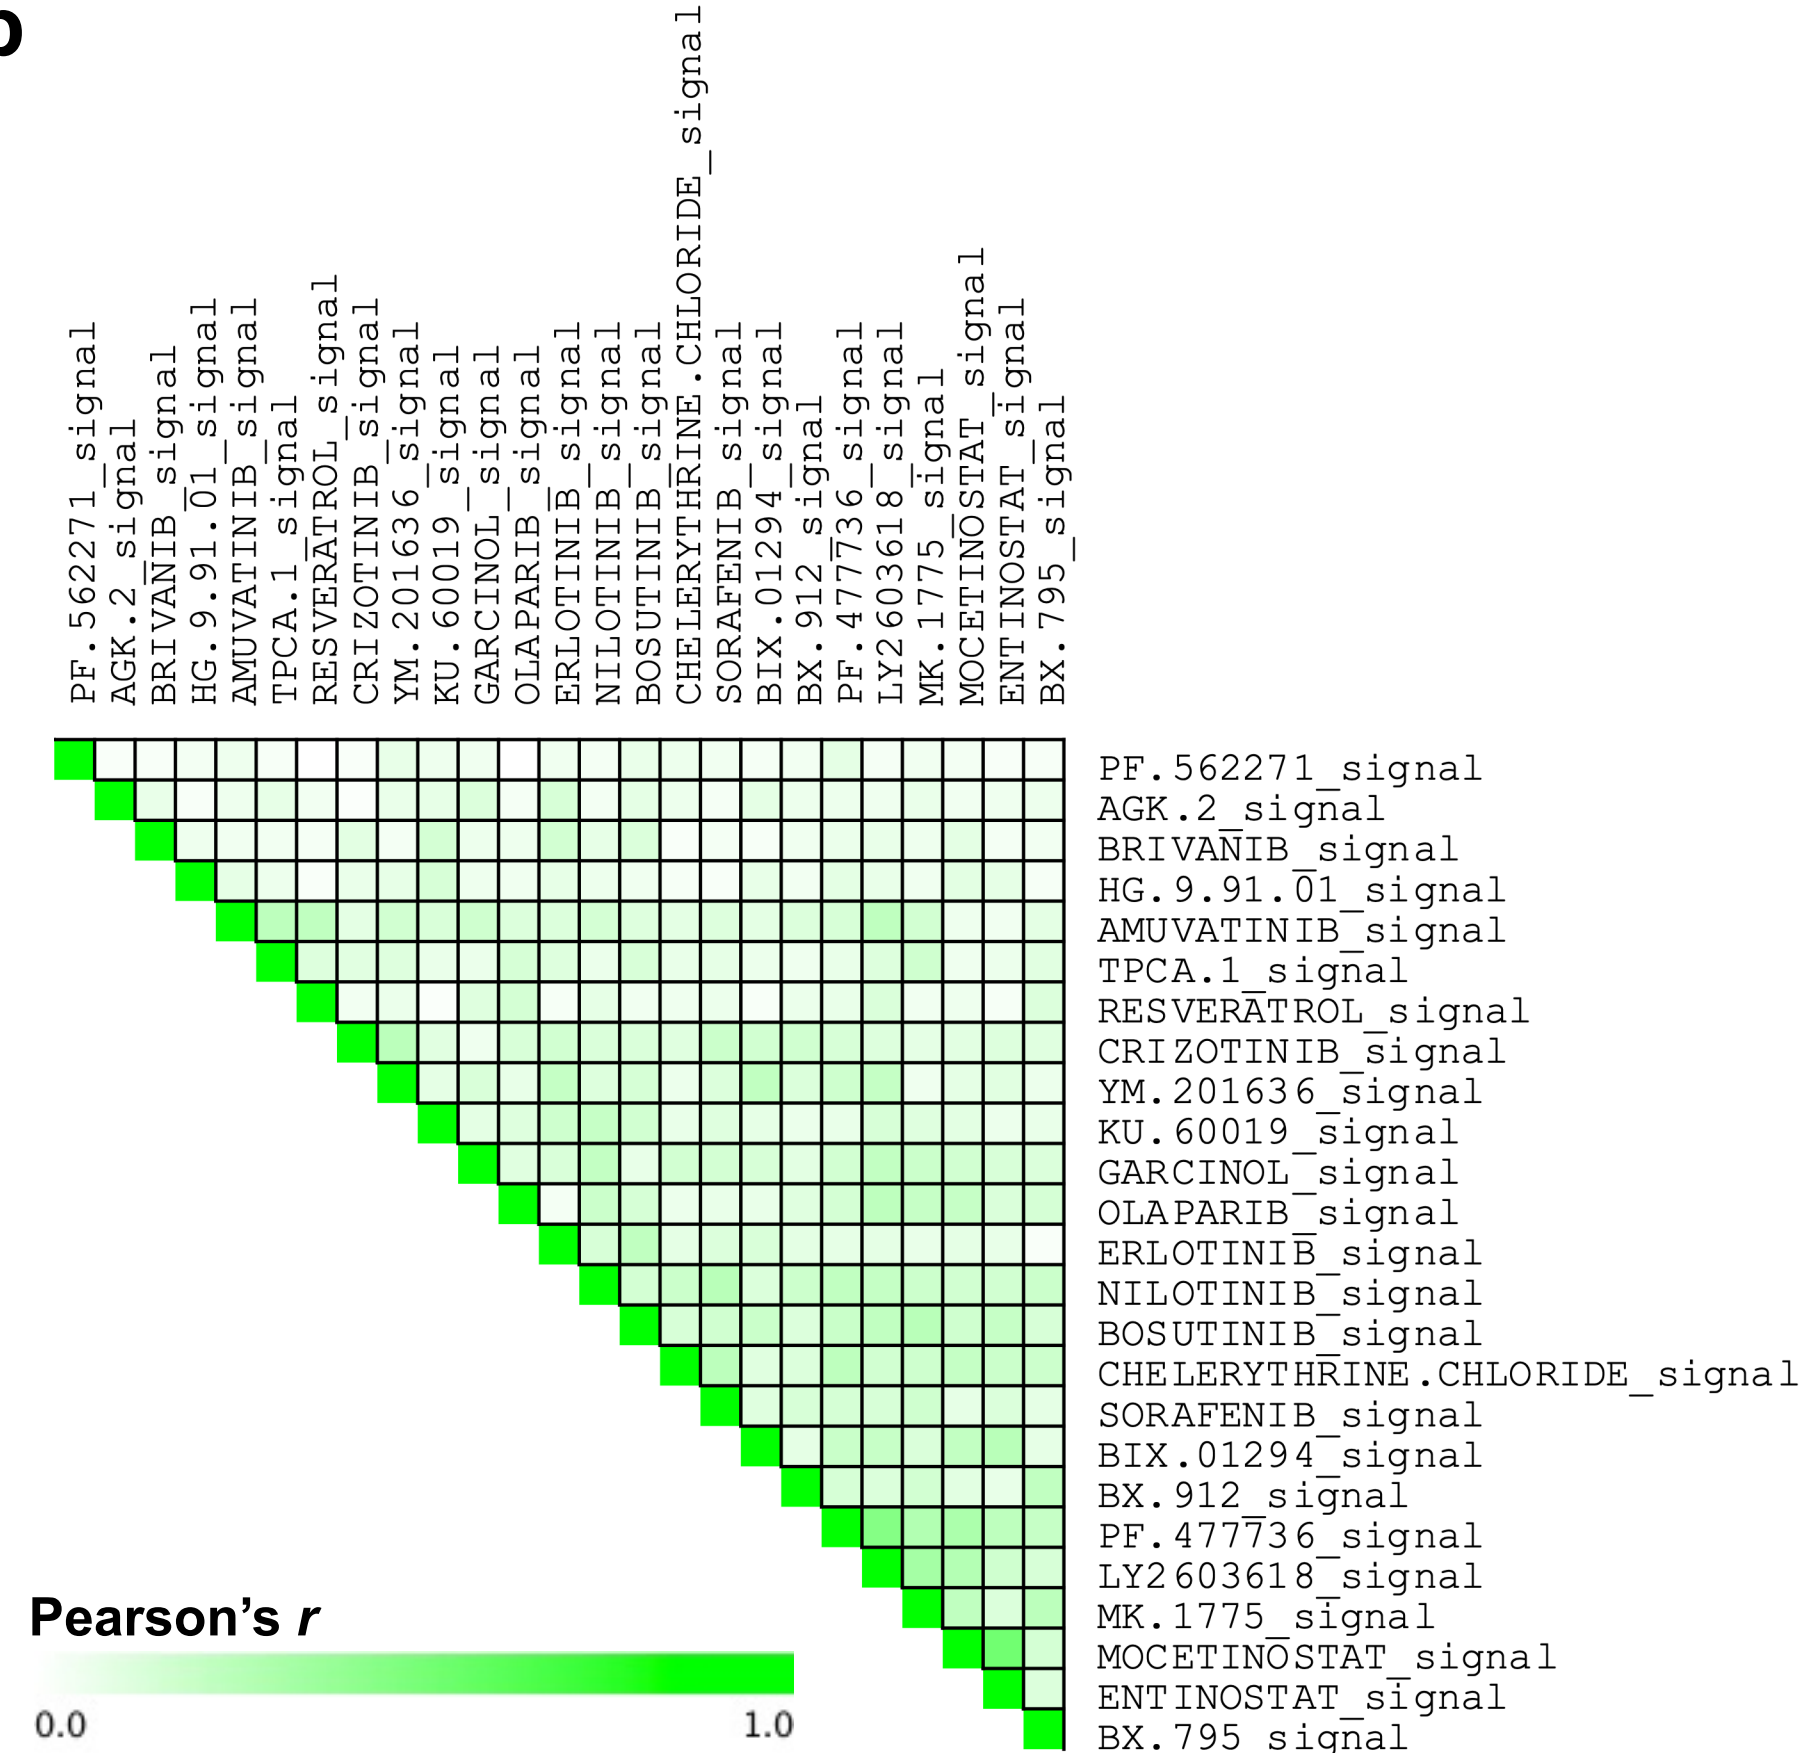

**Figure S17. Gene set enrichment analysis (GSEA) of maladaptive DEGs within drug response lists.**

- (a) GSEA plots of top 20 drug response patterns overlapping with pre-ranked maladaptive DEGs (Methods). Large subpanel x axis denotes normalized enrichment score (NES), y axis denotes FDR q-value of all tested drug response patterns.
- (b) Correlation matrix of top 25 positively enriched drug response patterns.

**Fig. S18**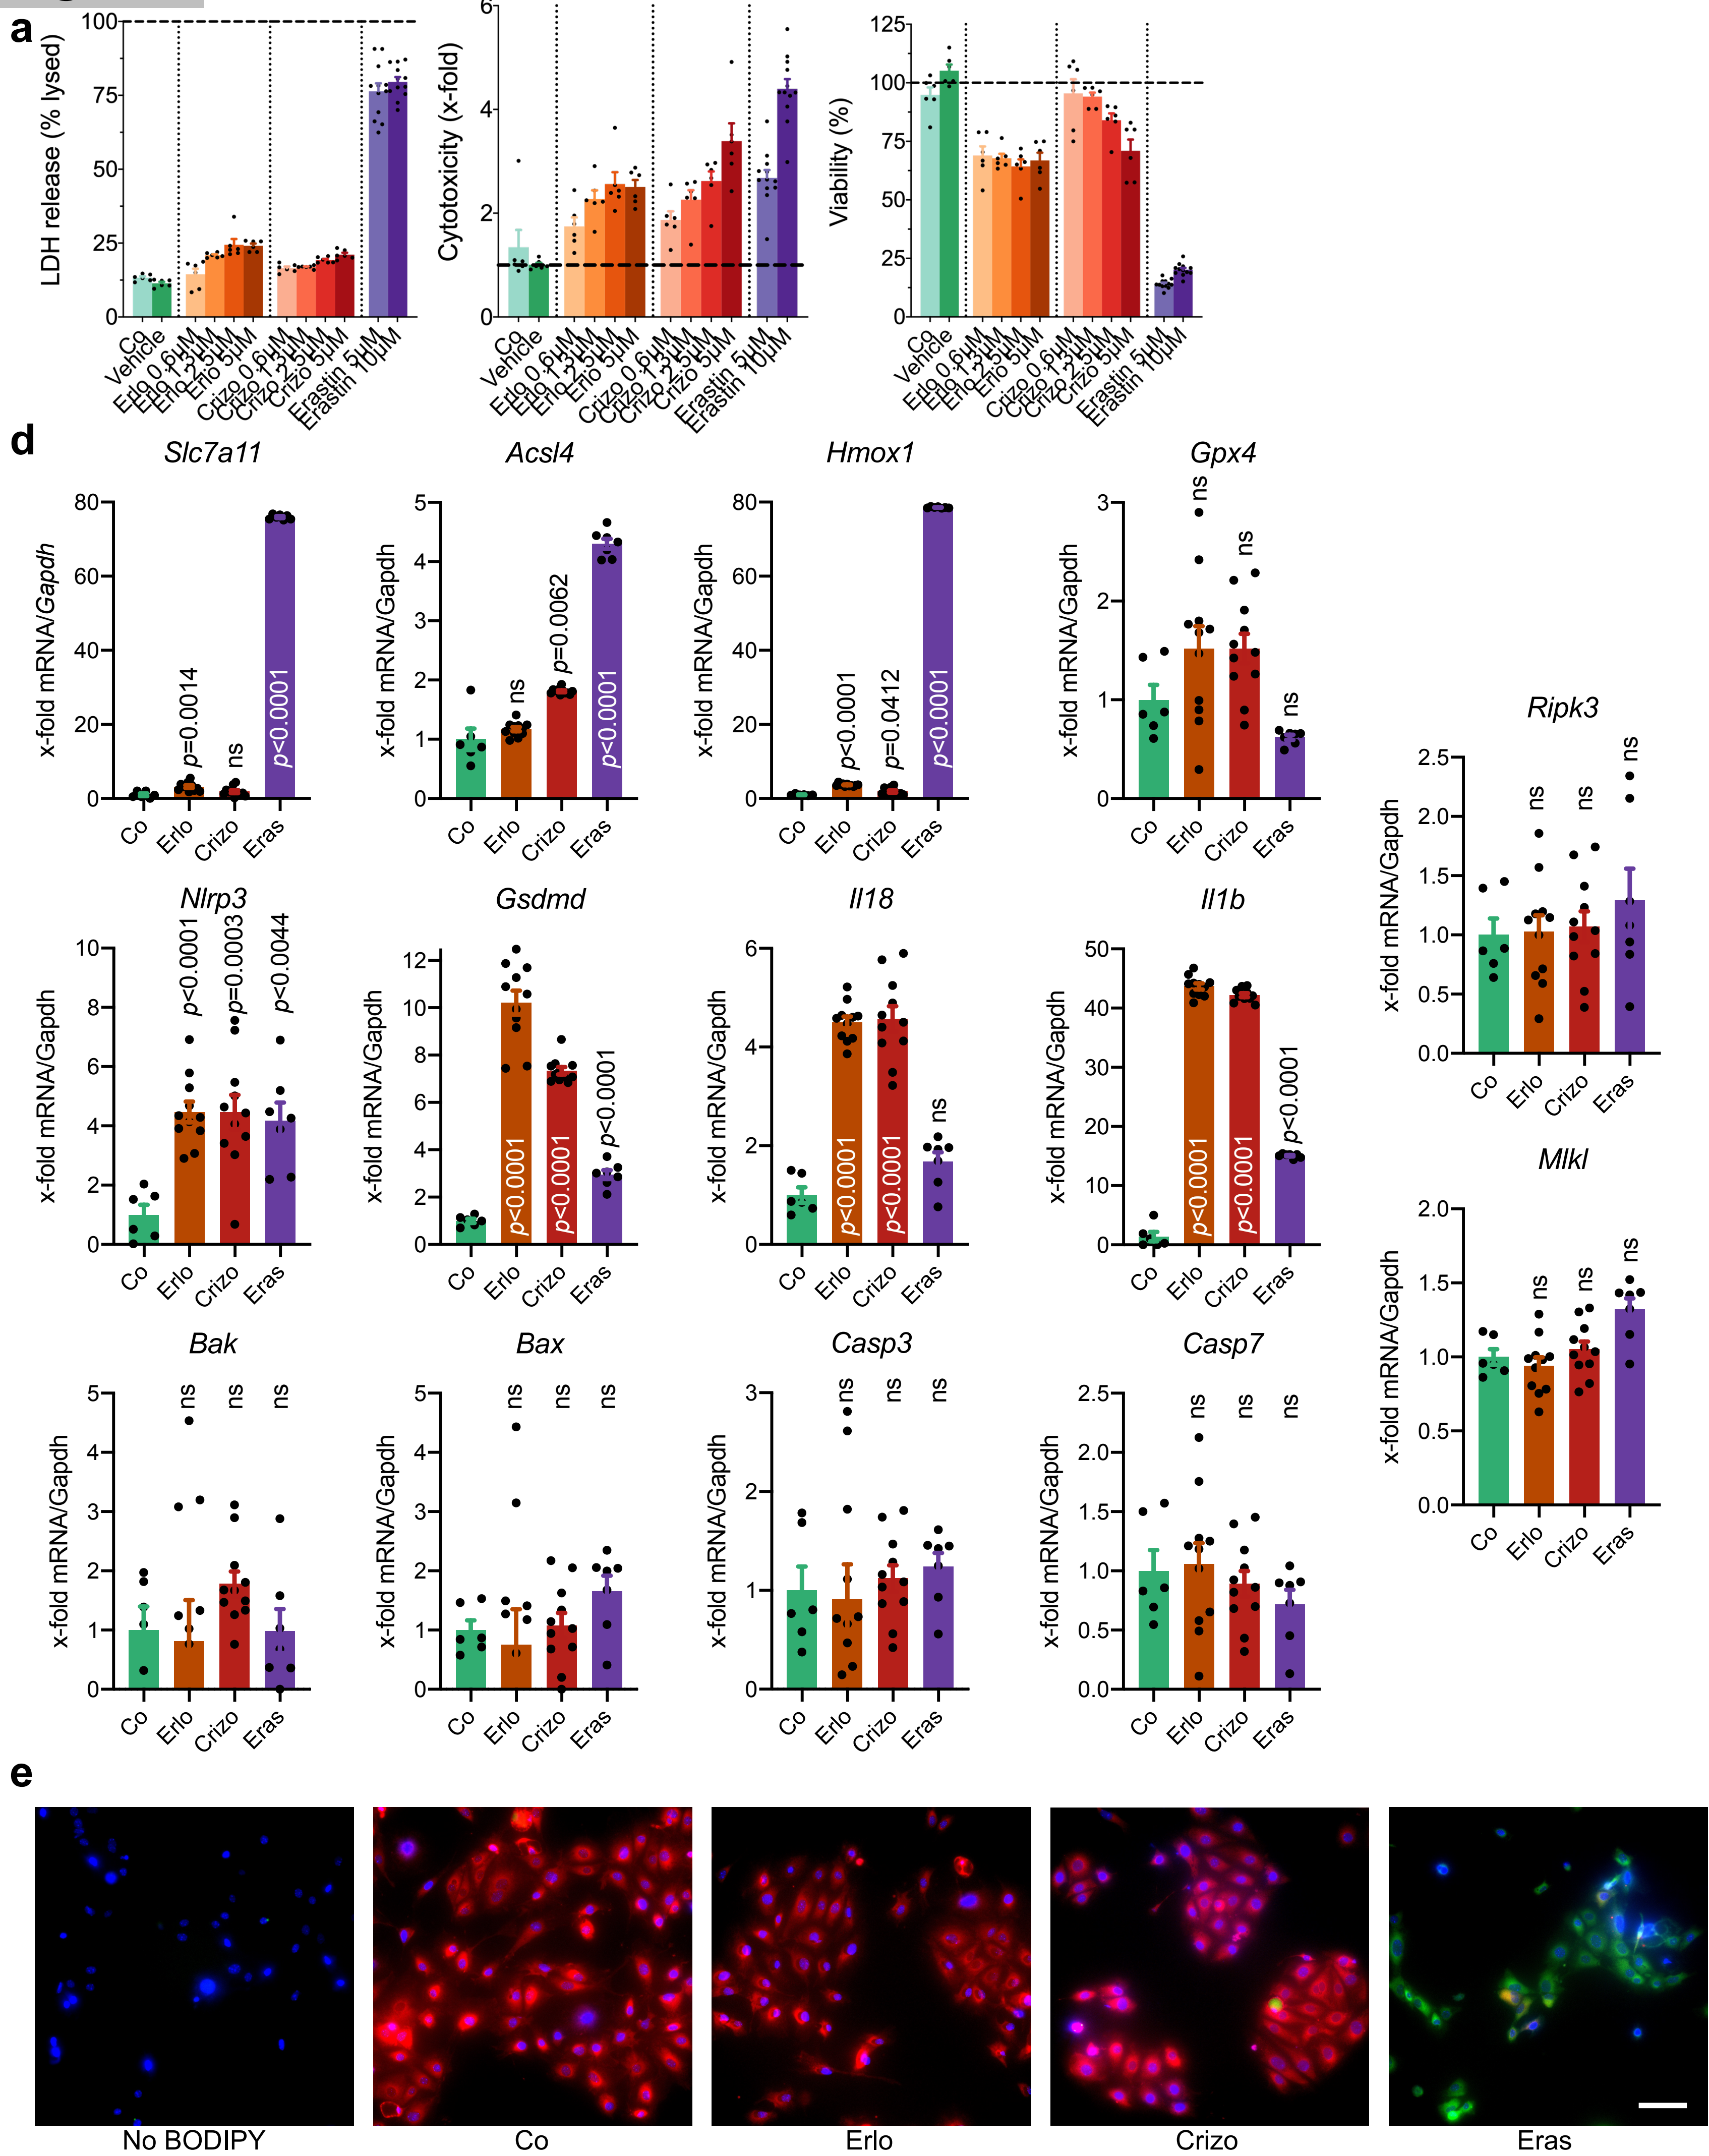

**Figure S18. Erlotinib and crizotinib induced pyroptosis, not ferroptosis, apoptosis, or necroptosis in primary mouse tubular epithelial cell culture *in vitro*.**

- (a-c) Lactate dehydrogenase (LDH) release, cytotoxicity, and viability of primary mouse tubular epithelial cells treated for 24 h with culture media only (control, Co), vehicle, erlotinib, crizotinib, and ferroptosis inducer erastin, respectively. LDH release is given as percentage of maximum LDH release in fully lysed cells, cytotoxicity and viability are normalized to Co and vehicle groups; n=2 independent experiments; means  $\pm$  SEM. 5  $\mu$ M concentrations were hence used for further experiments.
- (d) Relative mRNA levels of ferroptosis (*Slc7a11*, *Acs14*, *Hmox1*, *Gpx4*), pyroptosis (*Nlrp3*, *Gsdmd*, *Il18*, *Il1b*), apoptosis (*Bak*, *Bax*, *Casp3*, *Casp7*), and necroptosis markers (*Ripk3*, *Mlkl*), respectively, after treatment of cells for 24 h with 5  $\mu$ M concentrations of DMSO as vehicle (Co), erlotinib (Erlo), crizotinib (crizo), and erastin (Eras), respectively; *Gapdh* was used as reference gene; n=3 independent experiments; means  $\pm$  SEM; p values are given for comparisons to control (Co) using Browne-Forsythe and Welch ANOVA (Dunnett corrected).
- (e) Representative live cell images representative of n=3 independent experiments after staining with BODIPY 581/591 C11. Color change from red to green indicates lipid peroxidation, a hallmark of ferroptosis; blue color denotes Hoechst; scale bar = 50  $\mu$ m.

**Fig. S19****a**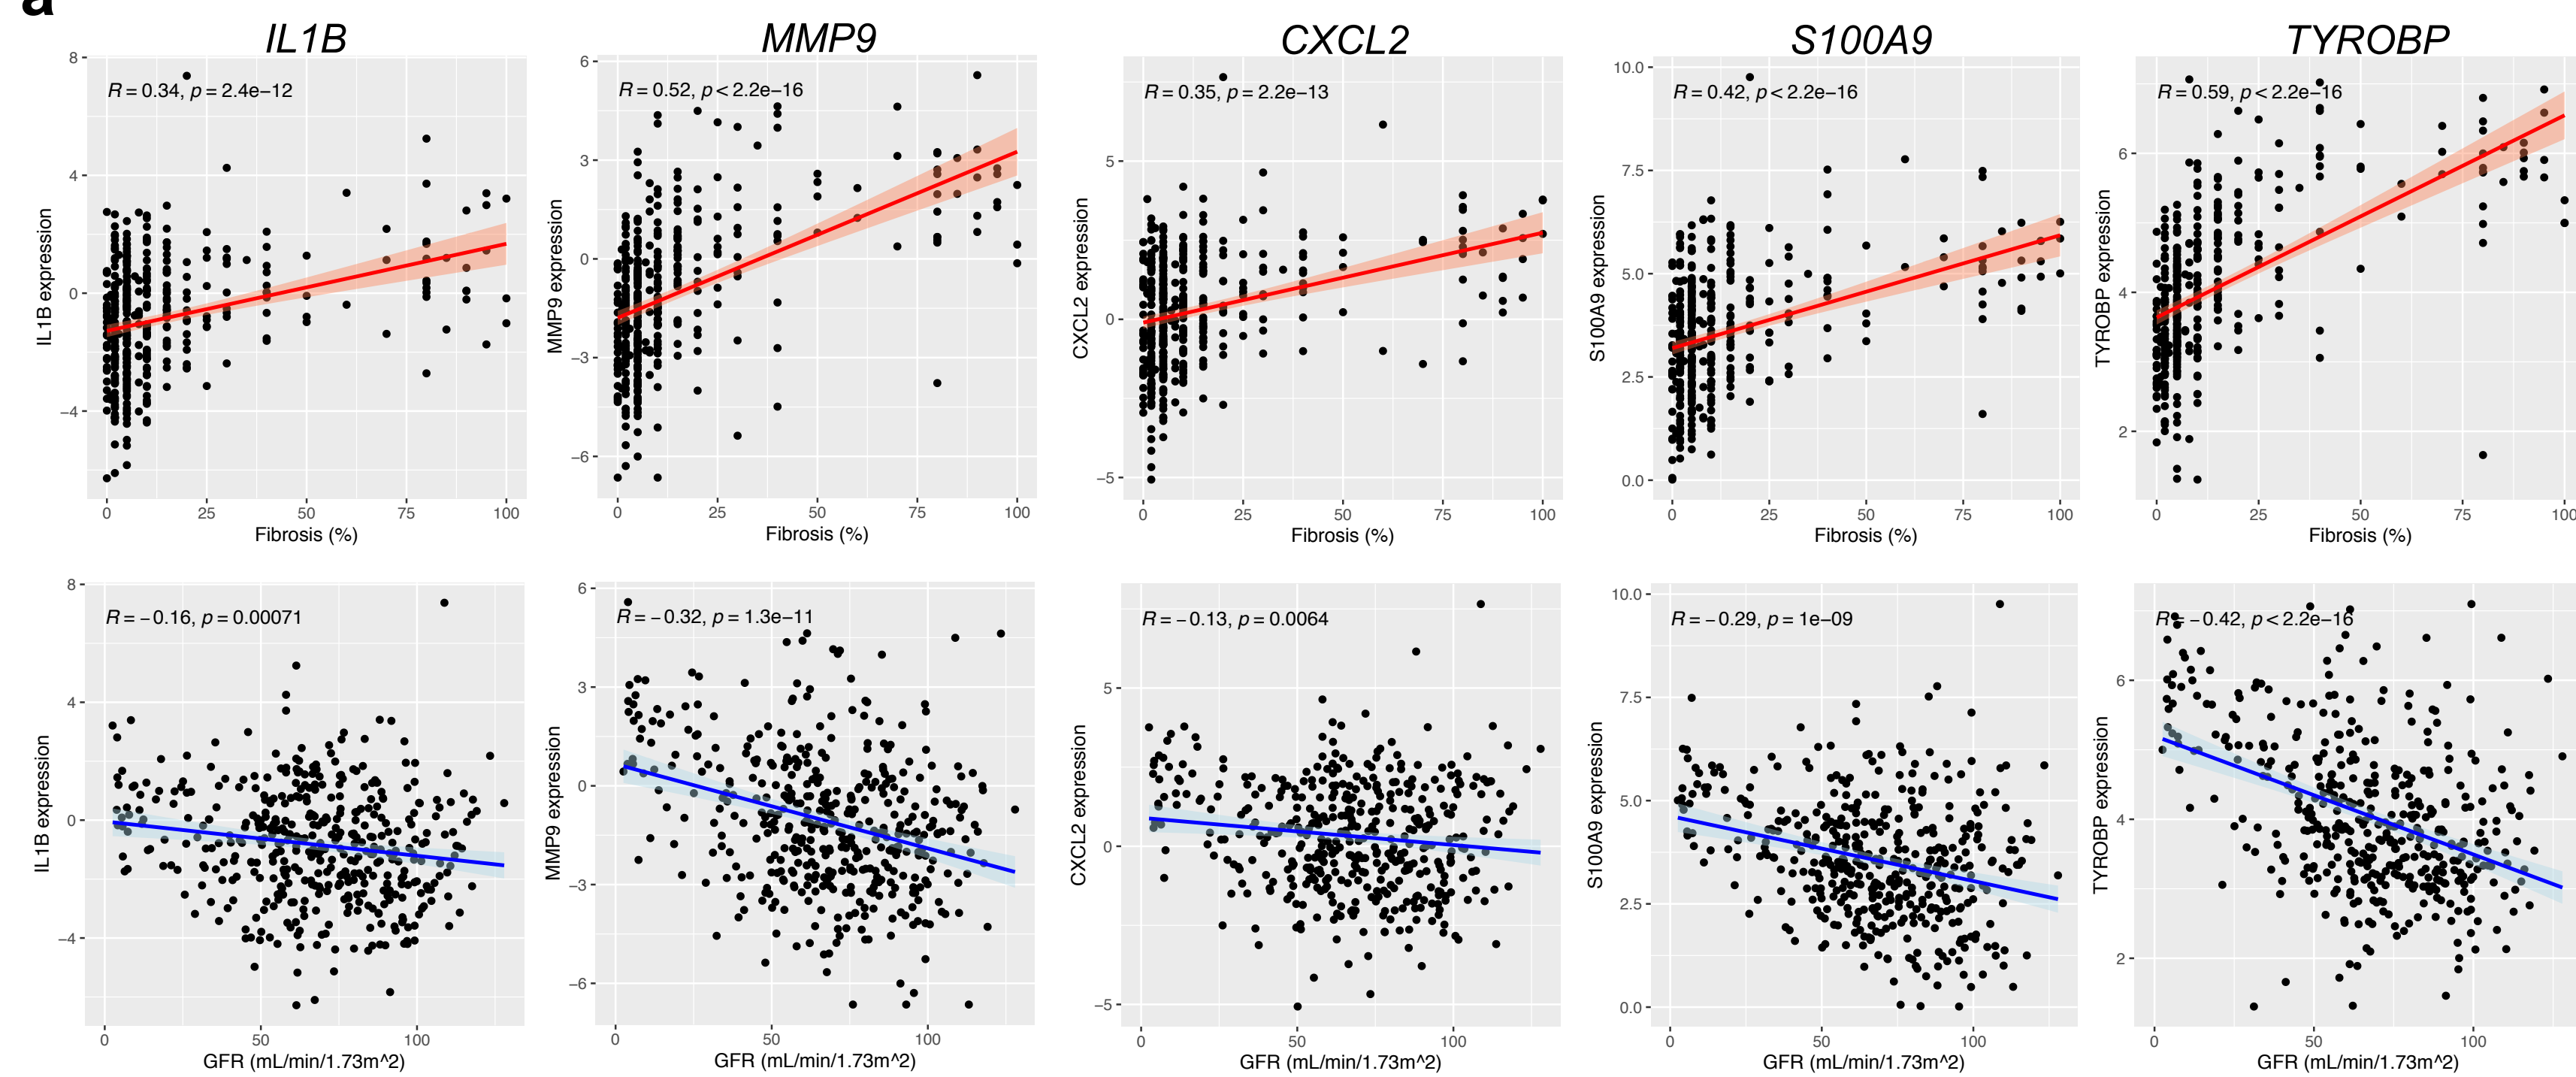**b**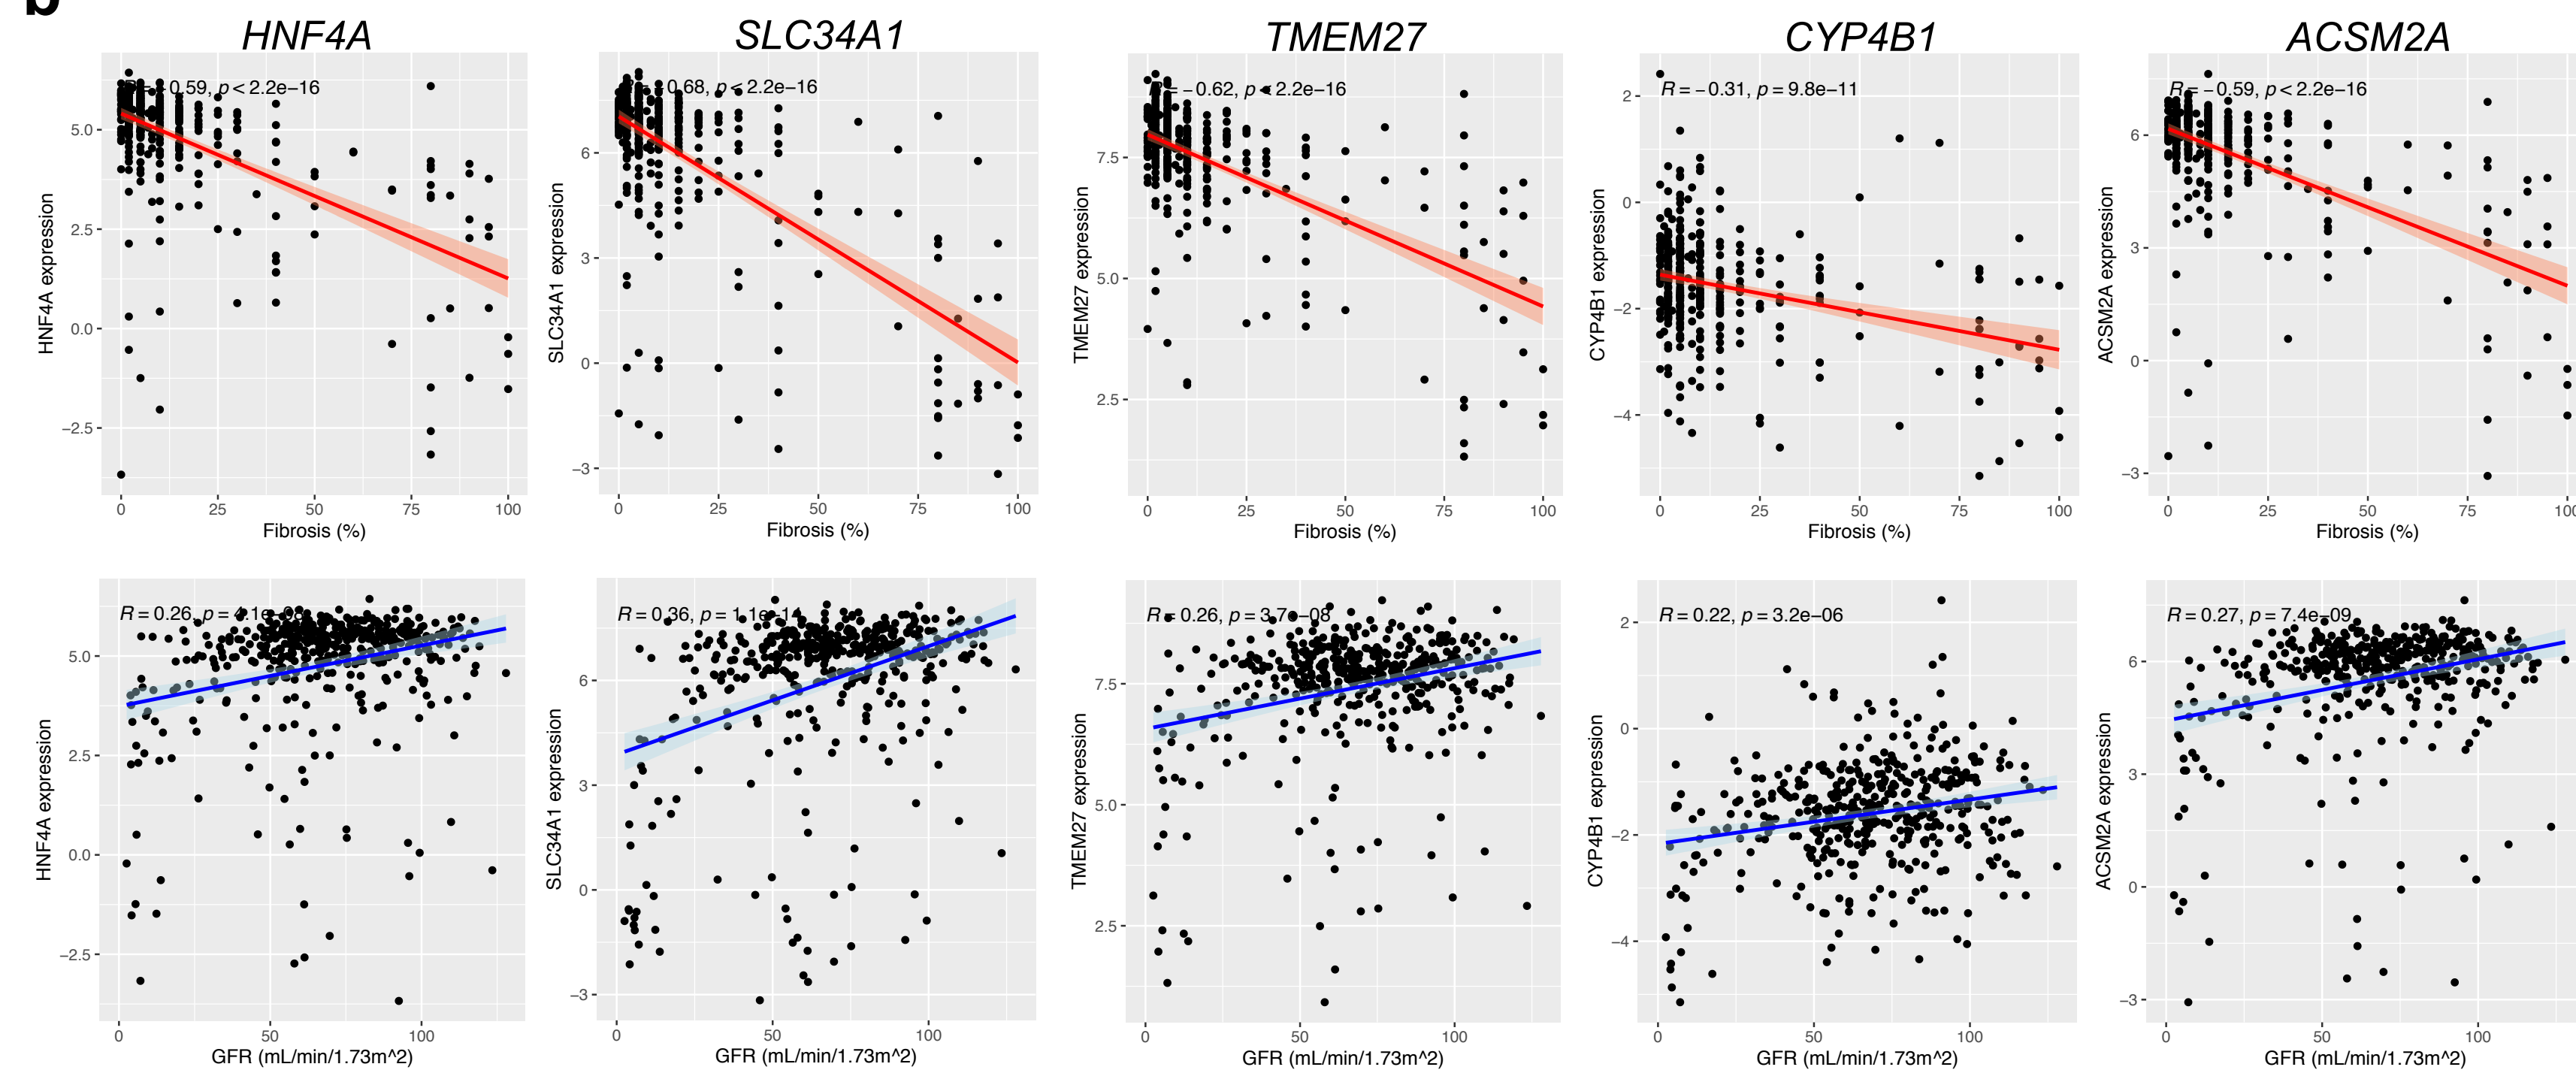

**Figure S19. Gene set enrichment analysis (GSEA) of maladaptive DEGs within drug response lists.**

(a-b) Correlation of maladaptive repair (*IL1B*, *MMP9*, *CXCL2*, *S100A9*, *TYROBP*) (**a**) and successful repair gene (*HNF4A*, *SLC34A1*, *TMEM27*, *CYP4B1*, *ACSM2A*) (**b**) expression in microdissected human kidney tubules with fibrosis (top row) and eGFR (bottom row); error bands represent 95% confidence interval.

**Fig. S20**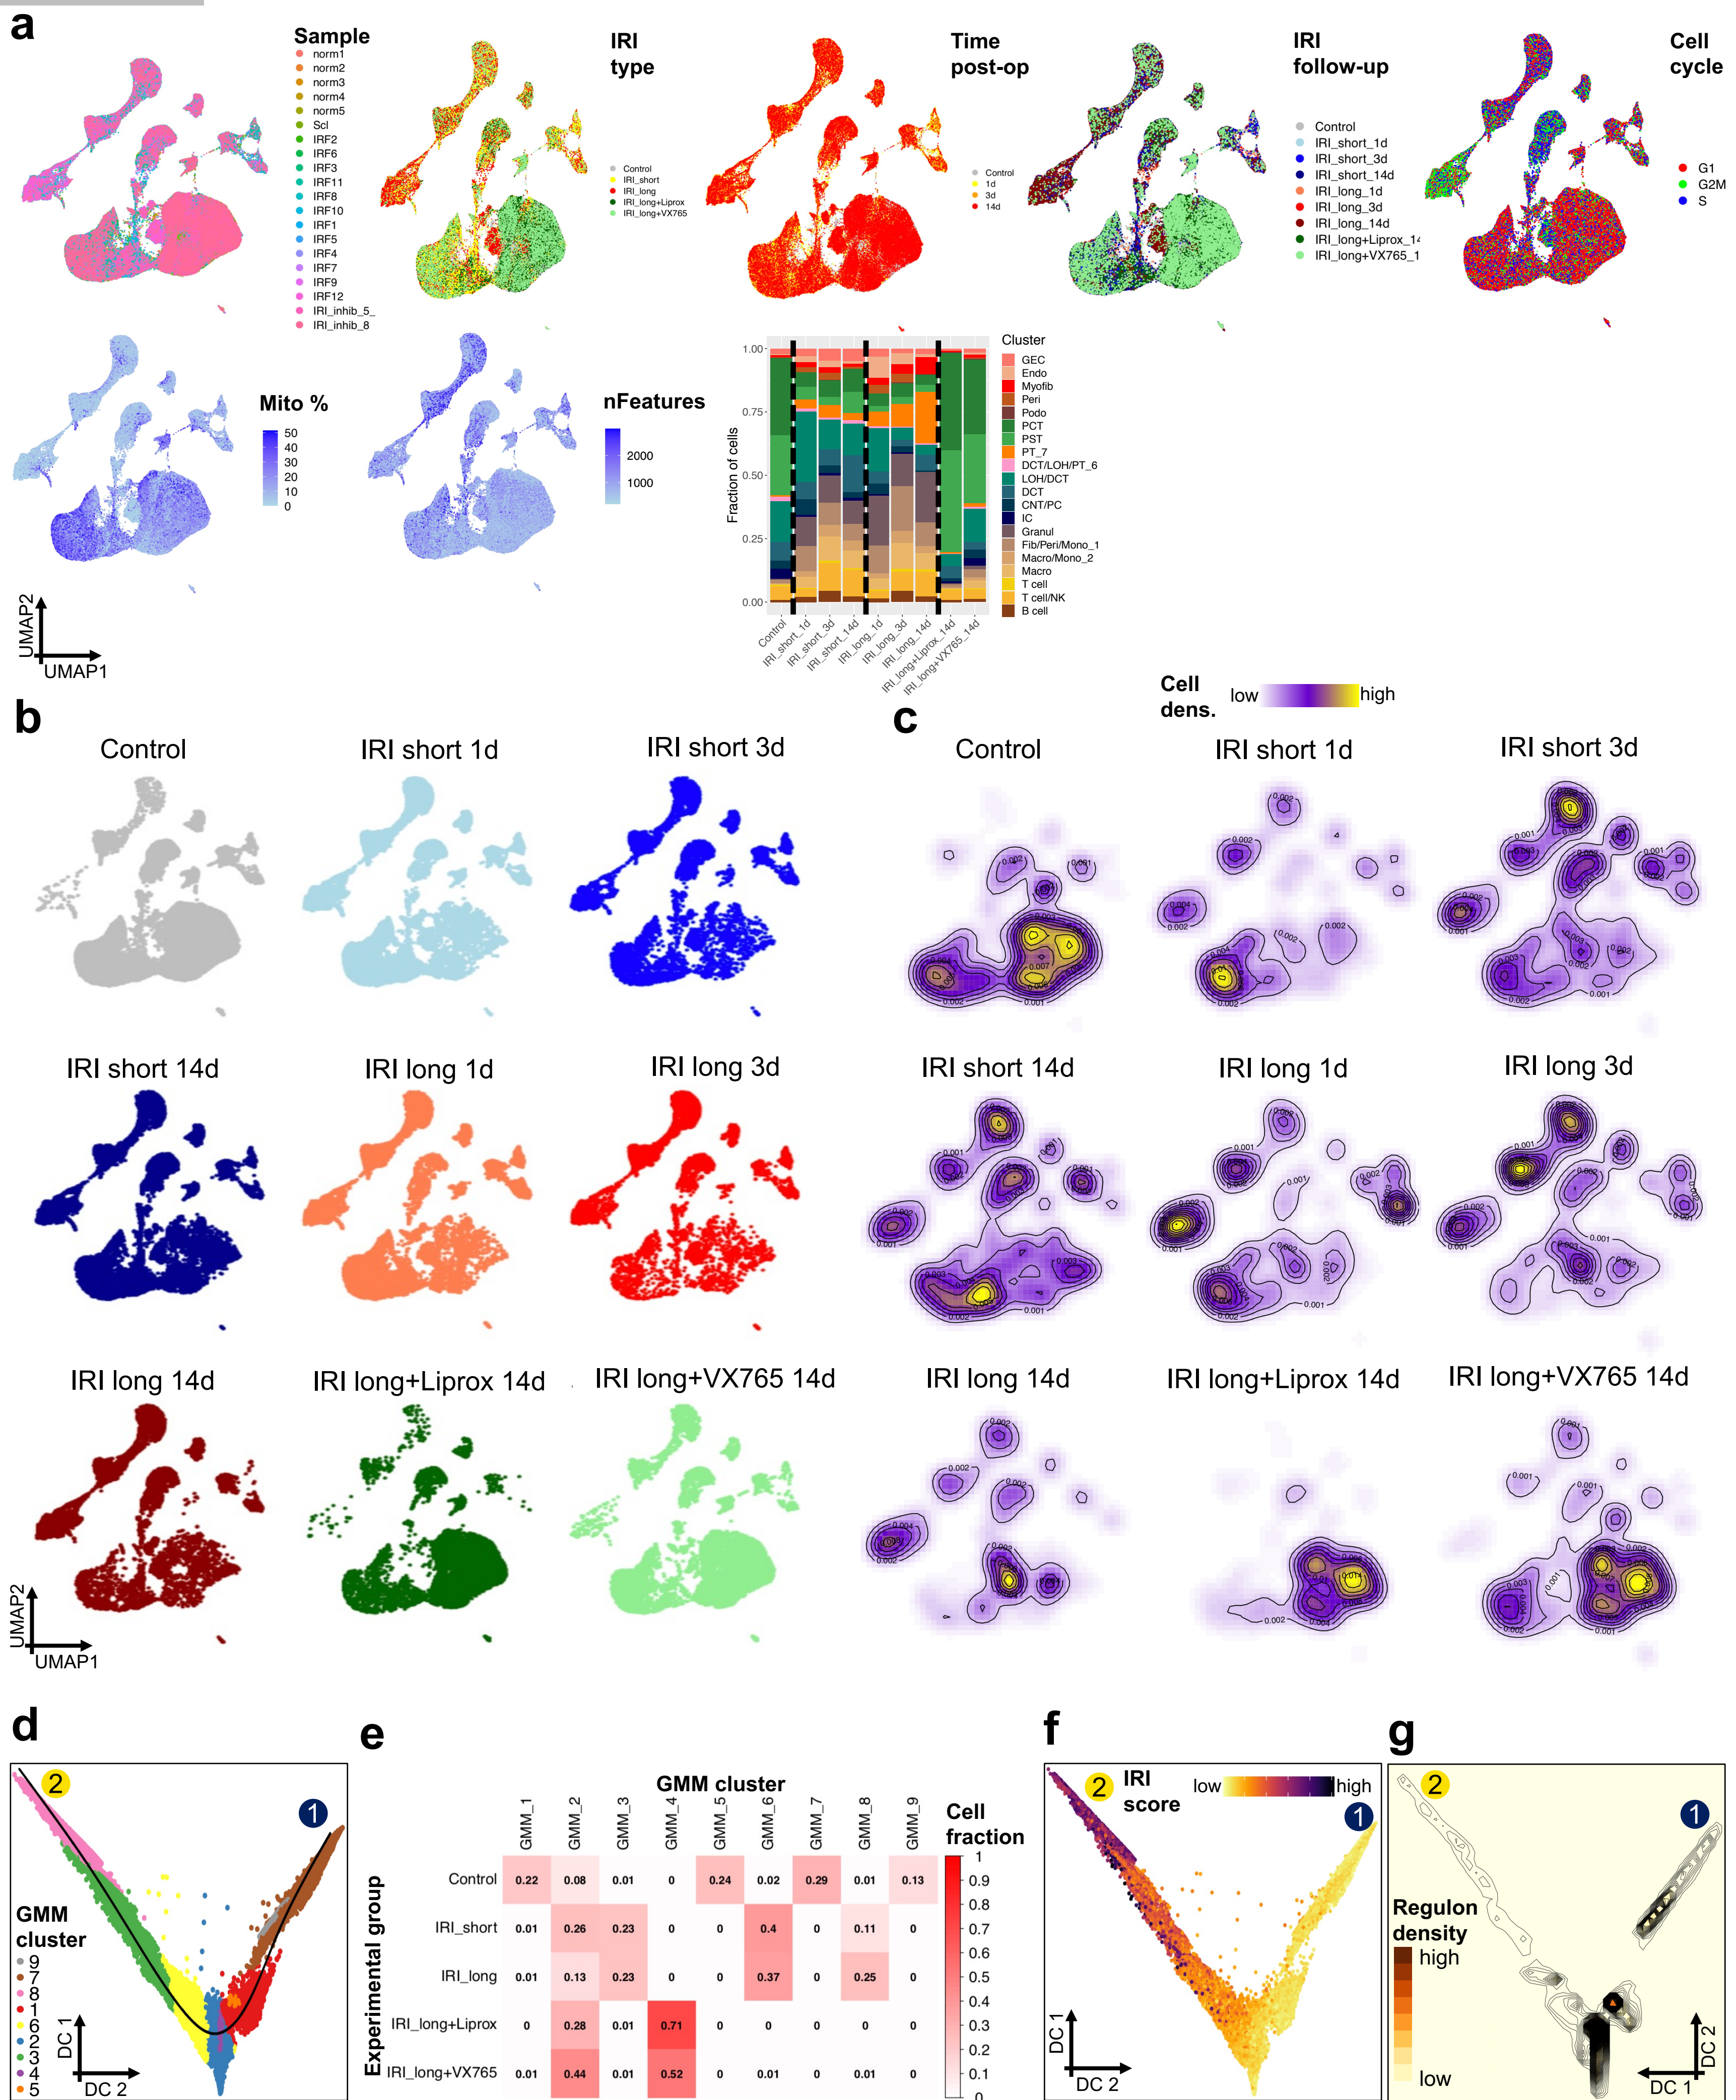

**Figure S20. Pharmacological inhibition of pyroptosis and ferroptosis ameliorates maladaptive kidney response and fibrosis after severe IRI.**

- (a) UMAP projection of 133,433 kidney cells of Control, IRI short, IRI long and IRI long+VX765, and IRI long+Liproxstatin-treated samples. Coloring by sample, IRI type (Control, short IRI, long IRI, long IRI+VX765, long IRI+Liprox), time post-op (Control, 1d, 3d, 14d), IRI follow-up (Control, IRI short 1d, IRI short 3d, IRI short 14d, IRI long 1d, IRI long 3d, IRI long 14d, IRI long+VX765 14d, IRI long+Liprox 14d), cell cycle phase (G1, G2M, S), mitochondrial %, and number of features per cell. Last subpanel shows cell fraction across ischemia dose, time post-IRI, and treatment (Control, IRI short 1d, IRI short 3d, IRI short 14d, IRI long 1d, IRI long 3d, IRI long 14d, IRI long+VX765 14d, IRI long+Liprox 14d). Note reduction of PT\_7\_Maladaptive cells and general preservation of convoluted (PCT) and straight (PST) PT segments in inhibitor-treated samples.
- (b) UMAP projections are split by treatment group for better viewability.
- (c) Changes in cell type proportions of cell types between different treatment groups. Inhibitor-treated kidneys display cell densities similar to Control samples. Highest density in IRI long 14d kidneys corresponds to PT\_7\_Maladaptive.
- (d) Diffusion map dimensional reduction representation of Slingshot-derived cell trajectories of 47,791 PT cells using a Gaussian mixture modeling (GMM) approach yielded 9 clusters in 2 trajectories. GMM clusters demonstrated major overlap with treatment groups (**Fig. 9h**). Inhibitor-treated samples overlapped with GMM clusters 2 and 4 at the junction right between lineages 1 and 2.
- (e) Correlation matrix of cell fractions of GMM clusters across experimental groups, row sums equal 100%, identifying GMM clusters 2 and 4 as “drug response”-specific.
- (f) Corresponding IRI scores projected onto diffusion map embedding space demonstrated a steady IRI score increase along trajectory 2, whereas IRI score was lowest in clusters from inhibitor-treated and Control samples.
- (g) Corresponding SCENIC-derived regulon density is highest in clusters of inhibitor-treated samples at the junction of lineages 1 and 2. Corresponding tSNE visualization in **Fig. S21a**.

Fig. S21

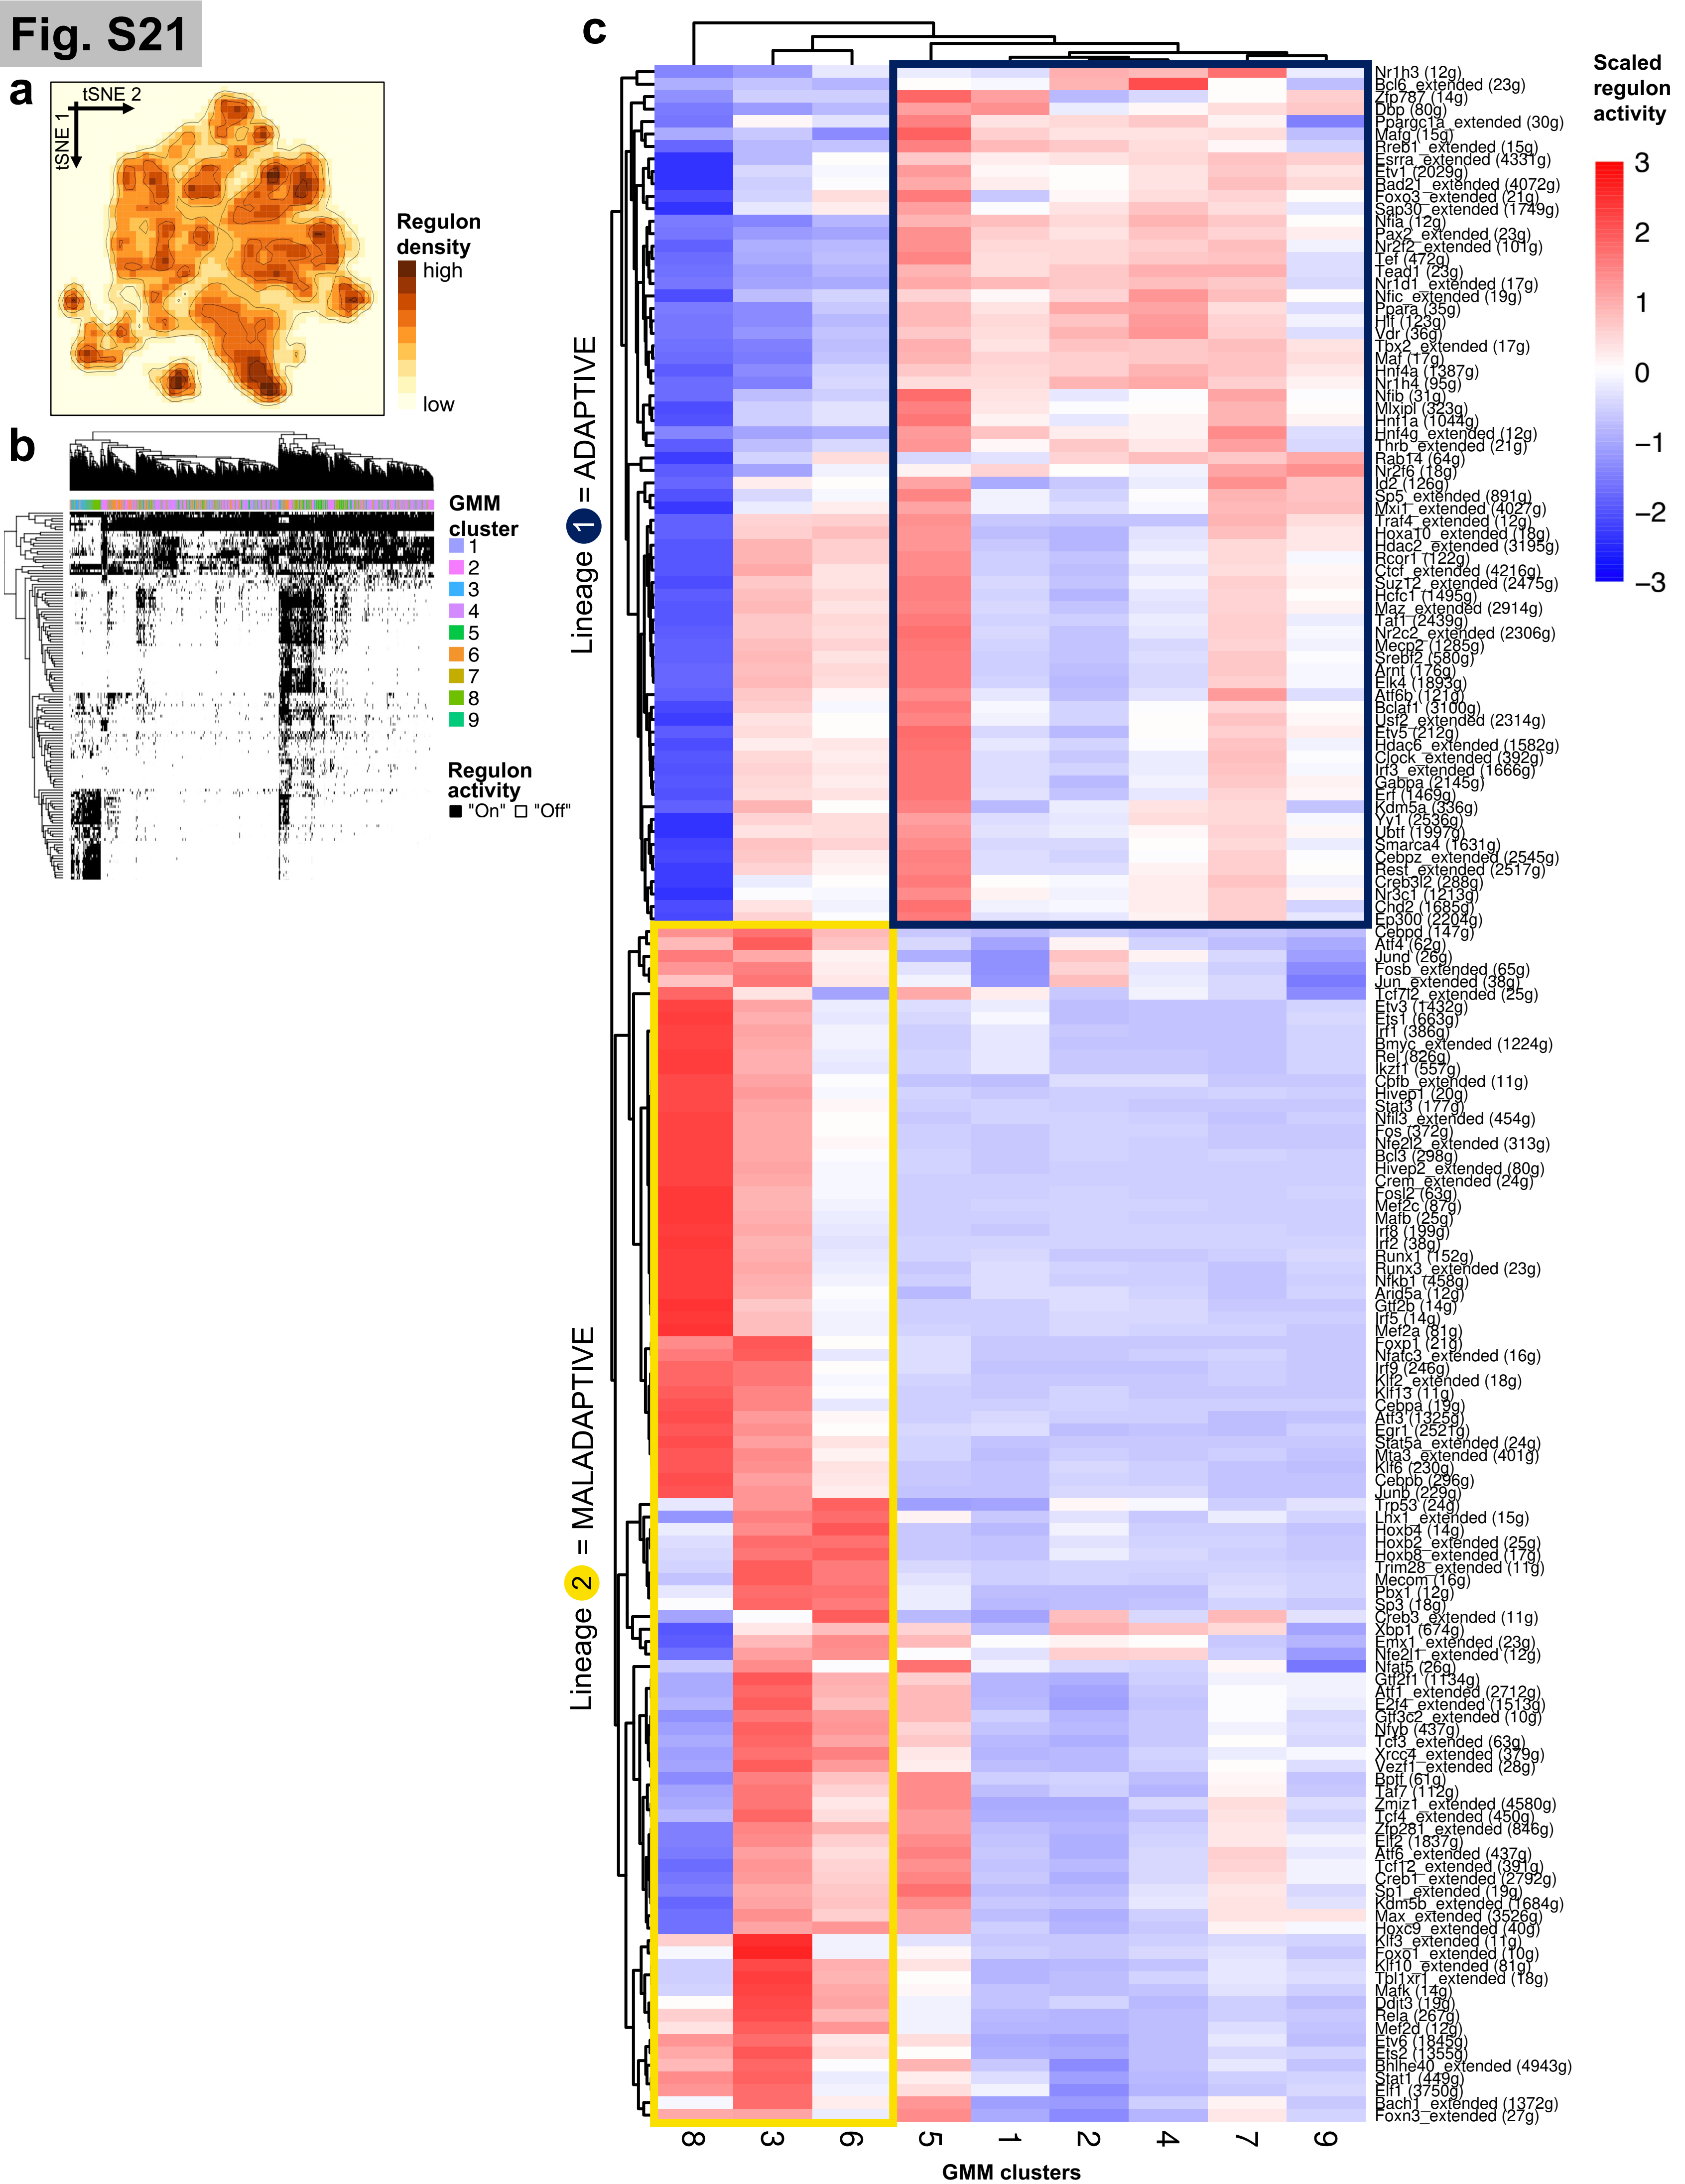

**Figure S21. Gene regulatory network of pharmacological inhibition of pyroptosis and ferroptosis.**

- (a) tSNE representation of regulon density as a surrogate for stability of regulon states, as inferred by SCENIC algorithm, corresponding to diffusion map representation in **Fig. S20g**.
- (b) Heatmap of cell type-specific binarized regulon activity, as inferred by SCENIC. Regulon activity was binarized to “on” (black) or “off” (white). Rows represent regulons, columns represent individual PT cells. Color legend at the top displays GMM clusters as derived from previous trajectory analysis in **Fig. S20d**.
- (c) Heatmap of GMM cluster-specific scaled regulon activity. Rows represent regulons, columns represent GMM clusters as in **(b)**. GMM clusters 1, 2, 4, 5, 7, and 9 represented lineage 1, clusters 3, 6, and 8 lineage 2, respectively.

Full scan blots for Fig. S11d

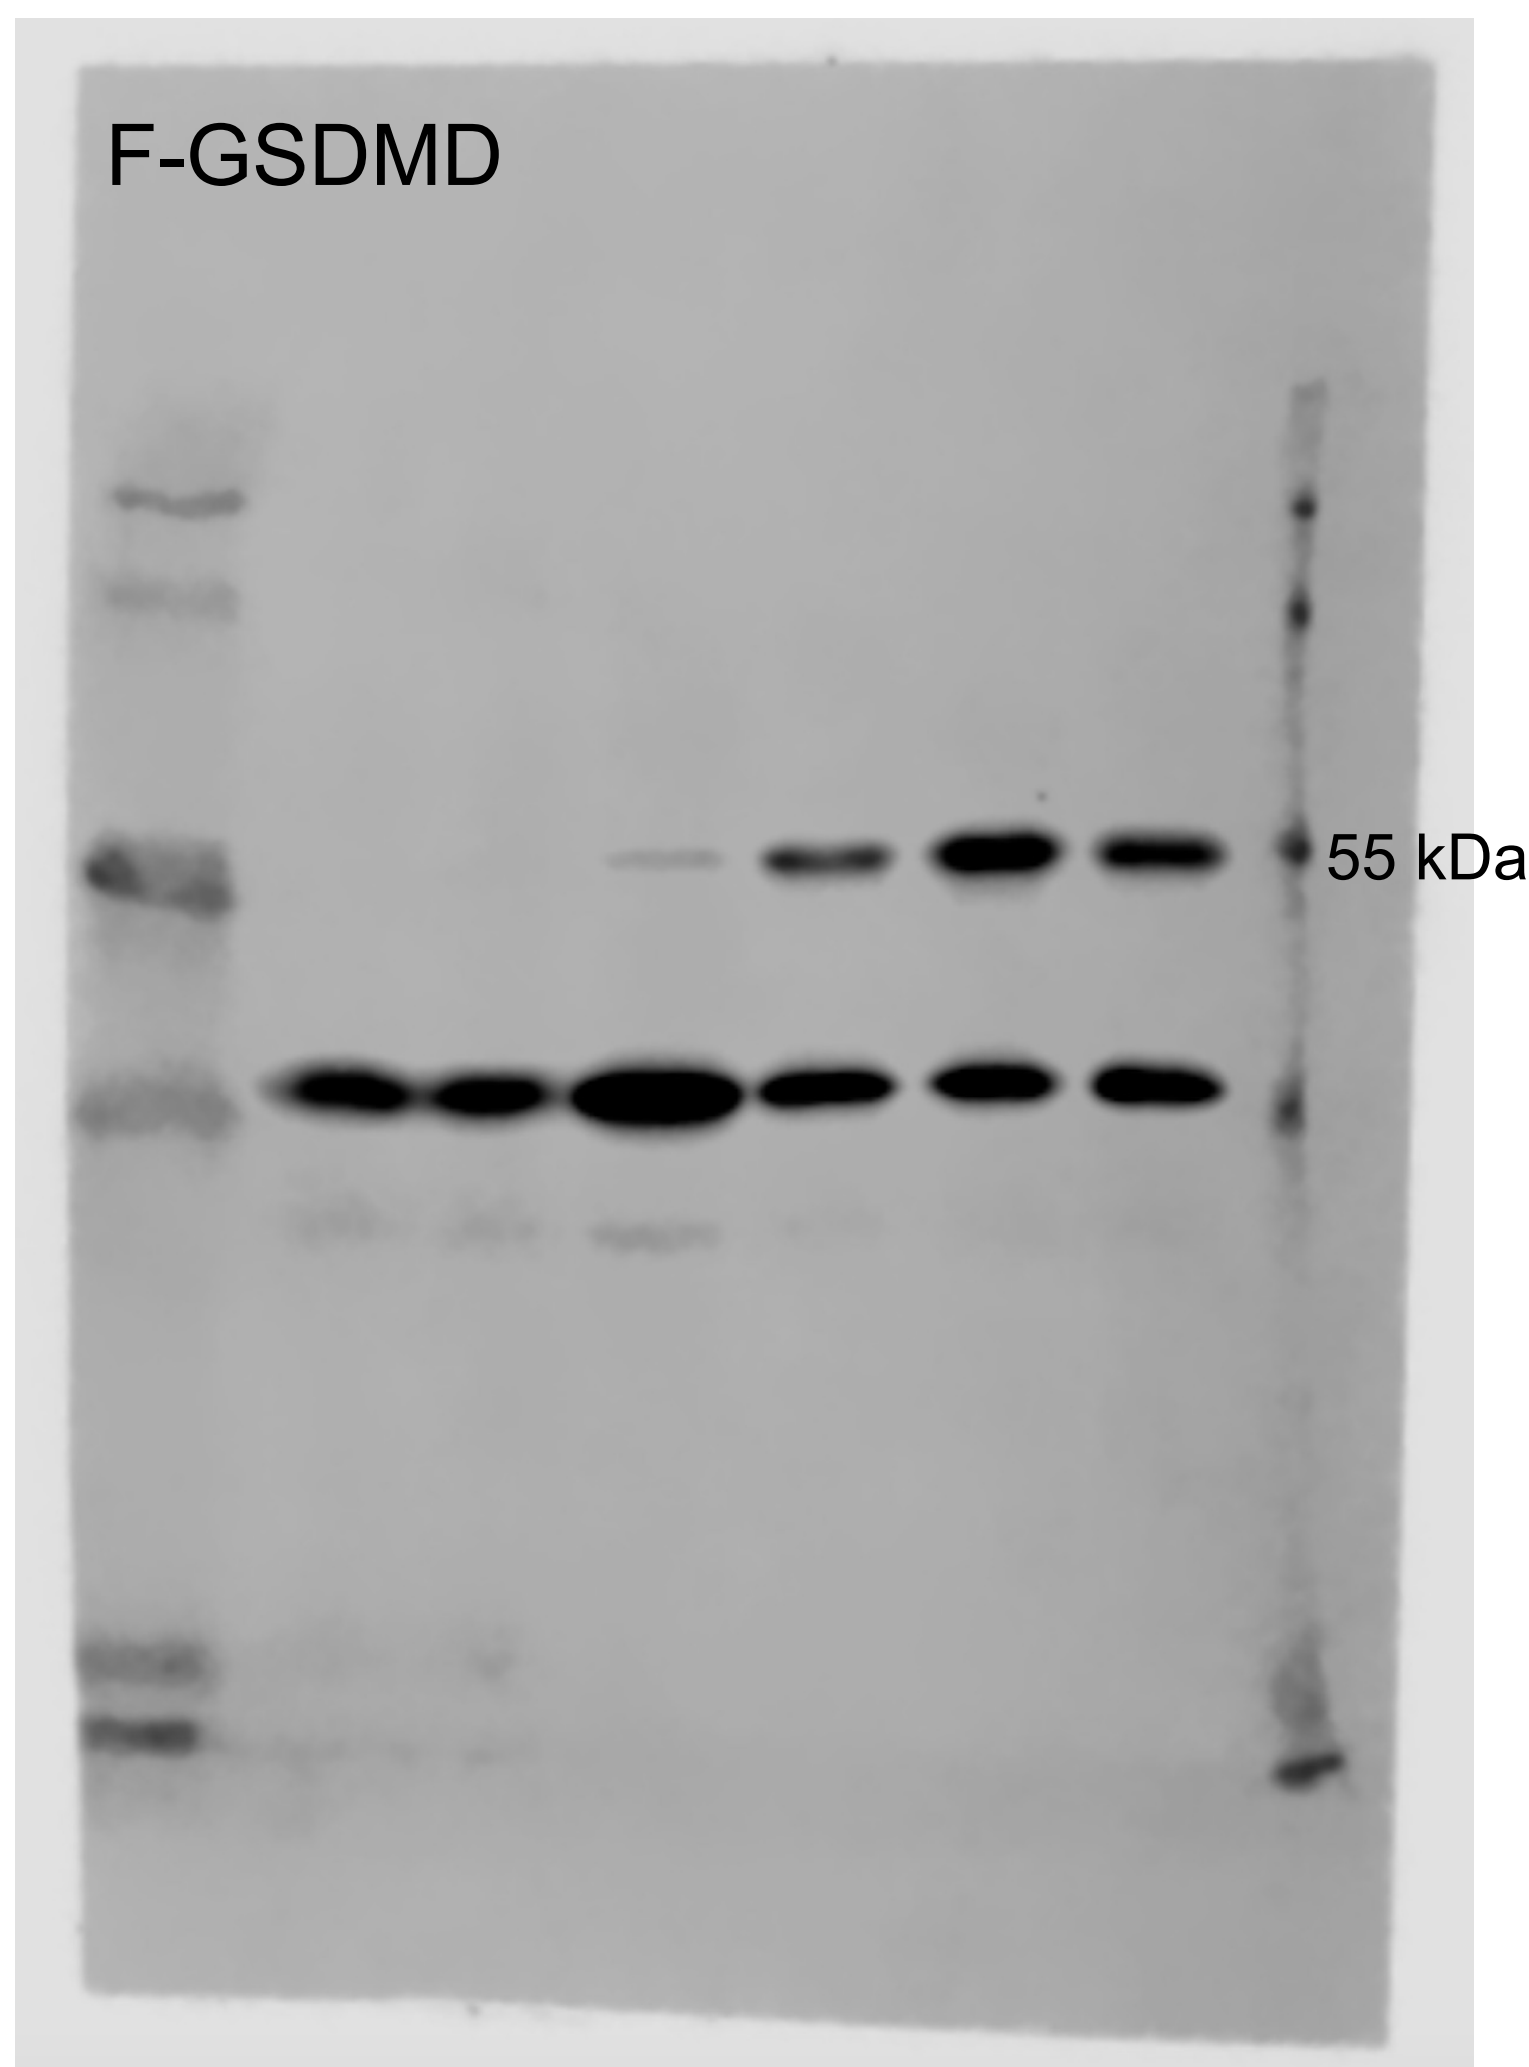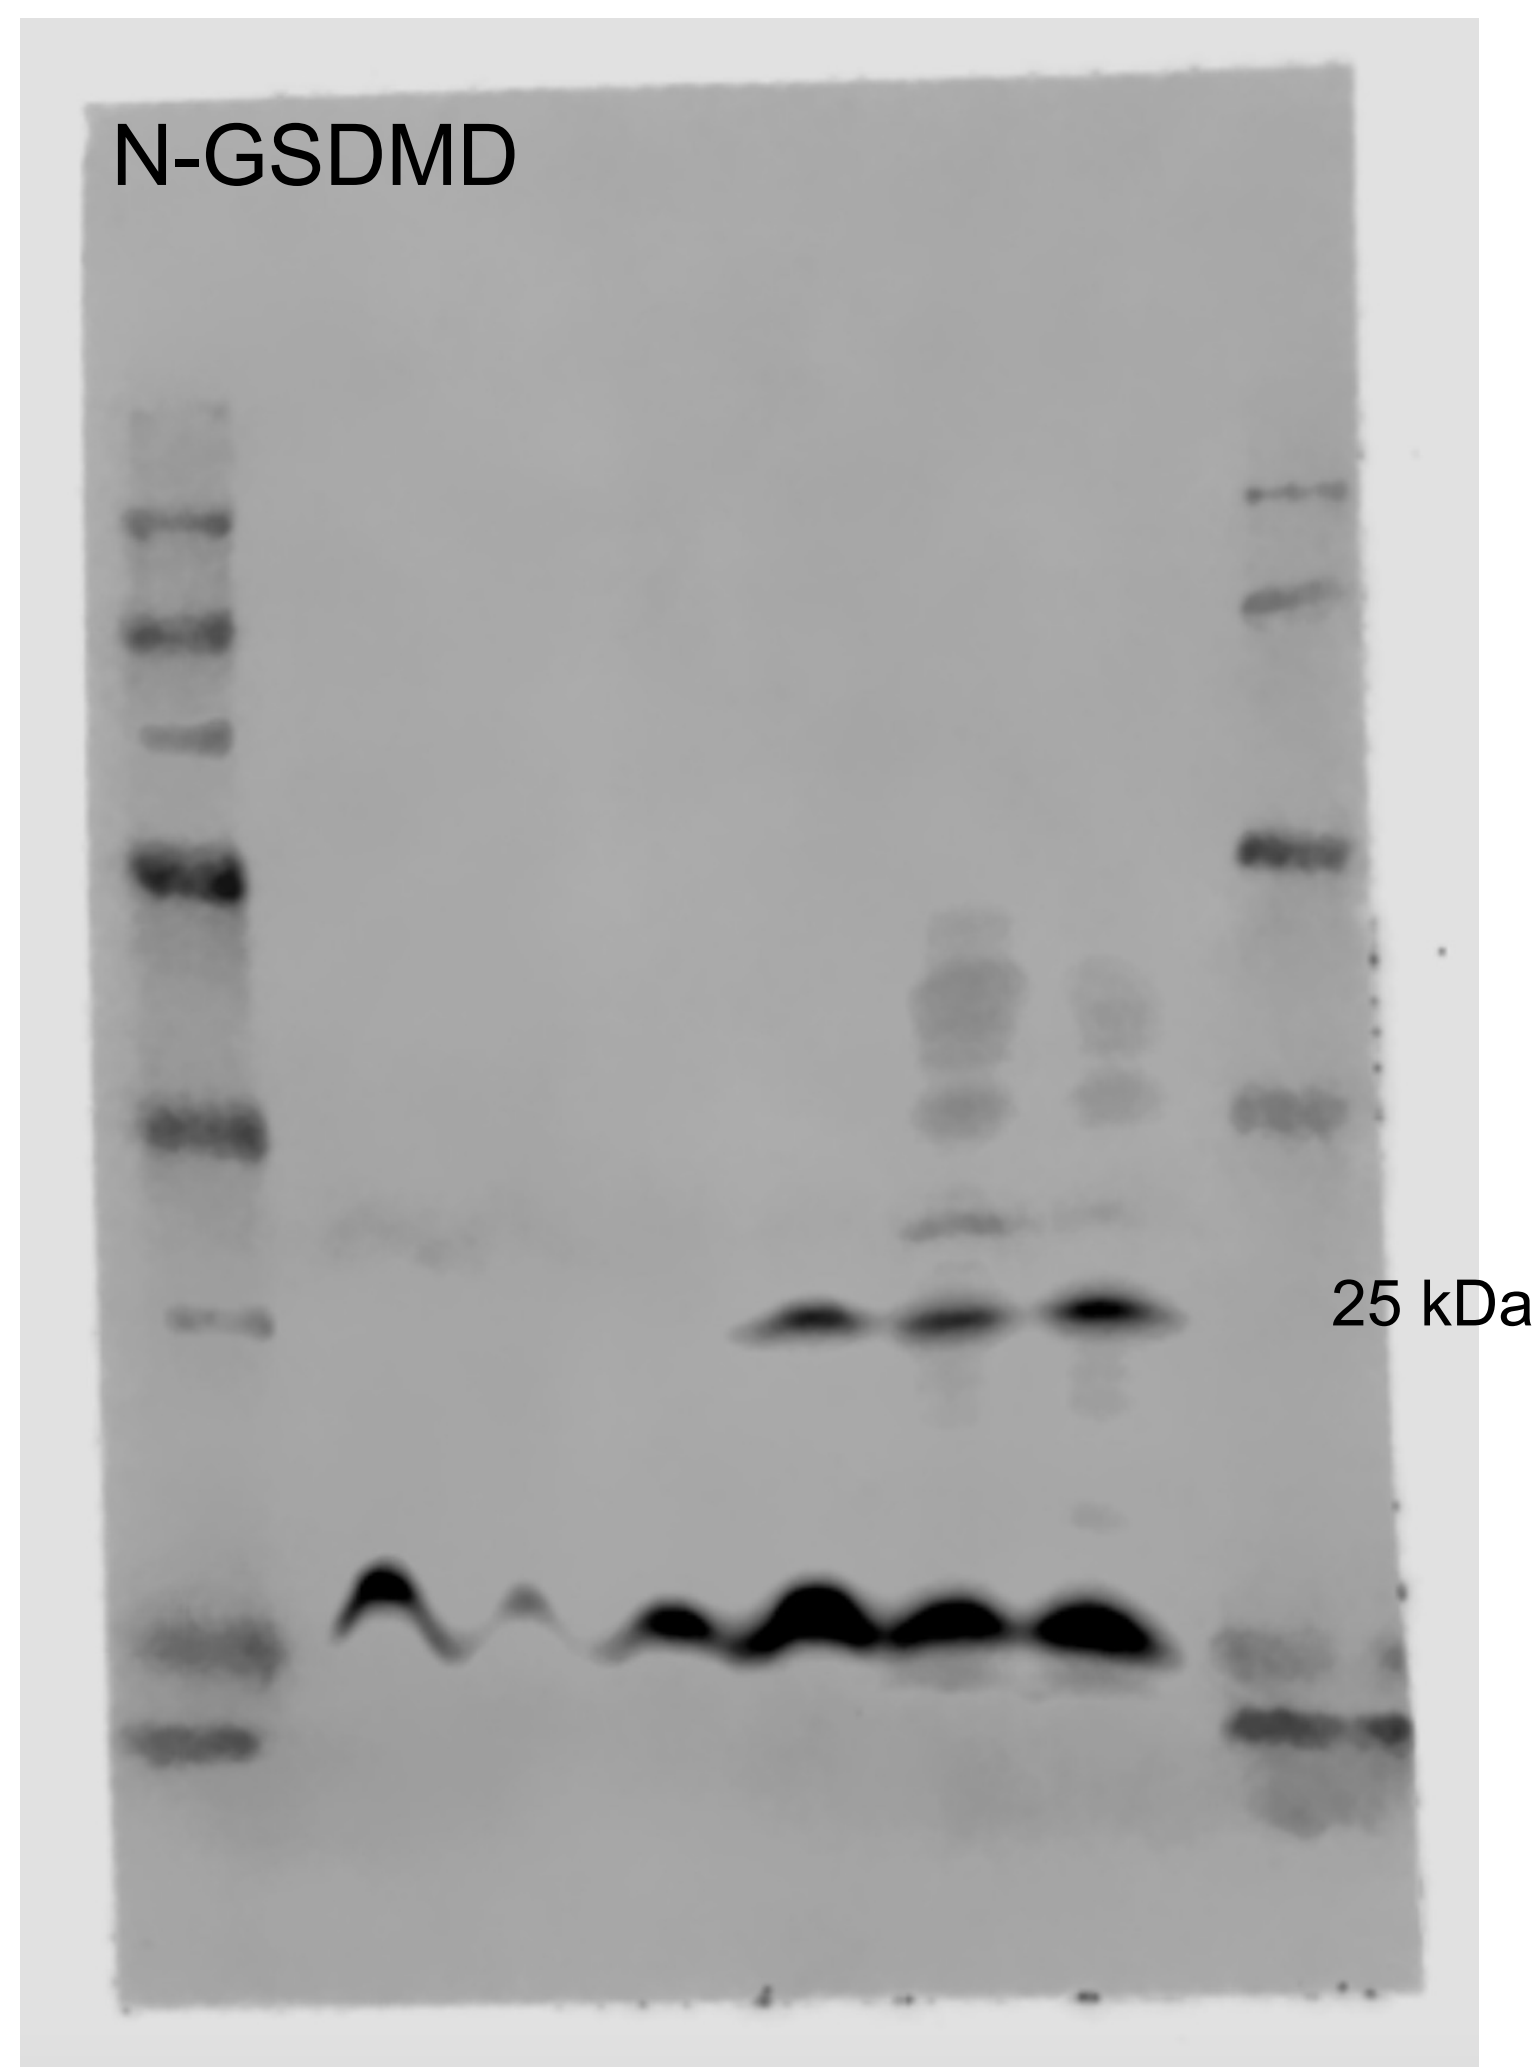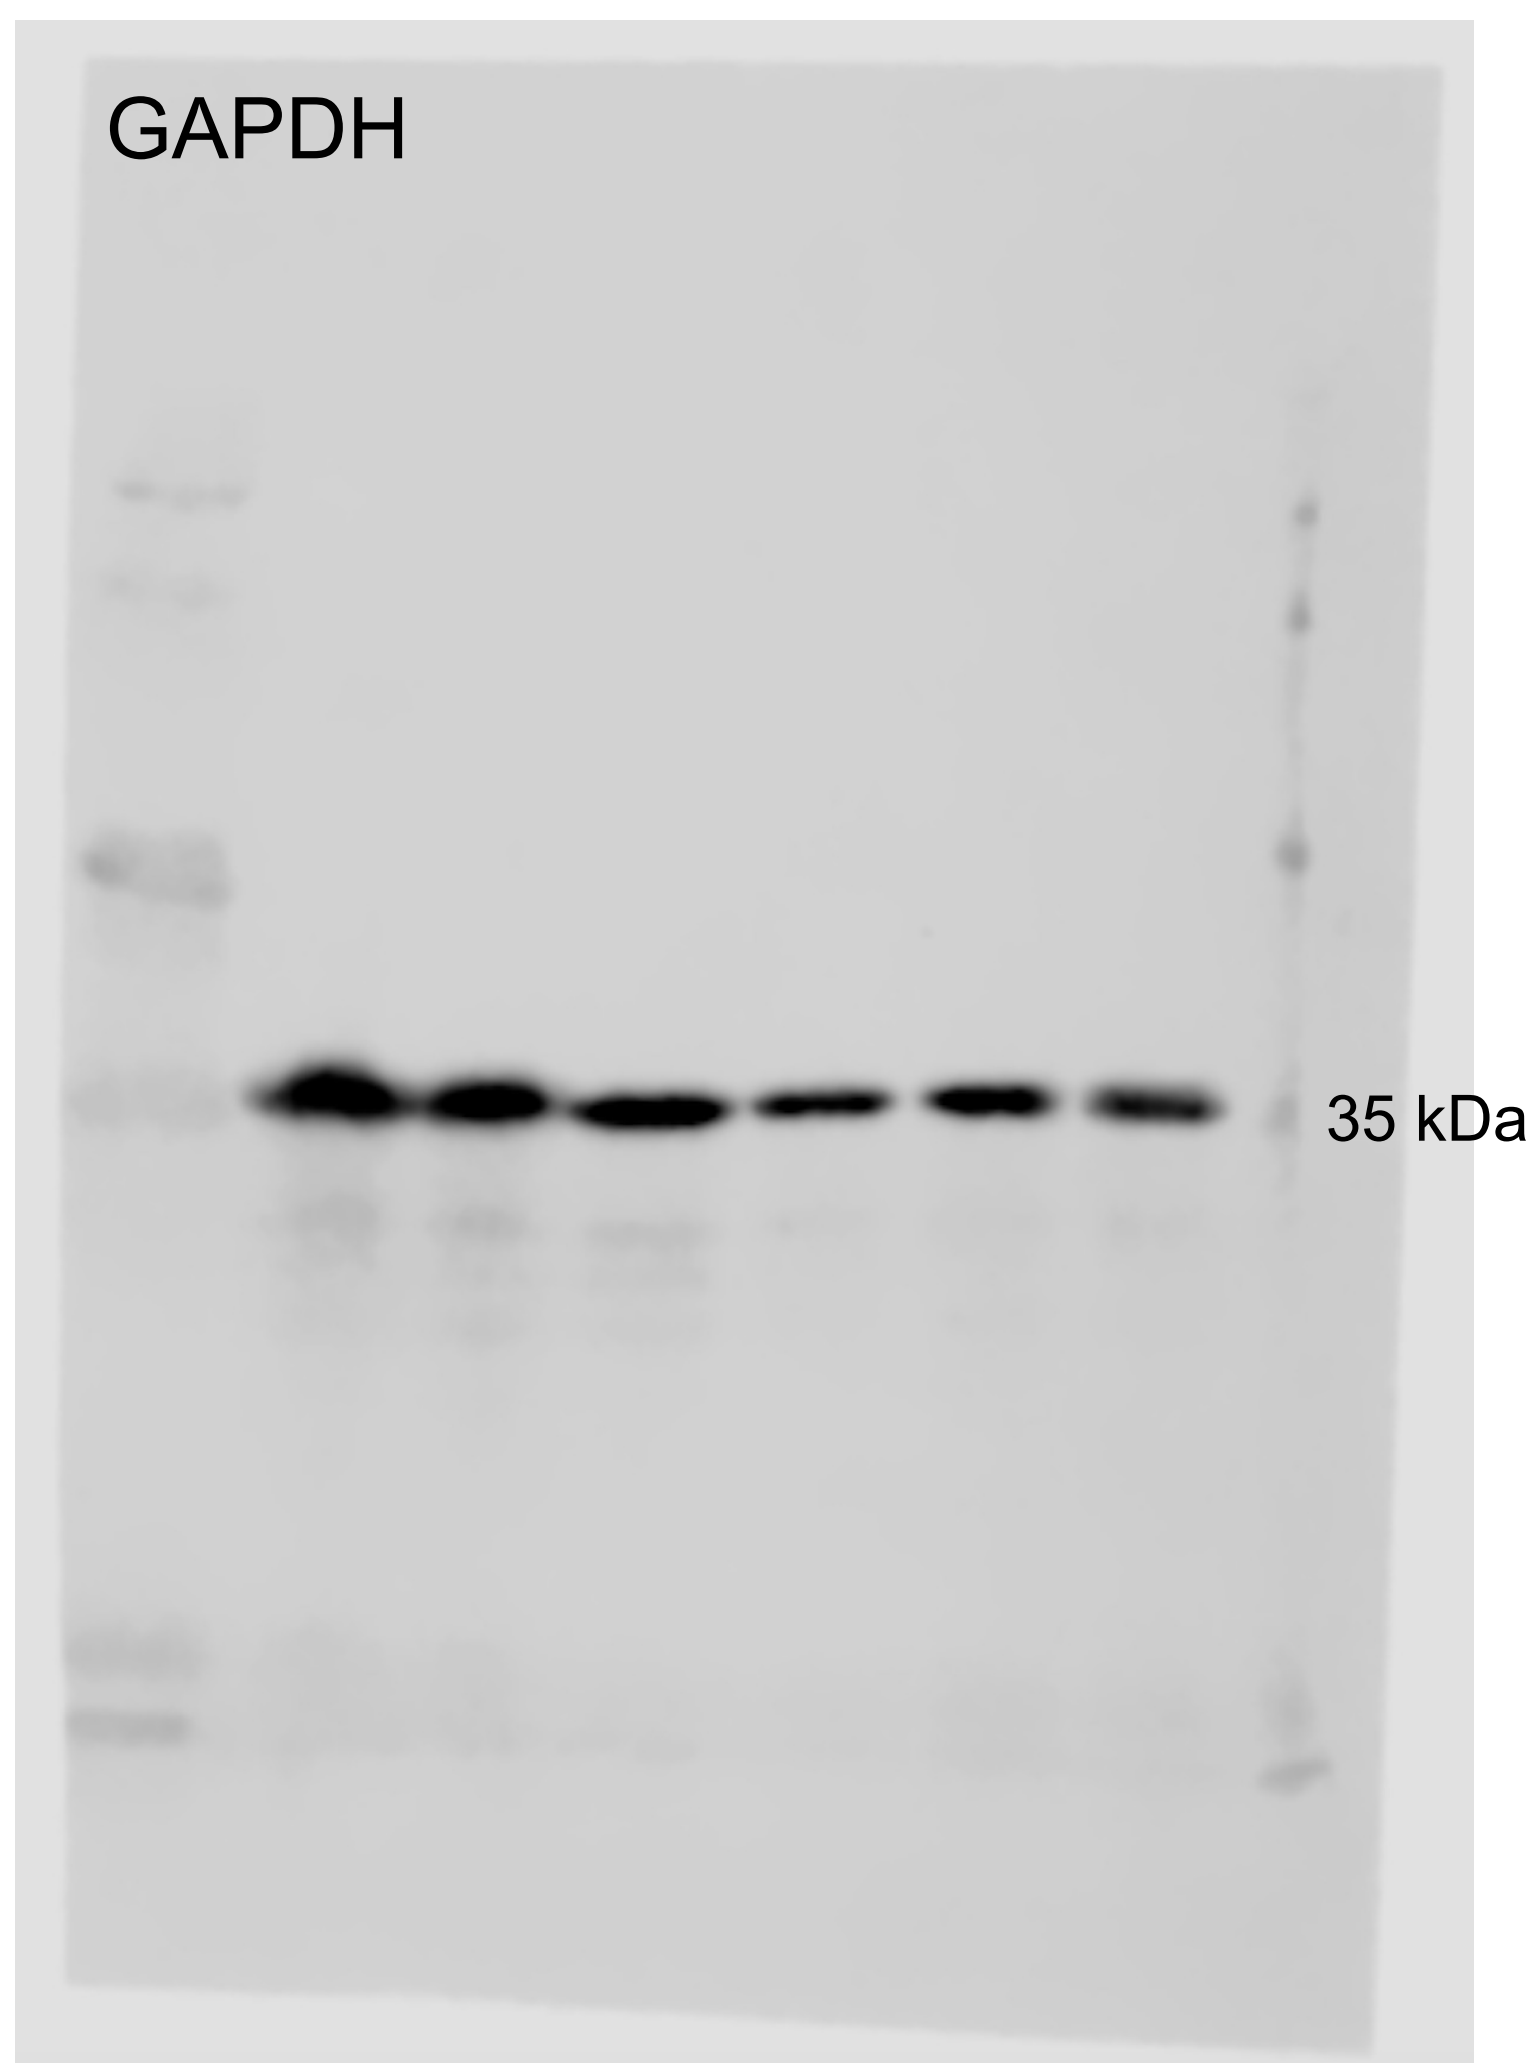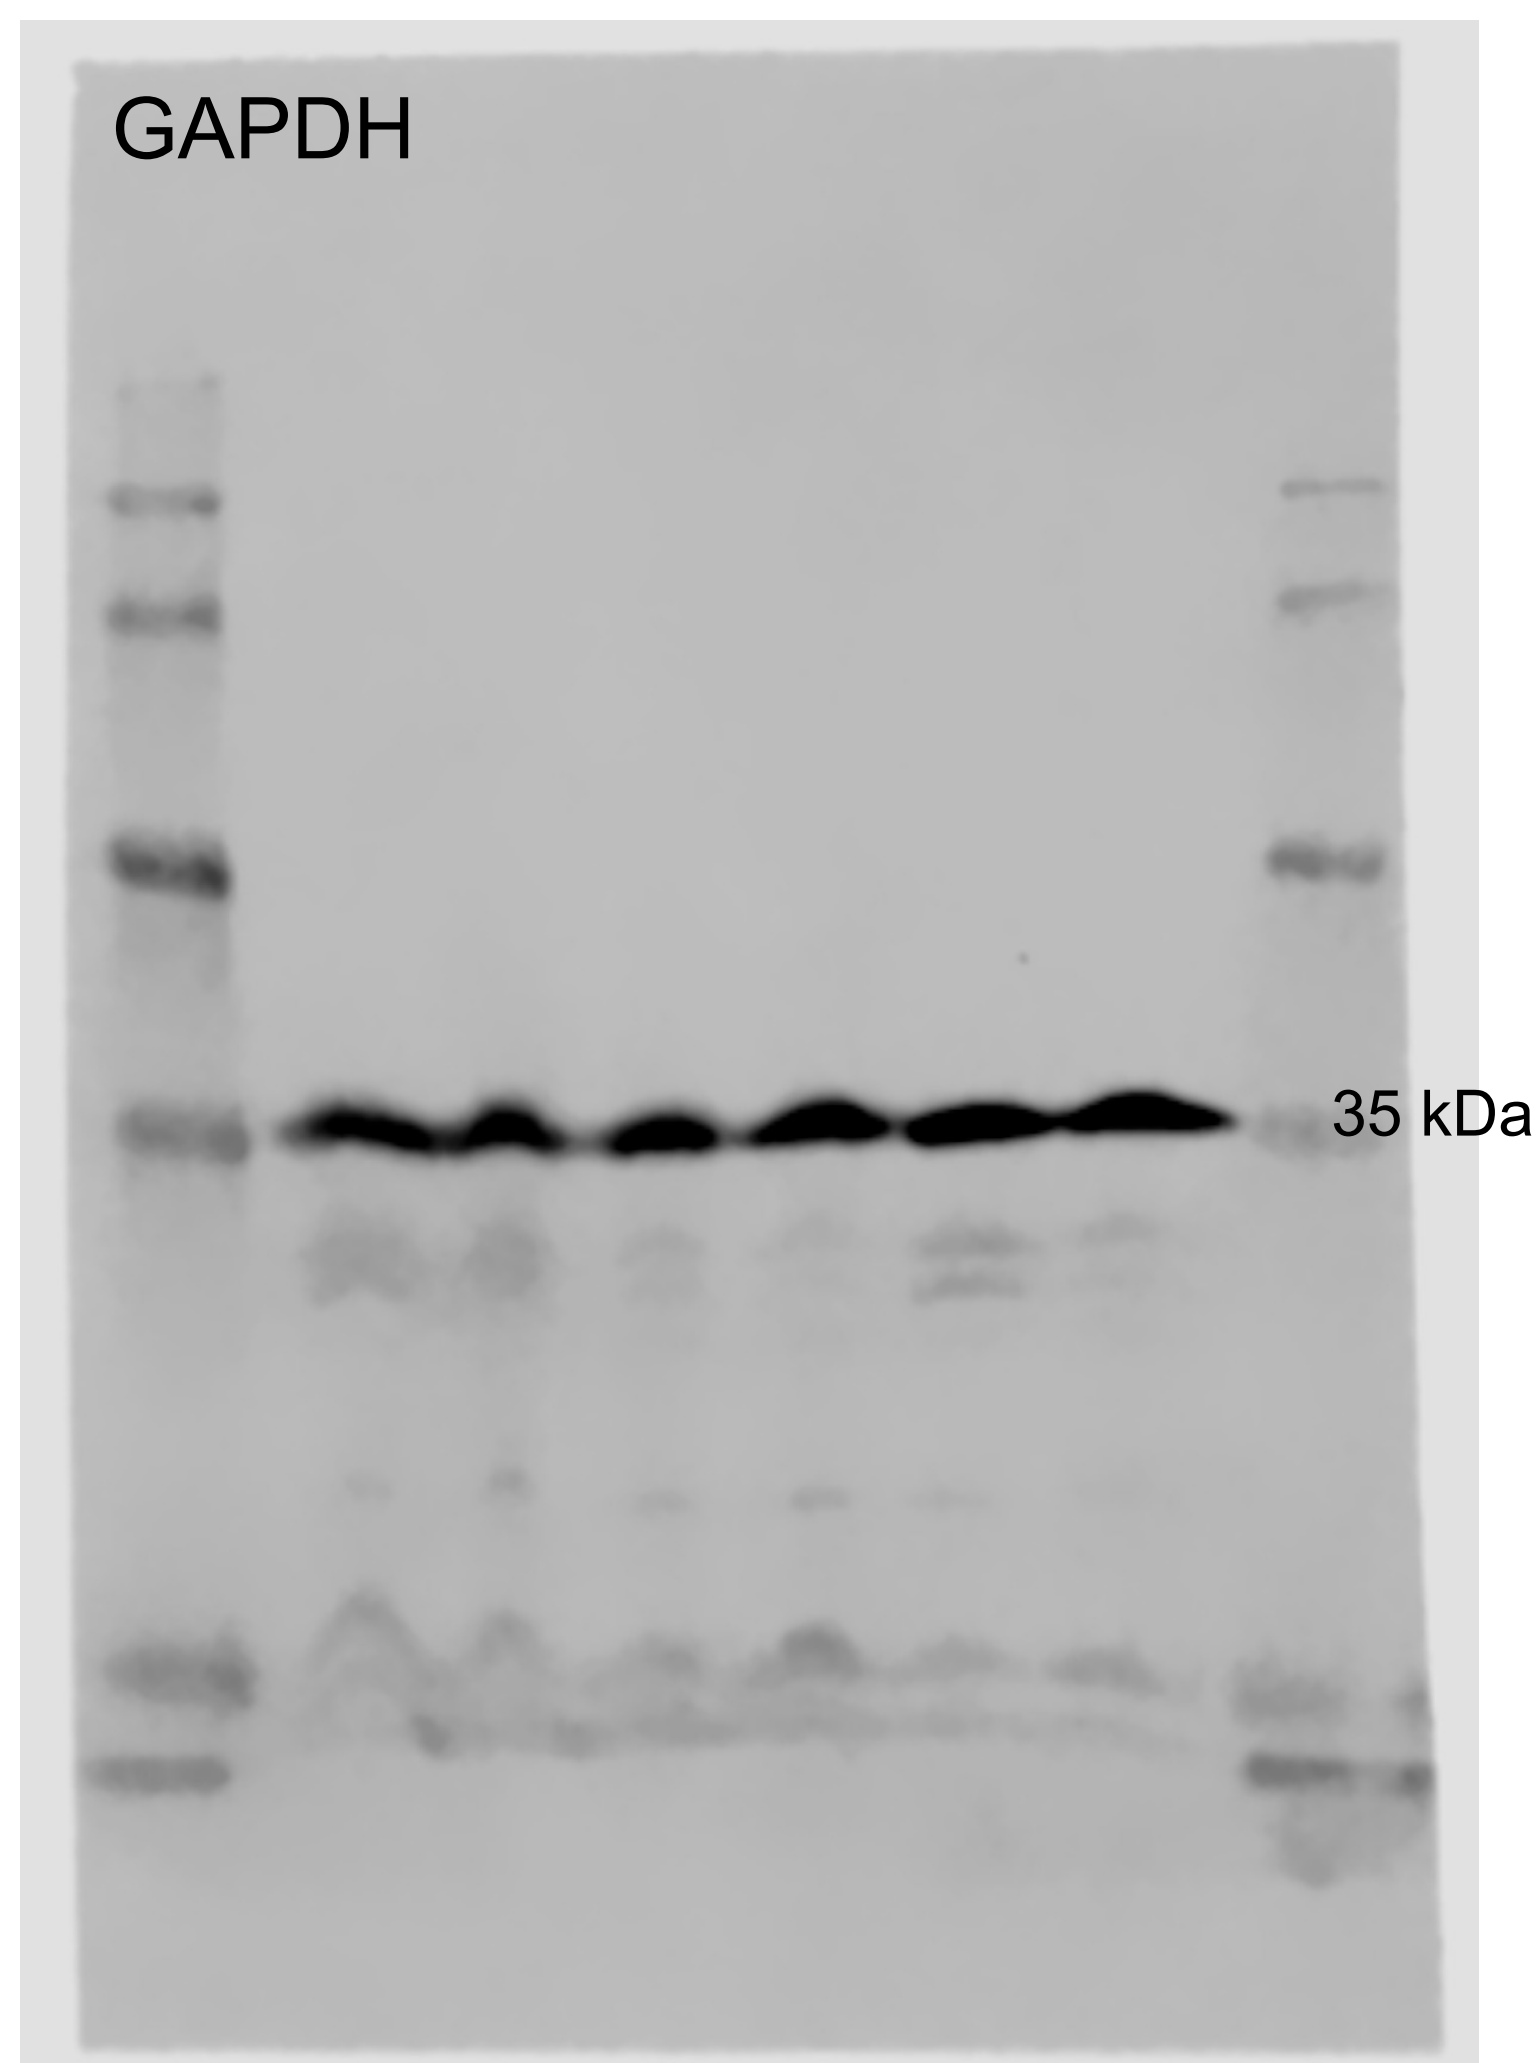

**Supplementary Table 1. Flow cytometry antibodies.**

| Target        | Dilution | Clone       | Company       | Fluorophore | Cat.#      |
|---------------|----------|-------------|---------------|-------------|------------|
| CD3           | 1:200    | 145-2C11    | BD bioscience | BUV395      | 100308     |
| Ly6G          | 1:300    | 1A8         | BD bioscience | BUV563      | 127602     |
| CD11b         | 1:600    | M1/70       | BD bioscience | BUV661      | 612977     |
| CD45          | 1:200    | 30-F11      | BD bioscience | BUV805      | 103102     |
| F4/80         | 1:200    | BM8         | Invitrogen    | ef450       | MF48000    |
| CD19          | 1:300    | 6D5         | Biolegend     | BV605       | 115508     |
| CD4           | 1:300    | RM4-5       | Biolegend     | BV650       | 100506     |
| NK1.1         | 1:200    | PK136       | Biolegend     | BV711       | 108702     |
| Ly6C          | 1:400    | HK1.4       | Biolegend     | BV785       | 128016     |
| CD11c         | 1:200    | N418        | eBioscience   | FITC        | 117302     |
| CD49b         | 1:100    | DX5         | eBioscience   | PerCP-ef710 | 108908     |
| SiglecF       | 1:200    | E50-2440    | BD bioscience | PE          | 562068     |
| CD8a          | 1:300    | 53-6.7      | BD bioscience | PE-cf594    | 562283     |
| CD64          | 1:200    | X54-5/7.1   | Biolegend     | PE-Cy7      | 139304     |
| FcεR          | 1:200    | MAR-1       | Invitrogen    | APC         | 17-5898-82 |
| MHCII (IA/IE) | 1:300    | M5/114.15.2 | Biolegend     | AF700       | 107622     |
| cKit (CD117)  | 1:200    | ACK2        | Invitrogen    | APC-e780    | 47-1172-82 |

**Supplementary Table 2. Materials table.**

| REAGENT or RESOURCE                                              | SOURCE                    | IDENTIFIER   |
|------------------------------------------------------------------|---------------------------|--------------|
| <b>Chemicals, Antibodies, Peptides, and Recombinant Proteins</b> |                           |              |
| Buprenorphine SR                                                 | midwest Veterinary Supply | 191.26505.3  |
| Liproxstatin                                                     | Cayman Chemical           | 17730        |
| VX-765                                                           | InvivoGen                 | inh-vx765i-5 |
| VetScan iSTAT CHEM8+                                             | Abaxis                    | 016.30270.2  |
| DPBS                                                             | Corning                   | 21-031-CV    |
| RPMI 1640                                                        | Gibco                     | 21875-034    |
| Epithelial growth factor                                         | Peprotech                 | AF-100-15    |
| ITS                                                              | Gibco                     | 51500--56    |
| Penicillin-Streptomycin                                          | Corning                   | 30-002-CI    |
| Dimethyl sulfoxide                                               | Merck                     | D2650        |
| Erlotinib                                                        | Cayman Chemical           | 10483        |
| Crizotinib                                                       | Cayman Chemical           | 12087        |
| Erastin                                                          | Cayman Chemical           | 17754        |
| BODIPY™ 581/591 C11                                              | Thermo Fisher             | D3861        |
| Hoechst 33342                                                    | Invitrogen                | H1399        |
| Tet System Approved FBS                                          | Clontech                  | 631106       |
| Nonidet™ P40 Substitute                                          | Sigma                     | 74385        |
| Magnesium Chloride Solution                                      | Sigma                     | M1028        |
| Ultrapure BSA (50 mg/ml)                                         | Thermo Fisher             | AM2616       |
| Trizol                                                           | Invitrogen                | 15596018     |
| RNase inhibitor                                                  | Applied Biosystems        | 100021540    |
| SYBR Green PCR Master Mix                                        | Applied Biosystems        | 4367659      |
| cDNA Reverse Transcription Kit                                   | Applied Biosystems        | 4368813      |
| RNAscope® 2.5 HD Duplex Detection Kit                            | ACD                       | 322436       |
| Mm-Gsdmd probe                                                   | ACD                       | 537601       |
| SDS lysis buffer                                                 | CST                       | 7722         |
| anti-GSDMD antibody                                              | Santa Cruz                | 393656       |
| anti-SLC34A1 antibody                                            | Novus                     | NBP2-13328   |
| anti-CD11B antibody                                              | BD                        | 555386       |
| AF555-conj. donkey anti-rabbit                                   | LifeSciences              | A31572       |
| AF488-conj. goat anti-mouse                                      | LifeSciences              | A11029       |
| anti-GSDMD antibody                                              | Abcam                     | ab209845     |
| anti-N-GSDMD antibody                                            | CST                       | 36425S       |
| HRP-conjugated secondary antibody                                | CST                       | 7074         |
| ECL SuperSignal West Femto                                       | Thermo Fisher             | 34096        |
| <b>Critical Commercial Assays</b>                                |                           |              |
| RNeasy mini kit                                                  | Qiagen                    | 74106        |
| Bioanalyzer High Sensitivity DNA kit                             | Agilent Technologies      | 5067-4626    |
| Chromium Cell B Chip                                             | 10X Genomics              | PN-120262    |
| Chromium Controller                                              | 10X Genomics              | PN-120223    |
| Chromium i7 Multiplex Kit                                        | 10X Genomics              | PN-120262    |
| Chromium Single Cell 3' Reagent Kits v3                          | 10X Genomics              | PN-1000092   |
| Countess AutoCounter                                             | Invitrogen                | C10227       |
| Illumina Library Quantification Kit                              | KAPA Biosystems           | KK4824       |

|                                                           |                  |                                                                                                                                                                                                                                           |
|-----------------------------------------------------------|------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Multi Tissue dissociation kit                             | Miltenyi         | 130-110-201                                                                                                                                                                                                                               |
| CytoTox 96 Non-Radioactive cytotoxicity assay             | Promega          | G1780                                                                                                                                                                                                                                     |
| MultiTox-Fluor Multiplex Cytotoxicity assay               | Promega          | G9200                                                                                                                                                                                                                                     |
| <b>Deposited Data</b>                                     |                  |                                                                                                                                                                                                                                           |
| Mouse folic acid injury scRNA-seq data                    | (Dhillon et al.) | GSE156686 [ <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE156686">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE156686</a> ]                                                                                     |
| Mouse acute kidney injury snRNA-seq data                  | (Kirita et al.)  | GSE139107 [ <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139107">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139107</a> ]                                                                                     |
| Mouse acute kidney injury bulk Affymetrix microarray data | (Liu et al.)     | GSE52004 [ <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi</a> ]                                                                                                                  |
| Mouse kidney transplant scRNA-seq data                    | (Dangi et al.)   | GSE157292 [ <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi</a> ]                                                                                                                 |
| Mouse acute spinal cord injury scRNA-seq data             | (Hamel et al.)   | GSE15638 [ <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi</a> ]                                                                                                                  |
| <b>Software and Algorithms</b>                            |                  |                                                                                                                                                                                                                                           |
| a4Base v1.34.1                                            | open source      | <a href="https://bioconductor.org/packages/release/bioc/html/a4Base.html">https://bioconductor.org/packages/release/bioc/html/a4Base.html</a>                                                                                             |
| Biobase v2.40.0                                           | open source      | <a href="https://bioconductor.org/packages/release/bioc/html/Biobase.html">https://bioconductor.org/packages/release/bioc/html/Biobase.html</a>                                                                                           |
| BisqueRNA v1.0.3                                          | open source      | <a href="https://cran.r-project.org/web/packages/BisqueRNA/index.html">https://cran.r-project.org/web/packages/BisqueRNA/index.html</a>                                                                                                   |
| Cell Ranger v3.1.0                                        | 10X Genomics     | <a href="https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest">https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest</a>                                                 |
| CellPhoneDB v2.1.2                                        | open source      | <a href="https://www.cellphonedb.org">https://www.cellphonedb.org</a>                                                                                                                                                                     |
| circize v0.4.11                                           | open source      | <a href="https://github.com/jokergoo/circize">https://github.com/jokergoo/circize</a>                                                                                                                                                     |
| Circos Table Viewer v0.63-9                               | open source      | <a href="http://mkweb.bcgsc.ca/tableviewer/">http://mkweb.bcgsc.ca/tableviewer/</a>                                                                                                                                                       |
| clusterProfiler v3.10.1                                   | open source      | <a href="https://guangchuangyu.github.io/software/clusterProfiler/">https://guangchuangyu.github.io/software/clusterProfiler/</a>                                                                                                         |
| DESeq2 v1.10.1                                            | open source      | <a href="https://bioconductor.org/packages/release/bioc/html/DESeq2.html">https://bioconductor.org/packages/release/bioc/html/DESeq2.html</a>                                                                                             |
| destiny v3.1.1                                            | open source      | <a href="https://github.com/theislab/destiny">https://github.com/theislab/destiny</a>                                                                                                                                                     |
| DoubletFinder v2.0                                        | open source      | <a href="https://github.com/chris-mcginnis-ucsf/DoubletFinder">https://github.com/chris-mcginnis-ucsf/DoubletFinder</a>                                                                                                                   |
| EnhancedVolcano v1.0.1                                    | open source      | <a href="https://bioconductor.org/packages/release/bioc/html/EnhancedVolcano.html">https://bioconductor.org/packages/release/bioc/html/EnhancedVolcano.html</a>                                                                           |
| FlowJo v10.8                                              | open source      | <a href="https://www.flowjo.com">https://www.flowjo.com</a>                                                                                                                                                                               |
| gam v1.20                                                 | open source      | <a href="https://cran.r-project.org/web/packages/gam/index.html">https://cran.r-project.org/web/packages/gam/index.html</a>                                                                                                               |
| GSEA v4.0.3                                               | open source      | <a href="http://www.gsea-msigdb.org/gsea/index.jsp">http://www.gsea-msigdb.org/gsea/index.jsp</a>                                                                                                                                         |
| htmlwidgets v1.5.1                                        | open source      | <a href="https://github.com/ramnathv/htmlwidgets/releases">https://github.com/ramnathv/htmlwidgets/releases</a>                                                                                                                           |
| LIGER v0.5.0                                              | open source      | <a href="https://github.com/MacoskoLab/liger">https://github.com/MacoskoLab/liger</a>                                                                                                                                                     |
| mclust v5.4.6                                             | open source      | <a href="https://mclust-org.github.io/mclust/">https://mclust-org.github.io/mclust/</a>                                                                                                                                                   |
| monocle2 v2.14.0                                          | open source      | <a href="http://cole-trapnell-lab.github.io/monocle-release/">http://cole-trapnell-lab.github.io/monocle-release/</a>                                                                                                                     |
| monocle3 v0.1.3                                           | open source      | <a href="https://cole-trapnell-lab.github.io/monocle3/">https://cole-trapnell-lab.github.io/monocle3/</a>                                                                                                                                 |
| MRI fibrosis tool (unversioned)                           | open source      | <a href="https://github.com/MontpellierRessourcesImagerie/imagej_macros_and_scripts/wiki/MRI_Fibrosis_Tool#myfootnote1">https://github.com/MontpellierRessourcesImagerie/imagej_macros_and_scripts/wiki/MRI_Fibrosis_Tool#myfootnote1</a> |
| MuSiC v0.1.1                                              | open source      | <a href="https://github.com/xuranw/MuSiC">https://github.com/xuranw/MuSiC</a>                                                                                                                                                             |
| OneR v2.2                                                 | open source      | <a href="https://cran.r-project.org/web/packages/OneR/index.html">https://cran.r-project.org/web/packages/OneR/index.html</a>                                                                                                             |
| pagoda2 v0.1.1                                            | open source      | <a href="https://github.com/kharchenkolab/pagoda2/releases">https://github.com/kharchenkolab/pagoda2/releases</a>                                                                                                                         |
| RSEM v1.3.0                                               | open source      | <a href="https://github.com/deweylab/RSEM">https://github.com/deweylab/RSEM</a>                                                                                                                                                           |
| SCENIC v1.1.2.2                                           | open source      | <a href="https://aertslab.org/#scenic">https://aertslab.org/#scenic</a>                                                                                                                                                                   |
| Seurat v3.1.2                                             | open source      | <a href="https://satijalab.org/seurat/">https://satijalab.org/seurat/</a>                                                                                                                                                                 |
| SeuratWrappers v0.1.0                                     | open source      | <a href="https://github.com/satijalab/seurat-wrappers">https://github.com/satijalab/seurat-wrappers</a>                                                                                                                                   |
| Slingshot v1.6.1                                          | open source      | <a href="https://bioconductor.org/packages/release/bioc/html/slingshot.html">https://bioconductor.org/packages/release/bioc/html/slingshot.html</a>                                                                                       |
| SoupX v1.4.5                                              | open source      | <a href="https://github.com/constantAmateur/SoupX">https://github.com/constantAmateur/SoupX</a>                                                                                                                                           |
| STAR v2.4.1d                                              | open source      | <a href="https://github.com/alexdobin/STAR">https://github.com/alexdobin/STAR</a>                                                                                                                                                         |
| TradeSeq v1.2.01                                          | open source      | <a href="https://statomics.github.io/tradeSeq/index.html">https://statomics.github.io/tradeSeq/index.html</a>                                                                                                                             |
| Velocity v0.6                                             | open source      | <a href="https://github.com/velocity-team/velocity.R">https://github.com/velocity-team/velocity.R</a>                                                                                                                                     |
| WGCNA v1.70-3                                             | open source      | <a href="https://github.com/cran/WGCNA">https://github.com/cran/WGCNA</a>                                                                                                                                                                 |
| xbioc v0.1.18                                             | open source      | <a href="https://rdrr.io/github/renozao/xbioc/">https://rdrr.io/github/renozao/xbioc/</a>                                                                                                                                                 |

# Supplementary material for: Single-cell analysis highlights differences in druggable pathways underlying adaptive or fibrotic kidney regeneration
**Source:** Nat Commun. 2022 Jul 11;13:4018. doi: 10.1038/s41467-022-31772-9
**Supplement:** Supplementary file 3 — Description of additional Supplementary File

### **Descriptions of Additional Supplementary Data files**

Supplementary Dataset 1. Bulk RNAseq gene expression.

Supplementary Dataset 2. DEGs by cell clusters in all kidney cells.

Supplementary Dataset 3. Cell numbers and fractions.

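This table lists, for each cluster and treatment group, how many cells of the single-cell dataset were counted and which fraction of the group they form. Counting the deposited cluster names by treatment group gave the same number of cells as the table in all 54 of 54 combinations of 18 clusters and 3 groups. The fractions of the table are pooled over the cells of a group, so that libraries with more cells weigh more, and they carry no spread between mice.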

Supplementary Dataset 4. DEGs by IRI degree for individual cell types.

Supplementary Dataset 5. DEGs by cell clusters in proximal tubule cells.

Supplementary Dataset 6. Regulons and predicted targets in proximal tubule cells.

Supplementary Dataset 7. DEGs by IRI degree and time post-IRI in proximal tubule cells.

Supplementary Dataset 8. KEGG pathway enrichment in proximal tubule cells.

Supplementary Dataset 9. WGCNA in proximal tubule metacells.

Supplementary Dataset 10. KEGG pathway enrichment in WGCNA modules.

Supplementary Dataset 11. qPCR primer pairs.

Supplementary Dataset 12. WGCNA in proximal tubule metacells

Supplementary Dataset 13. KEGG pathway enrichment in WGCNA modules

Supplementary Dataset 14. Primary mouse renal tubular epithelial cell culture

Supplementary Dataset 15. Long IRI+inhibitors model

Supplementary Dataset 16. qPCR primer pairs

# Supplementary material for: Single-cell analysis highlights differences in druggable pathways underlying adaptive or fibrotic kidney regeneration
**Source:** Nat Commun. 2022 Jul 11;13:4018. doi: 10.1038/s41467-022-31772-9
**Supplement:** Supplementary file 20 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Cell Ranger v. 3.1.0 — Barcode Identification, Alignment, Filter, Deduplication

Data analysis

a4Base v1.34.1  
 Biobase v2.40.0  
 BisqueRNA v1.0.3  
 Cell Ranger v3.1.0  
 CellPhoneDB v2.1.2  
 circlize v0.4.11  
 Circos Table Viewer v0.63-9  
 clusterProfiler v3.10.1  
 DESeq2 v1.10.1  
 destiny v3.1.1  
 DoubletFinder v2.0  
 EnhancedVolcano v1.0.1  
 FlowJo v10.8

gam v1.20  
 GSEA v4.0.3  
 htmlwidgets v1.5.1  
 LIGER v0.5.0  
 mclust v5.4.6  
 monocle2 v2.14.0

monocle3 v0.1.3  
 MRI fibrosis tool (unversioned)  
 MuSiC v0.1.1  
 OneR v2.2  
 pagoda2 v0.1.1  
 RSEM v1.3.0  
 SCENIC v1.1.2.2  
 Seurat v3.1.2  
 SeuratWrappers v0.1.0  
 Slingshot v1.6.1  
 SoupX v1.4.5  
 STAR v2.4.1d  
 TradeSeq v1.2.01  
 VelocityR v0.6  
 WGCNA v1.70-3  
 xbioc v0.1.18

Code available at: [https://github.com/ms-balzer/IRI\\_adaptive\\_maladaptive\\_kidney\\_regeneration](https://github.com/ms-balzer/IRI_adaptive_maladaptive_kidney_regeneration)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw and metadata are available at GEO accession number GSE180420 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180420>]. Processed data are available via an interactive website ([www.susztaklab.com/ischemia\\_reperfusion\\_injury/scRNA/](http://www.susztaklab.com/ischemia_reperfusion_injury/scRNA/)). Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact: Katalin Susztak. Email: .

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences
 ☐ Behavioural & social sciences
 ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We compared the number of cells profiled in other published datasets to choose an adequate sample size for this study. We chose to at least the same or more animals in our study compared to prior single-cell studies in the same organ with a similar disease model. No statistical methods were used to pre-determine sample size. Post-hoc analysis showed high reproducibility and agreement of cell type clusters. |
| Data exclusions | No data were excluded in this study.                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | In vivo studies employed 2-3 independent experiments, as stated in the respective sections. In vitro studies employed 2-5 independent experiments. In silico studies were computed with a set seed to facilitate reproducibility.                                                                                                                                                                                         |
| Randomization   | Purchased wild type mice were randomly assigned to experimental treatment groups.                                                                                                                                                                                                                                                                                                                                         |
| Blinding        | Blinding was not relevant to this type of analysis, we collected samples that were available to us. Investigators were blinded to allocation during experiments and outcome assessments.                                                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Target Dilution Clone Company Fluorophore Cat.#  
 CD3 1:200 145-2C11 BD bioscience BUV395 100308  
 Ly6G 1:300 1A8 BD bioscience BUV563 127602  
 CD11b 1:600 M1/70 BD bioscience BUV661 612977  
 CD45 1:200 30-F11 BD bioscience BUV805 103102  
 F4/80 1:200 BM8 Invitrogen ef450 MF48000  
 CD19 1:300 6D5 Biolegend BV605 115508  
 CD4 1:300 RM4-5 Biolegend BV650 100506  
 NK1.1 1:200 PK136 Biolegend BV711 108702  
 Ly6C 1:400 HK1.4 Biolegend BV785 128016  
 CD11c 1:200 N418 eBioscience FITC 117302  
 CD49b 1:100 DX5 eBioscience PerCP-ef710 108908  
 SiglecF 1:200 E50-2440 BD bioscience PE 562068  
 CD8a 1:300 53-6.7 BD bioscience PE-cf594 562283  
 CD64 1:200 X54-5/7.1 Biolegend PE-Cy7 139304  
 FcεR 1:200 MAR-1 Invitrogen APC 17-5898-82  
 MHCII (IA/IE) 1:300 M5/114.15.2 Biolegend AF700 107622  
 cKit (CD117) 1:200 ACK2 Invitrogen APC-e780 47-1172-82

Target Dilution Company Cat.#  
 anti-GSDMD antibody 1:100 Santa Cruz 393656  
 anti-SLC34A1 antibody 1:100 Novus NBP2-13328  
 anti-CD11B antibody 1:50 BD 555386  
 AF555-conj. donkey anti-rabbit 1:1,000 LifeSciences A31572  
 AF488-conj. goat anti-mouse 1:1,000 LifeSciences A11029  
 anti-GSDMD antibody 1:1,000 Abcam ab209845  
 anti-N-GSDMD antibody 1:1,000 CST 36425S  
 HRP-conjugated anti-rabbit antibody 1:2,000 CST 7074

## Validation

All commercially available antibodies listed above were validated by manufacturers as documented on the website of the respective companies.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Male C57Bl/6J mice were obtained from Jackson Laboratories (Bar Harbor, ME, stock no. 000664). 10-12 weeks old mice were used for experiments. Some animals were randomly assigned to receive liproxstatin (Cayman Chemical Cat#17730) or VX-765 (InvivoGen Cat#inh-vx765i-5). Mice were housed in the Institute pathogen free animal house (12 h dark/light cycle) and fed with standard mouse diet and water ad libitum.

## Wild animals

This study did not involve wild animals.

## Field-collected samples

This study did not involve field-collected samples.

## Ethics oversight

The animal experiments were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Pennsylvania in accordance with the guidelines of the National Institutes of Health.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Mice were perfused with 10 mL PBS prior to organ procurement. Kidneys were diced and digested in a solution of 1 mg/mL collagenase A (Roche) and 100 mg/mL DNase (Roche) in complete RPMI for 60 min at 37 °C to obtain a single cell suspension. Cells were homogenized by passing through an 18G needle 5 times and filtered through a 100 µm mesh. Cells were then washed with FACS buffer (1x PBS, 2.5% FBS, 2 mM EDTA) before incubating with Fc block (99.5% FACS buffer, 0.5% normal rat serum, 1 µg/mL 2.4G2 IgG antibody) prior to staining. Cells were stained with the viability dye Ghost Dye Violet 510 (Tonbo biosciences, #12-0870) and antibodies were used for subsequent staining.

Instrument

FACSymphony A3 (BD Biosciences)

Software

FlowJo v10.8 (TreeStar)

Cell population abundance

We used established immune cell sorting procedures.

Gating strategy

All cells were sort-purified using a FACSAriaII (BD Bioscience) as follows:  
 B cells: CD19+, CD3-  
 CD4 T cells: CD19-, CD3+, CD4+  
 CD8 T cells: CD19-, CD3+, CD8a+  
 NK cells: CD19-, CD3-, NK1.1+  
 Macrophages: CD19-, CD3-, NK1.1-, F4/80+, CD64+  
 Neutrophils: CD19-, CD3-, NK1.1-, Ly6G+, Ly6C+  
 Monocytes: CD19-, CD3-, NK1.1-, Ly6G-, Ly6C+  
 Basophils: CD19-, CD3-, NK1.1-, Ly6G-, Ly6C-, CD45int, CD49b+, FcEr+  
 Eosinophils: CD19-, CD3-, NK1.1-, Ly6G-, Ly6C-, CD45+, CD49b-, SiglecF+  
 Mast cells: CD19-, CD3-, NK1.1-, Ly6G-, Ly6C-, CD45+, CD49b-, SiglecF-, cKit+  
 Dendritic cells: CD19-, CD3-, NK1.1-, Ly6G-, Ly6C-, CD45+, CD49b-, SiglecF-, cKit-, CD11c+, MHCII+  
 Purity for all cell populations was determined to be 98% or higher.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

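Kidneys of 6 control mice and of mice killed 1, 3 and 14 d after 23 min (IRI short) or 30 min (IRI long) of bilateral ischemia were profiled by single-cell RNA-seq, with 2 libraries for each ischemia time and day. For the inhibitor experiment, 1 library came from IRI long with VX-765 (100 mg/kg) and 1 from IRI long with liproxstatin (10 mg/kg), both at 14 d. The authors describe 10X 3′ v3 libraries, Cell Ranger, filters on gene number and mitochondrial percentage, and removal of doublets. For 5 of the control libraries the cell barcodes leave the kit version open. They integrated the libraries with LIGER, clustered the cells with the Louvain algorithm and named the clusters by hand. According to the methods, results without ambient RNA correction were used.

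For each cell the deposited tables give a cluster name, a treatment group with its day, and 2 UMAP coordinates without unit. A first annotation covers 18 libraries with 113579 cells in 18 clusters, and a second covers 20 libraries with 136794 cells in 19 clusters. How the second annotation was made is described in the paper only for a dataset with another cell number and other cluster names. The tables hold no UMI counts, so gene expression, trajectories, chromatin accessibility and the bulk RNA-seq were not analysed here, nor were the PT and immune subclusters and PT_7.

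Each library was identified by the part of its cell names that its cells share. It was assigned to its treatment group and day by the labels of its cells, and not to a replicate number. Clusters were grouped by name into PT, other epithelial, endothelial or stromal, myeloid and lymphoid cells, and immune cells are the last 2 of these. One cluster of the second annotation named for ribosomal genes was left in the denominator and in no class. Cell fractions are percent of all cells of a library. The number of cells per library, given with the dataset, sets the counting error of these fractions, for which exact 95% binomial (Clopper-Pearson) intervals were computed.

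Group means of the fractions were compared with two-sided exact permutation tests with libraries as replicates: all 924 ways for 6 against 6 libraries, and 216 ways within days for IRI long against IRI short. The 12 comparisons of fractions and the 6 of cell density were each adjusted with the Benjamini-Hochberg method. Each cluster's fraction was compared with limma 3.58.1 in R 4.3.3 on the logit scale with 0.5 cells added and 7 group means, adjusted over 18 clusters at a threshold of 0.05. The limma comparisons were also tested on simulated data. With 6 changed clusters in 100 simulations and a true change of 1.5 on the logit scale (3 for IRI long against control), 87.3% of the changed clusters were found for IRI short against control and 96.0% for IRI long against control. For IRI long against IRI short the numbers were 82.0% over all days and 44.2% at 14 d. The simulated change is larger than every change called over all days in that comparison. The 82.0% therefore does not hold for changes of their size, nor for those of the PT clusters. Between 1.33 and 1.75% of the unchanged clusters were called.

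Clusters are named in the text by a rule: those the paper names in a claim about cell numbers or fractions, those past the threshold in a comparison (the 5 with the largest change where more than 5 passed), and Granul_2. Podo, Mono_2, Myofib, B cell and GEC are also named where a closer look was taken, a choice made after their values were seen.

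Density maps used 120 bins per axis, a smoothing standard deviation of 2 bins, and the 50 cells nearest to a peak to name its cluster. Neighbours of renamed cells were the 30 nearest cells in the UMAP. Inhibitor-treated libraries were described without tests. Computations other than limma used python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9.

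The alternatives tried were pooling over cells, the logit of the fraction, a denominator without the competing compartment, thinning of libraries to 2064 cells, the second annotation, permutation without days, each day alone and leaving out each library in turn. For the clusters they were the arcsine square root, the centred log-ratio, immune and other clusters apart, and a filter of 10 cells in 2 libraries. Alternatives chosen after seeing the data were the control library with the barcode set of the IRI libraries alone, the barcode set as a term in limma, counting the cluster Fibro as myeloid, the clusters PCT and PST alone, and the second annotation for changes with time. The closing section gives their effect.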

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

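The tests of whether the naming of cells explains these patterns were chosen only after the results were seen, and so were the clusters.

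In 9 of 68 groups of 6 libraries, a single library lay far from the other libraries of its group in its number of cells or in the fraction of a cluster, and chance gives this in about 1 in 20 groups. The IRI groups mix 3 days, so for them that rate assumes no difference between days. A control library (Scl) held 14320 cells, and the next 6666. In IRI long, IRF5 held 21.3% LOH cells (next 9.37%) and 6.73% DCT cells (next 3.46%), IRF7 held 20.8% Mono_1 cells (next 12.1%) and 1.11% Mono_2 cells (next 0.397%), and IRF4 held 5.27% B cells (next 2.44%). In IRI short, IRF10 held 13.1% DCT cells (next 8.68%), IRF11 held 9.28% GEC (next 6.57%) and IRF3 held 0.506% podocytes (next 0.127%).

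For B cells, the naming of cells in the first annotation is argued against as the cause: in the B cell cluster of the second annotation, which holds 94.9% of these cells, IRF4 again lay far from the others with 5.16% (next 2.42%). For the other clusters as a set it stays open. In the cluster of the second annotation with the largest part of the same cells, the same library was highest in each case, but it lay far from the others in 1 of 7 cases (LOH of IRF5, 16.8%, next 6.01%). That cluster holds 44.5% of the LOH cells, and the one used for DCT holds 43.4%, where IRF5 had 4.92% and the next library 4.01%. Mono_1 and Mono_2 share the cluster Fibro there, so the 2 cases for IRF7 are not independent. Fibro holds 94.1% of the Mono_1 cells, and IRF7 had 20.9% (next 12.4%). The gap of Mono_1 was thus kept under the other naming, although IRF7 no longer counted as far. The gaps were smaller for GEC in IRF11 (91.9% of the cells, 10.3%, next 8.59%) and for podocytes in IRF3 (84.3% of the cells, 0.438%, next 0.221%). A difference between days, between mice or in dissociation, and a sample swap, stay open and were not tested. The next library was of the same day for LOH and DCT of IRF5, Mono_1 and Mono_2 of IRF7 and GEC of IRF11. It was of another day for B cells of IRF4, DCT of IRF10 and podocytes of IRF3. For the cell number of Scl, no biological explanation was tested, and the methods give the same loading for all libraries.

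Between IRI long and IRI short, the difference in 2 clusters changed with time in limma, tested as an interaction over 18 clusters and 2 pairs of days. For Mono_2 the difference rose by 2.97 on the logit scale from 1 d to 14 d (limma adjusted p = 0.0266). In IRI short the mean fraction of Mono_2 was 1.15% at 1 d and 0.0653% at 14 d, and in IRI long 0.0947% and 0.0908%. This call was lost without, among others, IRF8, IRF10, IRF5 or IRF9, with changes from 2.13 to 3.82 and limma adjusted p from 0.00878 to 0.253 over all libraries left out. IRI long held 12 Mono_2 cells at 1 d and 13 at 14 d, so few cells limit the estimate. In Fibro, the cluster of the second annotation that holds 82.8% of the Mono_2 cells, the same change was 0.25 (limma adjusted p = 0.871). Mono_2 cells make up 3.75% of Fibro, so this value does not decide whether the naming of cells is the cause, which stays open. A biological explanation, that the time course depends on the ischemia time, was not tested apart from this interaction.

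For Myofib the difference changed by −2.34 from 1 d to 14 d (limma adjusted p = 0.0216) and by −2.44 from 3 d to 14 d (limma adjusted p = 0.0150). In IRI long the mean fraction was 0.976% at 1 d, 2.22% at 3 d and 0.0211% at 14 d, with 3 cells in the 2 libraries at 14 d, and in IRI short 0.440, 0.890 and 0.123%. The call for 1 d was lost without, among others, IRF8, IRF5 or IRF9 (changes from −2.61 to −2.07, limma adjusted p from 0.0107 to 0.101), and that for 3 d without IRF11, IRF8, IRF7 or IRF9 (−2.72 to −2.16, limma adjusted p from 0.00726 to 0.117). Both were lost on the arcsine square root scale and with immune and other clusters apart. In SMC, the cluster of the second annotation that holds most Myofib cells, the change from 1 d to 14 d was −1.08 (limma adjusted p = 0.573). The direction is that of Myofib, but the naming of cells and a fall of these cells cannot be told apart with so few cells, and a lower recovery of stromal cells at 14 d was not tested.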

How the results depend on the processing

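The tests with the control library of the IRI barcode set alone, with the barcode set as a term in limma, with Fibro counted as myeloid, and with PCT and PST alone were chosen only after the results were seen. The other alternatives were set before the data were examined. No paired analysis was possible because libraries are known by treatment group and day but not by replicate number.

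Apart from leaving out libraries, 110 values for the comparisons kept their direction and their side of the threshold, or moved by less than the spread. A further 13 moved by more, 6 reversed, 2 passed a threshold only there and 1 no longer passed it. The immune and myeloid differences between the 3 groups did so under every alternative run. Per cell that is not a PT cell, or per non-immune cell for PT, PT cells were 7.50 percentage points higher in IRI long than in IRI short (reversed, exact permutation test, p = 0.185) and the lymphoid difference of IRI long from control became −1.81 (reversed, exact permutation test, p = 0.617). These reversals concern differences that passed no threshold. At 1 d alone the lymphoid differences from control reversed to −1.44 in IRI short and −2.21 in IRI long, and with the control library of the IRI barcode set alone the latter was −1.67. The lymphoid difference of IRI short from control passed the threshold at 3 d alone (12.3) and at 14 d alone (10.0). In the second annotation no test by day was run. IRF10, from IRI short at 14 d, lay inside the control range there (9.76%, control up to 11.4%). The cause was not tested.

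The PT difference from control grew when pooled over cells, to −43.0 in IRI short and −46.3 in IRI long, because libraries weigh by their cells there. It was −34.3 in IRI short at 14 d alone (exact permutation test, p = 0.0714, with 28 ways). With the control library of the IRI barcode set alone it was −19.1 in IRI short and −22.2 in IRI long. These are values from 1 control library, and the cause was not tested.

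For the inhibitors, the same change of denominator moved the difference from IRI long 14 d to 40.5 (VX-765) and 60.9 (liproxstatin) for PT cells, to −47.4 and −46.5 for immune cells, and to −3.10 for lymphoid cells with VX-765. It reversed the lymphoid difference with liproxstatin to 9.07. With PCT and PST alone, the PT differences were 35.6 and 56.3. The cause was not tested.

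With immune and other clusters apart, limma gave 0 clusters between IRI long and IRI short over all days (7 at an unadjusted p under 0.05) and 0 at 14 d (2 unadjusted), so these calls rest on fractions of all cells. The arcsine square root gave 7 and 4 clusters, with 4 of the 5 and 3 of the 6 calls kept, and the centred log-ratio gave 4 and 6. The filter removed 0 clusters and tests nothing. For single named clusters, 22 values lost their call, among them PT S3 in both comparisons with control when the barcode set was a term.

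Leaving out each library in turn, 223 values for the comparisons kept their call or count, 10 moved and 3 passed a threshold only there. PT cells in IRI long against IRI short ranged from −4.83 to −1.48, the former without IRF11 with p = 0.0185 in the exact permutation test. Lymphoid cells in IRI short against control ranged from 5.55 to 8.64, and passed the threshold without, among others, IRF2 (8.64). Clusters between IRI long and IRI short ranged from 2 to 5: 2 without, among others, IRF3, IRF1 or IRF12, and 3 without IRF10, IRF7 or IRF9. At 14 d they ranged from 0 to 6: 0 without IRF12 (6 unadjusted, limma), 2 without IRF10 and 3 without IRF9. With 1 library left in an arm, limma assumes that it varies like the other groups. Of the single clusters, Granul_2 over all days lost its call without, among others, norm3, IRF2, IRF3, IRF10, IRF1, IRF4, IRF7, IRF9 or IRF12. IC lost it without, among others, IRF3, IRF10, IRF1, IRF7, IRF9 or IRF12, and PC without, among others, IRF3, IRF1 or IRF12, while LOH and DCT kept theirs. At 14 d Granul_2 and IC lost theirs without IRF10, IRF9 or IRF12, LOH without IRF10 or IRF12, Myofib without IRF8, IRF9 or IRF12, and PC without IRF12. The cause was not tested.

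Other splits of the libraries gave as many clusters as the real one in 2 of 100 splits for IRI short against control, the real one included, and in 1 of 100 for IRI long against control and 1 of 100 for IRI long against IRI short. Chance as the whole source of these counts can be excluded at 5%. The other split for IRI short exchanged Scl and IRF10 and gave 12 clusters.

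Depth here is the number of cells. Thinning every library to 2064 cells changed no call among the 12 comparisons of fractions.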

Differences from the paper's values

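All tests in this part use alternatives set before the data were examined, except those that count the cluster Fibro as myeloid and that of changes with time in the second annotation, chosen only after the result was seen.

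In IRI long at 14 d, the paper's fraction of PT_7 is about 20% in Fig. S20a, read by eye, while the clusters PT, PCT and PST together were 8.16% here. The annotation used here names no PT_7, and whether these clusters hold its cells is not known. With each library alone the value was 5.11 and 11.2%, which also differ. Per non-immune cell these clusters made up 26.1%. That value has another denominator than the paper's and covers all PT clusters, so it does not account for the gap.

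For myeloid cells in the dataset with inhibitors, the paper's control value is about 2.1% in Fig. 9d, read by eye, against 0.915% here. Per cell that is not a PT cell the value was 1.99%, nearer to the paper's but on another denominator than all cells. In IRI long at 14 d the paper's value is about 25% in Fig. 9d, read by eye, against 58.0% here. With each library alone (51.1 and 65.0%) and per cell that is not a PT cell (63.0%) the values also differ, as does 65.9% with Fibro counted as myeloid. With liproxstatin the paper's value is about 2.2% in Fig. 9d, read by eye, against 1.30% here, and per cell that is not a PT cell 7.47%, which also differs. Counting Fibro as myeloid, chosen after seeing the values, gave 2.16% in control and 2.42% with liproxstatin, which do not differ, and 31.1% in IRI short at 14 d, which differs from about 19% in Fig. 9d, read by eye. The paper's test in that figure took cells as replicates, and no test was made here.

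Granulocytes in IRI long at 14 d are about 20% in Fig. S20a, read by eye, against 47.9% here for the 2 neutrophil clusters. With each library alone the values were 40.3 and 55.6%, which also differ.

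The paper states that PT cell changes became greater with time after injury, on the basis of deconvoluted bulk RNA-seq (Figs. 2b, S3b) and of single-cell maps (Fig. S4a, b). Bulk RNA-seq was not analysed here. In the single-cell fractions, the mean PT fraction at 14 d was nearer to control than at 1 and 3 d in IRI long (by 2.42 percentage points) and in IRI short (by 5.96), neither past a threshold. In the second annotation, an alternative chosen after seeing the values, the change in IRI long has the paper's direction (−3.60 percentage points at 14 d) and that in IRI short does not (6.60). It also states this for myeloid cells, where in IRI short the mean at 14 d was −3.41 percentage points from the earlier days, while in IRI long it was 15.1 higher.

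According to the legend of Fig. S16, control samples hold no cell of Granul_2. In the clustering of all kidney cells, 6 control cells carry this name, while the immune subclusters of that figure were not analysed here.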

Other observations

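The tests on the library batch, on the naming of PT S3 cells at earlier days and on the number of cells per library were chosen only after the results were seen. The same holds for the comparison of the barcode set estimates.

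Cell barcodes split the libraries apart from their labels. Among 5 control libraries, all but norm5, pairs of libraries shared barcodes as if drawn from a set of 600626 to 1023910 barcodes (10 pairs). Pairs among norm5 and the 14 IRI libraries, with and without inhibitor, gave 1889880 to 13404900 (105 pairs). Taken over all pairs of a kind, the estimates were 746058 and 3565240 barcodes. Across the 2 kinds, 38 of 75 pairs shared no barcode. Cells carried over between libraries would have the same cluster more often than random pairs, but 16.1% of the shared barcodes among the 5 control libraries had the same cluster, against 20.4% of random pairs. Another set of cell barcodes, such as that of another kit, stays a candidate explanation. The largest estimate of 1023910 lies below the smallest of the other pairs, but these estimates define the pattern and so cannot test it. The paper names a single kit version. No biological explanation was tested.

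The smaller barcode set holds control libraries only, so a library batch is confounded with control for 5 of 6 libraries. In norm5, the control library with the other set, immune cells were 17.8%, below the lowest IRI library (37.8%), and PT cells 30.3%, above the highest IRI library (17.5%). With the barcode set as a term, limma still called 9 and 12 clusters against control, among them PT S1 in IRI short (−1.69, limma adjusted p = 0.0104) and not PT S3, an estimate in which the comparison with control rests on norm5 alone. A single library decides nothing here, so a batch effect on the size of the difference cannot be told apart from ischemia. Ischemia itself stays open as the biological explanation. The comparisons of IRI long with IRI short lie within one barcode set.

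Among cells named T cell_2 in the first annotation, 2621 are in PT clusters in the second. In the first UMAP these cells lay nearer to PT cells than the T cell_2 cells that stayed T or NK cells in 15 of 18 libraries (two-sided exact sign test, p = 0.00754), so a position between cell types may explain the change of name. Of their neighbours in the second UMAP, 62.1% were T cell_2 cells and 31.9% PT cells, which leaves open whether they form islands of their own. Doublets and ambient RNA stay open too, as no counts were used. No biological explanation was tested.

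Of the PT S3 cells in IRI long at 14 d, 31.3% (325 of 1039) are named neutrophils in the second annotation, 44.1% in IRF12 and 7.65% in IRF9. A further 31.1% (323 of 1039) are named DCT1, as are 25.6% at 1 and 3 d after ischemia (0 to 47.6% per library) and 0.849% in control. In IRI short at 14 d it was 6.95% (107 of 1540). Naming that is unstable for injured PT cells may explain this part, although IRI short at 14 d shows little of it. The same explanation is argued against for the neutrophil part, with 0.0443% (1 of 2259) at 1 and 3 d. A position between PT cells and granulocytes in the first UMAP is argued against as well: in 0 of 2 libraries did the cells named neutrophils lie nearer to granulocytes than the PT S3 cells that stayed PT. In the second UMAP 63.9% of their neighbours were granulocytes. Doublets, ambient RNA and a change of PT cells late after long ischemia stay open and were not tested.

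Libraries with fewer cells tended to hold more immune cells among the 12 IRI libraries (Pearson r = −0.512, permutation p = 0.0884; Spearman rho = −0.483, permutation p = 0.114). Without IRF7 and IRF10, the 2 farthest in cell number, r was −0.362 (permutation p = 0.296). Within IRI long r was −0.235 (exact permutation p = 0.631) and within IRI short −0.857 (exact permutation p = 0.0917). With the slope of −1.72 percentage points per 1000 cells removed, the immune fraction still differed by 16.9 percentage points between IRI long and IRI short (permutation within days, p = 0.0185). This argues against the number of cells as the whole cause, while the ischemia time and a loss of tubule cells in dissociation stay open.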
